# The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control

**DOI:** 10.1093/nar/gkad711

**Published:** 2023-08-31

**Authors:** Michael C Church, Andrew Price, Hua Li, Jerry L Workman

## Abstract

In eukaryotes, ATP-dependent chromatin remodelers regulate gene expression in response to nutritional and metabolic stimuli. However, altered transcription of metabolic genes may have significant indirect consequences which are currently poorly understood. In this study, we use genetic and molecular approaches to uncover a role for the remodeler Swi-Snf as a critical regulator of metabolism. We find that *snfΔ* mutants display a cysteine-deficient phenotype, despite growth in nutrient-rich media. This correlates with widespread perturbations in sulfur metabolic gene transcription, including global redistribution of the sulfur-sensing transcription factor Met4. Our findings show how a chromatin remodeler can have a significant impact on a whole metabolic pathway by directly regulating an important gene subset and demonstrate an emerging role for chromatin remodeling complexes as decisive factors in metabolic control.

## INTRODUCTION

Metabolic perturbations are commonly found in cancer. The tendency for tumor cells to favor aerobic glycolysis over respiration (the ‘Warburg effect’) was an early clue that metabolic reprogramming occurs in transformed cells (1,2). Impaired respiration can be due in part to altered transcription of glycolytic enzymes under the control of the oncoprotein c-Myc (3). This biases glycolysis towards lactate production and thus can reduce aerobic respiration in cancer cells. However, altered respiration is not the only metabolic perturbation found in cancer as many tumor cells also show altered amino acid biosynthesis, in particular relating to methionine metabolism (4). Such cells are said to be ‘addicted to methionine’, as they require large amounts of the amino acid to synthesize S-Adenosyl Methionine (SAM/AdoMet) which is a cofactor required to carry out methylation reactions in the cell (5). Another metabolic signature of many tumor cells is that they require cysteine as an essential amino acid, in contrast to healthy cells which can synthesize cysteine from dietary methionine (6).

In addition to metabolic abnormalities, transcriptional patterns are altered in cancer cells and many transcriptional regulators are known to be oncogenes or tumor suppressors. One example is SWI/SNF, a conserved chromatin remodeling complex found to be mutated in > 20% of all cancers (7). Chromatin itself consists of repeating arrays of nucleosomes, which are a DNA-protein complex generally considered to be an impediment to gene activation (8). However, nucleosomes can be enzymatically modified or remodeled to regulate gene transcription. SWI/SNF displaces/evicts nucleosomes in an ATP-dependent manner and was first described in *Saccharomyces cerevisiae* (Swi-Snf in *S. cerevisiae*) where it was found to remodel chromatin and facilitate binding of transcription factors to nucleosomal DNA (9–14). By promoting a more open chromatin conformation upstream of transcription start sites (TSSs) and facilitating transcription factor binding, SWI/SNF can positively influence gene transcription. Yeast and human SWI/SNF are large complexes that contain multiple subunits, including the catalytic ATPase (Snf2/SMARCA2/SMARCA4) and other subunits which are essential for the structure/activity of the complex (15–19). Several human SWI/SNF subunits have been shown to be involved in cancer, with mutations in some being strongly correlated with specific malignancies, such as is the case with INI1/SMARCB1/SNF5 and rhabdoid tumors (17–18,20). In yeast, the complex is closely associated with activation of stress-response genes, particularly those involved in mating type switching and carbon source utilization (21,22).

In contrast to its association with gene activation, loss of Swi-Snf in *S. cerevisiae* leads to activation of several metabolic genes under repressing conditions, particularly those involved in synthesis of the amino acids methionine and cysteine (16,23). These genes (known as *MET* genes) are ordinarily repressed during growth in the presence of methionine and other sulfur metabolites but are activated by the transcription factor Met4 upon sulfur starvation (24–27). *MET* gene-containing pathways are involved in amino acid biosynthesis, redox homeostasis, cell cycle progression and cell signaling (28). As transcription of metabolism genes responds to cellular nutrition, the activation of *MET* genes in *snfΔ* mutants could hint at a metabolic imbalance in these cells caused by loss of Swi-Snf. Therefore, Swi-Snf may have a novel, direct role in maintaining levels of important metabolites via an unknown mechanism. Evidence for a conserved role for Swi-Snf in regulating genes involved in sulfur amino acid metabolism has been found in ovarian cancer cell lines, where the human SWI/SNF complex was shown to be essential for activation of a gene encoding a cysteine transporter (29).

Here, we identify Swi-Snf as a regulator of a key point in sulfur metabolism, the loss of which leads to impaired cysteine biosynthesis during growth in rich media. This defect is sensed by the transcription factor Met4, whose global recruitment becomes altered in response to loss of Swi-Snf, in a manner resembling that seen in starved cells. Met4 is activated and recruited to several sulfur metabolism genes, leading to their activation under repressive conditions. Together, this demonstrates that Swi-Snf has a more prominent role in metabolic regulation than previously appreciated, both through its direct regulation of genes required for cysteine biosynthesis and the indirect consequences of Swi-Snf inactivity on metabolic transcription.

## MATERIALS AND METHODS

### Reagents

Antibodies: anti-Myc (Millipore 05-724), β-Actin (Abcam ab8224), HA-peroxidase (Sigma Aldrich 12013819001), V5 (Thermo Fisher Scientific R960-25), GST (Santa Cruz sc-459), Rpb1 (BioLegend 664906). Metabolite assays were carried out using a Bridge-It® SAM fluorescence assay (Mediomics 1-1-1003B), or a Bridge-It® l-Methionine (L-Met) Fluorescence Assay (Mediomics 1-1-1005B).

### Biological resources

All strains and plasmids used are listed in Supplementary Tables S1 and S2, respectively. For analysis of amino acid starvation, cells were grown to mid-log phase (OD_600_ = 0.6–0.8) at 30°C in media containing yeast extract with peptone supplemented with 2% dextrose (YPD), subjected to centrifugation and cell pellets were washed twice in sterile ddH_2_O. Pellets were then resuspended in 1 ml sterile ddH_2_O and split between Complete Synthetic Medium (CSM) with/without methionine/cysteine (CSM-Met) or any amino acids (SD). CSM refers to BD Difco Yeast Nitrogen Base without amino acids (BD 291920) with CSM/ CSM-Met mix (Sunrise Science 1001-100)/(Sunrise Science 1019-010) and 2% glucose unless otherwise stated.

### Statistical analyses

Details of high-throughput data analysis can be found in Supplementary Materials and Methods. Details of statistical analysis of data can be found in figure legends. In all cases error bars represent standard deviation (SD). Significance was defined based on a Student's T-test in each case. When comparing different strains, unpaired parametric tests were used. When comparing treated/untreated conditions within the same sample, paired parametric tests were used. Graphpad Prism (9.3.1) was used for statistical calculations concerning qPCR and cell viability data.

### Western blot

Whole cell lysate was prepared as described previously (30) and applied to a NuPAGE Bis-Tris 3–8% gradient gel (Thermo Fisher Scientific EA0375BOX) and run at 150 V for 1 h. Proteins were transferred to a Immobilon®-P PVDF Membrane (Millipore IPVH00010) in 1× NuPAGE transfer buffer (Thermo Fisher Scientific NP0006) with 20% methanol for 90 min at 350 mA. Membranes were blocked for 30 min in 5% dried skimmed milk in TBST before being incubated with primary antibodies overnight at 4°C. For non-HRP-conjugated antibodies, membranes were washed in TBST and incubated with a secondary, HRP-conjugated antibody diluted 1:10 000 in 5% dried skimmed milk in TBST for 45 min at room temperature. Following incubation with HRP-conjugated antibodies, membranes were washed in TBST and TBS before being incubated for 5 min in Pierce™ ECL Plus Western Blotting Substrate (Thermo Fisher Scientific 32132 × 3) and development.

### Metabolite assays

SAM and methionine were measured, based on a previously-published protocol (31). Briefly, yeast were grown to mid-log phase (OD_600_ ∼0.6–0.8), and 20 OD units were collected and pelleted. Cells were washed twice in ddH_2_O and then resuspended in 100 μl 0.2% perchloric acid prior to incubation at room temperature for 1 hour. Samples were then centrifuged at 10 621 rcf for 5 min and supernatant was transferred to new tubes. 10 μl (SAM) or 5 μl (Met) sample (∼1–2 OD units) was used for each replicate. Fluorescence was measured using a Tecan Infinite 200 Pro plate reader.

### Anchor away

Proteins of interest were tagged using an FRB-GFP construct based on that used by Haruki *et al.* in the HHY221 background ((32), Supplementary Table S1). To deplete tagged proteins from nuclei, cells were grown to log phase (OD_600_ ∼0.5) at 30°C and incubated with rapamycin (TSZ Chem R1017) at a final concentration of 1 μg/ml for times indicated. To verify nuclear export of proteins, cells were analyzed by confocal microscopy using a Leica LSM-780 DS. To measure transcription, samples were taken before and after rapamycin treatment and processed for RT-qPCR or sequenced as described below.

### RNA preparation

Cells were grown to mid-log phase (OD_600_ ∼0.6–0.8) at 30°C and pelleted by centrifugation, washed once with DEPC-H_2_O, and either stored at −80°C or processed as follows:

For samples analyzed by RT-qPCR, RNA was prepared by hot phenol extraction as described in (33). 10 μg RNA was DNase-treated using RQ1 RNase-Free DNase (Promega). 1 μg of DNase-treated RNA was then used to generate cDNA using the Applied Biosystems High-Capacity RNA-to-cDNA Kit (ThermoFisher Scientific). This was analyzed using PerfeCTa SYBR Green Fastmix, Low ROX (QuantaBio 95074-05K) in an Applied Biosystems QuantStudio 5 thermocycler (Thermo Fisher Scientific). Two to six biological (as outlined in figure legends) and 3 technical replicates were analyzed for each experiment. Error bars for RT-qPCR data represent standard deviation of biological replicates. *P*-values were calculated using a paired (for comparing treatments within strains) or unpaired (when comparing different strains) Student's t-test using GraphPad Prism 9.0. All RT-qPCR primers used are listed in Supplementary Table S3.

For samples to be analyzed by sequencing, 3 OD units of cells were processed using the Qiagen RNeasy Mini Kit according to manufacturer's instructions. An on-column DNase I (Zymo Research E1010) digestion was carried out for 15 min at room temperature prior to elution and sequencing.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as described previously (33). Briefly, cells were grown to mid-log phase (OD_600_ ∼0.5–0.8), and crosslinked by incubating in 1% formaldehyde (Sigma Aldrich 252549-500ML) at room temperature for 15 min, before quenching in 125 mM glycine. Cell pellets were lysed using 400 μl acid-washed glass beads in lysis buffer (50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate). Lysate was sonicated (8–10 pulses at 20% power, 10s on, 30s on ice) using a Branson Sonicator to yield DNA fragments between 100 and 500 bp, before being clarified by centrifugation at 18000 rcf, 30 min at 4°C. Clarified lysate was divided into 10 or 40 OD_600_ unit aliquots, to be used for ChIP-qPCR or ChIP-seq, respectively. Clarified lysates were incubated with at 4°C after reserving a portion as an Input, which was treated with Pronase (Sigma 10165921001), and crosslinks reversed. Following antibody incubation, lysates were incubated with 30 μl magnetic Dynabeads (Thermo Fisher Scientific 10003D) for 2 h and washed before elution, Pronase treatment and reversal of crosslinks. DNA was purified using a QIAquick PCR Purification kit (Qiagen). IPs/Inputs were then either analyzed by qPCR or sequenced.

### High throughput sequencing

Sequencing libraries were prepared using High Throughput Library Prep Kit (KAPA Biosystems) or NEBNext Ultra II DNA Library Prep Kit for Illumina following the manufacturer's instructions. The library was sequenced on an Illumina HiSeq platform with paired-end reads of 75 bp for both ChIP-seq and RNA-seq. Whole-genome RNA-seq comparisons between mutants/wild type and Met4 ChIP cpm data, in addition to *MET*-regulon specific RNA-seq and Rpb1 ChIP cpm data in Met4-AA strains can be found in Supplementary File S2.

## RESULTS

### Loss of Swi-Snf results in *MET* gene activation in rich medium

Swi-Snf is well known as an activator of gene transcription, hence the fact that loss of Swi-Snf led to activation of sulfur metabolism (*MET*) genes in *S. cerevisiae* was puzzling. Additionally, SWI/SNF is an important factor in human disease and its role as a metabolic regulator deserves further study. *S. cerevisiae* possesses most sulfur metabolic enzymes/pathways found in mammals, including the enzymes cystathionine beta synthase (CBS; Cys4 in yeast) and glutathione synthetase (GSS; Gsh2 in yeast), making it an attractive model to study these pathways (Figures 1A, B, Supplementary Figure S1C) (34,35).

**Figure 1.**
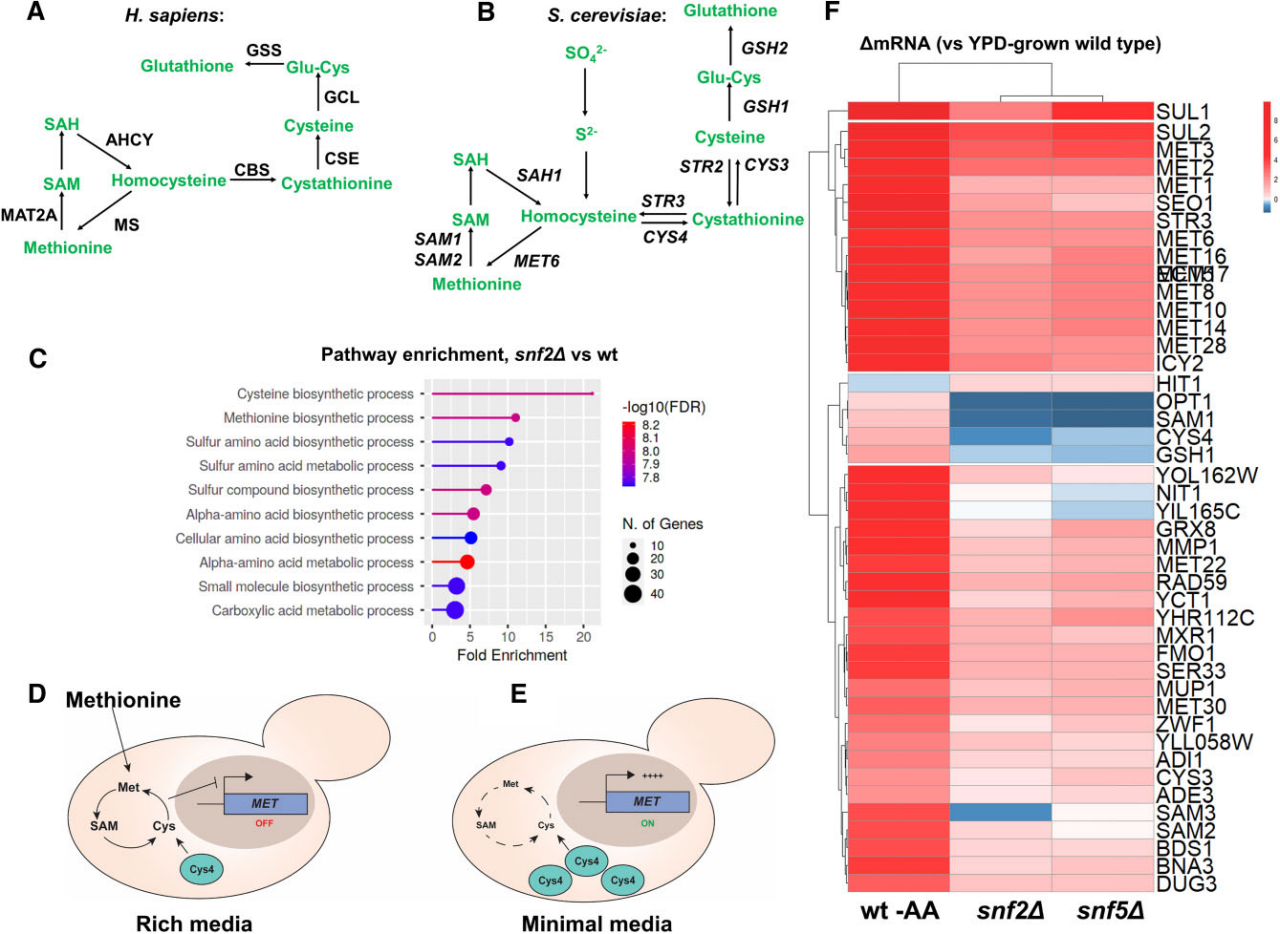
Loss of Swi-Snf results in *MET* gene activation in rich medium. (**A**) The human methionine biosynthetic pathway, adapted from (34). (**B**) The *S. cerevisiae* methionine biosynthetic pathway, adapted from (35). (**C**) GO term analysis of all DE-upregulated transcripts in YPD-grown *snf2Δ* mutant vs wild type (wt) cells, analyzed using ShinyGO (54). (**D**, **E**) Model for sulfur-mediated repression of *MET* gene transcription in yeast, showing increased production of sulfur metabolism enzymes (Cys4) during starvation. (**F**) Heatmap representing log_2_ fold-change vs wild type of *MET* regulon gene transcript levels in SD-grown wild type (wt SD) and YPD-grown *snf2Δ* and *snf5Δ* mutants from an RNA-seq experiment.

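RNA was sequenced from wild type (wt) BY4741 cells and from *snf2Δ* and *snf5Δ* mutants, each grown in YPD with 3 replicates. *SNF2* encodes the ATPase of Swi-Snf and *SNF5* another subunit of the complex. The libraries were made from total RNA depleted of ribosomal RNA and read from both ends. The authors aligned the reads with STAR to the sacCer3 genome and deposited counts per gene, which had not been normalized. Reads counted in genes ran from 3071047 to 4290475 per wt library, from 2101434 to 4312873 in *snf2Δ* and from 1329986 to 3779500 in *snf5Δ*. The counts were scaled by TMM, a normalization to the bulk of genes, and the 5757 genes that passed a low-count filter were tested with edgeR's quasi-likelihood test. The transcript of each deleted gene was lost in its own mutant. *SNF2* had 209 ± 26.5 CPM (normalized counts relative to library size; SD, n = 3) in wt and 3.24 ± 1.99 in *snf2Δ* (SD, n = 3), and *SNF5* had 50.9 ± 4.97 CPM in wt (SD, n = 3) and 0.081 ± 0.14 in *snf5Δ* (SD, n = 3). At an adjusted p under 0.05, 454 genes were higher and 682 lower in *snf2Δ* than in wt, and 689 were higher and 865 lower in *snf5Δ*. Of these, 108 in *snf2Δ* and 174 in *snf5Δ* changed more than 4-fold. Every fold change is relative to the typical gene, because the choice of scaling moves all of them. With library totals in place of TMM, the median log2 fold change of all genes was 0.26 in *snf2Δ* and 0.34 in *snf5Δ*, in place of 0.02 and -0.01. The share of changed genes that were higher then went from 40% to 77.3% in *snf2Δ* and from 44.3% to 84.1% in *snf5Δ*. In *snf2Δ* replicates 2 and 3 and *snf5Δ* replicate 3, 53.5%, 44.6% and 71.4% of the reads had several places in the genome, against at most 28.6% in the other YPD libraries. Without these 3 libraries, an alternative chosen after the data were seen, 531 genes changed in *snf2Δ*. That leaves 1 *snf2Δ* library, which is assumed to vary like the others. Without *snf2Δ* replicate 1, 755 genes changed.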

To monitor the effect of Swi-Snf loss on *MET* gene transcription, we performed RNA sequencing (RNA-seq) in rich medium (YPD)-grown *snf2Δ* and *snf5Δ* mutants, comparing total transcript levels to wild type cells (Supplementary Figure S1A) (16,23). An unbiased pathway enrichment analysis revealed that *MET* gene-containing pathways are some of the most highly enriched among upregulated transcripts in *snfΔ* mutants vs wild type cells (Figure 1C and Supplementary figure S1B) (16,23). 

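Genes of sulfate assimilation, the pathway that imports sulfate and reduces it to sulfide, were higher in both mutants than in wt. All 10 members rose in *snf2Δ*, with a median log2 fold change of 1.86, and all 10 rose in *snf5Δ* (10 and 10 when adjusted over the list alone). Of 10 genes of methionine synthesis, 4 rose in *snf2Δ* and 7 in *snf5Δ*, among them *MET6*, the methionine synthase, and *STR3*, which makes homocysteine from cystathionine. *SAM4*, a homocysteine methyltransferase, fell in both (5 and 7 higher, 1 and 1 lower when adjusted over the list alone), a call lost in each without wt replicate 1 or 3 or replicate 1 or 2 of the mutant (adjusted p from 0.0607 to 0.211). Across 34 genes of sulfur metabolism, which also cover the synthesis of S-adenosyl methionine (SAM), cysteine and glutathione and the uptake of sulfur compounds, 16 rose and 5 fell in *snf2Δ*. In *snf5Δ* 21 rose and 7 fell. Those that fell were 3 in *snf2Δ* without wt replicate 3 or *snf2Δ* replicate 1, and in *snf5Δ* 4 without wt replicate 1 and 3 without wt replicate 3 or any 1 *snf5Δ* replicate. When adjusted over the list alone, the counts were 19 and 7 in *snf2Δ* and 22 and 8 in *snf5Δ*. These lists stood among 30 that were fixed in advance, from textbook knowledge and the paper. The paper names MET genes in part from these same libraries, so the tests of the sulfur lists are not independent of the data. The list of sulfur metabolism also contains the smaller sulfur lists and is not separate support. Each list was tested for enrichment among the higher genes with Fisher's exact test (one-sided, adjusted over the 30 lists, with the tested genes as background). Sulfate assimilation had an adjusted p of 2.5e-10 in *snf2Δ* and 8.5e-09 in *snf5Δ*. All of sulfur metabolism had 1.5e-08 and 2.0e-10, and methionine synthesis had 2.2e-04 in *snf5Δ*. In *snf5Δ*, 19 of 40 genes of the TCA cycle and respiration were also higher (adjusted p = 2.7e-07), such as *QCR2* and *RIP1*, which encode subunits of respiratory complex III, and 11 were without *snf5Δ* replicate 2. Fisher's test treats genes as independent, so the lists were also tested with camera, which allows for correlation between the members of a list. With an estimated correlation, sulfate assimilation kept its call in *snf2Δ* (adjusted p = 0.0307) and *snf5Δ* (adjusted p = 0.0104). The calls of sulfur metabolism (adjusted p = 0.189 and 0.0775), of methionine synthesis in *snf5Δ* (adjusted p = 0.0910) and of the TCA cycle and respiration in *snf5Δ* (adjusted p = 0.395) were not kept.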

Several genes involved in sulfur metabolism share a common regulatory network known as the *MET* regulon, and this overlaps with genes in the pathways shown in Figures 1C and S1B, though the genes *SAH1*, *STR2* and *GSH2* are not included in the *MET* regulon (26). 

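*SAH1* fell and *STR2* rose in both mutants, and *GSH2* fell in *snf5Δ*. *SAH1* (YER043C, chromosome V, 235770 to 237119 in sacCer3) encodes the hydrolase that turns S-adenosyl homocysteine into homocysteine. It had 628 ± 127 CPM in wt (SD, n = 3), 364 ± 70.7 in *snf2Δ* and 383 ± 40.4 in *snf5Δ*. Its log2 fold change was -0.79 in *snf2Δ* (standard error 0.21, adjusted p = 0.0144) and -0.71 in *snf5Δ* (standard error 0.21, adjusted p = 0.0194). *STR2* (YJR130C, chromosome X, 665218 to 667137), a cystathionine gamma-synthase that starts the route from cysteine to homocysteine, went from 37.3 ± 7.28 CPM in wt (SD, n = 3) to 53.4 ± 13.7 and 52.4 ± 2.03. Its log2 fold change was 0.51 (adjusted p = 0.0494) in *snf2Δ* and 0.49 (adjusted p = 0.0451) in *snf5Δ*. *GSH2* (YOL049W, chromosome XV, 238619 to 240094), the glutathione synthetase, had a log2 fold change of -0.05 in *snf2Δ* (standard error 0.10, adjusted p = 0.828) and -0.29 in *snf5Δ* (standard error 0.10, adjusted p = 0.0487). These calls lie close to the threshold and depend on single libraries. Those of *SAH1* were lost without wt replicate 3, *snf2Δ* replicate 1 or *snf5Δ* replicate 1 (adjusted p from 0.0810 to 0.103), those of *STR2* without wt replicate 1 or 3, *snf2Δ* replicate 1 or 2 or any 1 *snf5Δ* replicate (0.0503 to 0.238), and that of *GSH2* without wt replicate 1 or 3 or any 1 *snf5Δ* replicate (0.0898 to 0.267). With library totals, neither *SAH1* call was kept (adjusted p = 0.0817 and 0.201) and the log2 fold change of *GSH2* in *snf5Δ* was 0.06.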

*MET* genes are generally activated in response to sulfur metabolite starvation, and repressed during growth in rich media (Figure 1D, E) (24). 

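In YPD the sulfate transporter gene *SUL2* and the ATP sulfurylase gene *MET3* were among the most increased transcripts of both mutants. *SUL2* (YLR092W, chromosome XII, 323544 to 326225) rose from 18.7 ± 4.51 CPM in wt (SD, n = 3) to 232 ± 56.4 in *snf2Δ* (SD, n = 3), 12.3-fold, and to 328 ± 74.1 in *snf5Δ* (SD, n = 3), 17.3-fold. *MET3* (YJR010W, chromosome X, 456239 to 457774) rose from 21.4 ± 2.39 CPM (SD, n = 3) to 180 ± 56.3 and 265 ± 86.3. *MET2* (YNL277W, chromosome XIV, 117349 to 118809), whose product makes O-acetyl-homoserine, the acceptor of sulfide, rose from 14.5 ± 2.59 CPM (SD, n = 3) to 89.4 ± 17.2 and 105 ± 35.9. *OPT1*, the high-affinity glutathione transporter, went the other way.

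**Figure D1:**
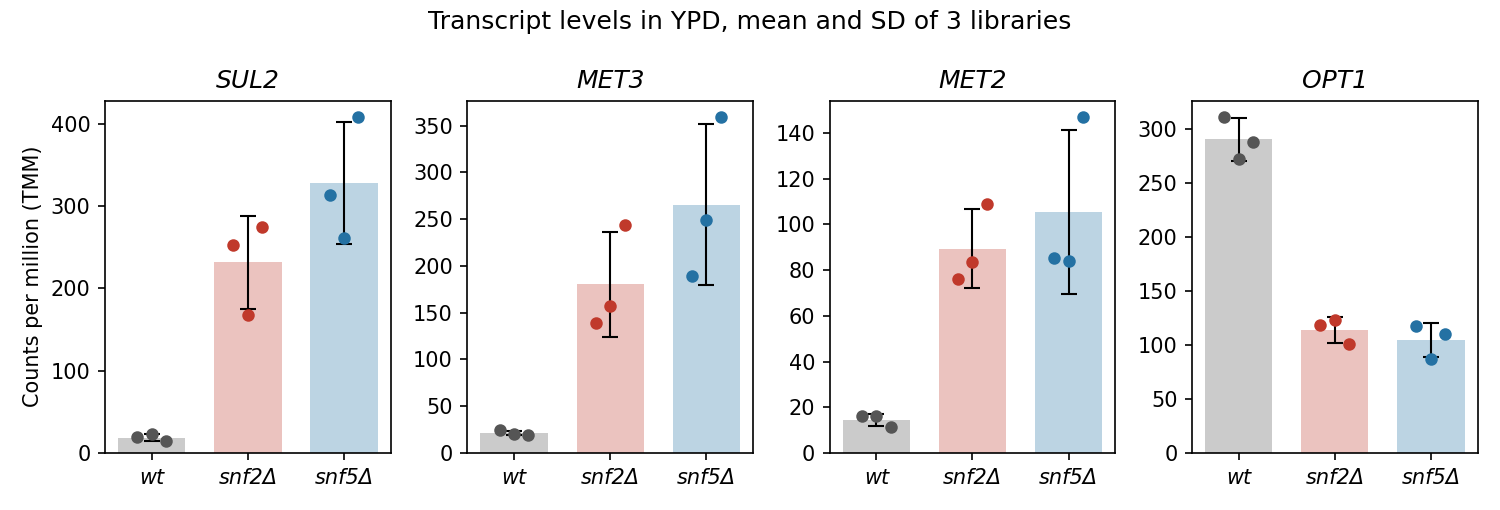
Normalized counts relative to library size (CPM) of *SUL2*, *MET3*, *MET2* and *OPT1* in wt, *snf2Δ* and *snf5Δ* cells in YPD, with bars for the mean, error bars for the SD and a point for each of 3 libraries. *SUL2*, *MET3* and *MET2* lie higher in both mutants than in wt, and *OPT1* lies lower.

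The log2 fold changes in *snf2Δ* were 3.62 for *SUL2* (standard error 0.30, adjusted p = 2.8e-07), 3.07 for *MET3* (standard error 0.25, adjusted p = 2.5e-07) and 2.61 for *MET2* (standard error 0.31, adjusted p = 1.4e-05). *MET14* and *MET16*, whose products act on the sulfate activated by *MET3*, had 2.02 and 1.61, and *MET5*, a sulfite reductase subunit, had 1.87. *SUL1*, the other sulfate transporter, had 2.30 in *snf2Δ* (adjusted p = 0.0097) and 4.88 in *snf5Δ* (adjusted p = 4.0e-06). The *snf2Δ* call of *SUL1* was lost with limma on log2(TPM + 1) (adjusted p = 0.0610). Of the 8 genes listed for SAM, cysteine and glutathione, *STR2* was the 1 that rose in either mutant. Its product acts from cysteine to homocysteine, the reverse of cysteine synthesis. Of the 8, 2 fell in *snf2Δ* and 4 in *snf5Δ* (1 higher and 4 lower in *snf2Δ*, 2 higher and 5 lower in *snf5Δ* when adjusted over the list alone). The *STR2* call was lost in *snf2Δ* without wt replicate 1 or 3 or *snf2Δ* replicate 1 or 2 (adjusted p from 0.0503 to 0.238) and in *snf5Δ* without wt replicate 1 or any 1 *snf5Δ* replicate (0.0606 to 0.125). Of the 8, 1 fell in *snf2Δ* without wt replicate 3 or *snf2Δ* replicate 1, and in *snf5Δ* 2 fell without wt replicate 1 or *snf5Δ* replicate 2 and 1 without wt replicate 3 or *snf5Δ* replicate 1 or 3. The median of the 8 was negative in both, but 0.01 in *snf2Δ* and 0.13 in *snf5Δ* with limma on log2(TPM + 1). In 6 genes for the uptake of sulfur compounds, *MMP1*, the S-methylmethionine permease, rose in both mutants, and *MUP1*, the methionine permease, and *YCT1*, the cysteine transporter, rose in *snf5Δ*, while *OPT1* and the SAM permease gene *SAM3* fell in *snf2Δ* and *OPT1* and *MUP3*, a low-affinity methionine permease, fell in *snf5Δ* (3 higher and 2 lower in each when adjusted over the list alone). In *snf5Δ* the *MUP1* call was lost without wt replicate 2 or 3 or *snf5Δ* replicate 3 (adjusted p from 0.0519 to 0.112) and the *MUP3* call without wt replicate 2 or *snf5Δ* replicate 2 or 3 (0.0586 to 0.113). The mutants shared these changes more widely, with 306 genes higher in both and 528 lower in both, against 54.3 and 102 for independent sets. Both mutants were compared with the same 3 wt libraries, which alone makes their fold changes correlate. In simulated libraries that shared controls and nothing else, the fold changes had a mean r across genes of 0.5. It was 0.824 here (genes are not independent replicates). An r of 0.5 follows from sharing equal numbers of controls, however small the fold changes, so the covariance was compared too. It had a mean of 0.0362 in the simulations, against 0.4197 here. At most 0 genes were called in the same direction in both simulated comparisons, against 834 here. The simulated libraries were drawn independently, while same-numbered YPD libraries of the mutants deviated together (r across genes of 0.435, 0.082 and 0.551). The simulations therefore speak to shared controls only. They cannot exclude handling shared by the mutants and not by wt. The paper describes MET genes as generally repressed in rich medium and reads their activation here, with its likeness to wt cells in SD medium, as a sign of a starvation phenotype, and no SD library was used here.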

Remarkably, when the *MET* regulon gene transcription was specifically analyzed, it was found that many *MET* genes were activated in YPD-grown *snfΔ* mutants, compared to wild type (Figure 1F). These genes were selected for analysis as they had been previously found to share a common activator (26). Interestingly, the most highly-induced *MET* genes in the *snfΔ* mutants also tended to be highly induced during amino acid starvation in wild type cells (wt SD) suggesting that these mutants were exhibiting a starvation phenotype (Figure 1F, compare wt SD to *snf2Δ* & *snf5Δ*).

Because *snfΔ* mutants had elevated *MET* transcription, we hypothesized that these cells could have reduced levels of some sulfur metabolites compared to wild type cells. One possibility was that loss of Swi-Snf resulted in a methionine uptake defect leading to low intracellular methionine, which would explain the transcriptional effect. To test this, methionine was measured in wild type vs *snf2Δ* and *snf5Δ* cells (Supplementary Figure S1D). *snfΔ* mutants exhibited a noticeably elevated methionine concentration vs wt, demonstrating that these mutants do not have a defect in methionine biosynthesis or uptake in YPD. To confirm that our method could detect reduced levels of methionine in our strains, we also starved cells of amino acids (SD medium) and measured methionine (Supplementary Figure S1D). We next measured S-adenosyl methionine (SAM/AdoMet), whose availability can be sensed by the cell as a means of discerning sulfur status (24). Alterations in SAM levels can affect histone methylation and *MET* gene expression (36,37). To investigate whether *snfΔ* mutants had a SAM deficiency, we measured SAM levels in wild type, *snf2Δ*, and *snf5Δ* mutant cells (Supplementary Figure S1E). It was found that *snfΔ* mutants had wild-type SAM levels, and therefore SAM deficiency cannot explain the observed *MET* gene induction in *snfΔ* mutants.

These data show that surprisingly, loss of Swi-Snf in YPD-grown cells correlates with a transcriptional phenotype resembling starvation, suggesting altered sulfur metabolism in these cells. However, this cannot be explained by a failure of mutants to synthesize SAM, or to use methionine available in growth media.

### Exogenous cysteine cures the transcriptional defect in *snfΔ* mutants

The transcription data for *snfΔ* mutants grown in rich medium were similar to what would be expected in cells starved of sulfur. This was a puzzling result but hinted that Swi-Snf was required for synthesis of an important sulfur-containing metabolite. We hypothesized that if we could provide the correct metabolite exogenously, it may compensate for the deficiency and rescue *MET* transcription in YPD-grown *snfΔ* mutants. Growth in the absence or presence of 3 mM methionine, GSH or cysteine revealed that exogenous methionine and GSH led to a significant reduction in transcription of several *MET* genes in *snfΔ* mutants compared to wild type (Figures 2A–C and S2B–D). However, under these conditions *MET* transcription was still substantially higher than in wild type cells. Strikingly, incubation in the presence of exogenous cysteine rescued *MET* transcription to a greater degree than either methionine or GSH, resulting in wild type-level transcription at *MET5, MET14* and *MET16* (Figures 2A–C and S2B–D).

**Figure 2.**
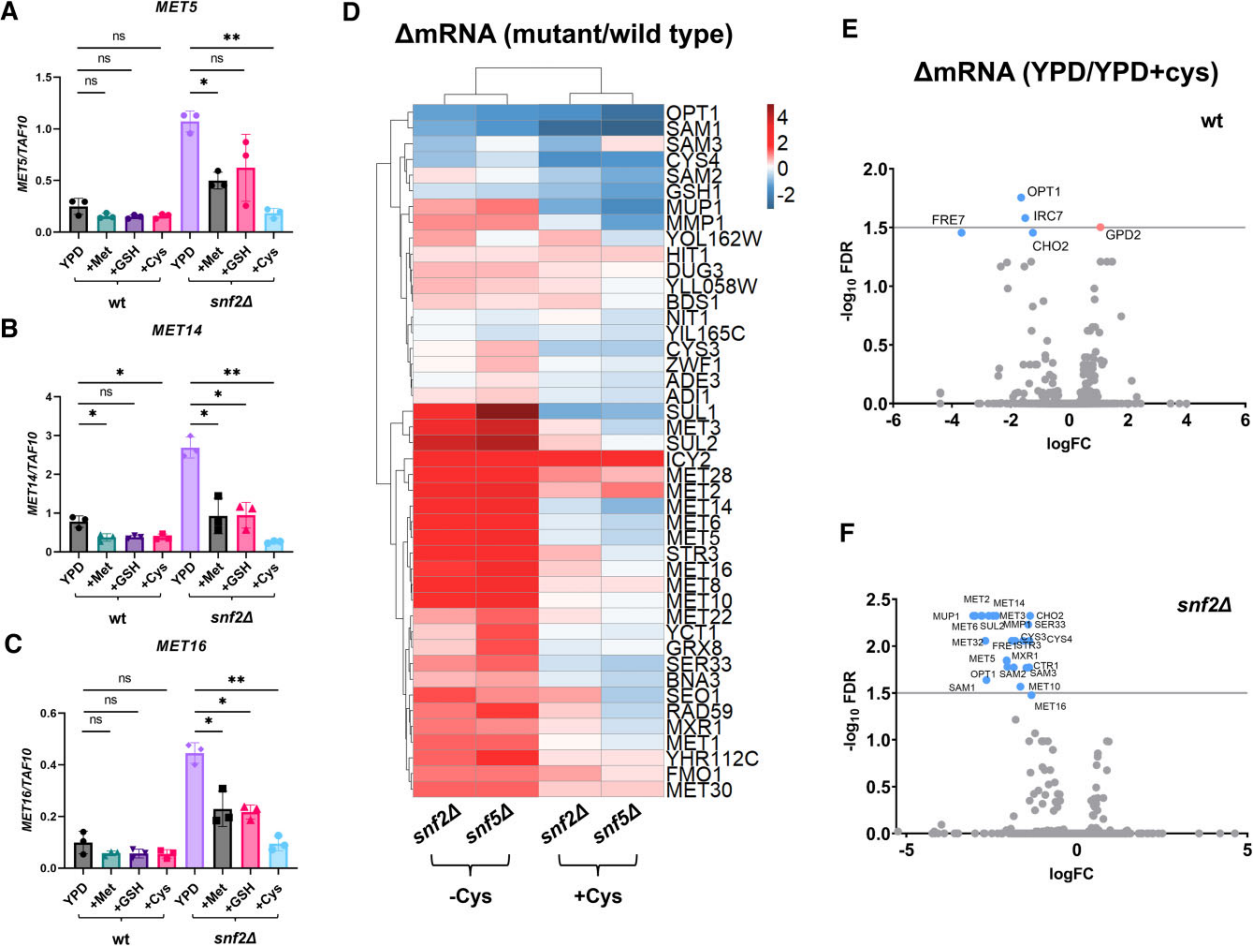
Exogenous cysteine cures the transcriptional defect in *snfΔ* mutants. RT-qPCR data showing (**A**) *MET5*, (**B**) *MET14* and (**C**) *MET16* transcription in wild type (wt) and *snf2Δ* strains after incubation in YPD, YPD containing 3 mM methionine (YPD + Met), 3 mM GSH (YPD + GSH) or 3 mM cysteine (YPD + Cys). Transcript levels normalized to *TAF10*. Error bars represent standard deviation from three independent experiments. *P* values indicated by asterisks, with a *P* value ≤0.05 being considered statistically significant (1 asterisk) and *P* ≤ 0.01 being represented by two asterisks. (**D**) Heatmap representing log_2_ fold-change versus wild type transcript levels in YPD-grown *snf2Δ* and *snf5Δ* mutants without (−Cys) or with (+Cys) the addition of 3 mM cysteine from an RNA-seq experiment. The -Cys condition is the same RNA seq data shown in Figure 1F. (**E**) Volcano plot using RNA-seq data, analyzing total transcription in wild type cells, comparing –Cys and + Cys conditions within a single strain. (**F**) Volcano plot using RNA-seq data, analyzing total transcription in *snf2Δ* cells, comparing −Cys and +Cys conditions within a single strain. Both (E) and (F), use a 1.5-fold –log_10_FDR cutoff for differential expression.

Due to its instability, it is difficult to accurately measure intracellular cysteine, but we hypothesized that if *snfΔ* mutants had a cysteine deficiency, most of the *MET* regulon should be affected. We therefore grew cells with (+Cys) or without (−Cys, data from Figure 1F) exogenous cysteine and measured transcription by RNA-seq. 

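The cysteine experiment adds 9 libraries to the 9 from YPD, 3 replicates each of wt, *snf2Δ* and *snf5Δ* cells that were kept in YPD with 3 mM cysteine for 30 min. They were sequenced, aligned and counted by the authors in the same way. The depth ran from 3562320 to 4294986 counts in genes per wt library, from 4158534 to 4845830 in *snf2Δ* and from 3429514 to 4209230 in *snf5Δ*. All 18 libraries entered 1 model with a mean for each strain and medium. It gave the effect of cysteine within each strain, each mutant against wt in YPD+Cys, and the difference between a mutant's response to cysteine and that of wt. The deletions were again visible, with *SNF2* at 1.63 ± 0.436 CPM in *snf2Δ* (SD, n = 3) and 224 ± 28.9 in wt (SD, n = 3). Against wt in YPD+Cys, 445 genes were higher and 668 lower in *snf2Δ*, and 560 were higher and 652 lower in *snf5Δ*. With library totals the median log2 fold change of all genes was 0.18 in *snf2Δ* and 0.23 in *snf5Δ*, in place of 0.02 and -0.02, and the share of changed genes that were higher went from 40% to 68% and from 46.2% to 78.8%. Of the genes higher than wt in YPD, 275 in *snf2Δ* and 421 in *snf5Δ* were also higher in YPD+Cys, and of the lower ones 551 and 540 were also lower. The count of changed genes in *snf2Δ* was 629 without wt replicate 3 and 720 without *snf2Δ* replicate 1 of YPD+Cys, and in *snf5Δ* it was 803 without *snf5Δ* replicate 2.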

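After 30 min with cysteine, most sulfur metabolism genes that had been higher in YPD were no longer higher than in wt. Of the 16 that were higher in *snf2Δ* in YPD, *STR2* (log2 fold change 0.73, standard error 0.17, adjusted p = 0.0061) was the 1 gene still higher in YPD+Cys, and 15 did not pass the test. The median log2 fold change of the 16 went from 1.86 in YPD to 0.24 in YPD+Cys, and 15 of them were within 2-fold of wt. Of the 21 that were higher in *snf5Δ*, 18 were not higher in YPD+Cys, and their median went from 2.03 to -0.26. *MET2*, *MET13*, which encodes a methylenetetrahydrofolate reductase, and *STR2* were the other 3, at 1.00, 0.73 and 0.66. In YPD+Cys the *MET2* call was lost without wt replicate 2 or 3 or *snf5Δ* replicate 1 or 2 (adjusted p from 0.0603 to 0.233) and the *MET13* call without wt replicate 1 or *snf5Δ* replicate 1 or 2 (0.0822 to 0.142). *SUL2* had 24.3 ± 9.64 CPM in wt (SD, n = 3), 33.8 ± 9.26 in *snf2Δ* (SD, n = 3) and 22.6 ± 3.44 in *snf5Δ* (SD, n = 3). *MET3*, with a log2 fold change of 0.34 in *snf2Δ* (standard error 0.24, adjusted p = 0.357) and -0.58 in *snf5Δ* (standard error 0.25, adjusted p = 0.121), did not pass the test. *MET14*, the adenylylsulfate kinase gene, was below wt in *snf5Δ* at -0.97 (adjusted p = 0.0165), a call lost without wt replicate 2 (adjusted p = 0.0535) or *snf5Δ* replicate 1 (adjusted p = 0.0561) of YPD+Cys.

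**Figure D2:**
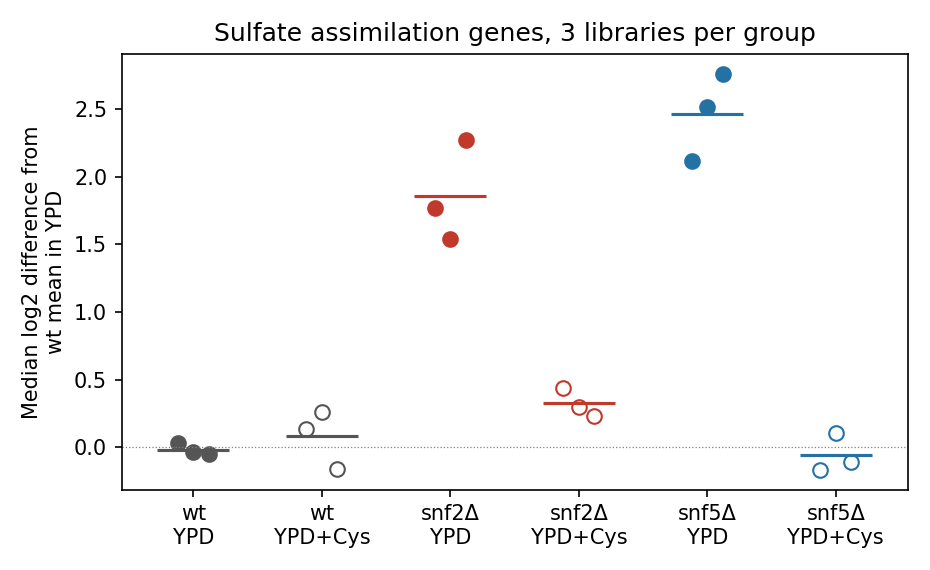
Median log2 difference from the wt YPD mean of the 10 sulfate assimilation genes in each of 18 libraries, with YPD filled, YPD+Cys open and a line for the mean of each group. The mutant libraries lie between 1.54 and 2.76 in YPD and between -0.17 and 0.44 in YPD+Cys.

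Of the 34 genes of the list, 8 in *snf2Δ* and 13 in *snf5Δ* were below wt in YPD+Cys (1 higher and 10 lower in *snf2Δ*, 3 higher and 13 lower in *snf5Δ* when adjusted over the list alone). Of the 13, 5 had been higher than wt in YPD, such as *MMP1*, with 0.97 in YPD and -1.36 in YPD+Cys. *SAM1*, a SAM synthetase, had a log2 fold change of -2.75 in *snf2Δ* (adjusted p = 7.9e-04) and -3.23 in *snf5Δ* (adjusted p = 1.9e-04). *CYS4*, the cystathionine beta-synthase, had -1.63 and -1.46, and *OPT1* had -1.74 and -2.62. With library totals, 1 gene was higher and 7 were lower in *snf2Δ*, and 3 and 9 in *snf5Δ*. With limma on log2(TPM + 1), which differs in quantification, scaling and test at once and where the median of all genes was 0.46 in *snf2Δ* and 0.73 in *snf5Δ*, 5 and 9 were higher, 4 and 3 were lower, and the median of the 34 genes was 0.30 and 0.47 in place of -0.17 and -0.31. Without *snf5Δ* replicate 1 or 2 of YPD+Cys, 1 was higher in *snf5Δ*, and 8 were lower without replicate 1.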

We found that *MET* regulon transcript levels in *snfΔ* mutants were almost entirely restored to wild type levels after 30 min’ growth in the presence of cysteine (Figure 2D).

We next wished to determine whether cysteine supplementation was affecting *MET* transcription specifically, or altering global transcription generally. 

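In wt cells, 3 of 4 genes for copper uptake were among the most lowered with cysteine (3 when adjusted over the list alone). *FRE7* (YOL152W, chromosome XV, 40748 to 42610), a reductase made when copper is scarce, fell from 65.3 ± 39.0 to 5.01 ± 1.14 CPM (SD, n = 3 each), a log2 fold change of -3.69 (standard error 0.58, adjusted p = 0.0039). *CTR1*, the high-affinity copper transporter, had -2.36 and *FRE1*, another metal reductase, -2.12. Transporters of sulfur compounds fell too, namely *OPT1* (-1.65, standard error 0.22, adjusted p = 9.98e-04), *MMP1* (-1.31) and *SAM3*, the SAM permease (-1.29; adjusted p = 0.0508 without wt replicate 1 of YPD). *CHO2*, which uses SAM to make phosphatidylcholine, had -1.25, and *IRC7*, a cysteine desulfhydrase, -1.52. Higher genes included *GPD2*, a glycerol-3-phosphate dehydrogenase (1.05), *GND1* of the pentose phosphate pathway (1.27), and *TDH2* (1.44), which with cysteine was the 1 of 17 glycolysis genes past the test (2 without wt replicate 1 of YPD and 3 without wt replicate 2 of YPD+Cys). Adjusted over the list alone, 13 of the 17 were higher. The sulfate assimilation genes *SUL2* and *MET3* had log2 fold changes of 0.36 (standard error 0.31, adjusted p = 1.00) and 0.27 (standard error 0.26, adjusted p = 1.00). In all, 12 genes rose and 13 fell of 5757, 5 of them by more than 4-fold, while 23 passed the -log10 FDR cutoff of 1.5 used for the volcano plot. The cutoff was passed by 15 genes without wt replicate 1 of either medium. The same-numbered YPD and YPD+Cys cultures of a strain deviated together from their groups. With replicate number within strain as a block, a fit chosen after this was seen, 178 genes rose and 180 fell in wt, including 14 glycolysis genes higher (camera adjusted p = 0.049 with an estimated correlation) and, of 34 sulfur metabolism genes, 4 higher and 12 lower, a list not called with an estimated correlation (adjusted p = 0.434). The count of 25 became 42 with DESeq2, 10 with limma on log2(TPM + 1) and 6 with a fit to the wt libraries alone.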

Surprisingly, there were relatively few genes affected in wild type cells in +Cys samples compared to −Cys (Figure 2E). However, specific repression of many *MET* genes in a *snf2Δ* mutant was apparent in +Cys conditions compared to −Cys (Figure 2F). 

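In the *snf2Δ* mutant 34 genes fell with cysteine and 3 rose, and 20 of the 34 belong to the 34 listed genes of sulfur metabolism (25 lower when adjusted over the list alone). *MUP1* (YGR055W, chromosome VII, 599417 to 601141), the high-affinity methionine permease, had the largest fall among them, from 400.4 ± 64.8 to 48.8 ± 18.5 CPM (SD, n = 3 each), a log2 fold change of -3.04 (standard error 0.35, adjusted p = 8.9e-05). *MET2* had -2.98, *SUL2* -2.78 (standard error 0.28, adjusted p = 2.0e-05) and *MET3* -2.46 (standard error 0.23, adjusted p = 1.8e-05). *MET6* had -2.80 and *SAM1* -2.65. Among 14 genes outside the list were *SER33* (-1.43), an enzyme of serine synthesis, *MXR1* (-2.05), which repairs oxidized methionine, *CHO2* (-1.37), and *FRE1* (-1.91) and *CTR1* (-1.48, adjusted p = 0.0386). *GPD2* (0.88), *GND1* (0.94) and *ENO1* (0.88), an enolase of glycolysis, rose. More than 4-fold changes numbered 12, each a fall, and 33 genes passed the cutoff of the volcano plot. The *GND1* call was lost without *snf2Δ* replicate 1 or 2 of YPD or 3 of YPD+Cys (adjusted p from 0.0552 to 0.0782), and the *ENO1* call without *snf2Δ* replicate 1 or 2 of YPD or 1 or 3 of YPD+Cys (0.0823 to 0.188). The *SAM1* call was lost without *snf2Δ* replicate 2 of YPD, or without replicate 1 or 3 of YPD+Cys (adjusted p from 0.0513 to 0.0815), and the *CTR1* call without any 1 of the *snf2Δ* libraries (adjusted p from 0.0554 to 0.223). The whole count of 37 was 21 without *snf2Δ* replicate 3 of YPD+Cys (13 lower for sulfur metabolism) and 17 without the 3 libraries rich in reads with several places, of which 2 are *snf2Δ* libraries. With replicate number within strain as a block, 125 genes rose and 174 fell, including 25 of sulfur metabolism (camera adjusted p = 0.0059 with an estimated correlation).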

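Each group of sulfur genes fell in part with cysteine in *snf2Δ*. Of the 10 sulfate assimilation genes 7 fell, with a median log2 fold change of -1.52 (10 when adjusted over the list alone), and of 10 methionine synthesis genes 4 fell, among them *STR3* (5 adjusted over the list alone). Of the 8 genes for SAM, cysteine and glutathione, *SAM1*, *SAM2*, *CYS3*, *CYS4* and *GSH1*, which encodes the first enzyme of glutathione synthesis, fell (5 adjusted over the list alone). Of the 6 transport genes, *MUP1*, *MMP1*, *OPT1* and *SAM3* fell (5 adjusted over the list alone). Without *snf2Δ* replicate 3 of YPD+Cys, 2 of the 8 fell, and the calls of *GSH1* (adjusted p = 0.0660), *SAM1* (0.0788), *SAM2* (0.0526) and *SAM3* (0.0520) were lost. Without *snf2Δ* replicate 2 of YPD 3 of the 8 fell, *GSH1* (0.0747) and *SAM1* (0.0513) not among them, and the *GSH1* call was also lost without replicate 1 of YPD (0.0608) and that of *SAM1* without replicate 1 of YPD+Cys (0.0815). All 4 lists were enriched among the lowered genes in Fisher's exact test, with adjusted p from 2.3e-13 to 1.2e-06 over 30 lists, and camera with an estimated correlation kept each of them (adjusted p from 5.4e-05 to 9.3e-04). Copper uptake was the 1 other list enriched besides all of sulfur metabolism, with 2 of 4 genes lower (Fisher adjusted p = 0.00101; camera adjusted p = 0.00137 with an estimated correlation), and 1 was lower without any 1 of the *snf2Δ* libraries. In *snf5Δ*, 9 of 10, 5 of 10, 5 of 8 and 5 of 6 genes of the same 4 lists fell (10, 5, 5 and 6 when adjusted over the lists alone). There the copper uptake genes *FRE1* (-1.72) and *CTR1* (-1.46) and the Met4 cofactor genes *MET28* (-1.61) and *MET32* (-2.47) fell as well, with Fisher adjusted p values of 0.00202 for copper uptake and 0.00287 for the Met4 complex. The *FRE1* call was lost without *snf5Δ* replicate 2 of YPD+Cys (adjusted p = 0.0756) and that of *CTR1* without any 1 of the *snf5Δ* libraries (0.0667 to 0.266). Camera with an estimated correlation kept both (adjusted p = 9.2e-04 and 0.00655), but with replicate number within strain as a block camera did not call the Met4 complex (adjusted p = 0.298 with an estimated correlation). With replicate number within strain as a block, 5 of the 8 SAM, cysteine and glutathione genes and 4 of the 6 transport genes also fell in wt (Fisher adjusted p = 1.5e-05 and 9.9e-05). Camera with an estimated correlation called neither list in wt (adjusted p = 0.155 and 0.0768). For the difference between *snf2Δ* and wt, 1 and 2 were lower (Fisher adjusted p = 0.185 and 0.00236), and camera again called neither (0.0951 each). The fall of the 8 is therefore not shown to be particular to *snf2Δ*. In the same fit, 15 of 17 glycolysis genes rose in *snf2Δ* (camera adjusted p = 0.018 with an estimated correlation). In *snf5Δ* 11 of them rose, and camera with an estimated correlation did not call the list (adjusted p = 0.116). In *snf2Δ*, 17 of 60 ribosome biogenesis genes fell (Fisher adjusted p = 8.4e-12). There 8 of 38 genes of amino acid synthesis other than sulfur and 7 of 26 general stress genes rose (Fisher adjusted p = 1.1e-05 each). Camera with an estimated correlation called none of these lists in *snf2Δ* (adjusted p = 0.169, 0.332 and 0.234). The rises were not particular to *snf2Δ*. Of the amino acid synthesis genes 10 rose and 1 fell in *snf5Δ* (Fisher adjusted p = 2.6e-09, camera 0.289), and 5 general stress genes rose in wt (Fisher 0.0104, camera 0.434).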

GO term analysis also showed that all pathways significantly repressed in *snfΔ* mutants during growth in 3 mM cysteine are involved in sulfur metabolism (Supplementary Figure S2A). This showed that cysteine could specifically resolve the transcriptional defect in *MET* genes caused by loss of Swi-Snf and was not resulting in widespread transcription effects in wild type cells. This also showed that unexpectedly, *snfΔ* mutants had a cysteine starvation phenotype during growth in rich media and that this was likely related to the elevated *MET* gene transcription in this background. However, we were still unable to determine why these cells had a phenotype similar to cysteine-starved cells.

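Sulfate assimilation genes such as *SUL2* and *MET3* responded to cysteine differently in the mutants than in wt. The genes that differed in *snf2Δ* were 5, *SUL2* with a difference in log2 fold change of -3.14 (standard error 0.41, adjusted p = 0.0020), *MET3* with -2.72 (standard error 0.34, adjusted p = 0.0020), *MET14* with -2.43, *MET5* with -2.03, and *SER33* with -1.28 (adjusted p = 0.0192). In *snf5Δ* they were 19, of which 16 are sulfur metabolism genes, 9 of them for sulfate assimilation, led by *SUL1* with -5.98 (standard error 0.72, adjusted p = 2.6e-04). The sulfate assimilation list as a whole differed in *snf2Δ* (camera adjusted p = 6.3e-05 with an estimated correlation) and in *snf5Δ* (camera adjusted p = 2.4e-06 with an estimated correlation). Within *snf5Δ*, 48 genes fell and 4 rose with cysteine, and the 48 include each of the 34 that fell in *snf2Δ*. Those for sulfur metabolism were 24 (26 when adjusted over the list alone), such as *MUP1* (-3.93), *MHT1* (-2.97) and *MMP1* (-3.64). *PDR12*, a pump for weak organic acids (2.07), and *DIP5*, an amino acid permease (1.82), were among the 4 that rose. The *PDR12* call was lost without *snf5Δ* replicate 3 of YPD (adjusted p = 0.0541) and that of *DIP5* without any 1 *snf5Δ* library of YPD or replicate 3 of YPD+Cys (0.0541 to 0.149). With replicate number within strain as a block, 32 genes differed in response in *snf2Δ* and 84 in *snf5Δ*, of which 15 and 24, a minority in both, are for sulfur metabolism, and 207 genes changed with cysteine in *snf5Δ*. The *SER33* call in *snf2Δ* was lost without wt replicate 1 or *snf2Δ* replicate 3 of YPD, or without wt replicate 2 or 3 or *snf2Δ* replicate 1 or 3 of YPD+Cys (adjusted p from 0.0627 to 0.0826). The paper concludes that cysteine resolves the MET defect specifically and that the mutants, in rich medium, have the phenotype of cells starved for cysteine. It draws on the fall of MET transcripts in the mutants and the few changes in wt. Its other evidence at this point is RT-qPCR of both mutants with added methionine, glutathione or cysteine, and a GO analysis of the repressed genes. Elsewhere the paper reports that loss of *CYS4* in *snf2Δ* took away the rescue by methionine. It also reports the modification and promoter binding of Met4 with cysteine, and RT-qPCR with cysteine in other strain backgrounds.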

### Defective cysteine biosynthesis is the cause of elevated *MET* transcription in *snfΔ* mutants

We had established that *snfΔ* mutants exhibited a cysteine starvation phenotype, and that this correlated with activation of the *MET* regulon under repressing conditions, but we had not identified the cause of this apparent starvation. We reasoned that the most likely cause was repression of one or more genes required for cysteine biosynthesis in *snfΔ* mutants. Biosynthesis of cysteine in *S. cerevisiae* first involves synthesis of SAM from methionine by Sam1/Sam2. SAM is used as a cofactor in methylation reactions, where its methyl group is removed yielding S-adenosyl homocysteine (SAH), which is used to synthesize homocysteine. Homocysteine is then used to synthesize cysteine via cystathionine by Cys4 and Cys3, respectively (Figure 1B) (24,35). If Swi-Snf directly regulated genes involved in cysteine biosynthesis, then it should be detectable at such gene promoters under nutrient-rich conditions. We therefore used previously published Snf2 ChIP data from YPD-grown cells, and found that Snf2 was detected at ∼40% of *MET* gene promoters, and this occupancy correlates with higher transcription in YPD-grown cells vs promoters not bound by Swi-Snf (Figures 3A and S3B) (38). Moreover, several Snf2-bound genes were also repressed in *snfΔ* mutants, based on our RNA-seq data (Figure 3A, blue genes), indicating that Swi-Snf is a direct activator of these genes. 

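*OPT1*, the glutathione transporter gene, and *CYS4*, the gene of cystathionine beta-synthase, had the lowest adjusted p among the sulfur metabolism genes that fell in *snf2Δ* in YPD. *OPT1* (YJL212C, chromosome X, 33850 to 36249) had 291 ± 19.6 CPM in wt (SD, n = 3), 114 ± 12.0 in *snf2Δ* (SD, n = 3) and 105 ± 16.0 in *snf5Δ* (SD, n = 3). Its log2 fold change was -1.35 in *snf2Δ* (standard error 0.22, adjusted p = 4.9e-04) and -1.47 in *snf5Δ* (standard error 0.22, adjusted p = 1.5e-04). *CYS4* (YGR155W, chromosome VII, 798543 to 800066) had 572 ± 87.7 CPM in wt (SD, n = 3), 303 ± 58.2 in *snf2Δ* and 415 ± 41.8 in *snf5Δ*, with a log2 fold change of -0.92 in *snf2Δ* (adjusted p = 0.00145) and -0.46 in *snf5Δ* (adjusted p = 0.0558). *SAM1* (YLR180W, chromosome XII, 515262 to 516410) had -1.26 in *snf2Δ* (standard error 0.45, adjusted p = 0.0587) and -1.47 in *snf5Δ* (standard error 0.45, adjusted p = 0.0229). *GSH1* (YJL101C, chromosome X, 234320 to 236356), which catalyses the first step of glutathione synthesis, had -0.40 (adjusted p = 0.0791) and -0.53 (adjusted p = 0.0168). *SAM3* (YPL274W, chromosome XVI, 22938 to 24701) had -0.91 in *snf2Δ* (adjusted p = 0.0085) and -0.07 in *snf5Δ* (adjusted p = 0.851). *SAM2*, the second SAM synthetase gene, and *CYS3*, which releases cysteine from cystathionine, had 0.31 and 0.09 in *snf2Δ* and did not pass the test. In *snf2Δ*, *SAM1* passed the test with DESeq2 (adjusted p = 0.0328), with a fit to the compared groups alone (0.0167) and with replicate number as a block (0.0213), *GSH1* with the block alone (0.0270), and *CYS4* and *SAM3* did not pass it with limma on log2(TPM + 1) (0.253 and 0.178). In *snf5Δ*, the *SAM1* call was lost without wt replicate 3 or any 1 *snf5Δ* replicate (adjusted p from 0.0529 to 0.0927) and the *GSH1* call without wt replicate 1 or 2 or *snf5Δ* replicate 3 (0.0529 to 0.0894), while *CYS4* passed the test with the replicate block (0.0146) and without wt replicate 2 (0.0456).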

A number of the Swi-Snf-activated genes could be required for cysteine biosynthesis. To determine whether dysregulation of any of these genes could explain the *snfΔ* mutant phenotype, we measured *MET* gene transcription by RT-qPCR in mutants (Figure 3B–E). We found that while most deletions had no effect on *MET* gene transcription, loss of *CYS4* or *SAM1* led to noticeable de-repression of all genes studied*. cys4Δ* and *sam1Δ* mutants have cysteine synthesis defects, impairing the ability of cells to synthesize cysteine from methionine and therefore these genes were good candidates for the cause of cysteine deficiency in *snfΔ* mutants (36,39,40).

**Figure 3.**
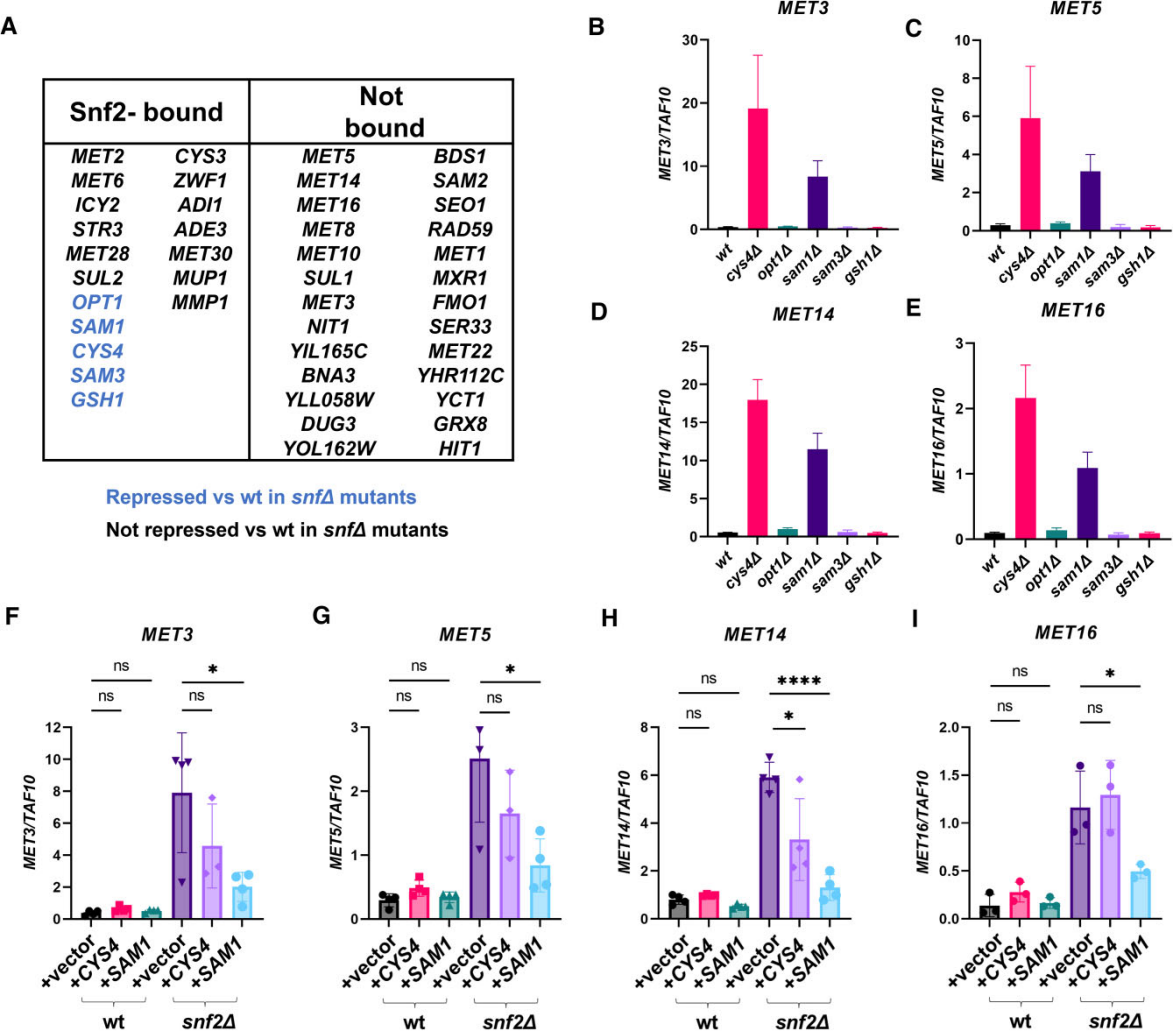
Defective cysteine biosynthesis is the cause of elevated *MET* transcription in *snfΔ* mutants. (**A**) ChIP data from Dutta *et al.* showing Snf2 occupancy at *MET* regulon promoters (18 out of 1372 total promoters identified (38)). Genes in blue are significantly repressed in *snf2Δ* mutants grown in YPD compared to wild type cells. RT-qPCR data showing transcription of (**B**) *MET3*, (**C**) *MET5*, (**D**) *MET14* and (**E**) *MET16* in wild type (wt) cells and strains lacking *MET* genes whose transcription is repressed vs wild type in YPD-grown *snfΔ* mutants, based on RNA-seq data (**F–I**) RT-qPCR data showing *MET* transcription in CSM-Ura grown wild type and *snf2Δ* mutants containing an empty vector (pRS416), or overexpressing *SAM1* or *CYS4*. Transcript levels normalized to *TAF10*. Error bars represent standard deviation of 2–6 (A–D) or 4 (F–I) independent experiments. *P* values indicated by asterisks, with a *P* value ≤0.05 being considered statistically significant (one asterisk) and *P* ≤0.0001 being represented by four asterisks.

As *S. cerevisiae* contains two SAM synthetases (*SAM1* and *SAM2*), we wanted to test whether loss of *SAM2* would lead to a similar phenotype to loss of *SAM1*, and so we monitored *MET* transcription in both *sam1Δ* and *sam2Δ* mutants. Strikingly, while a *sam1Δ* mutant showed de-repression of *MET* transcription (Supplementary Figure S3G–J), loss of *SAM2* did not lead to a similar phenomenon. Loss of either gene also differentially affected transcription of the other, in a manner similar to what was described previously (Supplementary Figure S3L, M) (41). Interestingly, loss of either *SAM1* or *SAM2* led to repression of *CYS4*, to different extents (Supplementary Figure S3K).

Our data confirmed that *snfΔ* mutants shared a *MET* de-repression phenotype with *cys4Δ* and *sam1Δ* mutants, but to determine the direct contribution of *CYS4* or *SAM1* loss in a *snfΔ* mutant, we constructed vectors containing a V5- or HA-tagged Cys4 or Sam1, respectively, both under the control of a *TEF1* promoter for a high level of constitutive expression. These constructs were transformed into wild type and *snf2Δ* mutant cells, and their expression was confirmed before *MET* transcription was measured (Figures 3F–I, S3A, C, D). Overexpression of either gene had little effect on wild type cells, but overexpression of *SAM1* in a *snf2Δ* mutant significantly reduced the level of *MET3*, *MET5*, *MET14* and *MET16* transcription, (Figure 3F–I, compare *snf2Δ* + vector to *snf2Δ* + *SAM1*). Overexpression of *CYS4* was found to significantly reduce *MET14* transcription in a *snf2Δ* mutant, and *MET3* and *MET5* transcript levels were reproducibly reduced compared to a vector control (Figure 3F–H, compare *snf2Δ* + vector to *snf2Δ* + *CYS4*). In the case of *MET16*, despite a significant rescue in *snf2Δ* mutants overexpressing *SAM1*, overexpression of *CYS4* did not affect transcript levels compared to the vector (Figure 3I). This suggests that in *snfΔ* mutants, loss of *SAM1* transcription may be the dominant factor in impairing cysteine biosynthesis, with *CYS4* also contributing.

Importantly, these data support a role for Swi-Snf as a direct regulator of genes that are required for cysteine biosynthesis. We have shown that restoring transcription of these genes is sufficient to reduce *MET* transcription in *snfΔ* mutants. Therefore, we have identified the cause of the cysteine starvation phenotype characteristic of *snfΔ* mutants, which ultimately leads to widespread perturbations in metabolic gene transcription.

### Loss of Swi-Snf leads to activation and altered recruitment of Met4 in rich media

Met4 is the transcription factor responsible for activation of the *MET* regulon and hence many genes involved in sulfur metabolism in *S. cerevisiae*, with roles in heavy metal/oxidative stress protection and cell cycle progression (42,43). In the presence of sulfur metabolites, Met4 is normally ubiquitinated (Met4-ub) by the SCF^Met30^ ligase, potentially inhibiting the Met4 transactivation domains, whereas sulfur starvation results in deubiquitination of Met4 (Figure 4A, (25,44–46)). This ‘active’ species of Met4 can then be recruited to its target promotors via interaction with DNA-binding partners where it promotes *MET* gene transcription (26,47). We hypothesized that if loss of Swi-Snf resulted in cysteine deficiency in rich media, then this could result in altered Met4 ubiquitination. To test this, we grew wild type and *snfΔ* mutant cells in YPD and analyzed 3XHA-tagged Met4 (Met4-HA) from whole cell lysate by western blot in each background. In wild type cells grown in YPD, the majority of Met4 protein is of the higher molecular weight species, as would be expected for Met4-ub (Figure S4A lane 1) (44). However, loss of *SNF2* or *SNF5* resulted in a dramatic increase in the level of lower molecular weight Met4, which corresponds to the active species present in starved cells (Figure 4B lanes 2&3 versus lanes 4–6). To confirm that Met4 was ubiquitinated in wild type cells, ubiquitin was GST-tagged in a Met4-HA background and a coimmunoprecipitation was performed (Figure S4B).

**Figure 4.**
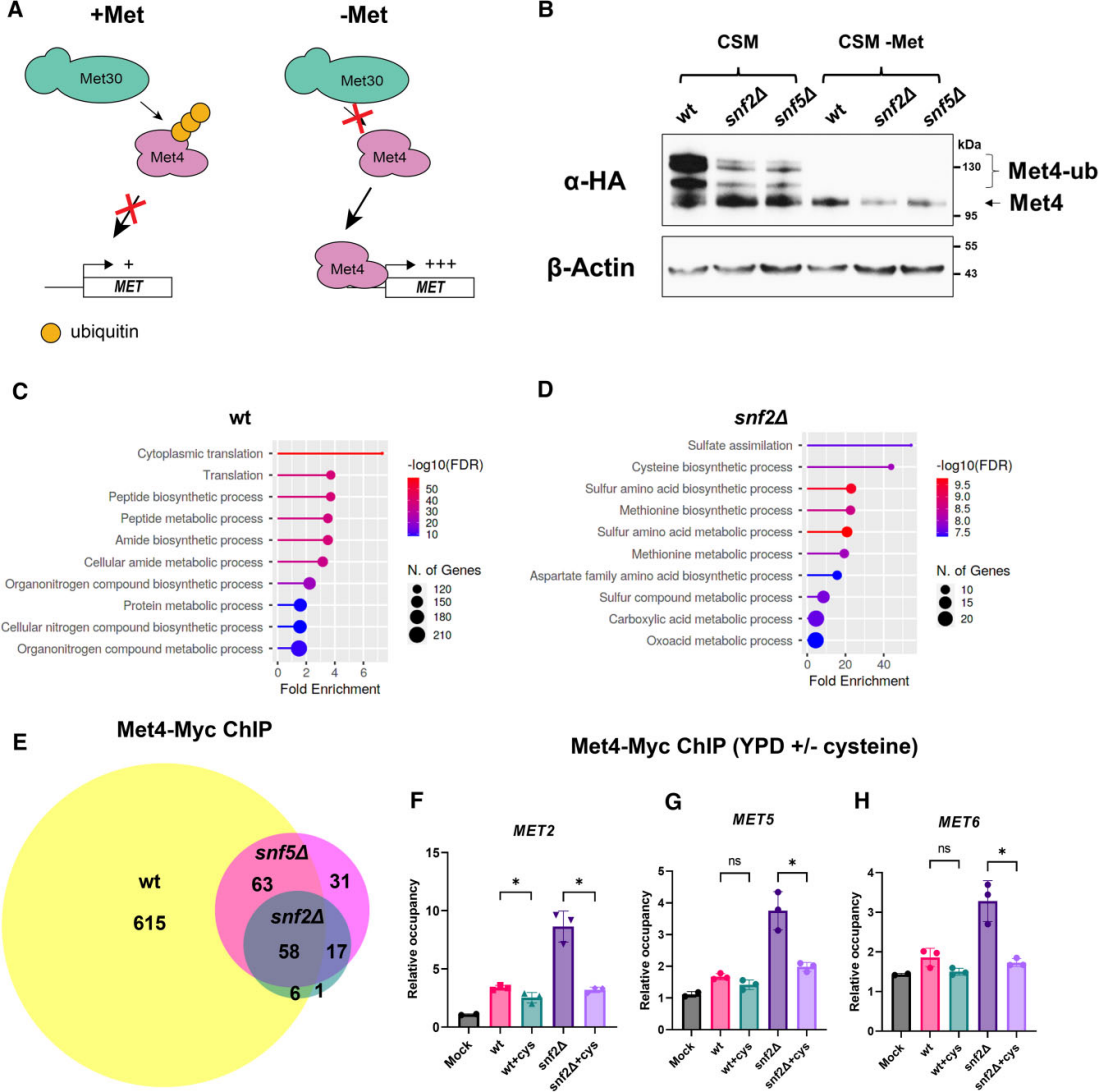
Loss of Swi-Snf leads to activation and global redistribution of Met4 in rich media. (**A**) Model depicting sulfur-mediated control of Met4 activity. (**B**) Western blot of HA-tagged Met4 in wild type (wt), *snf2Δ* and *snf5Δ* mutant cells grown in media with (CSM) and without (CSM-Met) methionine. Active (Met4) and inactive (Met4-ub) Met4 species are indicated. Representative blot shown from three independent experiments. (**C**) GO term analysis (ShinyGO) for genes occupied by Met4-13Myc in YPD-grown wild type cells, as determined by IDR analysis. (**D**) GO term analysis for genes occupied by Met4-13Myc in YPD-grown *snf2Δ* mutant cells, as determined by IDR analysis. (**E**) Venn diagram of all Met4-13Myc peaks in wild type, *snf2Δ* and *snf5Δ* mutants (55,56). ChIP data shown represent two independent experiments. (F–H) Met4-Myc ChIP carried out in wild type and *snf2Δ* mutant cells grown in YPD with or without exogenous cysteine addition at the promoters of (**F**) *MET2*, (**G**) *MET5* and (**H**) *MET6*. Error bars represent standard deviation of three independent experiments. *P* values indicated by asterisks, with a *P* value ≤0.05 being considered statistically significant (one asterisk).

We next wanted to determine whether this alteration in Met4 modification correlated with alteration of its genomic recruitment. We therefore performed ChIP-seq on 13XMyc-tagged Met4 (Met4-Myc) in wild type & *snfΔ* mutant cells. Comparison of pathway enrichment analysis data from wild type and *snfΔ* mutants grown in YPD showed that while Met4-Myc peaks are overrepresented at genes involved in translation & growth in wild type cells, these terms were not found in the *snf2Δ* mutant analysis, where instead pathways involved in sulfur/methionine/cysteine metabolism were enriched (Figure 4C, D). Interestingly, loss of Swi-Snf and activation of Met4 resulted in far fewer peaks in both *snfΔ* mutants compared to wild type cells (Figure 4E). This is in agreement with previous work that showed that during growth in the presence of methionine, Met4 occupied many loci despite remaining in its ubiquitinated state (26,48). However, increased Met4 binding was observed at several *MET* genes (including *MET2, MET5* & *MET6*) in *snfΔ* mutants compared to wild type cells (Figure 4F–H). In agreement with data shown above, incubation in the presence of exogenous cysteine both reduced the amount of deubiquitinated Met4 and eliminated the increased *MET* promoter binding observed in a *snf2Δ* background (Supplementary Figures S4E and 4F–H).

Although these results supported a role for Swi-Snf in maintaining sulfur homeostasis, it was possible that *snfΔ* mutants were simply defective for activation of genes encoding the SCF^Met30^ ligase responsible for inactivating Met4 during growth in rich media. To test this, transcription of the components of SCF^Met30^ was analyzed (Supplementary Figure S4G). It was found that loss of Swi-Snf did not reduce SCF^Met30^ gene transcription, and in the case of two genes (*MET30* and *CDC34*), a *snf2Δ* mutant displayed significantly higher transcript levels compared to wild type. 

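*MET30* and *CDC34* were higher in both mutants than in wt in YPD, and the other 3 genes of the ligase did not pass the test in either. *MET30* (YIL046W, chromosome IX, 268651 to 270573) encodes the F-box protein that binds Met4. It had 32.5 ± 3.79 CPM in wt (SD, n = 3) and 73.5 ± 13.9 in *snf2Δ* (SD, n = 3), a log2 fold change of 1.18 (standard error 0.17, adjusted p = 1.1e-04), and 77.7 ± 9.82 in *snf5Δ* (SD, n = 3), a log2 fold change of 1.25 (adjusted p = 4.3e-05). *CDC34* (YDR054C, chromosome IV, 561440 to 562327), the ubiquitin-conjugating enzyme, had 79.2 ± 5.77 CPM in wt, 101 ± 4.35 in *snf2Δ* and 102 ± 3.92 in *snf5Δ* (SD, n = 3 each), with log2 fold changes of 0.34 (standard error 0.10, adjusted p = 0.0270) and 0.37 (standard error 0.10, adjusted p = 0.0150). In *snf2Δ* the RING subunit gene *HRT1* had 0.19 (standard error 0.17, adjusted p = 0.493), the adaptor gene *SKP1* -0.10 (standard error 0.16, adjusted p = 0.709) and the cullin gene *CDC53* -0.07 (standard error 0.11, adjusted p = 0.690). In *snf5Δ* they had 0.26, -0.32 and 0.05. When adjusted over the list of 5 alone, 2 were higher in each mutant. The *MET30* call held in every setting tried, while that of *CDC34* in *snf2Δ* was lost without *snf2Δ* replicate 2 (adjusted p = 0.0596) or 3 (0.0814), with limma on log2(TPM + 1) (0.312) and with a fit to the compared groups alone (0.128), and that in *snf5Δ* without *snf5Δ* replicate 2 (0.0552). With library totals *HRT1* and *CDC53* were called higher in *snf5Δ* (adjusted p = 0.0111 and 0.0101).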

The fact that *snfΔ* mutants show reduced Met4 ubiquitination despite higher *MET30* transcription may be due to post-translational regulation of Met30 activity (49). *MET4* transcript levels were slightly elevated in the *snf2Δ* mutant compared to wild type, though less than *MET30* (Supplementary Figure S4G). 

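*MET4* (YNL103W, chromosome XIV, 427735 to 429753), the activator of the MET genes, had 63.3 ± 14.6 CPM in wt (SD, n = 3), 84.3 ± 17.0 in *snf2Δ* (SD, n = 3) and 87.6 ± 12.7 in *snf5Δ* (SD, n = 3) in YPD. Its log2 fold change was 0.42 in *snf2Δ* (standard error 0.19, adjusted p = 0.134) and 0.45 in *snf5Δ* (standard error 0.19, adjusted p = 0.0832), so neither passed the test at this depth and spread. Both lie below the change of *MET30*. The genes of the Met4 cofactors *MET28* and *MET32* did rise, *MET28* by 2.10 on the log2 scale in *snf2Δ* (adjusted p = 1.6e-04) and 2.14 in *snf5Δ*, and *MET32* by 1.32 (adjusted p = 0.0104) and 2.10. Among the 5 listed genes of the Met4 complex these were the 2 that passed (2 in *snf2Δ* and 3 in *snf5Δ* when adjusted over the list alone). *MET4* was called higher in *snf2Δ* with library totals (adjusted p = 0.0342), and in *snf5Δ* with library totals (0.81, adjusted p = 0.0089), with limma on log2(TPM + 1) (0.90, adjusted p = 0.0247) and without wt replicate 1 (0.63, adjusted p = 0.0407).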

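*CBF1* (YJR060W, chromosome X, 548759 to 549814) encodes the DNA-binding protein that brings Met4 to many of its promoters. In YPD it had 37.5 ± 2.55 CPM in wt (SD, n = 3), 37.4 ± 0.762 in *snf2Δ* (SD, n = 3) and 33.6 ± 5.57 in *snf5Δ* (SD, n = 3). The log2 fold change of *CBF1* was -0.01 in *snf2Δ* (standard error 0.13, adjusted p = 0.978) and -0.18 in *snf5Δ* (standard error 0.13, adjusted p = 0.319), and neither passed edgeR's quasi-likelihood test. The difference in *snf2Δ* was smaller than the SD of the wt replicates. *MET31*, another DNA-binding partner of Met4, had a log2 fold change of 0.24 in *snf2Δ* (standard error 0.26, adjusted p = 0.574).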

Transcript levels of the gene encoding the Met4-interacting transcription factor Cbf1 were also unchanged in mutant cells (Supplementary Figure S4F).

These data show that upon loss of Swi-Snf, Met4 is activated in a manner consistent with sulfur starvation. This also results in global redistribution of Met4 in *snfΔ* mutants, more specifically occupying promoters of genes involved in sulfur metabolism. Furthermore, *snfΔ* mutants can sense sulfur appropriately, and in these strains Met4 appears to be responding to the cysteine biosynthesis defect described above, resulting in its altered activity.

### Met4 occupancy changes in *snfΔ* mutants correlate with *MET* gene activation and a starvation response

Our data indicated that upon loss of Swi-Snf, Met4 was modified in a manner consistent with sulfur starvation (Figure 4B) and that its recruitment patterns were altered compared to wild type cells (Figure 4C–H). We next chose to specifically investigate Met4 occupancy at *MET* gene promoters, and found that in *snfΔ* mutants, Met4 levels increased at many promoters compared to wild type cells (Figure 5A, Supplementary File S1). However, there were several genes where Met4 levels remained constant or were reduced compared to wild type cells (Figure 5A, ‘Mid’ and ‘Low’). Throughout the *MET* regulon, changes in Met4 occupancy correlated to transcriptional changes (Figures 5B, S5A and S5D), however this correlation was much stronger at genes where Met4 levels increased in *snfΔ* mutants compared to wild type (Figure 5B).

**Figure 5.**
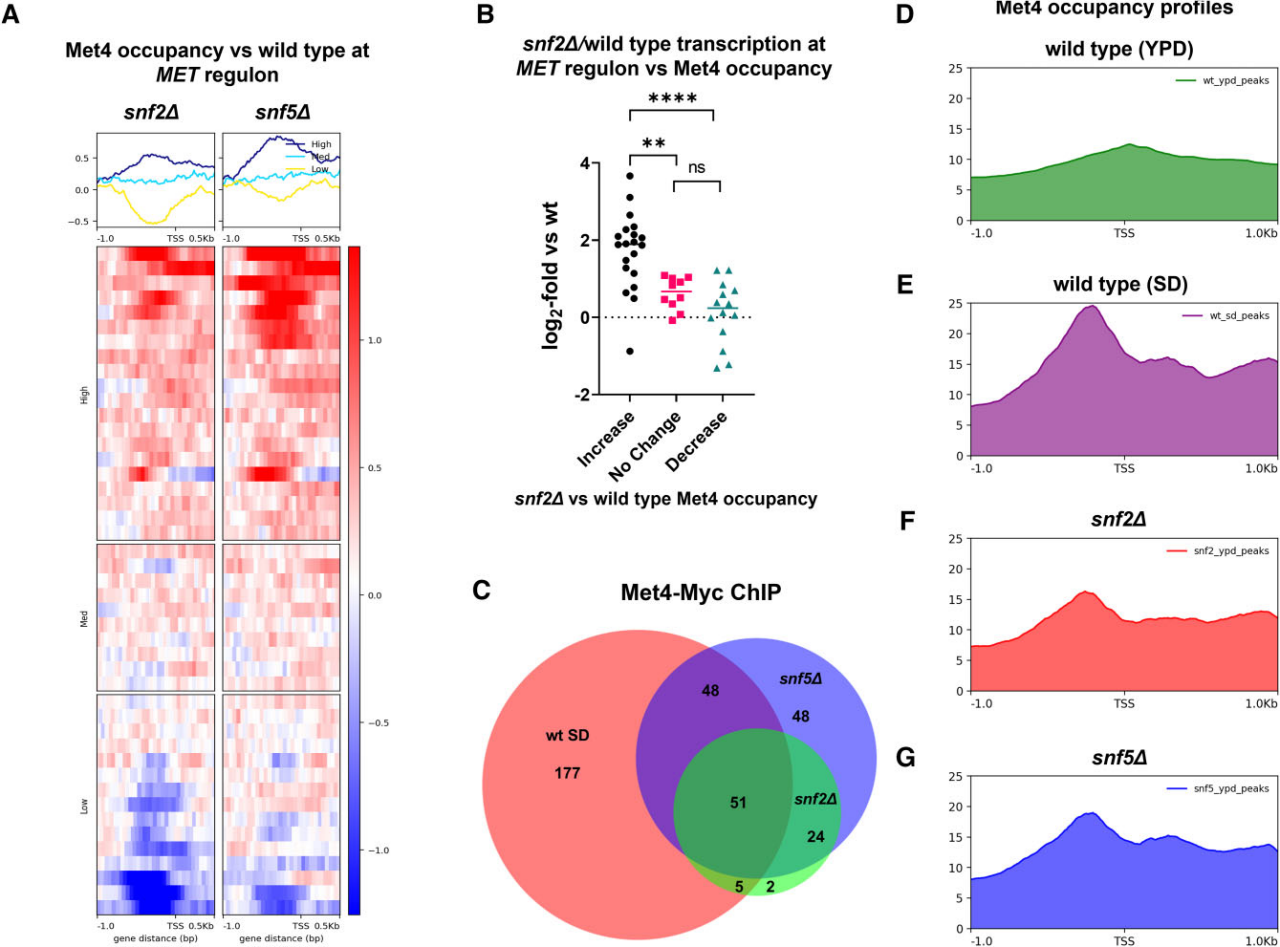
Met4 occupancy changes in *snfΔ* mutants correlate with *MET* gene activation and a starvation response. (**A**) Heatmap/profiles of Met4-Myc binding upstream of *MET* regulon genes in YPD-grown *snfΔ* mutants compared to wild type, separated into groups based on increased (High) unchanged (Mid) or decreased (Low) binding compared to wild type cells. (**B**) RNA-seq data comparing *MET* gene transcription in a *snf2Δ* mutant versus wild type cells, grouped by whether Met4-Myc occupancy increased, decreased or remained unchanged at the respective gene promoters based on ChIP-seq data. (**C**) Venn diagram of Met4-Myc peaks as determined by IDR in SD-grown wild type (wt SD) and YPD-grown *snf2Δ* and *snf5Δ* mutants (55) (D–G) profile of Met4-Myc occupancy ±1 kb relative to TSS in (**D**) YPD-grown wild type, (**E**) SD-grown wild type, (**F**) a YPD-grown *snf2Δ* mutant and (**G**) a YPD-grown *snf5Δ* mutant. In each case profiles were generated based on genes with Met4-Myc peaks as determined by IDR. *P* values indicated by asterisks, with a *P* value ≤0.01 being considered statistically significant (two asterisks) and *P* ≤ 0.0001 being represented by four asterisks.

As transcription patterns in *snfΔ* mutants resembled a wild type strain starved of amino acids (Figure 1F), we next wanted to compare Met4 recruitment in *snfΔ* mutants to starved cells, and so wild type cells were grown under these conditions (SD medium) for 30 min and Met4-13Myc occupancy was monitored by ChIP-seq (Figure 5C). It was found that starvation significantly reduced the number of Met4 peaks identified compared to YPD-grown cells (compare Figures 4E to 5C). GO-term analysis also showed that in starved wild type cells, Met4 peaks were overrepresented at genes involved in sulfur metabolism in contrast to what was seen in YPD-grown cells (compare Figures 4C and S5B). This more narrowly-focused binding to promoters of genes involved in metabolism is similar to what was observed in *snfΔ* mutants, and Met4 peaks in mutants overlapped a higher percentage of starved wild type peaks compared to YPD-grown cells (compare Figures 4E to 5C). The Met4 occupancy patterns at genes in the *MET* regulon observed in YPD-grown cells were altered similarly in starved wild type cells and *snfΔ* mutants grown in YPD, though the former showed stronger Met4 recruitment and did not show Met4 loss at some promoters as seen in *snfΔ* mutant cells (Supplementary Figure S5C).

As the many Met4-Myc peaks in YPD-grown wild type cells were unexpected because these cells had largely ubiquitinated Met4, we next wished to know where these peaks were actually located relative to the TSS. To test this, we monitored the occupancy profile of Met4-Myc bound to the TSS ±1 kb of all genes with verified peaks. Surprisingly, we found that YPD-grown wild type cells showed relatively low levels of enrichment at gene promoters on average, whereas SD-grown wild type and *snfΔ* mutant cells displayed defined peaks upstream of the TSS (Figure 5D–F). By measuring the ratio of Met4 occupancy upstream of the TSS to that found in the ORF, we determined that in YPD-grown wild type cells Met4 was more likely to localize to the gene body compared to starved or *snfΔ* mutant cells (Supplementary Figure S5E). This showed that not only were Met4-Myc peaks more prominently detected at genes involved in sulfur metabolism, but Met4 was more likely to be recruited to promoters in starved or *snfΔ* mutant cells compared to YPD-grown wild type.

These data suggest that in *snfΔ* mutants, Met4 occupancy increases at promoters of *MET* regulon genes compared to wild type cells and this recruitment is moderately correlated with transcriptional activation. Additionally, *snfΔ* mutants show similar patterns of Met4 recruitment to SD-grown wild type cells, both within the *MET* regulon and globally whereas in wild type cells grown in YPD, Met4 binding is not as strictly limited to gene promoter regions.

### Met4 is responsible for increased expression of *MET* transcription in the absence of Swi-Snf

We observed altered Met4 modification and occupancy at several *MET* gene promoters in *snfΔ* mutants (Figures 4 and 5). However, while Met4 was found to be recruited to *MET* genes in YPD-grown *snfΔ* mutants, this did not necessarily mean that this recruitment was the cause of elevated *MET* transcription. This is an important distinction, as it has been shown that Met4 may occupy some *MET* genes even in rich media (26,48) (Supplementary Figure S4D). To test whether Met4 was responsible for *MET* gene activation in *snfΔ* mutants, we generated a strain that could conditionally deplete nuclear Met4 via the anchor away method (32). This results in nuclear depletion of an FRB-tagged target protein upon incubation with rapamycin. Conditional Met4 loss is preferable to a steady-state *met4Δ* mutant, as stable *MET4* loss is known to frequently result in suppressor mutations that may interfere with gene regulation (39).

To verify that Met4 was depleted from cell nuclei upon rapamycin treatment, a Met4-FRB-GFP (Met4-AA) strain was used and monitored by confocal microscopy in both *snf2Δ* mutant and wild type backgrounds following 60 min’ incubation in YPD with either rapamycin or DMSO (Figure 6A). While Met4-FRB-GFP is fully nuclear in the presence of DMSO (DMSO+), in rapamycin-treated samples (Rap+), Met4-FRB-GFP is lost from the nucleus both in wild type and *snf2Δ* mutant backgrounds (Figure 6A). A Met4-GFP strain lacking the FRB epitope was also monitored, and in these strains rapamycin addition did not affect Met4-GFP localization (Supplementary Figure S6A). Addition of cysteine to cell cultures using the anchor away strain background also affected *MET* gene transcription in a manner similar to other strains used (Supplementary Figure S6C, D).

**Figure 6.**
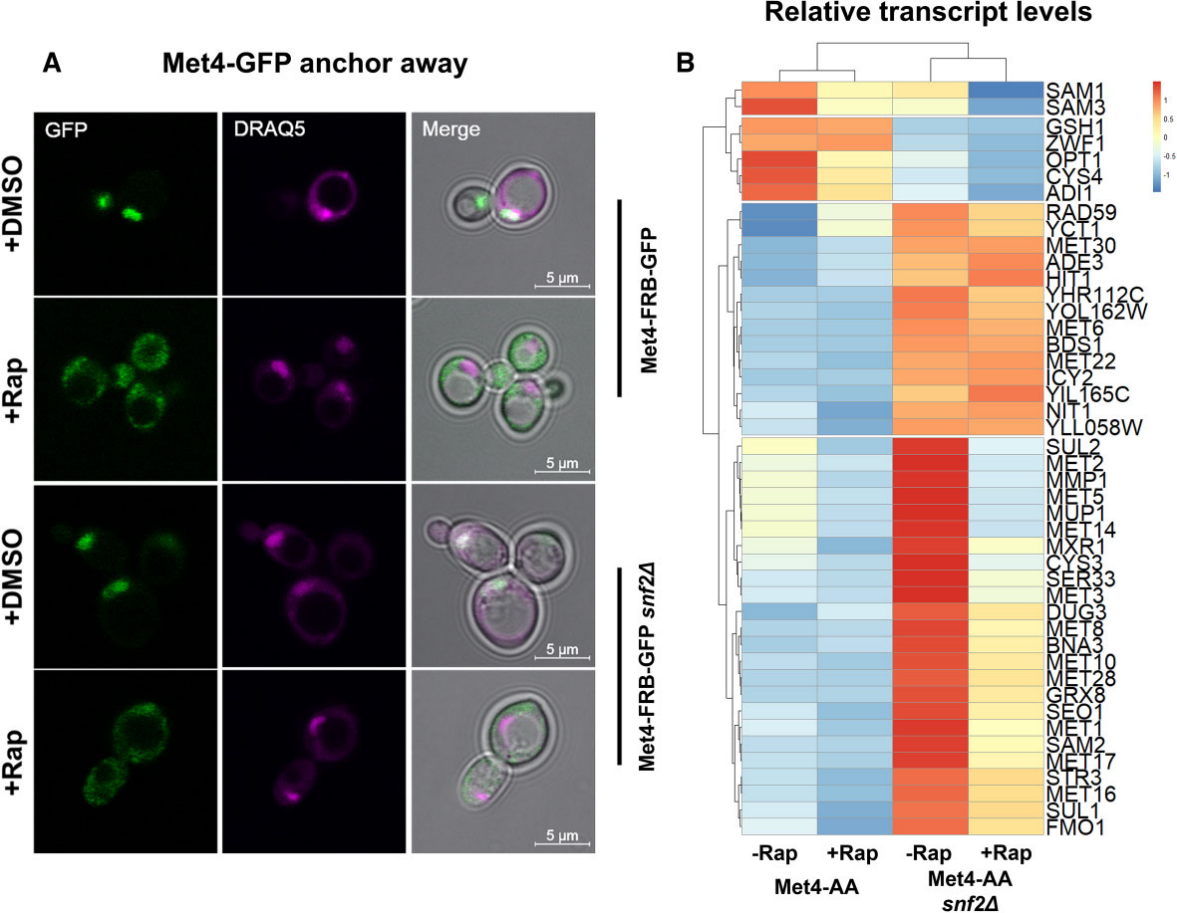
Active Met4 is responsible for increased expression of *MET* transcription in the absence of Swi-Snf. (**A**) Comparison of Met4-FRB-GFP localization between wild type and *snf2Δ* strains following incubation for 1 h in 1 μg/ml Rapamycin (+Rap) or an equivalent volume of DMSO (+DMSO). DRAQ5 staining of double-stranded DNA was used to visualize nuclei. (**B**) RNA-seq data showing *MET* transcription in wild type (Met4-AA) or *snf2Δ* (Met4-AA *snf2Δ*) strains.

Having established that Met4 could be depleted from nuclei, we wished to know if loss of Met4 in a *snf2Δ* mutant could affect *MET* gene de-repression in this strain. If *MET* genes were activated in a *snf2Δ* mutant due to increased Met4 activity in this background compared to wild type, we would expect that *MET* genes with elevated transcription in the mutant should show reduced transcription upon Met4 loss. We therefore measured transcription of the *MET* regulon by RNA-seq before and after 90 min’ incubation in the presence of rapamycin in both Met4-AA wild type and *snf2Δ* mutant backgrounds (Figure 6B). These data showed that loss of Met4 in wild type cells grown in rich media had little impact on transcription of the *MET* genes de-repressed in *snfΔ* mutants. In contrast to the wild type Met4-AA cells, loss of Met4 in the absence of *SNF2* (Met4-AA *snf2Δ*) decreased the de-repression of many *MET* genes, particularly those most highly activated in *snf2Δ* mutants vs wild type cells (Figure 6B). This striking result shows that Met4 activity is critical for the elevated transcription of many *MET* genes in *snfΔ* mutants.

To confirm that the observed effects were due to direct influence of Met4 on transcription rather than a post-transcriptional effect, occupancy of an RNA polymerase II (Pol II) subunit (Rpb1/Rpo21) was monitored by ChIP-seq at *MET* gene ORFs (Supplementary Figure S6B). It was found that Pol II occupancy increased at many *MET* genes in the *snfΔ* mutants, and that loss of Met4 reduced this occupancy in a manner similar to what was observed in the RNA seq data. Additionally, the subset of genes that were most sensitive to Met4 loss overlapped with those with increased Met4 recruitment in *snf2Δ* mutants based on Met4-Myc ChIP data shown in Figure 5A (Supplementary Figures S6B and S6E). Similarly, the group of genes with reduced Pol II occupancy in *snf2Δ* mutants overlapped with genes that showed Met4 loss in this strain compared to wild type cells (Supplementary Figures S6B and S6F).

These data demonstrate that upon loss of Swi-Snf, Met4 is recruited to genes in the *MET* regulon specifically in response to perceived cysteine deficiency, though the relationship between recruitment and activation is complex. However, once activated/recruited, Met4 is indispensable for de-repression of the majority of *MET* genes whose elevated expression is characteristic of *snfΔ* mutants grown under repressing conditions. This implies that as Met4 is crucial for the activation of much of the *MET* regulon in *snfΔ* mutants, controlling the level of cysteine biosynthesis appears to be the key role of Swi-Snf in exerting an effect on the *MET* regulon.

## DISCUSSION

We aimed to investigate a potential relationship between chromatin remodelers and sulfur metabolism based on findings which showed that loss of the remodeler Swi-Snf resulted in aberrant transcription of metabolic genes under repressing conditions (16,23). Both sulfur metabolism and the SWI/SNF complex are frequently altered in tumor cells, and we wished to explore the relationship between these factors. We used *S. cerevisiae* as a model to establish the basic interactions between Swi-Snf and sulfur metabolic pathways (the *MET* regulon) as a whole, rather than initially focusing on individual genes. Here, we have demonstrated that by directly regulating a crucial point in sulfur metabolism, the chromatin remodeler Swi-Snf can indirectly control a wider body of metabolic gene expression. This is a similar concept to what was described for cancer cells with respiration defects. c-Myc was found to activate *LDH-A*, which encodes an enzyme responsible for the conversion of pyruvate to lactate, and it was found that reducing *LDH-A* expression in a c-Myc-transformed cancer model could impair tumor cell growth (3). Overproduction of *LDH-A* in transformed cells was associated with a bias towards lactate production from pyruvate. To generate ATP from glucose, cells must ultimately commit their stores of pyruvate either to the TCA cycle, or to produce lactate. By overexpressing the *LDH-A* gene, cancer cells can bias this decision in favor of lactate production. Similarly, in a *snfΔ* mutant, reduced transcription of *SAM1* and *CYS4* biases sulfur metabolism towards methionine and away from cysteine synthesis.

Initially, we found many *MET* genes were activated in *snfΔ* mutants under repressing conditions (Figure 1F). Although initial experiments used the methionine auxotroph BY4741 strain, the most important findings were repeated in methionine prototrophs, supporting the original results (Figures 6, S6, S7). Previous studies had noted that several *MET* genes were de-repressed in *snfΔ* mutants, but the cause was unknown (16,23). We found that *snfΔ* mutants resemble starved cells, and incubation in the presence of exogenous cysteine cured the elevated *MET* transcription phenotype (Figure 2A–D). High levels of methionine and GSH also affected *MET* transcription (Figures 2A–C and S2B–D). Our data showed that additional loss of *CYS4* in a *snf2Δ* mutant abolished the ability of methionine to restore wild type levels of *MET* transcription, confirming that cysteine is the ultimate metabolite affecting *MET* transcription in these strains (Supplementary Figure S2E–G) (27). Mounting evidence suggests that cysteine is the primary signal sensed by Met4, which is modified in a manner similar to starved cells in *snfΔ* mutants (Figures 4B and S4A) (25,27,44).

The mechanism by which cysteine starvation occurs was found to be via repression of genes required for cysteine biosynthesis, namely *SAM1* and *CYS4*. Mutation of either gene led to elevated *MET* expression, similar to *snfΔ* mutants (Figure 3B–E) (36). While *SAM1* overexpression led to a more dramatic decrease in *MET* transcription in a *snf2Δ* mutant, *CYS4* was also shown to be a contributor to the phenotype (Figure 3F–I). These experiments were performed under nutrient-rich conditions, but analyzing *SAM1* and *CYS4* transcription in starved cells revealed a role for Swi-Snf in activating these genes under *MET* de-repressing conditions (Supplementary Figure S3E, F). The relative importance of *SAM1* compared to *SAM2* in this context is not fully known, though *SAM1* transcript levels appeared to be much higher under these conditions and increased expression of *SAM2* may not compensate in a *sam1Δ* mutant, despite the apparent redundancy of these enzymes (Supplementary Figure S3L, M).

Loss of Swi-Snf was also found to be correlated with altered modification of the activator of *MET* transcription, Met4 (Figures 4B, S4A). We propose that Met4 reacted to a nutritional deficiency rather than a signaling defect upon loss of Swi-Snf, as Met4 PTM patterns in *snfΔ* mutants responded to loss of methionine/cysteine in a manner similar to wild type cells (Figure 4B). In agreement with this result, ChIP data showed that Met4 occupancy was altered globally in *snfΔ* mutants, resulting in fewer peaks compared to YPD-grown wild type cells, but being more prominently recruited to genes involved in sulfur amino acid metabolism (Figure 4C–E). This reduction in peak number compared to a YPD-grown wild type was unexpected, but wild type cells grown in the absence of amino acids also display a reduction in peak number (compare Figure 5C to 4E). It was found that in both *snfΔ* mutants and SD-grown wild type cells, Met4-Myc was not only detected more prominently at metabolic genes, but was more focused upstream of TSS regions globally, with *snfΔ* mutants showing similar profiles to starved cells, at a slightly reduced scale (Figures 5D–G, S5E). In fact, in the case of both *MET* gene transcription and Met4 occupancy at *MET* promoters, *snfΔ* mutants tend to show an intermediate phenotype between YPD-grown and SD-grown wild type cells, displaying elevated transcription, altered Met4-ub levels and generally increased recruitment of Met4 to *MET* promoters (Figures 1F, 4B and 5A). However, in contrast to YPD or SD-grown wild type cells, *snfΔ* mutants show reduced Met4 binding both globally (Figure 5C) and specifically at several genes in the *MET* regulon (Figures 5A and S5C). This may suggest that Swi-Snf affects Met4 activity both indirectly through its influence on cysteine biosynthesis and directly by facilitating Met4 binding at some promoters.

Met4 occupancy specifically increased over the *MET* regulon in *snfΔ* mutants, and particularly over genes whose expression increased in these strains (Figure 5A,B). However, the presence of Met4 at several *MET* genes in wild type cells under repressing conditions may complicate these findings and suggests that this mechanism is more complex than currently understood (26,48). Similar levels of differentially-ubiquitinated Met4 bound to a promoter may have different effects on gene transcription, and the ability of these different species of protein to be recruited to target sites deserves further study. Even so, conditional depletion of Met4 via the anchor away technique significantly reduced activation of many *MET* genes in a *snf2Δ* mutant (Figure 6B). However, there is a subset of *MET* genes which are activated in response to loss of Swi-Snf, but do not appear to respond to Met4 loss. These genes are repressible by incubation in the presence of cysteine (Figure 2D), so we may speculate that they are redundantly activated in the absence of Swi-Snf in response to cysteine biosynthesis defects. It has been shown that several genes in the *MET* regulon are activated by transcription factors such as Yap1 and Gcn4, which may contribute to this phenomenon (50,51).

Our findings indicate that the elevated *MET* transcription in *snfΔ* mutants occurs following activation of Met4, which is not conserved in other non-yeast eukaryotes. However, work carried out on *Caenorhabditis elegans* has identified a factor similar in function to Met4, and also described differential regulation of genes involved in cysteine and methionine biosynthesis (52). This may indicate that while the proteins involved may not be direct orthologs, similar mechanisms have evolved to regulate sulfur metabolism transcription in many species. Mammalian SWI/SNF has been shown to be frequently mutated in cancer (7). Cancer cells with SWI/SNF mutations have also been shown to be especially sensitive to inhibition of GSH biosynthesis, demonstrating that SWI/SNF has a role in glutathione metabolism in humans (29). Recent work done in yeast has similarly suggested that maintaining redox balance, potentially through regulation of GSH levels is a conserved role of Swi-Snf (53).

These data allow us to construct a model whereby in the presence of abundant nutrients, the *MET* regulon may be divided into Swi-Snf-dependent and independent genes. Based on Snf2 ChIP data from Dutta *et al*, Swi-Snf tends to be bound to highly expressed genes in both categories (Figures 7A, S5B) (38). Our own data suggest that one difference between Swi-Snf dependent and independent genes is Met4 activity during growth in rich media, with the latter showing no reduction in transcription in wild type cells following Met4-AA (Figure 5B). Upon loss of Swi-Snf, transcription of these Swi-Snf-dependent genes is reduced. Some of these genes (*SAM1*/*CYS4*) are critical to maintaining cysteine biosynthesis (Figure 7B). This reduction in cysteine biosynthesis is sensed by the cellular machinery, preventing ubiquitination of Met4, and active Met4 is recruited to its *MET* regulon targets, where it may activate the Swi-Snf independent genes (Figure 7C). This group includes genes that are dependent on Met4 alone for elevated transcription, and those which may be activated redundantly. Met4 may also be recruited to Swi-Snf dependent genes, but in the absence of Swi-Snf these genes are still repressed.

**Figure 7.**
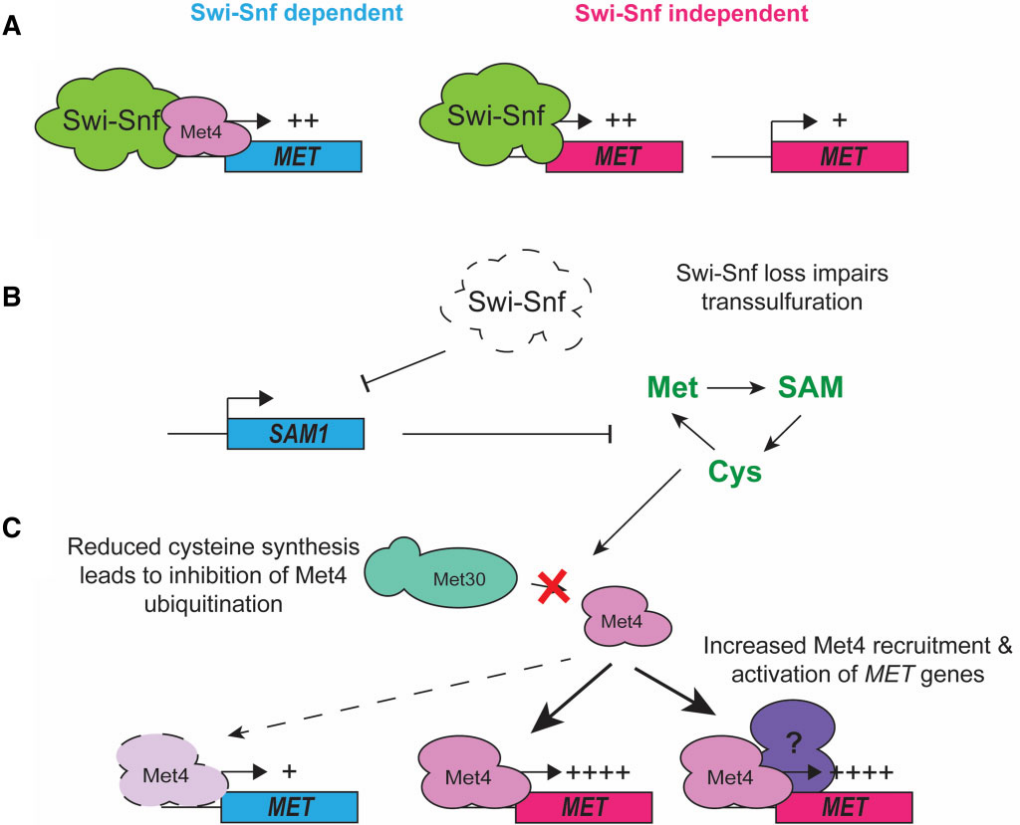
Model for Swi-Snf-mediated control of *MET* transcription in rich media. (**A**) During growth in rich media, Swi-Snf occupies both Swi-Snf-dependent and independent *MET* genes, with the former requiring both Swi-Snf and Met4 for full activity. (**B**) Loss of Swi-Snf results in repression of Swi-Snf-dependent *MET* genes, leading to a cysteine biosynthesis defect and reduced cysteine biosynthesis. (**C**) Cysteine starvation caused by Swi-Snf loss is sensed by cells, whereby Met4 is no longer ubiquitinated by SCF^Met30^, and can activate transcription of the *MET* regulon in cooperation with other transcriptional activators.

## Supplementary Material

gkad711_Supplemental_Files

## Data Availability

Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1735. The datasets are available in the Gene Expression Omnibus (GEO) database under the accession number GSE197919.

# Supplementary material for: The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10278–91. doi: 10.1093/nar/gkad711
**Supplement:** gkad711_Supplemental_Files

A.***snf2Δ* DE down genes YPD+Cys vs YPD**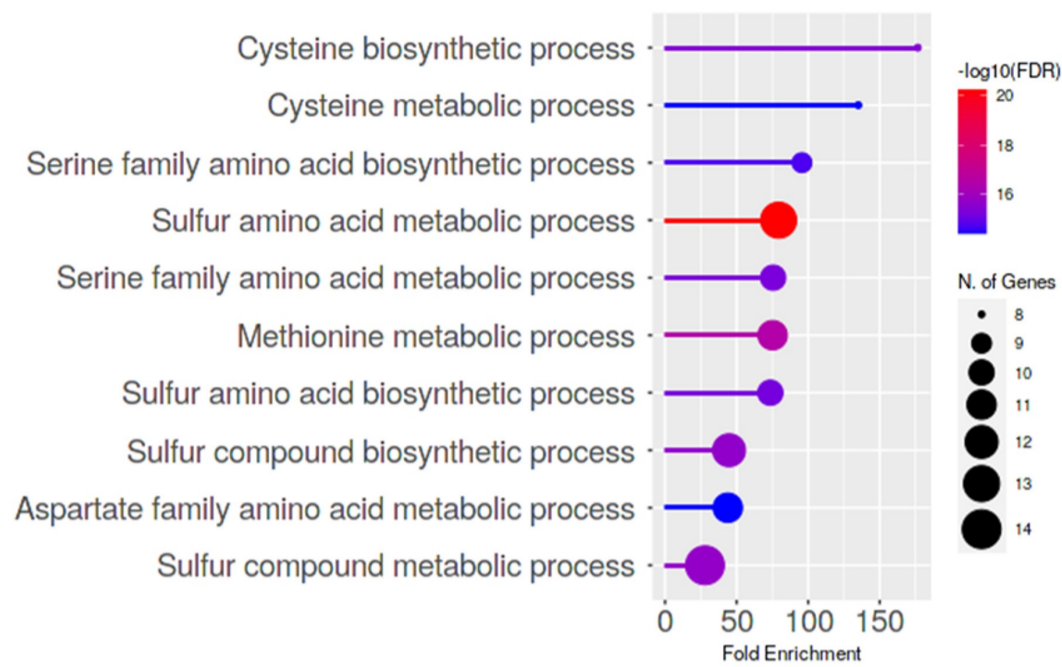**B.**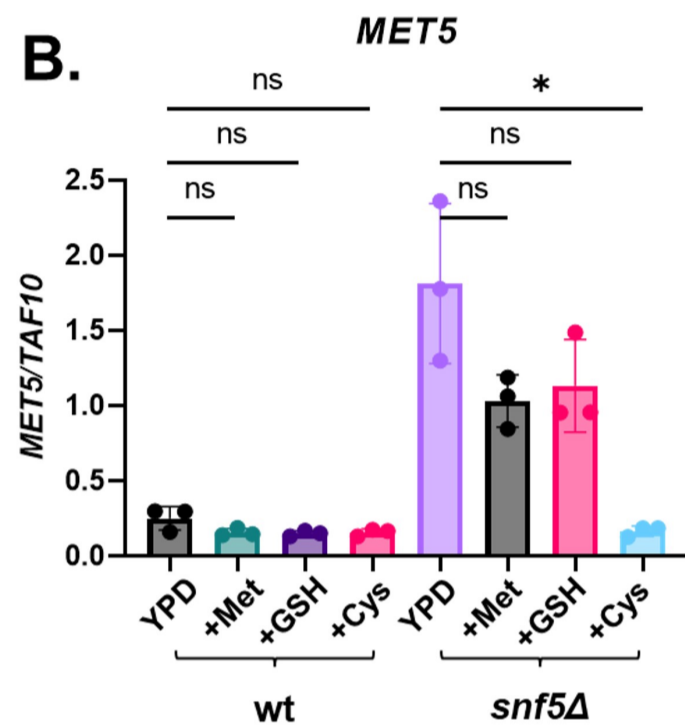**C.**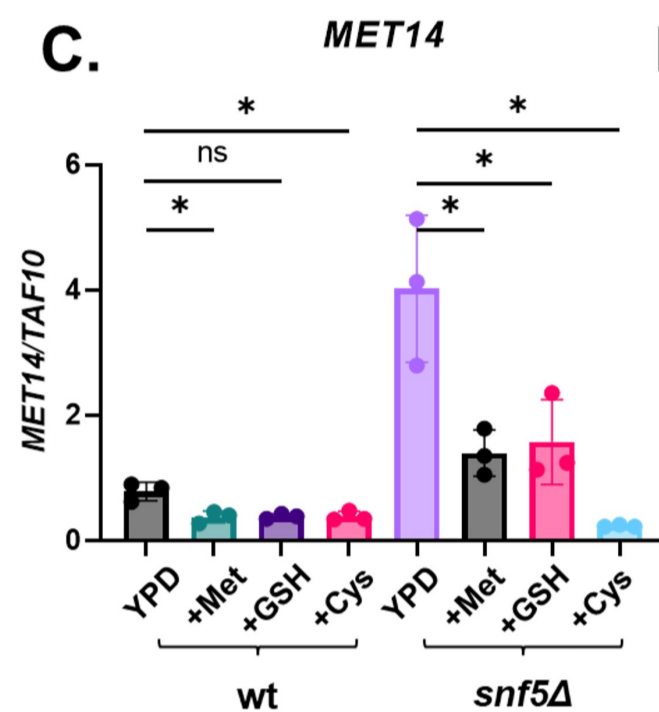**D.**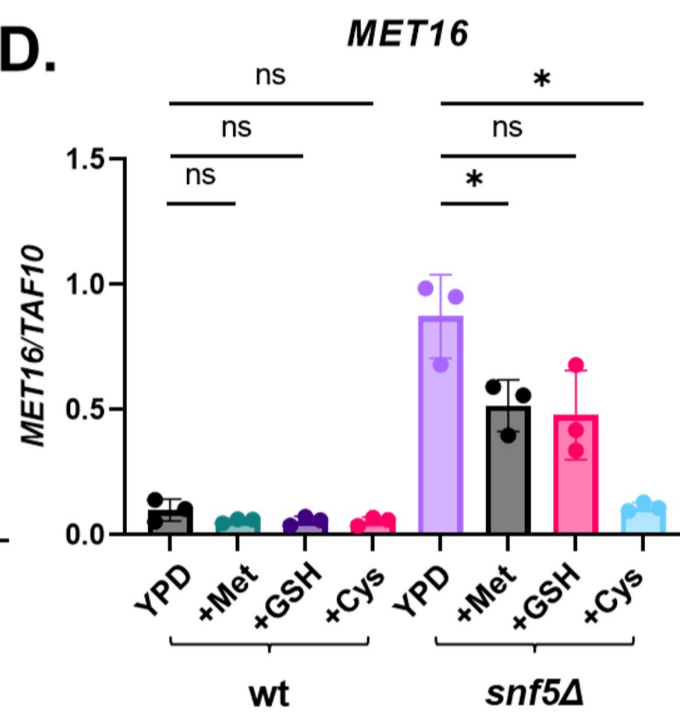**E.**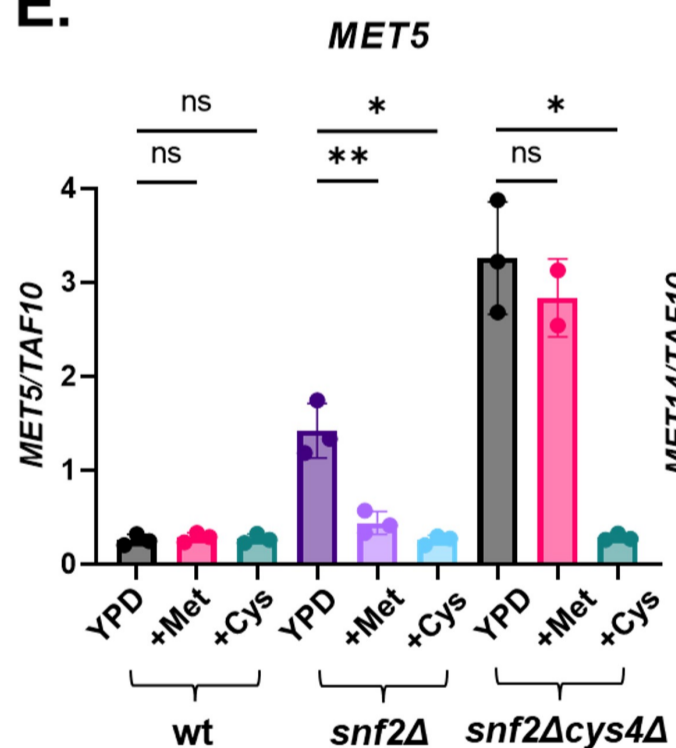**F.**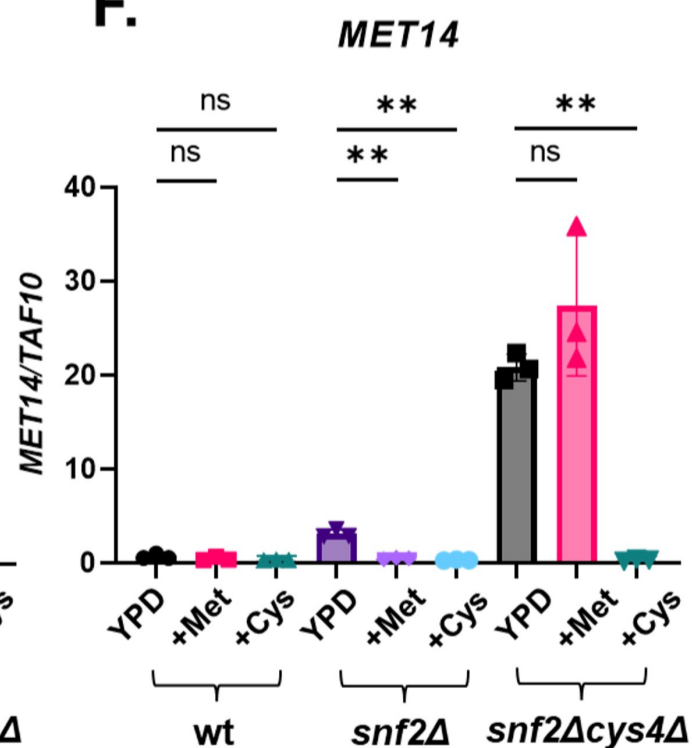**G.**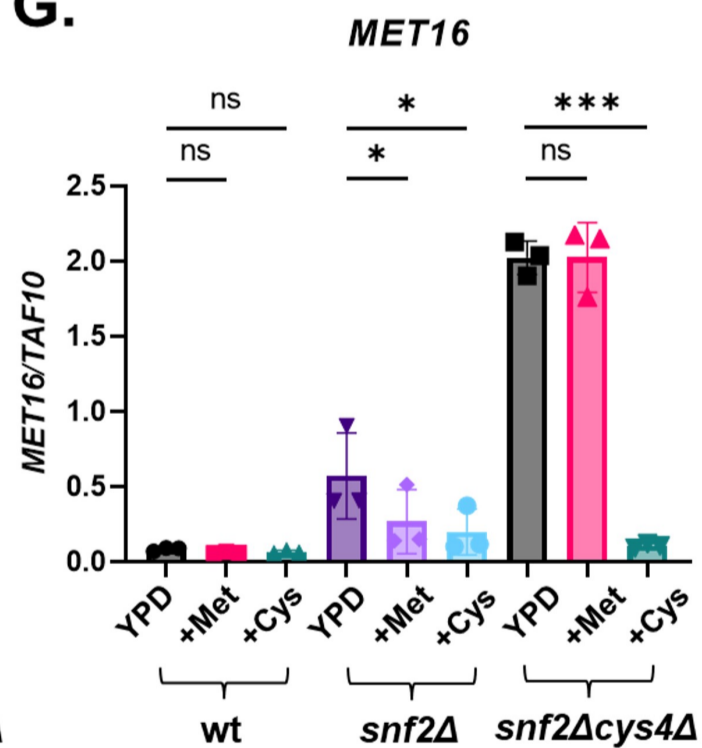

Figure S2 (A) GO term analysis of all DE- transcripts (down) in YPD- vs YPD+Cys-grown *snf2Δ* mutant cells, analyzed using ShinyGO (Ge et al. 2020) (B-D) RT-qPCR data showing (B) *MET5*, (C) *MET14* and (D) *MET16* transcription in wild type (wt) and *snf5Δ* strains after incubation in YPD, YPD containing 3 mM methionine (YPD + Met), 3 mM GSH (YPD + GSH) or 3 mM cysteine (YPD + Cys). (E-G) RT-qPCR data showing (B) *MET5*, (C) *MET14* and (D) *MET16* transcription in wild type (wt), *snf2Δ* and *snf2Δcys4Δ* strains after incubation in YPD, YPD containing 3 mM methionine (YPD + Met), or 3 mM cysteine (YPD + Cys). Transcript levels normalized to *TAF10*. Error bars represent standard deviation from 2-3 independent experiments. p values indicated by asterisks, with a p value ≤ 0.05 being considered statistically significant (one asterisk), $p \leq 0.01$ being represented by two asterisks and $p \leq 0.001$ being represented by three asterisks.

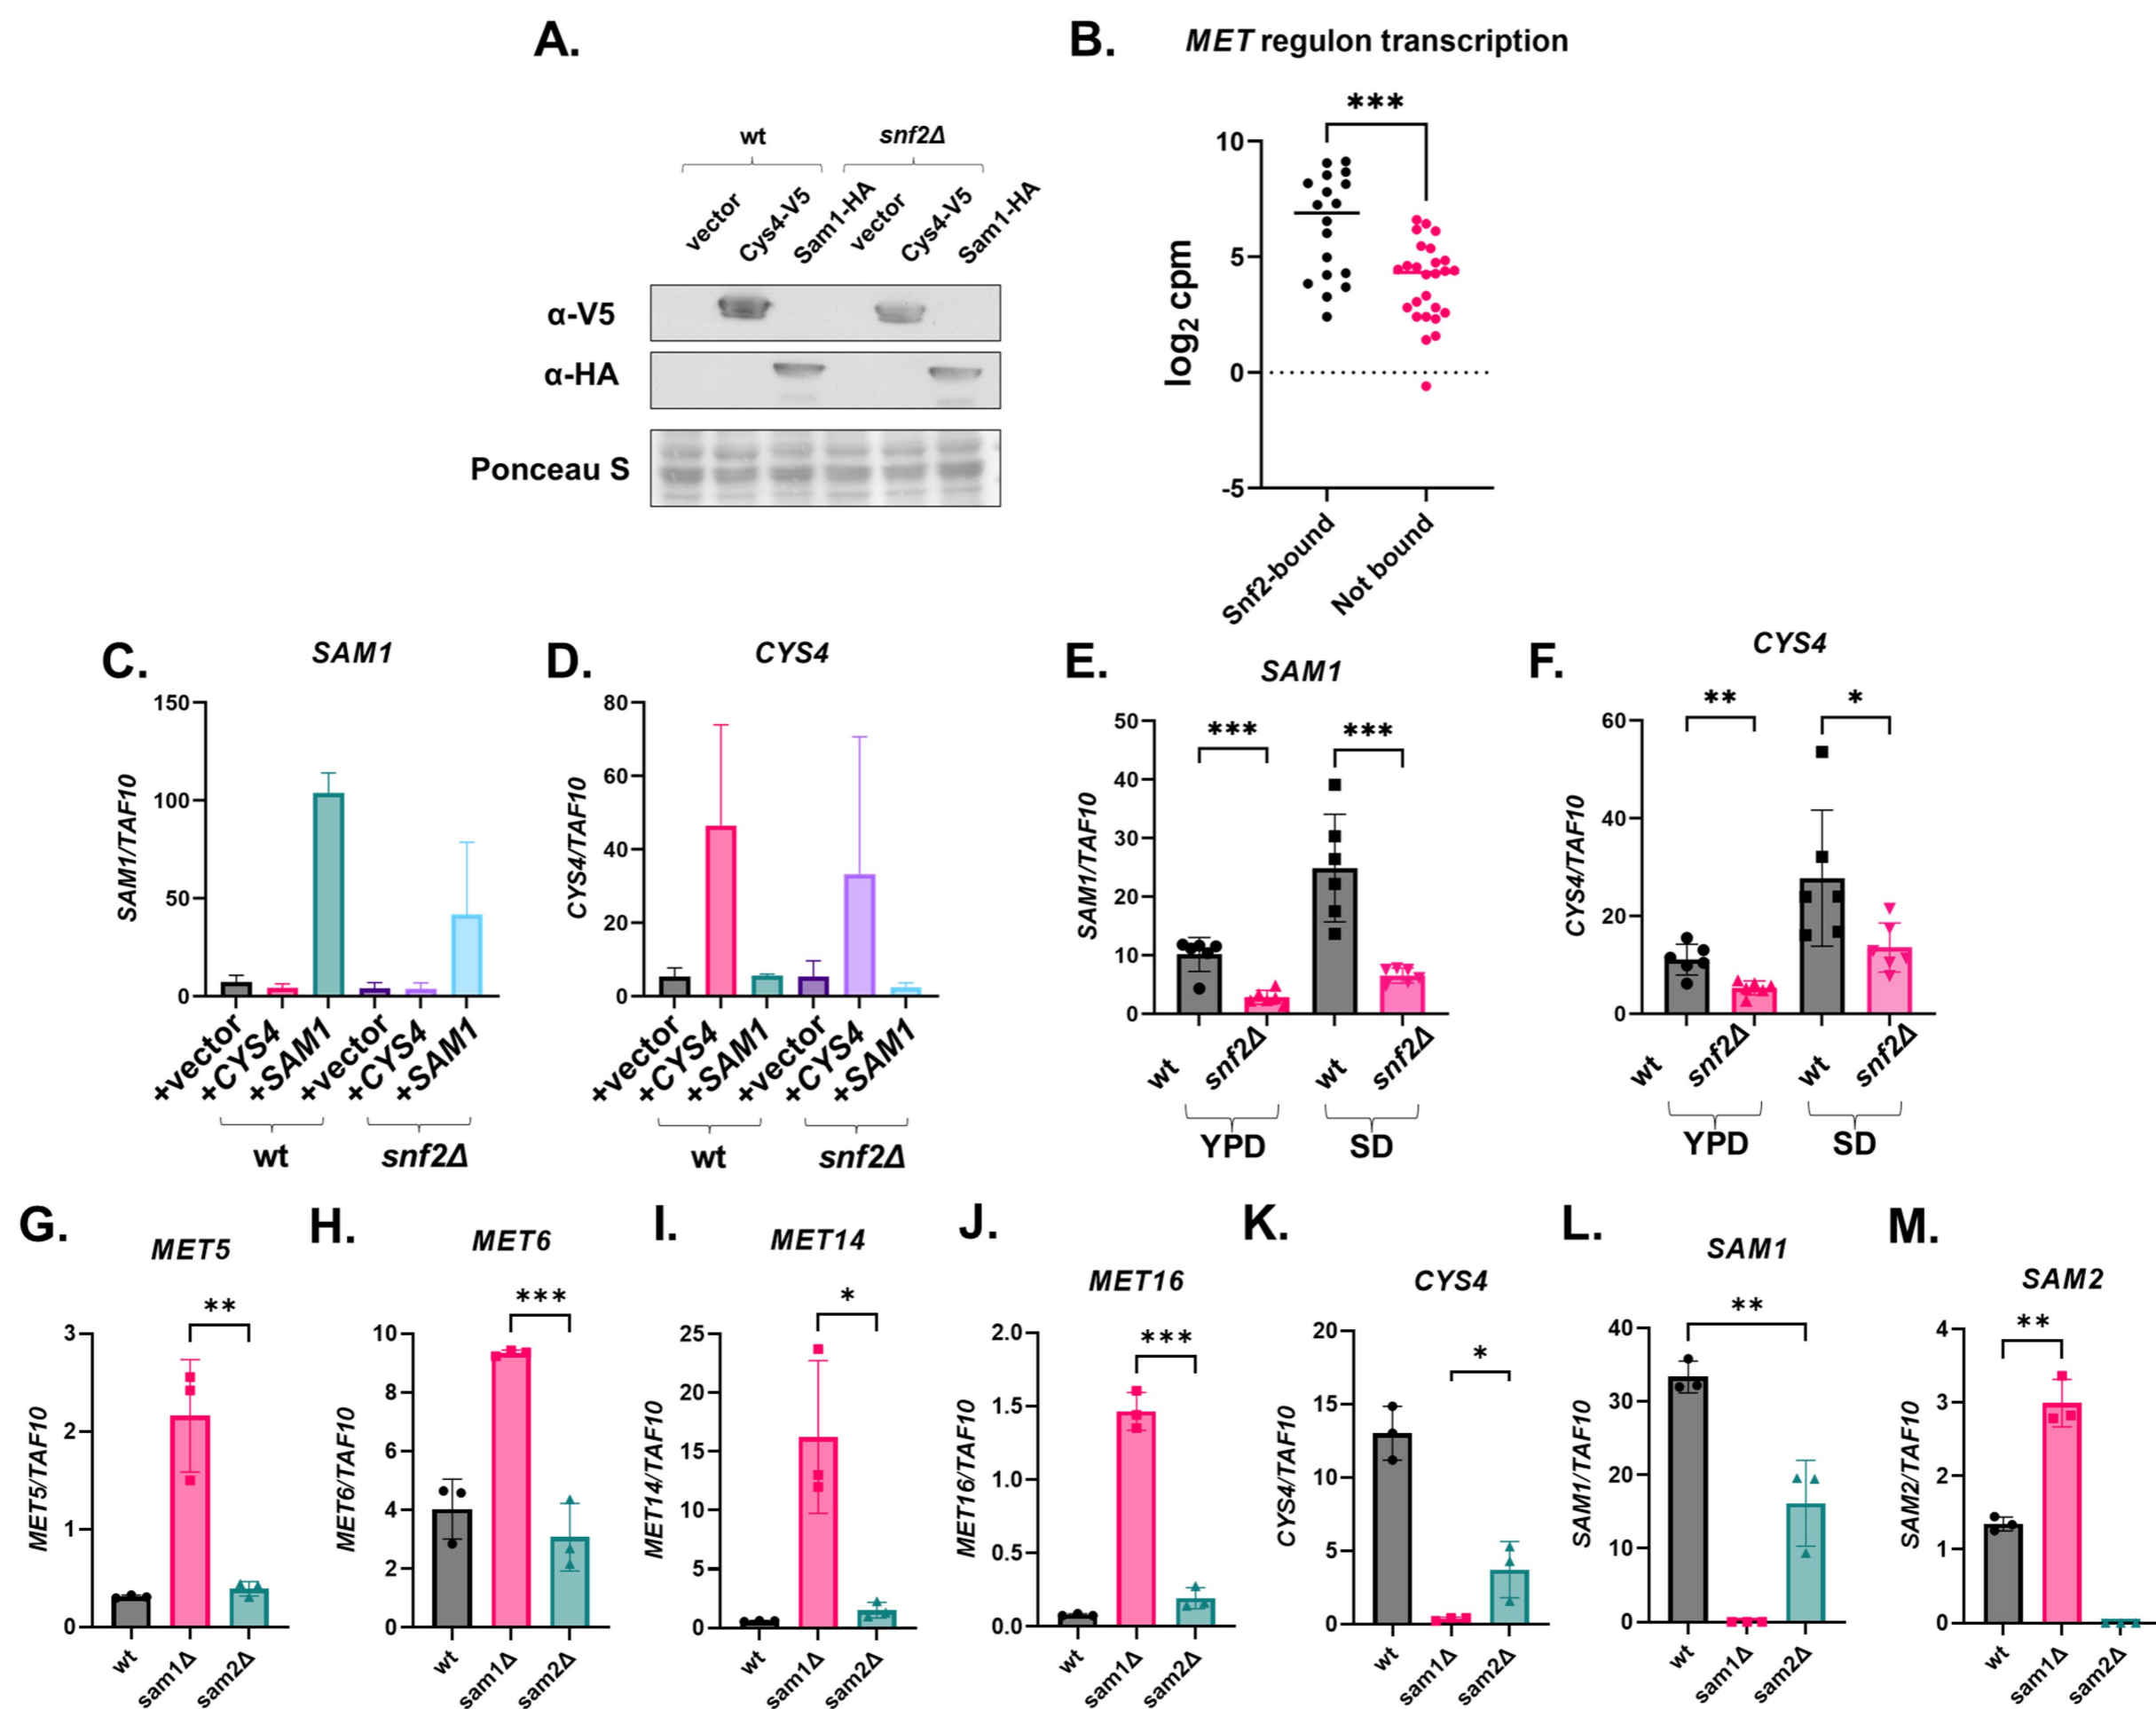

Figure S3 (A) Western blot of HA-tagged Sam1 & V5-tagged Cys4 in SC-Ura-grown wild type and *snf2Δ* mutant cells. Ponceau S used as a loading control. (B) $\log_2$ cpm transcription of *MET* genes from RNA seq data from this study, plotted and grouped by whether or not the gene promoter was bound or not bound by Swi-Snf, based on ChIP data from (Dutta et al. 2014). (C & D) RT-qPCR data showing (C) *SAM1* (D) or *CYS4* transcription in wild type (wt) and *snf2Δ* strains containing a pRS416 vector or plasmids overexpressing *CYS4* or *SAM1* using a *TEF1* promoter. (E) RT-qPCR data showing *SAM1* transcription in rich (YPD) or minimal (SD) media in wild type vs *snf2Δ* mutant cells (F) RT-qPCR data showing *CYS4* transcription in rich (YPD) or minimal (SD) media in wild type vs *snf2Δ* mutant cells Transcript levels normalized to *TAF10*. p values indicated by asterisks, with a p value ≤ 0.05 being considered statistically significant (one asterisk). (G-M) RT-qPCR data showing (G) *MET5*, (H) *MET6*, (I) *MET14*, (J) *MET16*, (K) *CYS4* (L) *SAM1* and (M) *SAM2* transcription in wild type (wt), *sam1Δ* and *sam2Δ* strains. Transcript levels normalized to *TAF10*. p values indicated by asterisks, with a p value ≤ 0.05 being considered statistically significant (one asterisk), p ≤ 0.01 being represented by two asterisks and p ≤ 0.001 being represented by three asterisks.

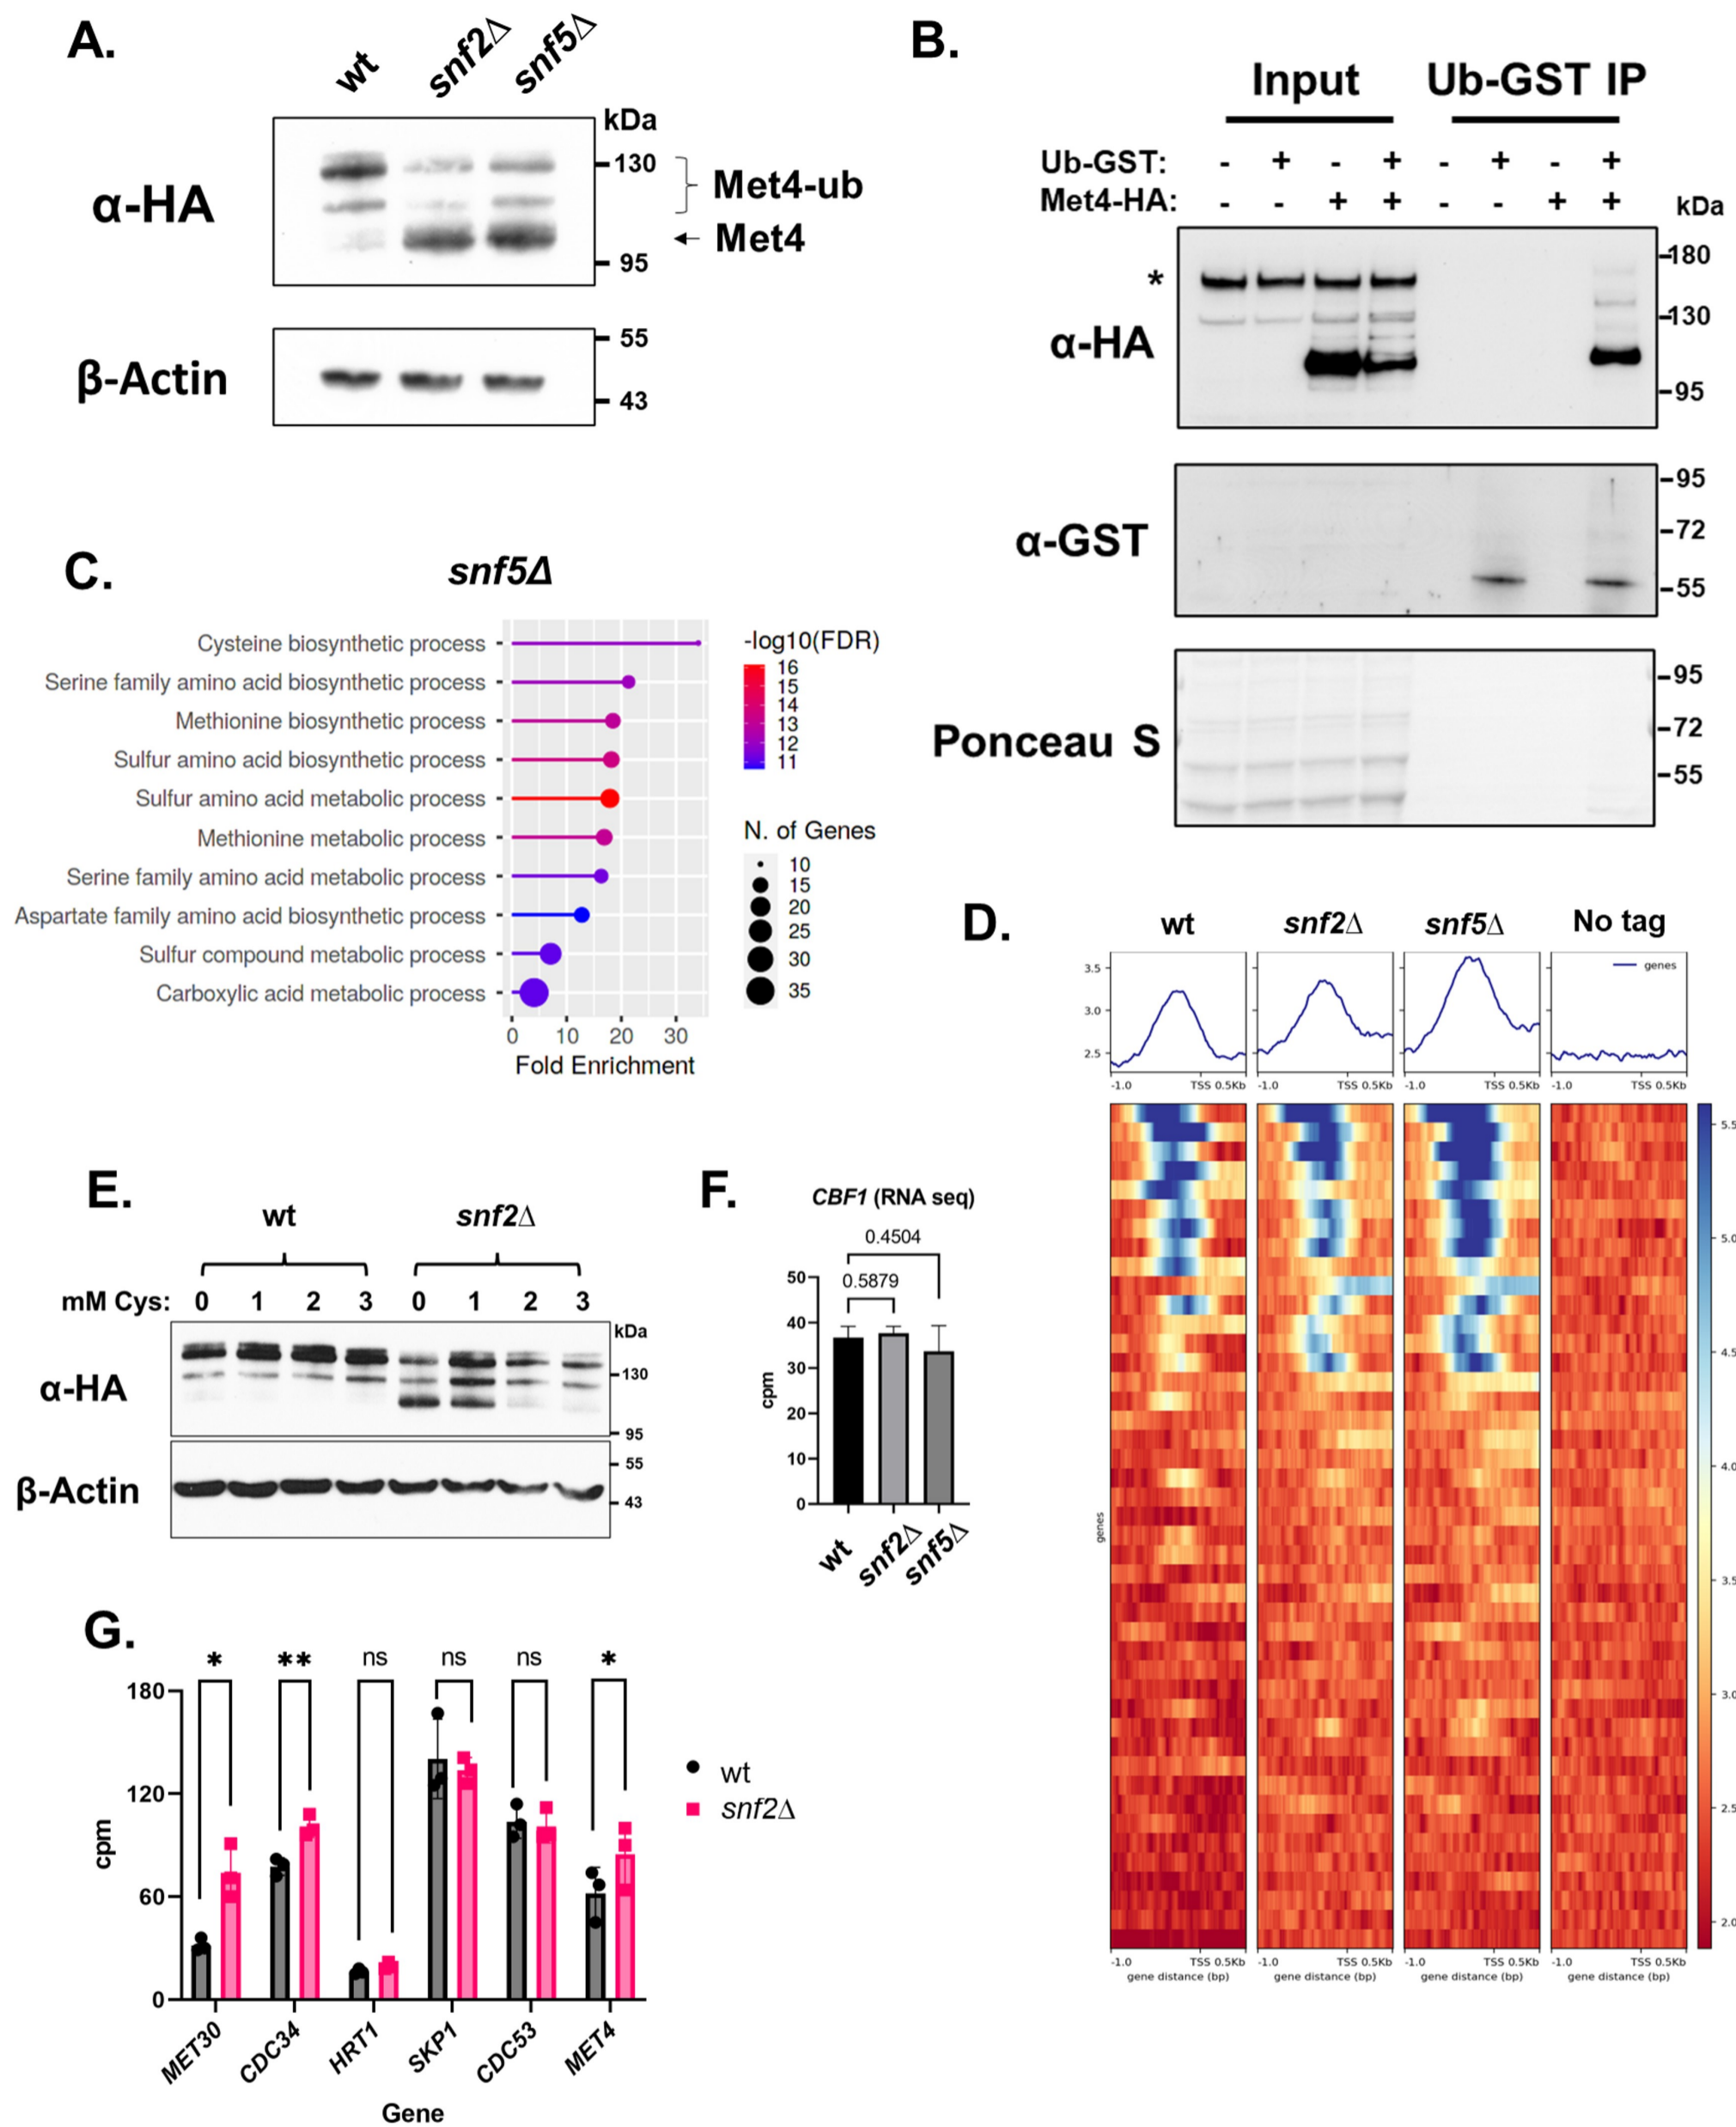

Figure S4 (A) Western blot of HA-tagged Met4 (Met4-HA) in wild type, *snf2Δ* and *snf5Δ* strains grown in YPD. β -Actin used as a loading control. (B) Western blot of Ub-GST pulldown in untagged, Ub-GST, Met4-3HA and Met4-3HA Ub-GST cells. (C) GO term analysis for genes occupied by Met4-13Myc in YPD-grown *snf5Δ* mutant cells, as determined by IDR analysis. (D) Heatmap and line plot of log₂ Met4-13Myc occupancy -1000 bp/+500 bp relative to the TSS of *MET* regulon genes in wild type (wt), *snf2Δ* & *snf5Δ* strains, in addition to an untagged wild type (No tag). Heatmaps displaying the average distribution of reads around Transcriptional Start Sites (-1kb/+0.5kb) for each sample group were generated using deeptools (2.7.5) with WiggleTools (1.2) used to calculate the mean bigwig coverage across sample replicates. (E) Western blot of 3HA-tagged Met4 (Met4-HA) in wild type and *snf2Δ* mutants, grown either in YPD with no supplemental cysteine (0), or with 1, 2 or 3 mM cysteine added to media prior to 30 minutes' incubation. β -Actin used as a loading control. (F) RNA-seq data from YPD-grown wild type, *snf2Δ* and *snf5Δ* mutants monitoring transcript levels (cpm) of *CBF1* (G) RNA-seq data from YPD-grown wild type and *snf2Δ* mutants monitoring transcript levels (cpm) of *MET30*, *CDC34*, *HRT1*, *SKP1*, *CDC53* and *MET4*. p values indicated by asterisks, with a p value ≤ 0.05 being considered statistically significant (one asterisk) and p ≤ 0.01 being represented by two asterisks

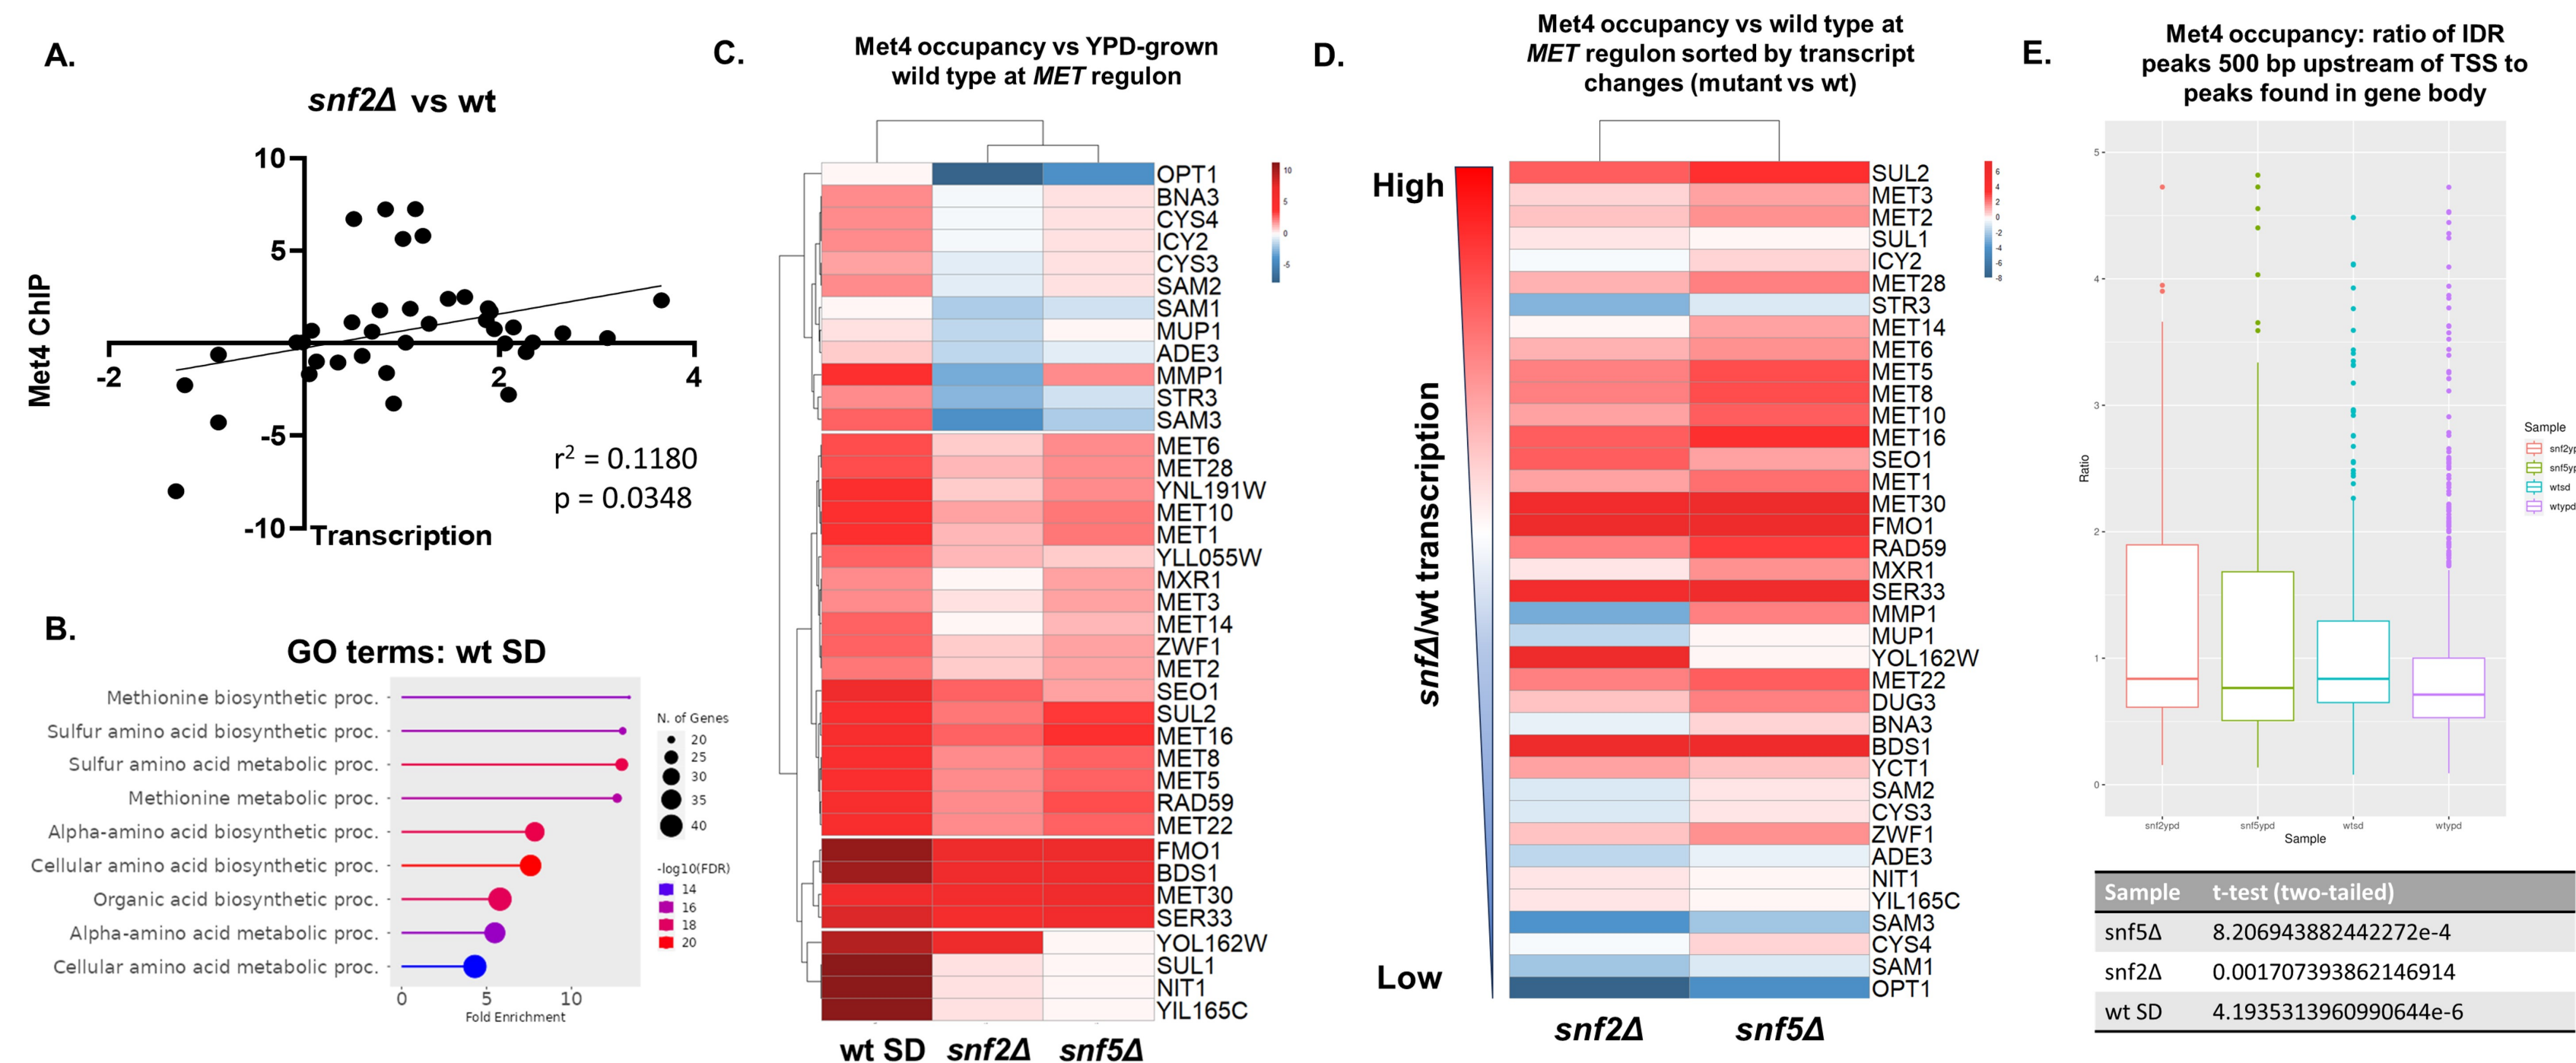

Figure S5 (A) Scatterplot of *snf2Δ* vs wild type (wt) comparing log₂fc transcription data based on RNA-seq (x-axis) to Met4 occupancy changes (y-axis from Met4-Myc ChIP seq dataset using peaks called using DiffBind.. (B) GO term analysis for genes occupied by Met4-13Myc in SD-grown wild type cells, as determined by IDR analysis. (C) Heatmap representing log₂ fold-change Met4-Myc occupancy vs wild type of *MET* regulon genes in SD-grown wild type and YPD-grown *snf2Δ* and *snf5Δ* mutants from a ChIP-seq experiment using peaks called using DiffBind. (D) Heatmap representing log₂ fold-change Met4-Myc occupancy vs wild type of *MET* regulon genes in YPD-grown *snf2Δ* and *snf5Δ* mutants from a ChIP-seq experiment using peaks called using DiffBind, ordered based on transcriptional changes (RNA-seq) in mutants vs wild type. (E) Boxplot showing ratio of genome-wide Met4-Myc peak enrichment -500 bp upstream of TSS compared to enrichment in gene bodies for YPD and SD-grown wild type and YPD-grown *snf2Δ* and *snf5Δ* mutants based on peaks determined by IDR for each strain, with p-values for each comparison to YPD-grown wild type in the table underneath.

Met4-GFP anchor away

RNA-seq

α-Rpb1 ChIP-seq

A.

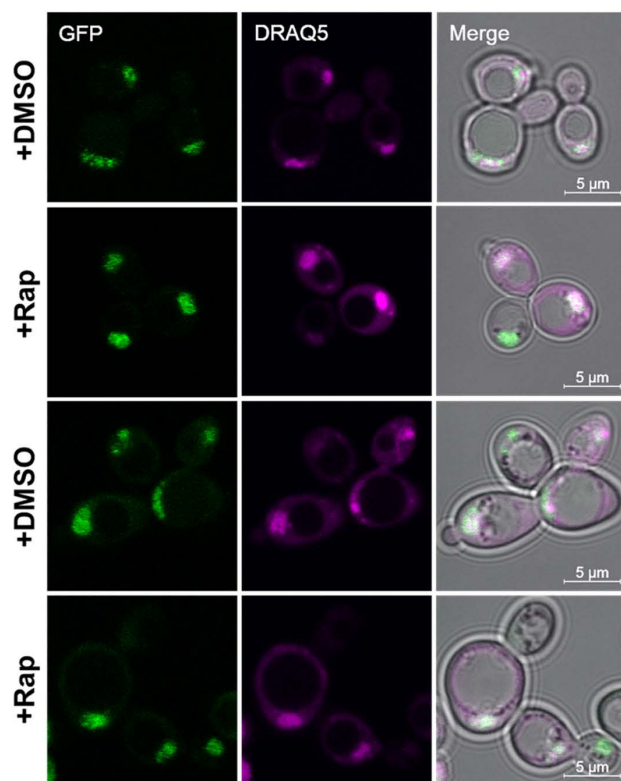

B.

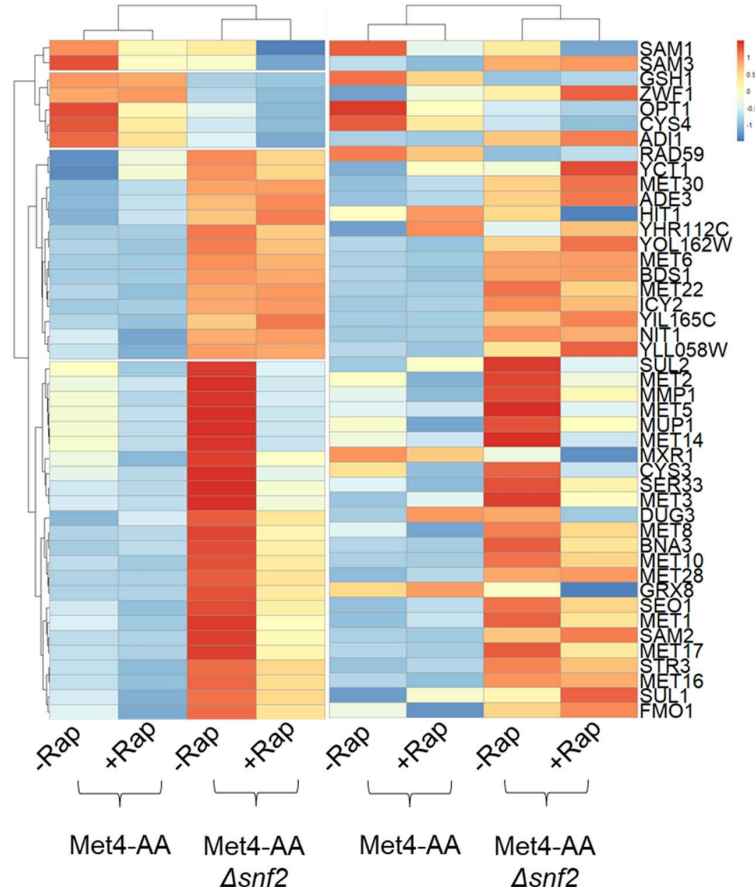

C.

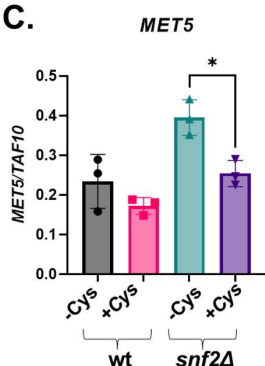

D.

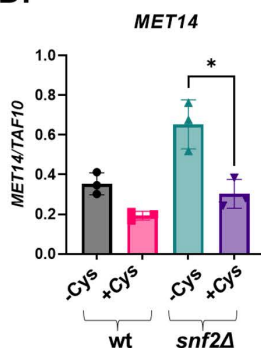

E.

Increased Pol II & Met4 in snfΔ mutants

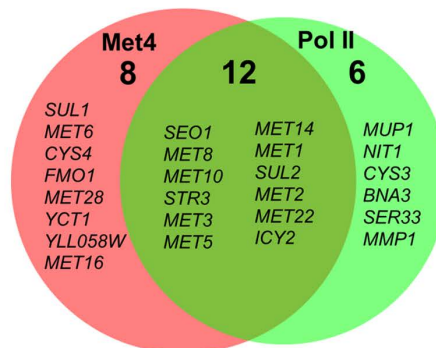

F.

Decreased Pol II & Met4 in snfΔ mutants

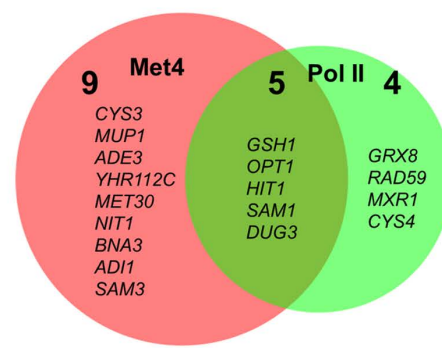

Figure S6 (A) Comparison of Met4-GFP localization between wild type and *snf2Δ* strains following incubation for 1h in 1 μg/mL Rapamycin (+Rap) or an equivalent volume of DMSO (+DMSO). (B) Heatmap of YPD-Met4-AA and Met4-AA *snf2Δ* strains without (-Rap) or with (+Rap) incubation in the presence of 1 μg/mL rapamycin incubation showing separately row-scaled transcript and Rpb1 levels at *MET* regulon genes, clustered based on RNA-seq data. (C-D) RT-qPCR data showing (C) *MET5* and (D) *MET14* transcription in wild type (wt) and *snf2Δ* strains in a HHY221 background after incubation in YPD or YPD with 3 mM cysteine (YPD + Cys). Transcript levels normalized to *TAF10*. Error bars represent standard deviation from three independent experiments. p values indicated by asterisks, with a p value ≤ 0.05 being considered statistically significant (one asterisk). (E) Venn diagram showing overlap between *MET* genes where Pol II levels increase in a *snf2Δ* mutant vs wild type in a Met4-dependent manner and those genes showing increased Met4-Myc occupancy in *snfΔ* mutants based on data from Fig. 5A. (F) Venn diagram showing overlap between *MET* genes where Pol II levels decrease in a *snf2Δ* mutant vs wild type and those genes showing decreased Met4-Myc occupancy in *snfΔ* mutants based on data from Fig. 5A.

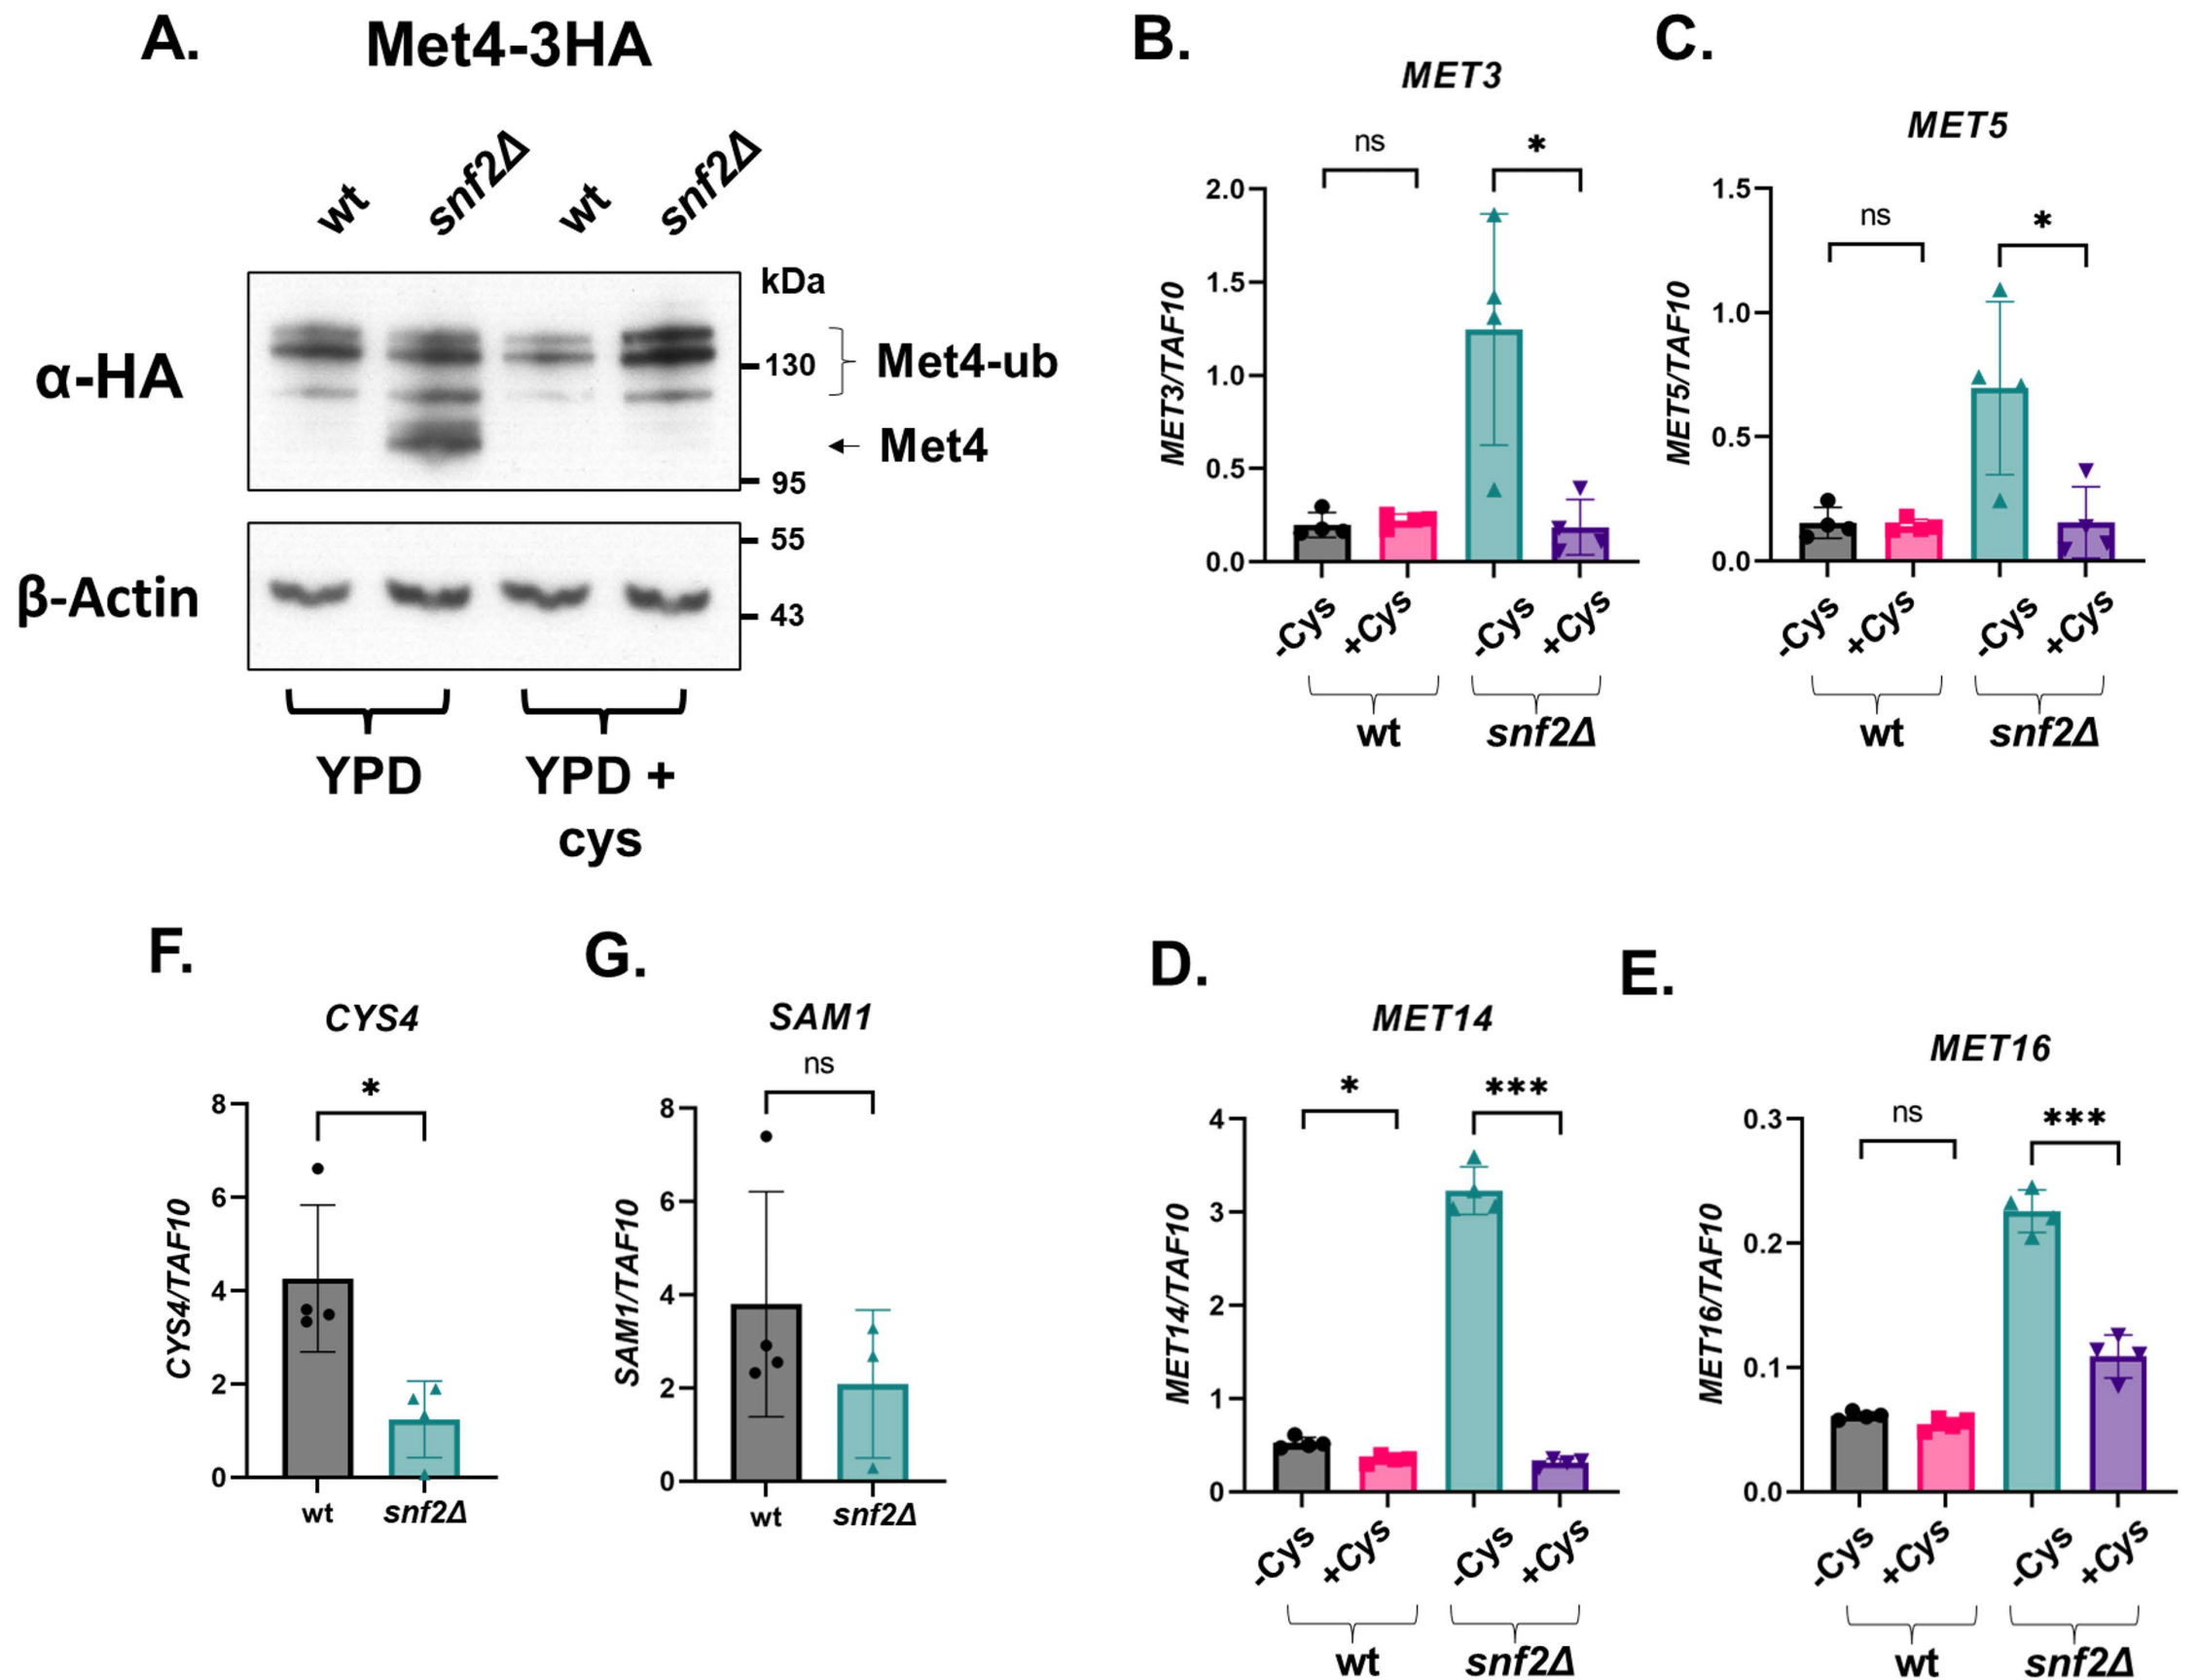

Figure S7 (A) Western blot of 3HA-tagged Met4 (Met4-HA) in wild type and *snf2Δ* mutants in a BY4742 background, grown either in YPD with no supplemental cysteine (YPD) or after incubation for 30 minutes in YPD with 3 mM cysteine (YPD+cys). β -Actin used as a loading control. (B-E) RT-qPCR data showing (B) *MET3*, (C) *MET5*, (D) *MET14*, and (E) *MET16* transcription in wild type (wt) and *snf2Δ* strains in a BY4742 background after incubation in YPD or YPD with 3 mM cysteine (YPD + Cys). (F) *CYS4* and (G) *SAM1* transcription in wild type (wt) and *snf2Δ* strains in a BY4742 background. Transcript levels normalized to *TAF10*. Error bars represent standard deviation from four independent experiments. p values indicated by asterisks, with a p value ≤ 0.05 being considered statistically significant (one asterisk) and p ≤ 0.001 being represented by three asterisks.

# Supplementary material for: The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10278–91. doi: 10.1093/nar/gkad711
**Supplement:** gkad711_Supplemental_Files

**Supplementary Materials and Methods**

**RNA-seq analysis**.

For RNA-seq analysis, raw reads were demultiplexed into FASTQ format allowing up to one mismatch using Illumina bcl2fastq2 v2.18. The fastq files were aligned to the sacCer3 assembly from UCSC with Ensembl 98 annotations using STAR (version STAR_2.7.3a) (Dobin et al., 2013). TPM expression values were generated using RSEM (version v1.3.0) [5]. edgeR (version 3.24.3 with R 3.6.1) was applied to perform differential expression analysis (Robinson et al., 2009). A cutoff of FDR less than 0.05 and absolute value of log2 fold change greater than 2 was used to identify genes with statistically significant differential expression between two conditions. Differentially expressed genes were uploaded to Shiny GO to find overrepresented Gene Ontology terms.

**ChIP-seq analysis**.

For the Met4-Myc ChIP-seq analysis, reads were aligned to yeast genome sacCer3 using bowtie2 (2.3.4.1) with default settings. ChIP tracks were created using rpm normalized bigwig files for visualization. Peaks were called using MACS2 (2.1.2) with the nomodel argument and the input files as baseline controls. For the Met4-Myc ChIP-seq data, MACS2 peaks were then analyzed with IDR (2.0.3) to generate a list of peaks statistically consistent across replicates for a given sample group. For the Met4 ChIP-seq data, DiffBind (2.10.0) was run on the bam files and MACS2 peaks of various samples to find regions of differential binding between sample groups. Statistically significant peaks were then intersected with gene coordinates using BEDTools (2.29.0). For each MET Regulon gene, a promoter score was generated by dividing the average bigwig coverage in a 500 base window immediately upstream of the TSS by the average coverage over the corresponding gene body. These averages were calculated using the bigWigAverageOverBed (version 4) function from ENCODE. A Student’s t-test was run to test for a significant difference in promoter score between each mutant and WT. Plots displaying the coverage profile around TSS were generated using Deeptools (3.5.1)

For the Rpb1 ChIP-seq analysis, bowtie2 (2.4.2) was used. RPM-normalized bigwig files were generated using Deeptools’ bamCoverage with binSize set to 1. An average coverage score for every gene was calculated from the average bigwig coverage across the gene body. This value was then averaged across replicates within each sample group.

# Supplementary material for: The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10278–91. doi: 10.1093/nar/gkad711
**Supplement:** gkad711_Supplemental_Files

**Table S1: Strains used in this study**

| Strain | Genotype | Source |
| --- | --- | --- |
| BY4741 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0* | [1] |
| BY4742 | *MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0* | [1] |
| HHY221 | *W303 MATa TOR1-1 fpr1∆::loxP-LEU2-loxP rpl13a::RPL13A-2×FKBP12-loxP* | [2] |
| YMC103 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 cys4Δ::URA3* | This study |
| YMC119 | *W303 MATa TOR1-1 fpr1∆::loxP-LEU2-loxP rpl13a::RPL13A-2×FKBP12-loxP snf2Δ::natMX6* | This study |
| YMC122 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 +pRS416* | This study |
| YMC124 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 snf2Δ::kan +pRS416* | This study |
| YMC126 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 +pMC21* | This study |
| YMC130 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 +pMC13* | This study |
| YMC135 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 snf2Δ::kan +pMC13* | This study |
| YMC136 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 snf2Δ::kan +pMC21* | This study |
| YMC138 | *W303 MATa TOR1-1 fpr1∆::loxP-LEU2-loxP rpl13a::RPL13A-2×FKBP12-loxP Met4-FRB-GFP::HIS3* | This study |
| YMC139 | *W303 MATa TOR1-1 fpr1∆::loxP-LEU2-loxP rpl13a::RPL13A-2×FKBP12-loxP Met4-GFP::HIS3* | This study |
| YMC140 | *W303 MATa TOR1-1 fpr1∆::loxP-LEU2-loxP rpl13a::RPL13A-2×FKBP12-loxP Met4-FRB-GFP::HIS3 snf2Δ::KanMX6* | This study |
| YMC81 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 MET4-13XMyc::HIS* | This study |
| YMC88 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 MET4-13XMyc::HIS snf5Δ::URA* | This study |
| YMC95 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 MET4-3XHA::Kan* | This study |
| YMC96 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 MET4-3XHA::Kan snf5Δ::URA* | This study |
| YMC98 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 MET4-3XHA::Kan snf2Δ::URA* | This study |
| YMC99 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 MET4-13XMyc::HIS snf2Δ::URA* | This study |
| YMC105 | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 snf2Δ::kan cys4Δ::URA* | This study |
| *gsh1Δ* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 gsh1Δ::KanMX4* | Saccharomyces Genome Deletion Project (SGDP) |
| *opt1Δ* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 opt1Δ::KanMX4* | Saccharomyces Genome Deletion Project (SGDP) |
| *sam1Δ* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 sam1Δ::KanMX4* | Saccharomyces Genome Deletion Project (SGDP) |
| *sam3Δ* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 sam3Δ::KanMX4* | Saccharomyces Genome Deletion Project (SGDP) |
| *snf2Δ* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 snf2Δ::KanMX4* | Saccharomyces Genome Deletion Project (SGDP) |
| *snf5Δ* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 snf5Δ::KanMX4* | Saccharomyces Genome Deletion Project (SGDP) |
| *sam2Δ* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0 sam2Δ::KanMX4* | Saccharomyces Genome Deletion Project (SGDP) |
| *YMC150* | *MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 MET4-3HA::KanMX4* | This study |
| *YMC154* | *MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 MET4-3HA::KanMX4 snf2Δ::URA* | This study |
| *YMC153* | *MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 snf2Δ::URA* | This study |
| *YMC160* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0*  *UBI4-GST::HIS3MX6* | This Study |
| *YMC161* | *MATa his3Δ1 leu2Δ0 met17Δ0 ura3Δ0*  *UBI4-GST::HIS3MX6 MET4-3HA::KanMX4* | This Study |

1. Brachmann, C.B., et al., *Designer deletion strains derived from Saccharomyces cerevisiae S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications.* Yeast, 1998. **14**(2): p. 115-32.

2. Haruki, H., J. Nishikawa, and U.K. Laemmli, *The anchor-away technique: rapid, conditional establishment of yeast mutant phenotypes.* Mol Cell, 2008. **31**(6): p. 925-32.

# Supplementary material for: The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10278–91. doi: 10.1093/nar/gkad711
**Supplement:** gkad711_Supplemental_Files

**Table S2: Plasmids used in this study**

| Plasmid | Descripton | Source | Notes |
| --- | --- | --- | --- |
| pMC13 | pRS416 with XhoI-TEF1 promoter -BamHI-CYS4-V5-NotI | This Study | *CYS4* overexpression vector |
| pMC21 | pRS416 with XhoI-TEF1 promoter -BamHI-SAM1-HA-NotI | This Study | *SAM1* overexpression vector |
| pMC23 | pRS406 with NheI-FRB-GFP-AscI | This Study | Used for tagging AA-GFP strains |
| pRS416 | Commercially-available vector | (Sikorski and Hieter 1989) | Empty vector for overexpression experiments |
| pRS401 | Commercially-available vector | (Brachmann et al. 1998) | Used to restore *MET17* in BY4741 |
| pRS406 | Commercially-available vector | (Sikorski and Hieter 1989) | Used to generate *cys4::URA3* deletion |
| pFA6a-13Myc-His3MX6 | Commercially-available vector | (Longtine et al. 1998) | Used to Myc-tag Met4 |
| pFA6a-3HA-KanMX6 | Commercially-available vector | (Longtine et al. 1998) | Used to HA-tag Met4 |
| pFA6a-GST-His3MX6 | Commercially-available vector | (Longtine et al. 1998) | Used to GST-tag Ubi4 |

# Supplementary material for: The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10278–91. doi: 10.1093/nar/gkad711
**Supplement:** gkad711_Supplemental_Files

**Table S3: RT-qPCR primers used in this study**

| Name | Sequence | Notes |
| --- | --- | --- |
| TAF10 RT-F | ATATTCCAGGATCAGGTCTTCCGTAGC | From [1] |
| TAF10 RT-R | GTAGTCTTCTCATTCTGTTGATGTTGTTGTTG | From [1] |
| MET3 5'-F | TCGAGATTAGCAGACGGCAC |  |
| MET3 5'-R | AGGGCAATTCTTGTGTCTGGT |  |
| MET5_5'-F | CCTCTTGACGCTCCCACAAT |  |
| MET5_5'-R | GTGGCAACAGATTCTAGCCCT |  |
| MET14 5'-F | GGCATTGAGAAAACAGGACGG |  |
| MET14 5'-R | AACTGTTCTAGCGCACAGGC |  |
| Met16_5'-F | CACTTTGCACCATTTCCCACA |  |
| Met16_5'-R | CTGCCTCCGATTCACATCCA |  |
| CYS4RT-F | ATCGGCGCCATCAAAGGTTA |  |
| CYS4RT-R | GATTTCAGCACCCAGAGCCT |  |
| SAM1 5'-F | GTTTAGCCGAGGACCCTCAC |  |
| SAM1 5'-R | TCCAACTGTGCCTTGGTAGT |  |
| SAM2 5'-F | CGATTCTGCCAAGGGTTTCG |  |
| SAM2 5'-R | CCTTGGTCACCAGCACCTAA |  |
| MET2prom-F | ATTTCTTGCTATTGTTAGTGGCTCC | From [2] |
| MET2prom-R | CAACGAAGCGGAAGCTCATCTATT | From [2] |
| MET5prom-F | TTACCACCACACAGAGGCAG |  |
| MET5prom-R | TCGTCGCATCTCCATGACTC |  |
| MET6prom-F | AAGCAAGCATCTAAGAGCATTGAC | From [3] |
| MET6prom-R | TGAGTTCTCAAATCCTTACCGACC | From [3] |

1. Teste, M.A., et al., *Validation of reference genes for quantitative expression analysis by real-time RT-PCR in Saccharomyces cerevisiae.* BMC Mol Biol, 2009. **10**: p. 99.

2. Leroy, C., L. Cormier, and L. Kuras, *Independent recruitment of mediator and SAGA by the activator Met4.* Mol Cell Biol, 2006. **26**(8): p. 3149-63.

3. Ansari, S.A., et al., *Mediator, TATA-binding protein, and RNA polymerase II contribute to low histone occupancy at active gene promoters in yeast.* J Biol Chem, 2014. **289**(21): p. 14981-95.

# Supplementary material for: The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10278–91. doi: 10.1093/nar/gkad711

Supplementary file S1

Scale = 0-250

Additional images represent scale of 0-50

Wild type

snf2Δ

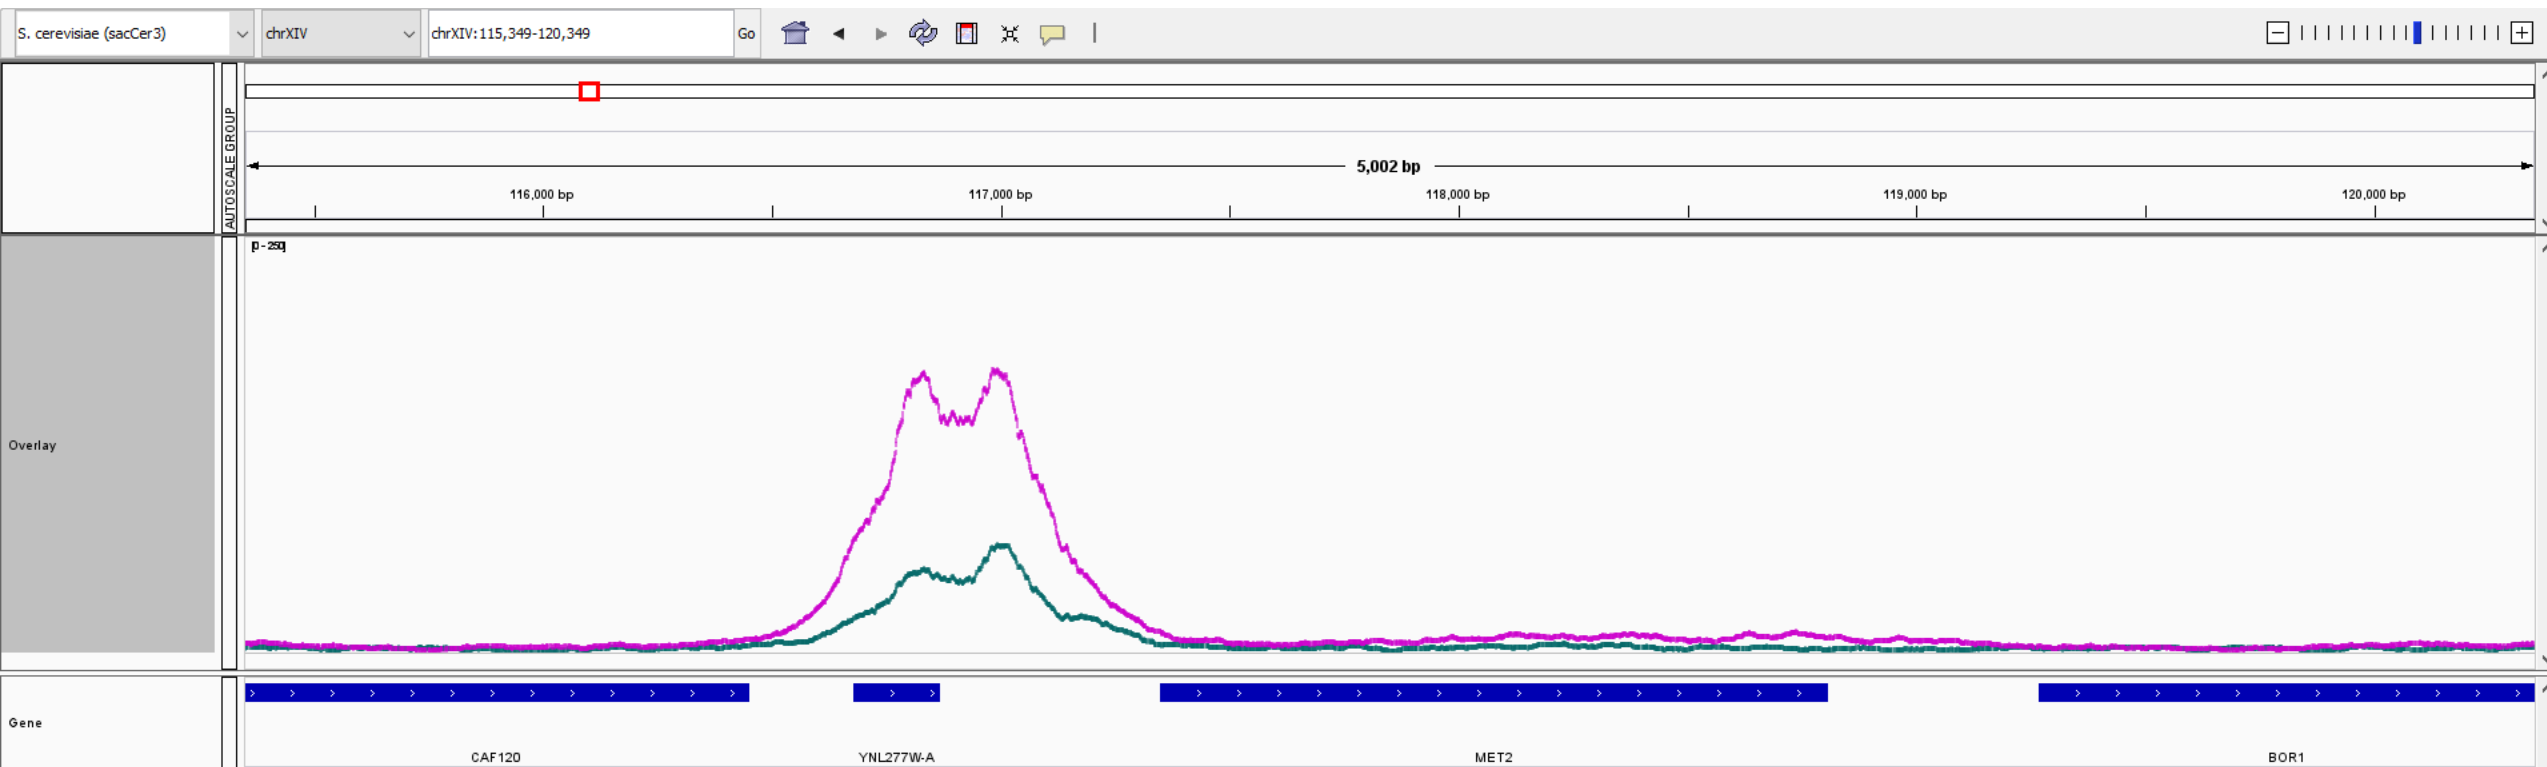

Wild type
snf2Δ

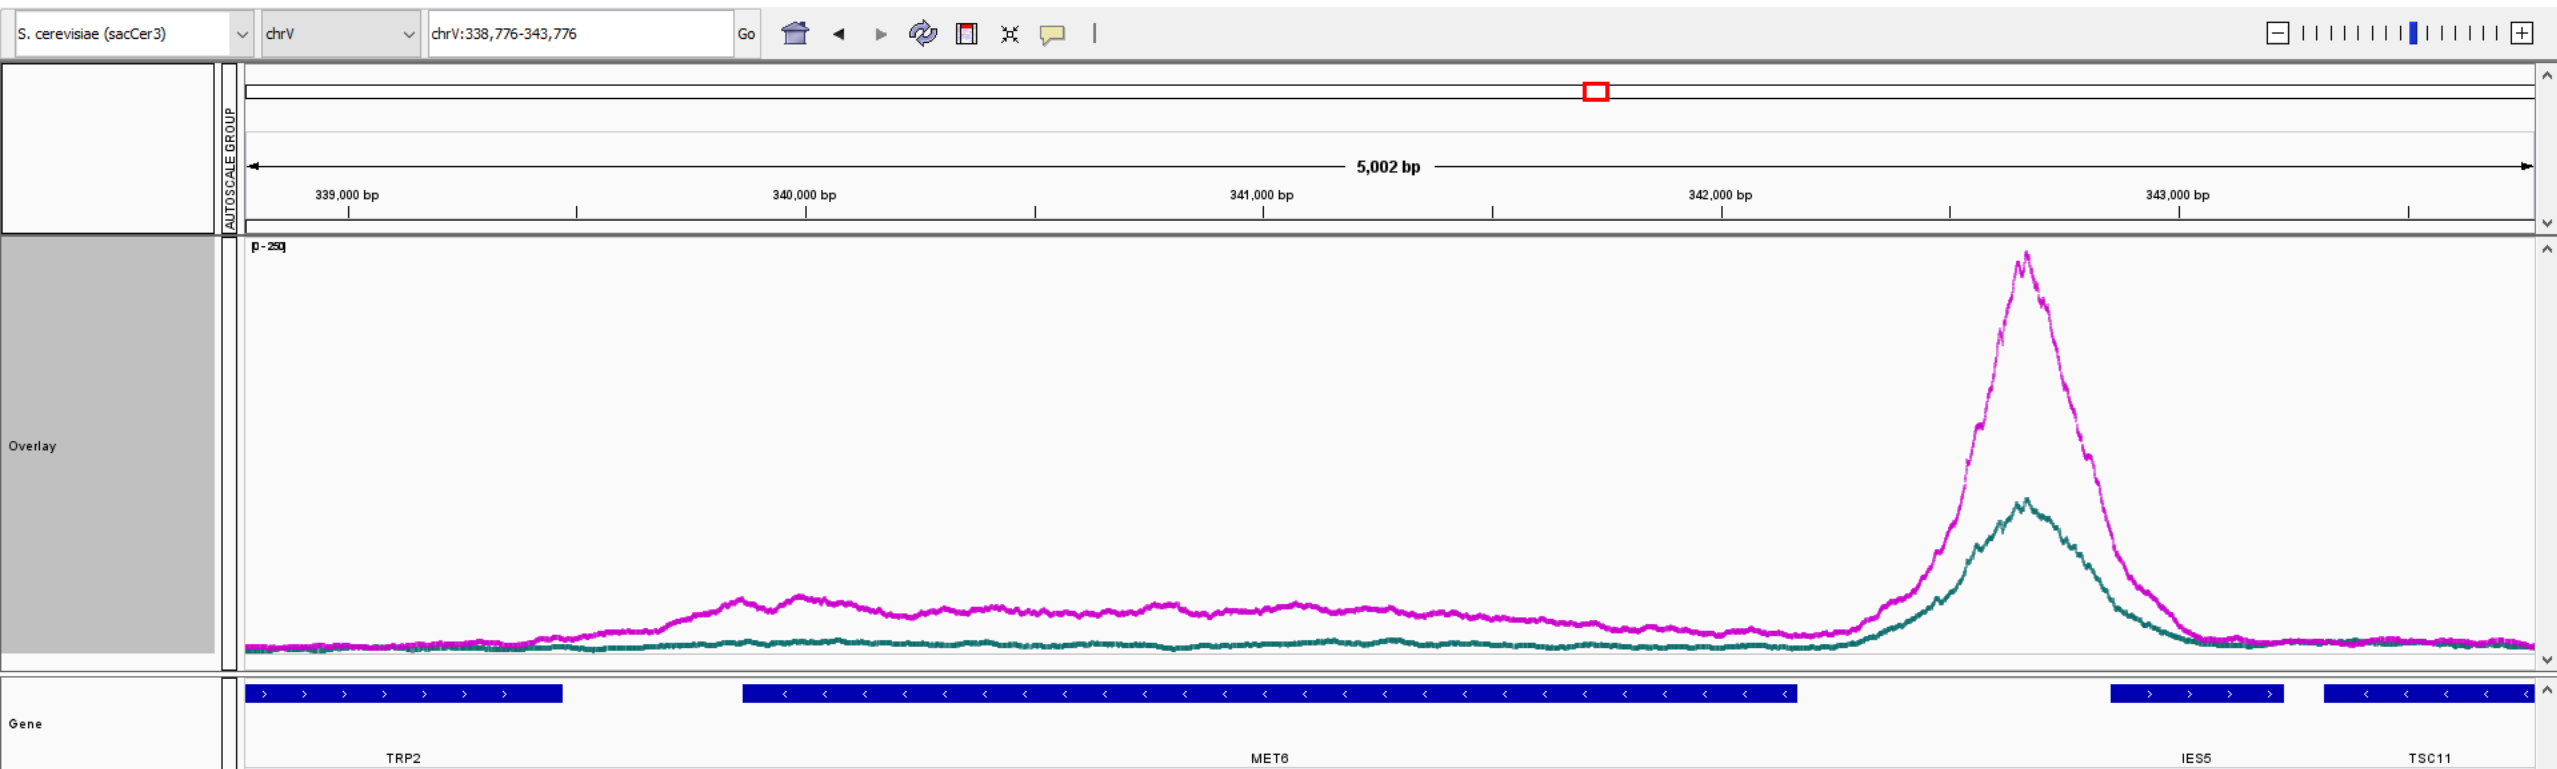

Wild type
snf2Δ

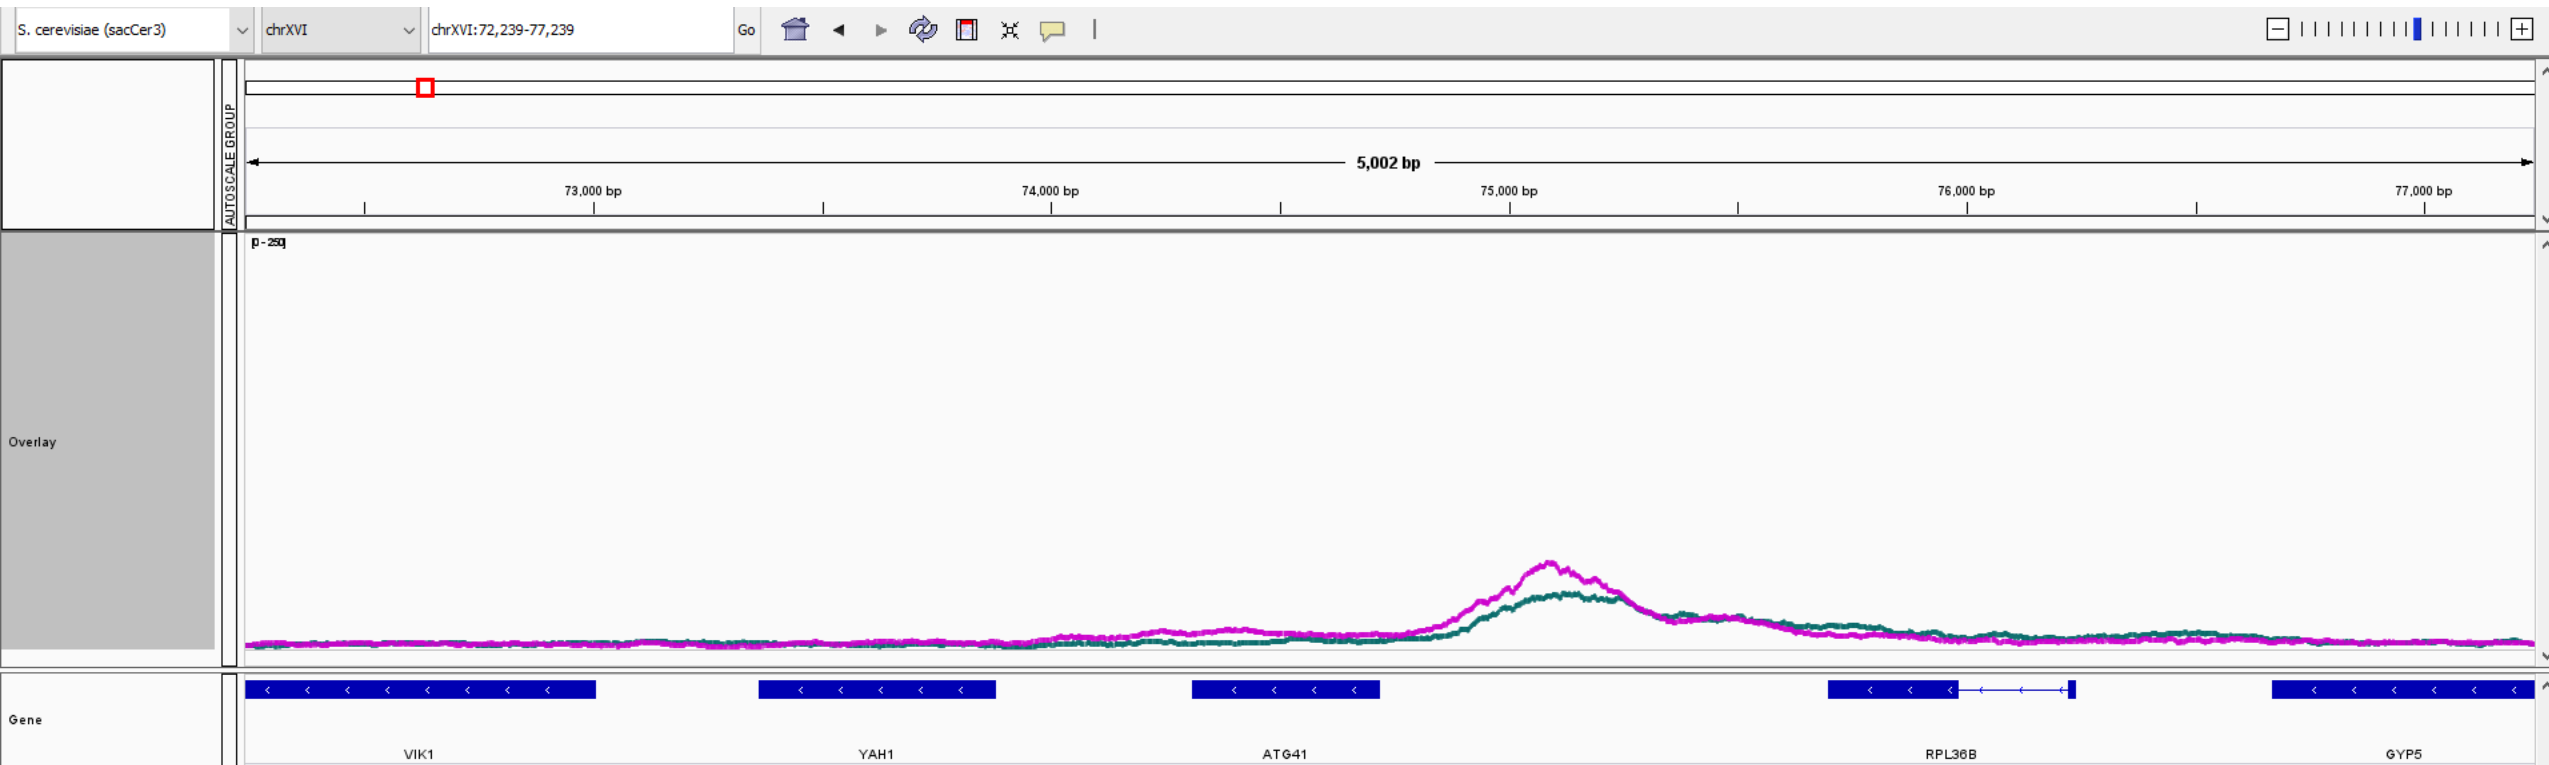

Wild type
snf2Δ

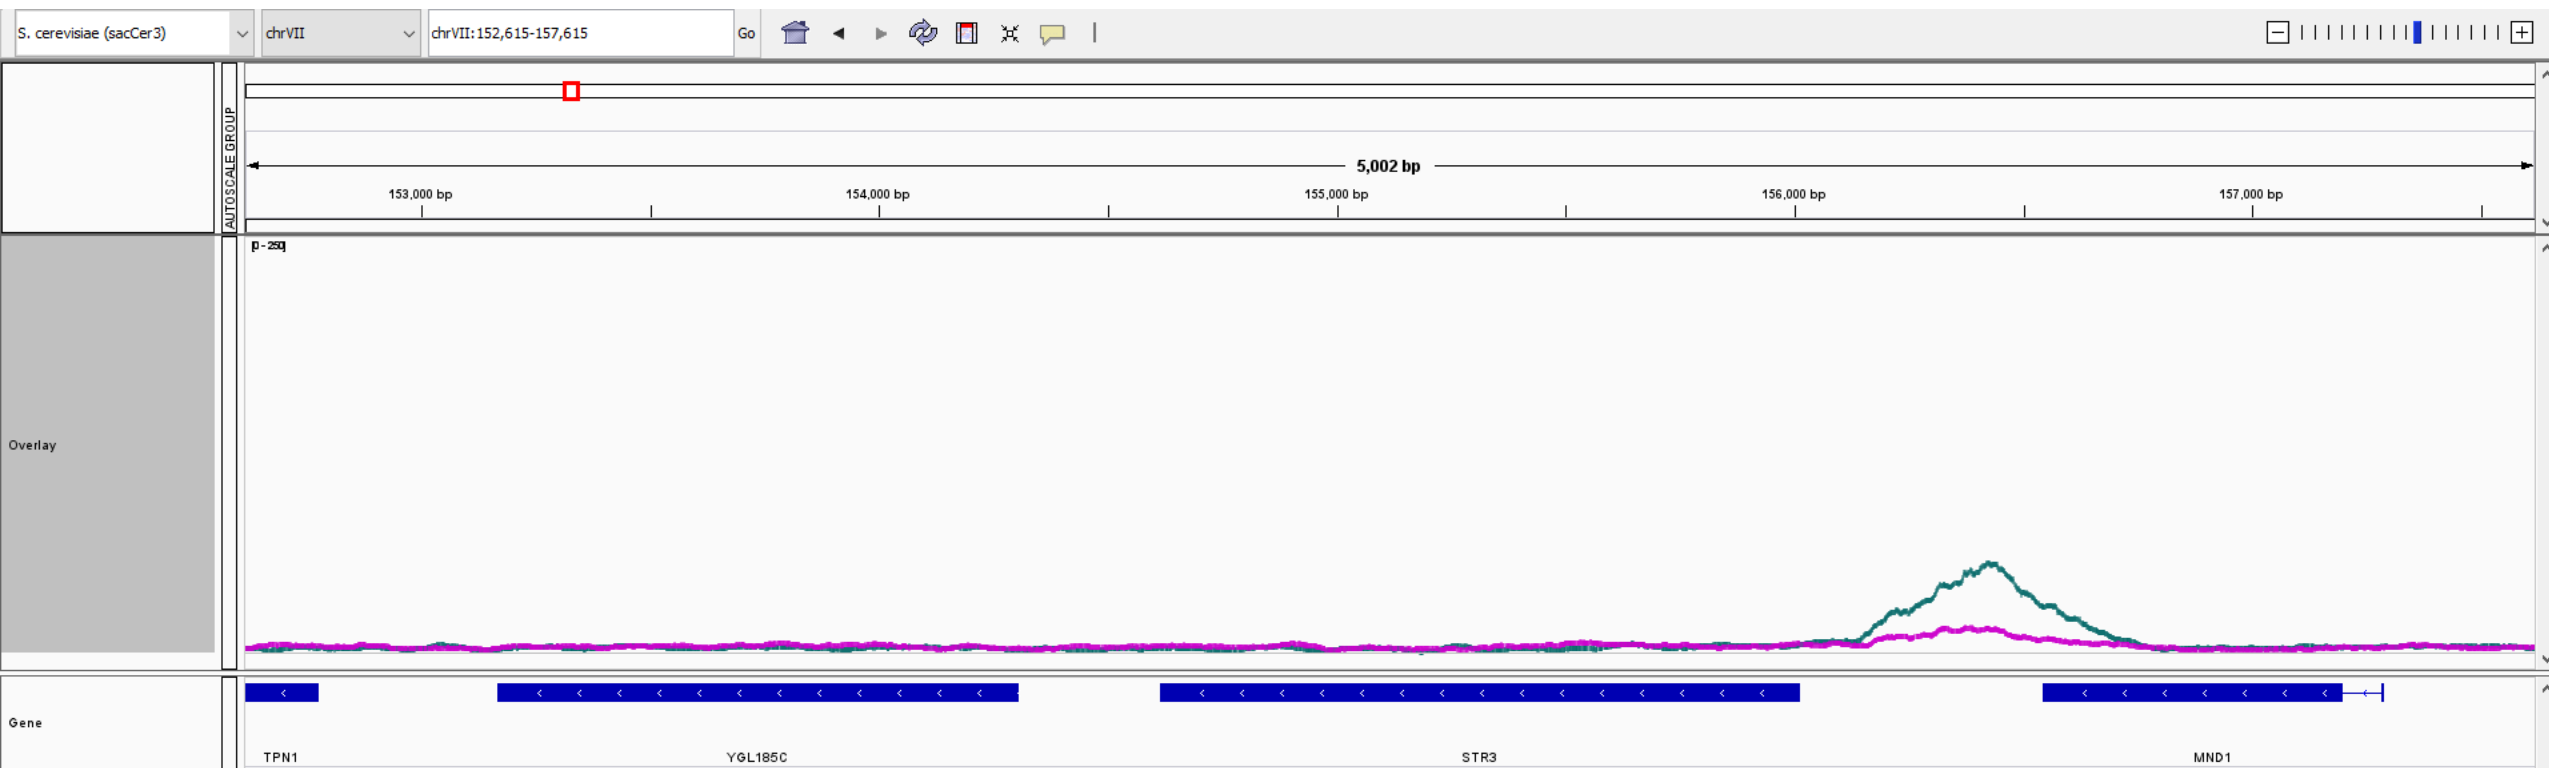

Wild type
snf2Δ

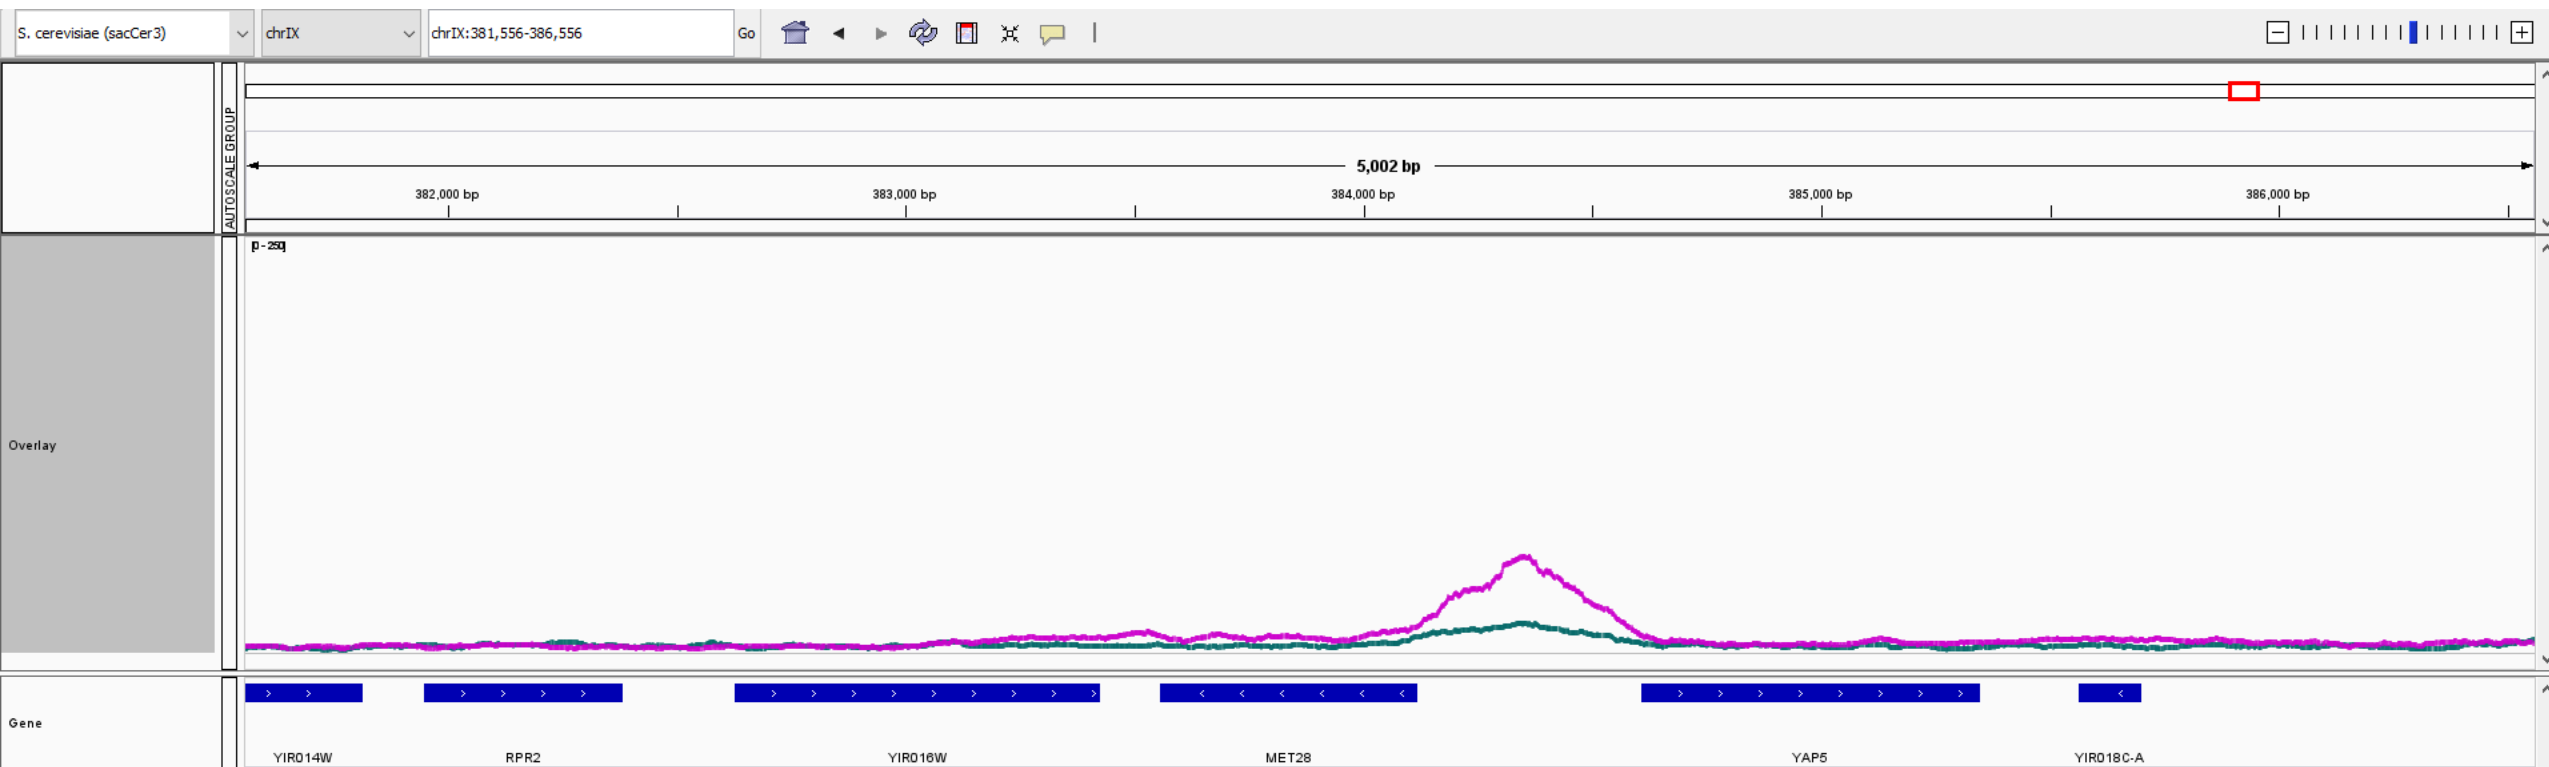

Wild type
snf2Δ

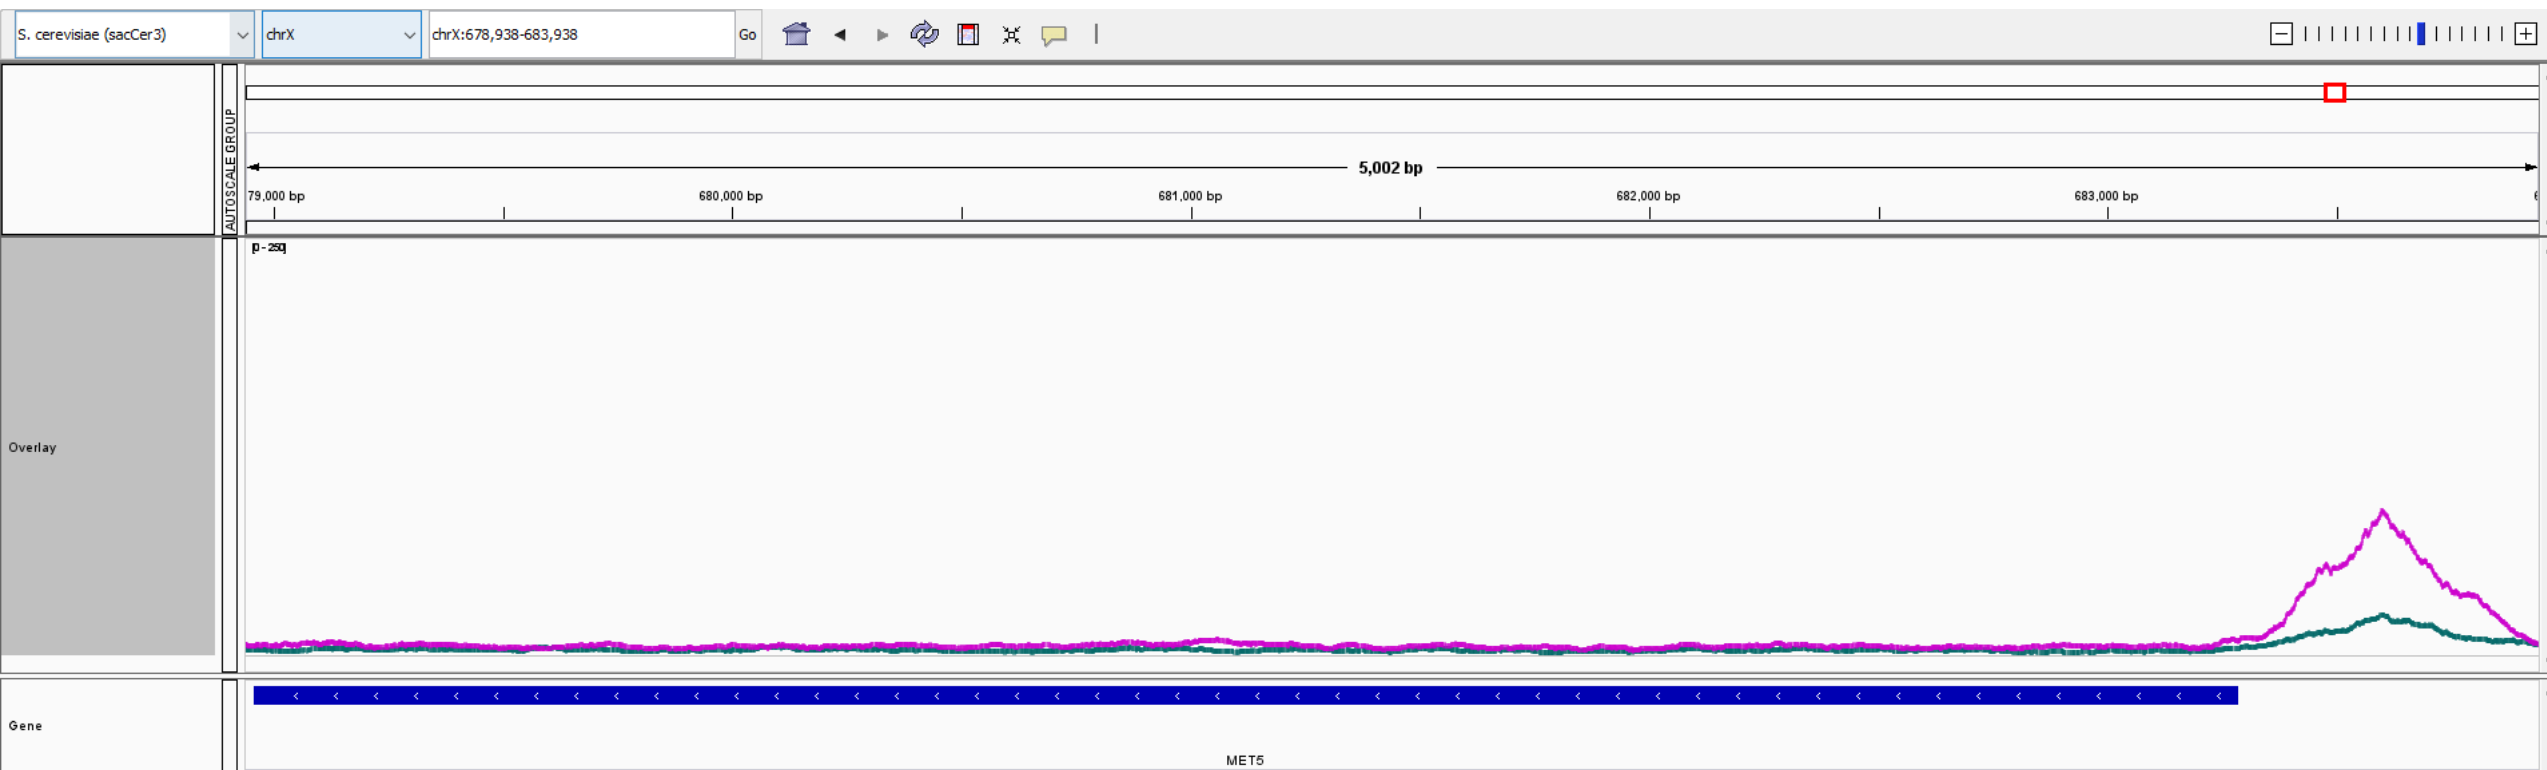

Wild type
snf2Δ

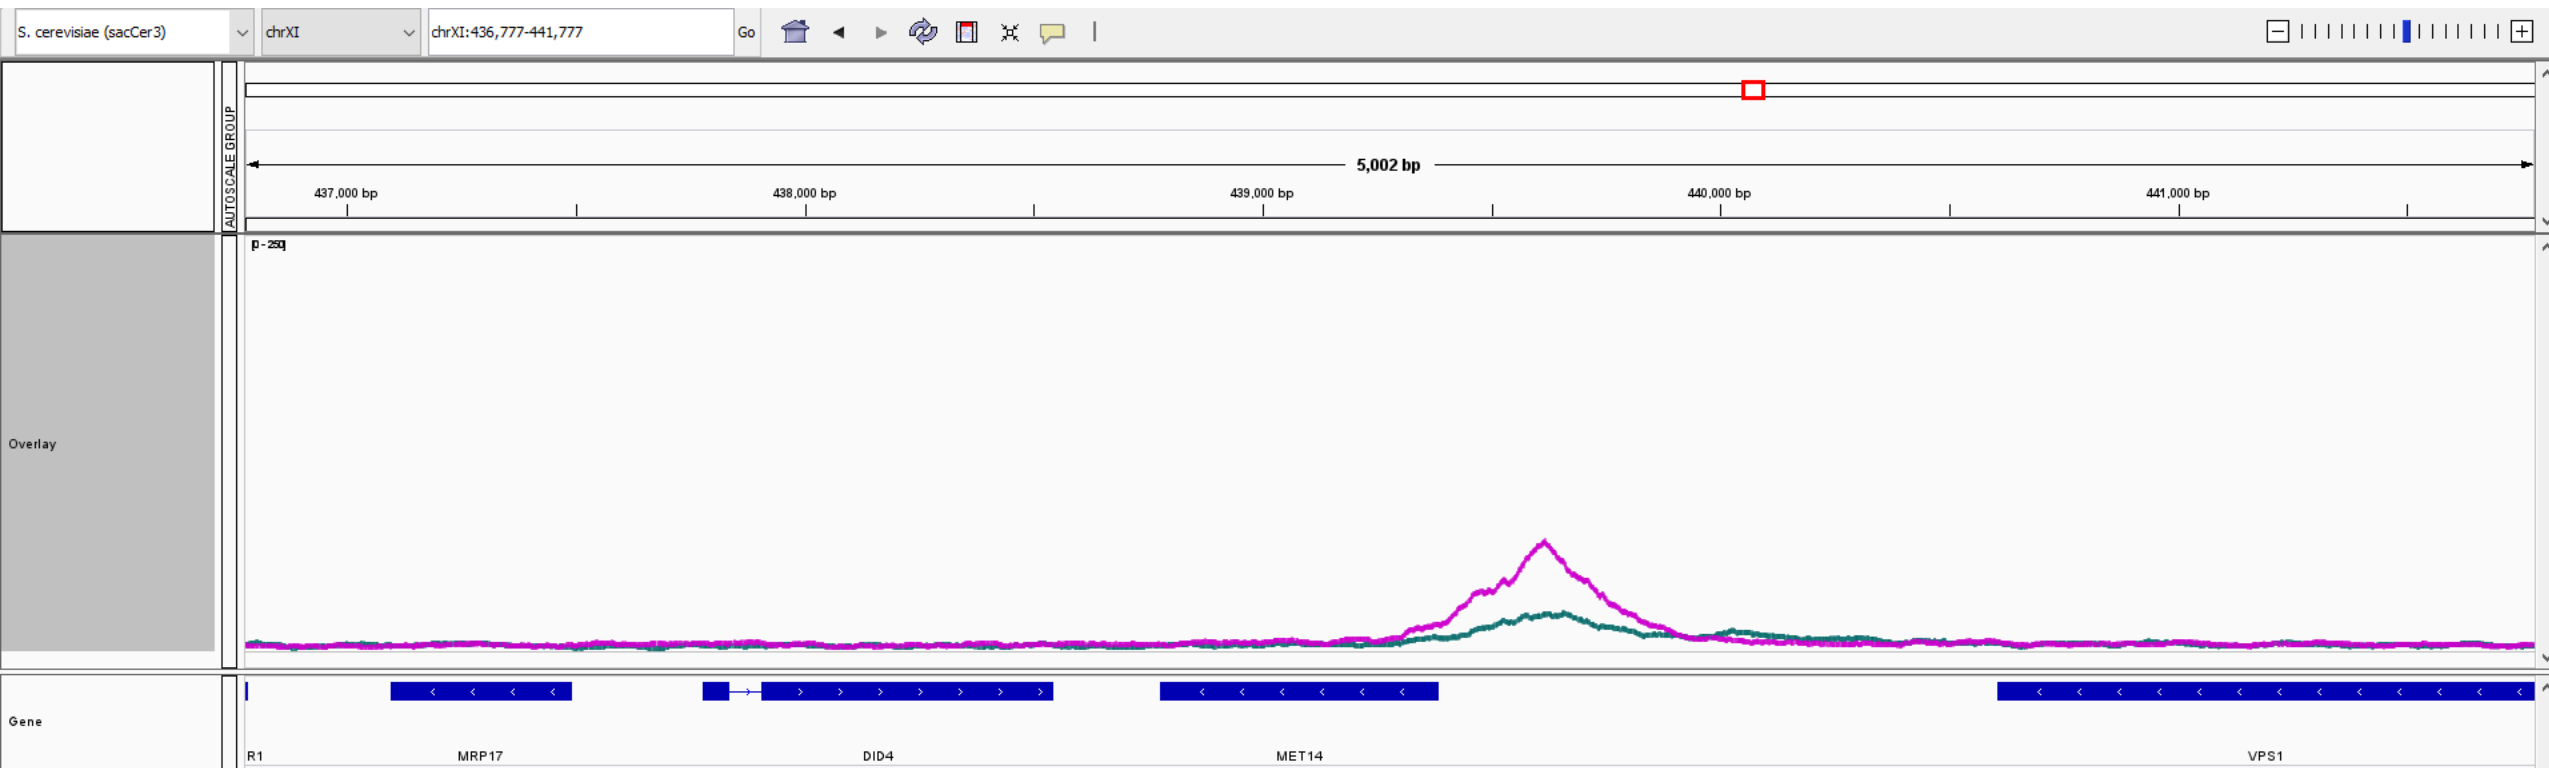

Wild type
snf2Δ

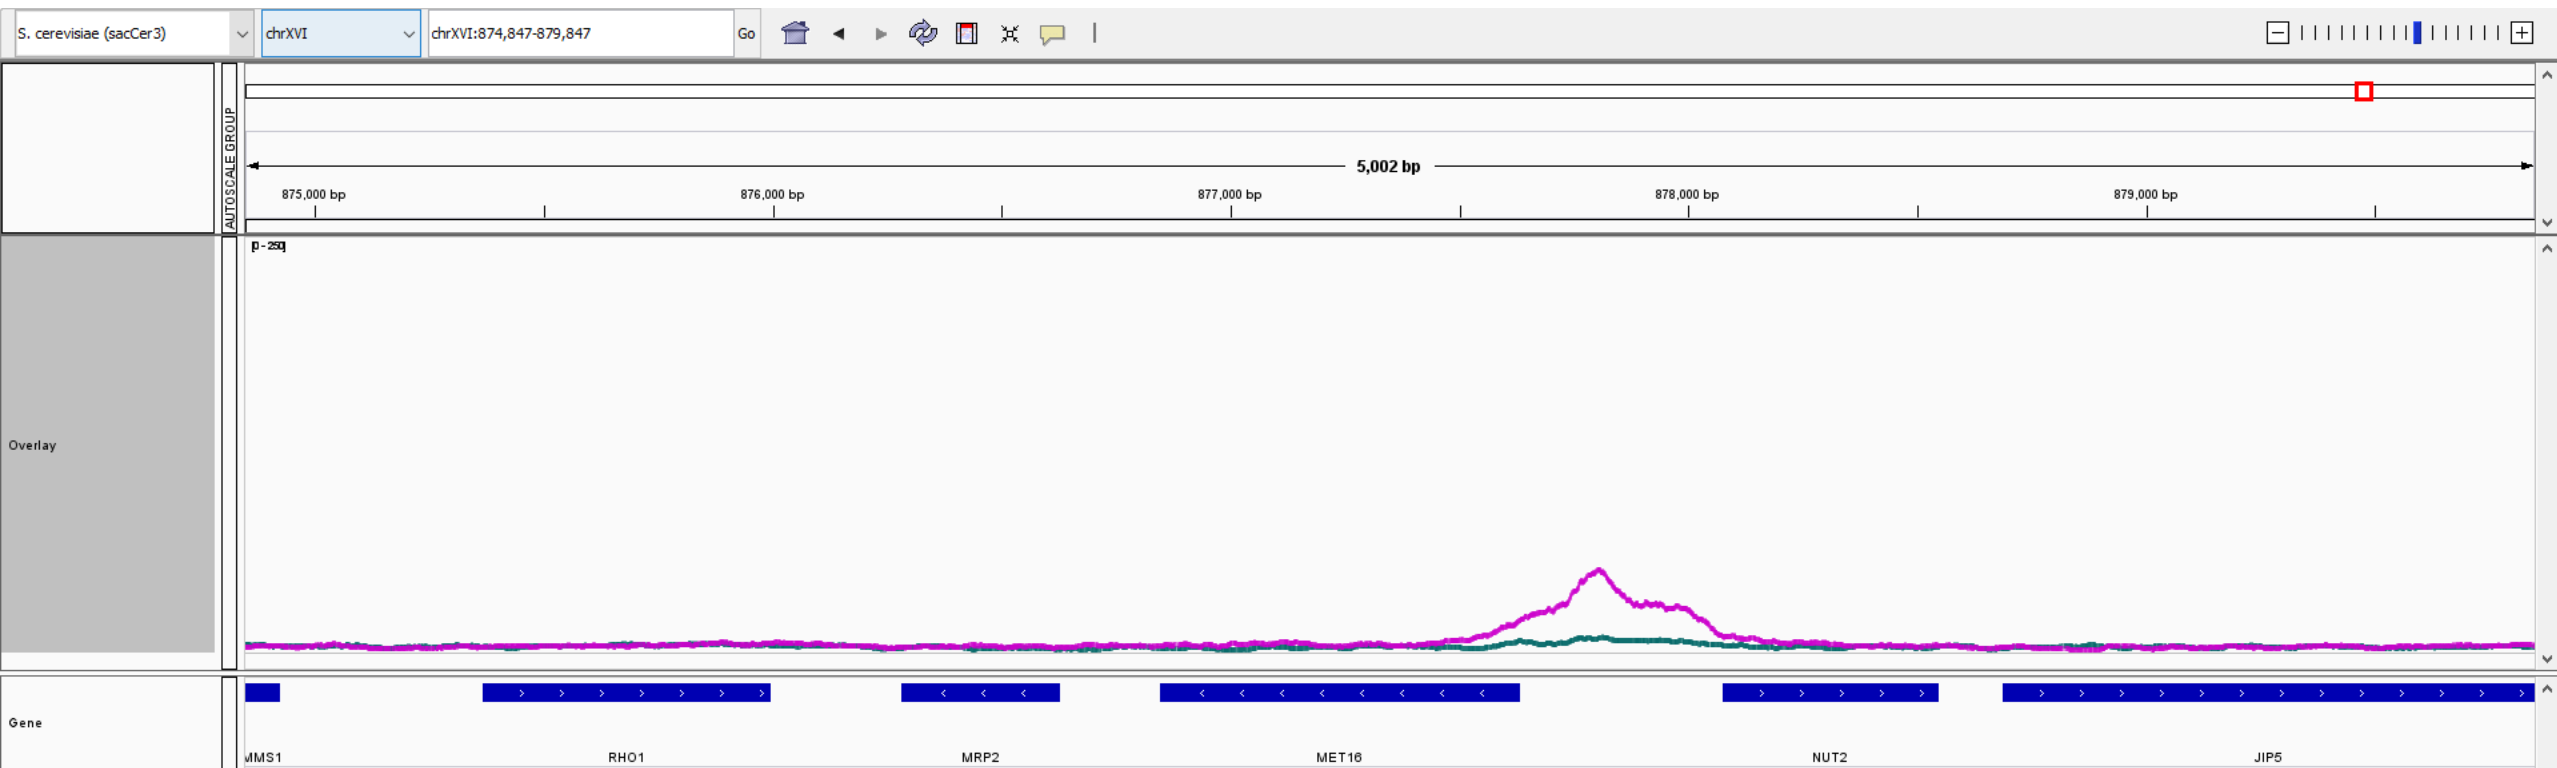

Wild type
snf2Δ

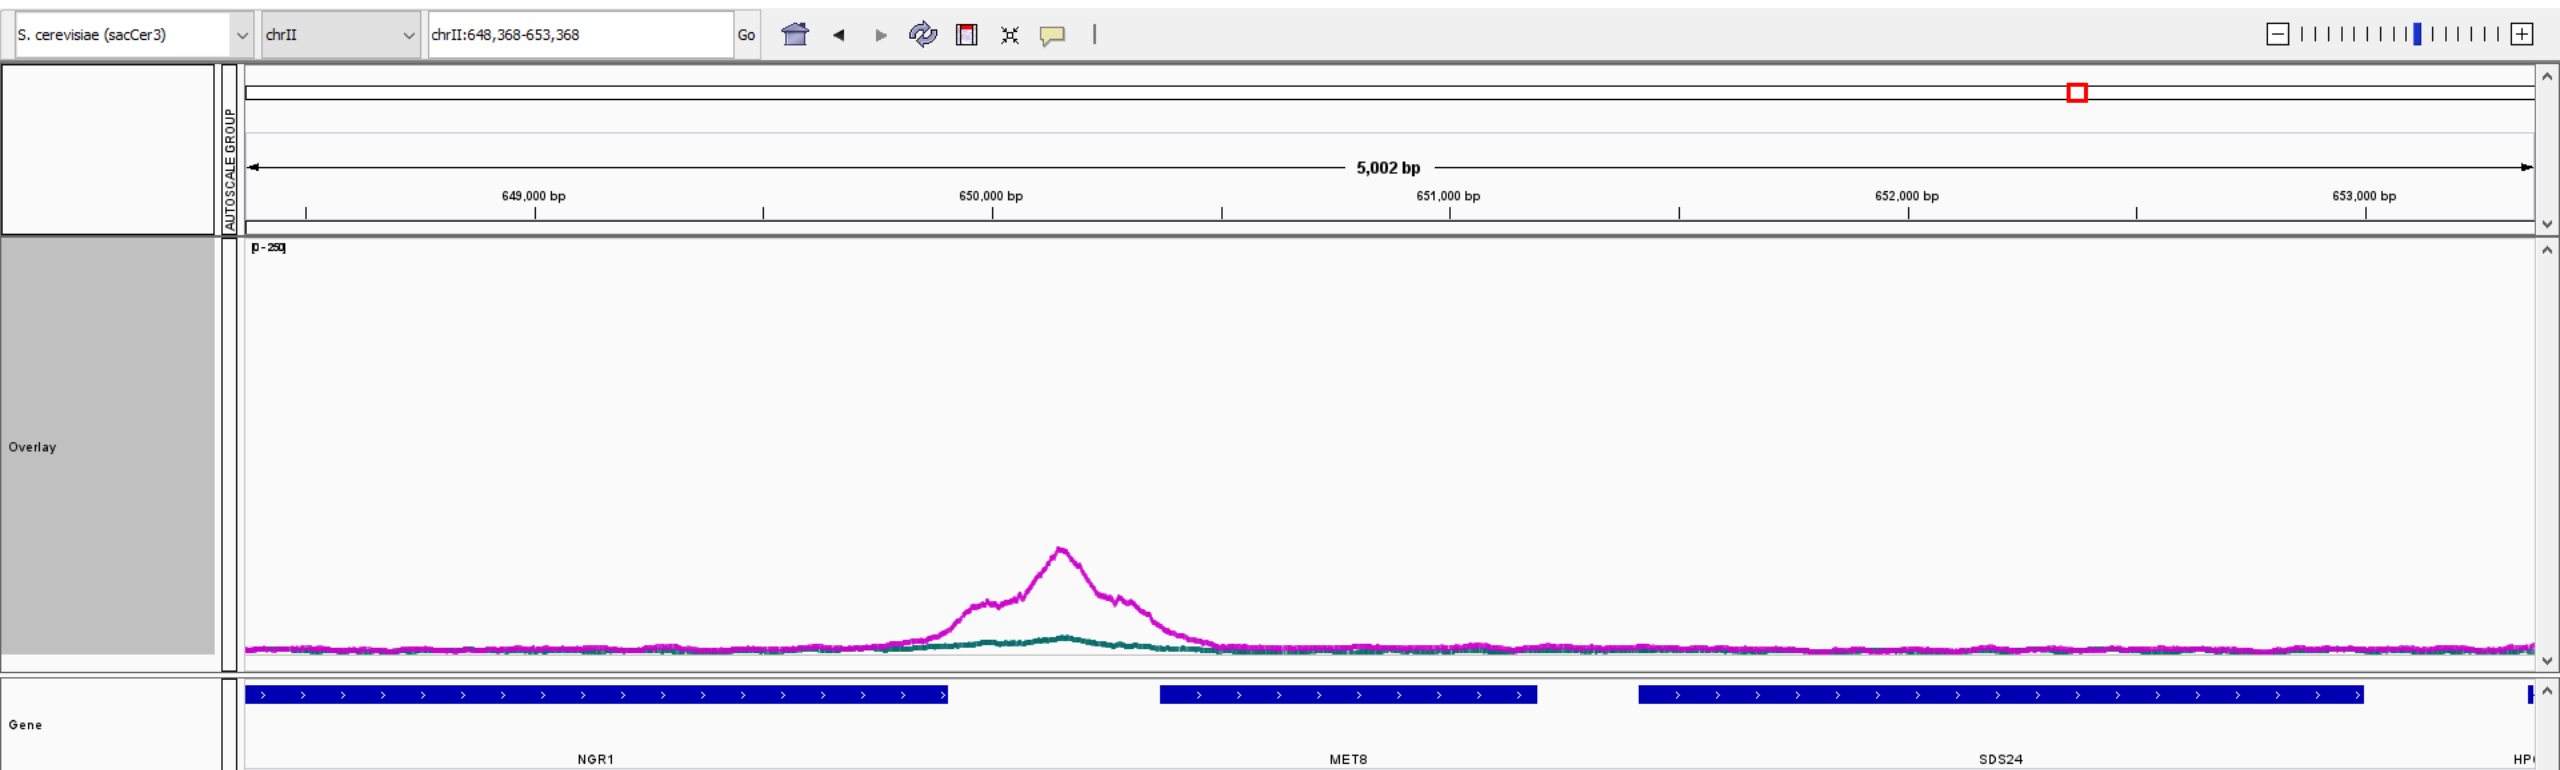

Wild type
snf2Δ

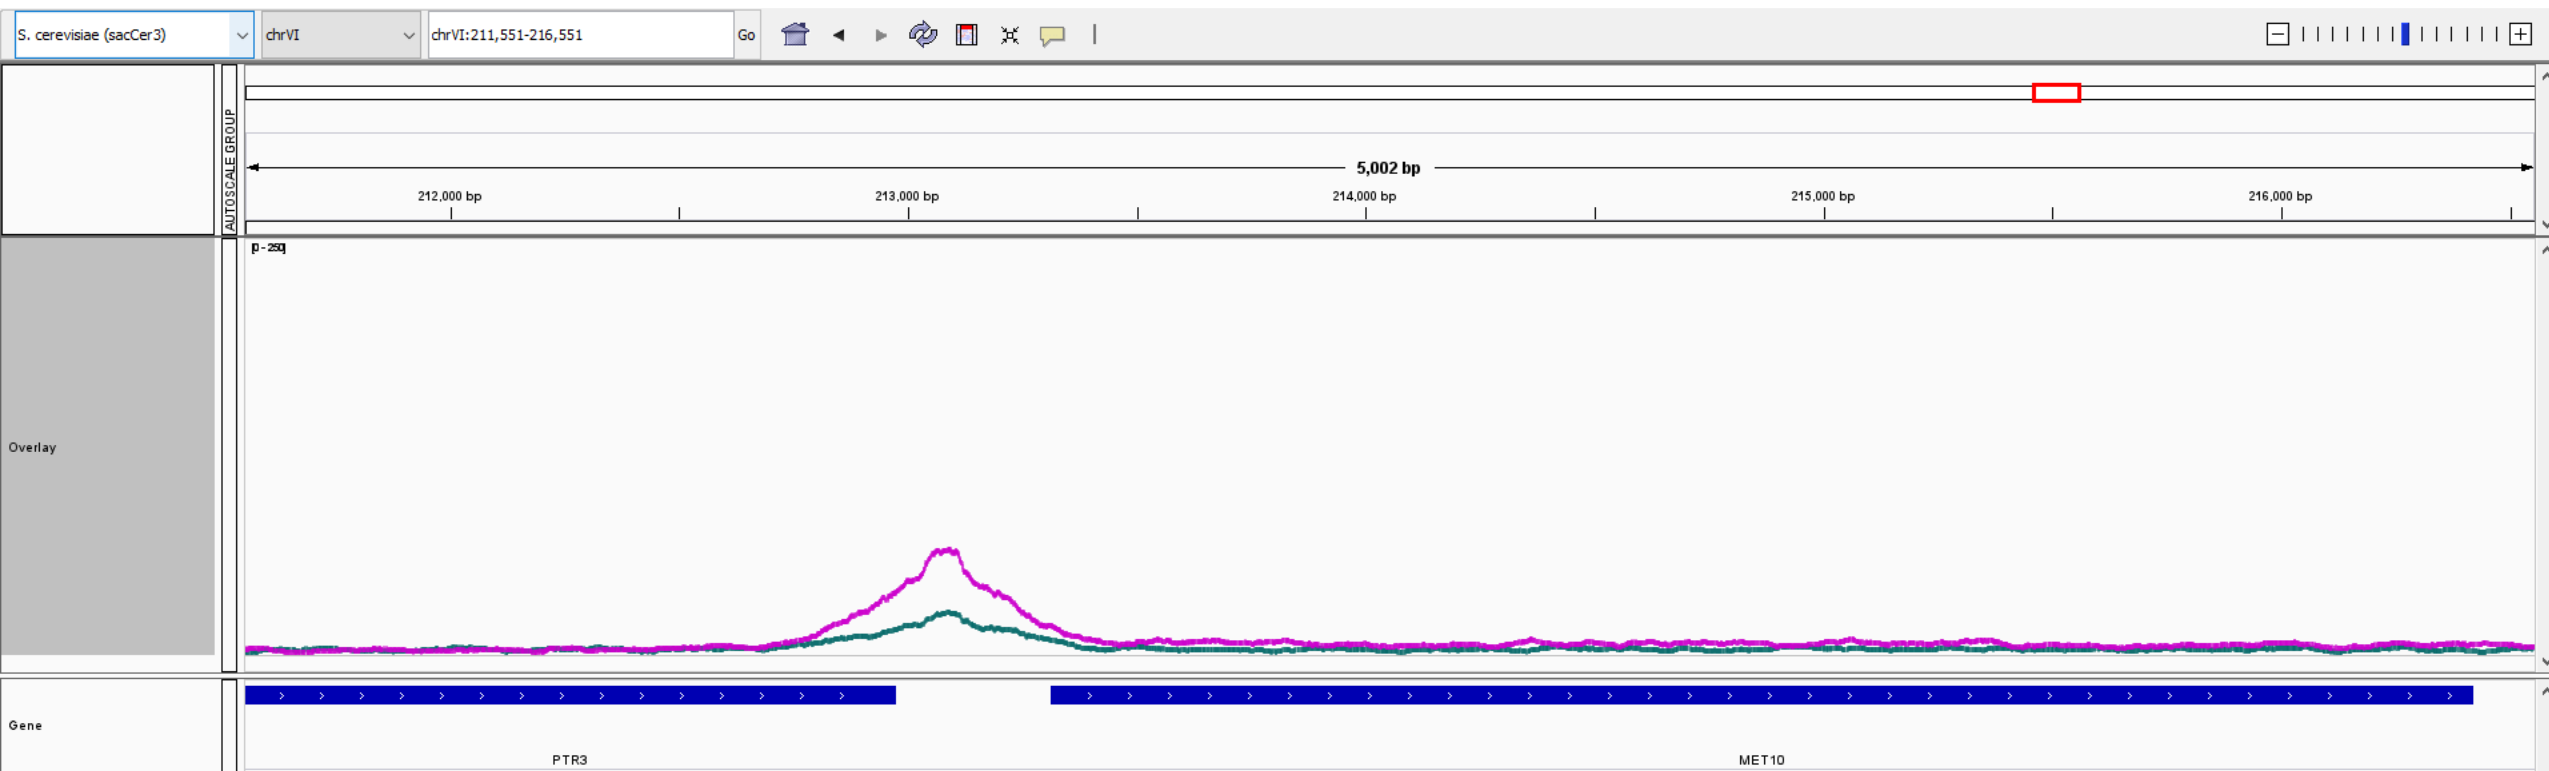

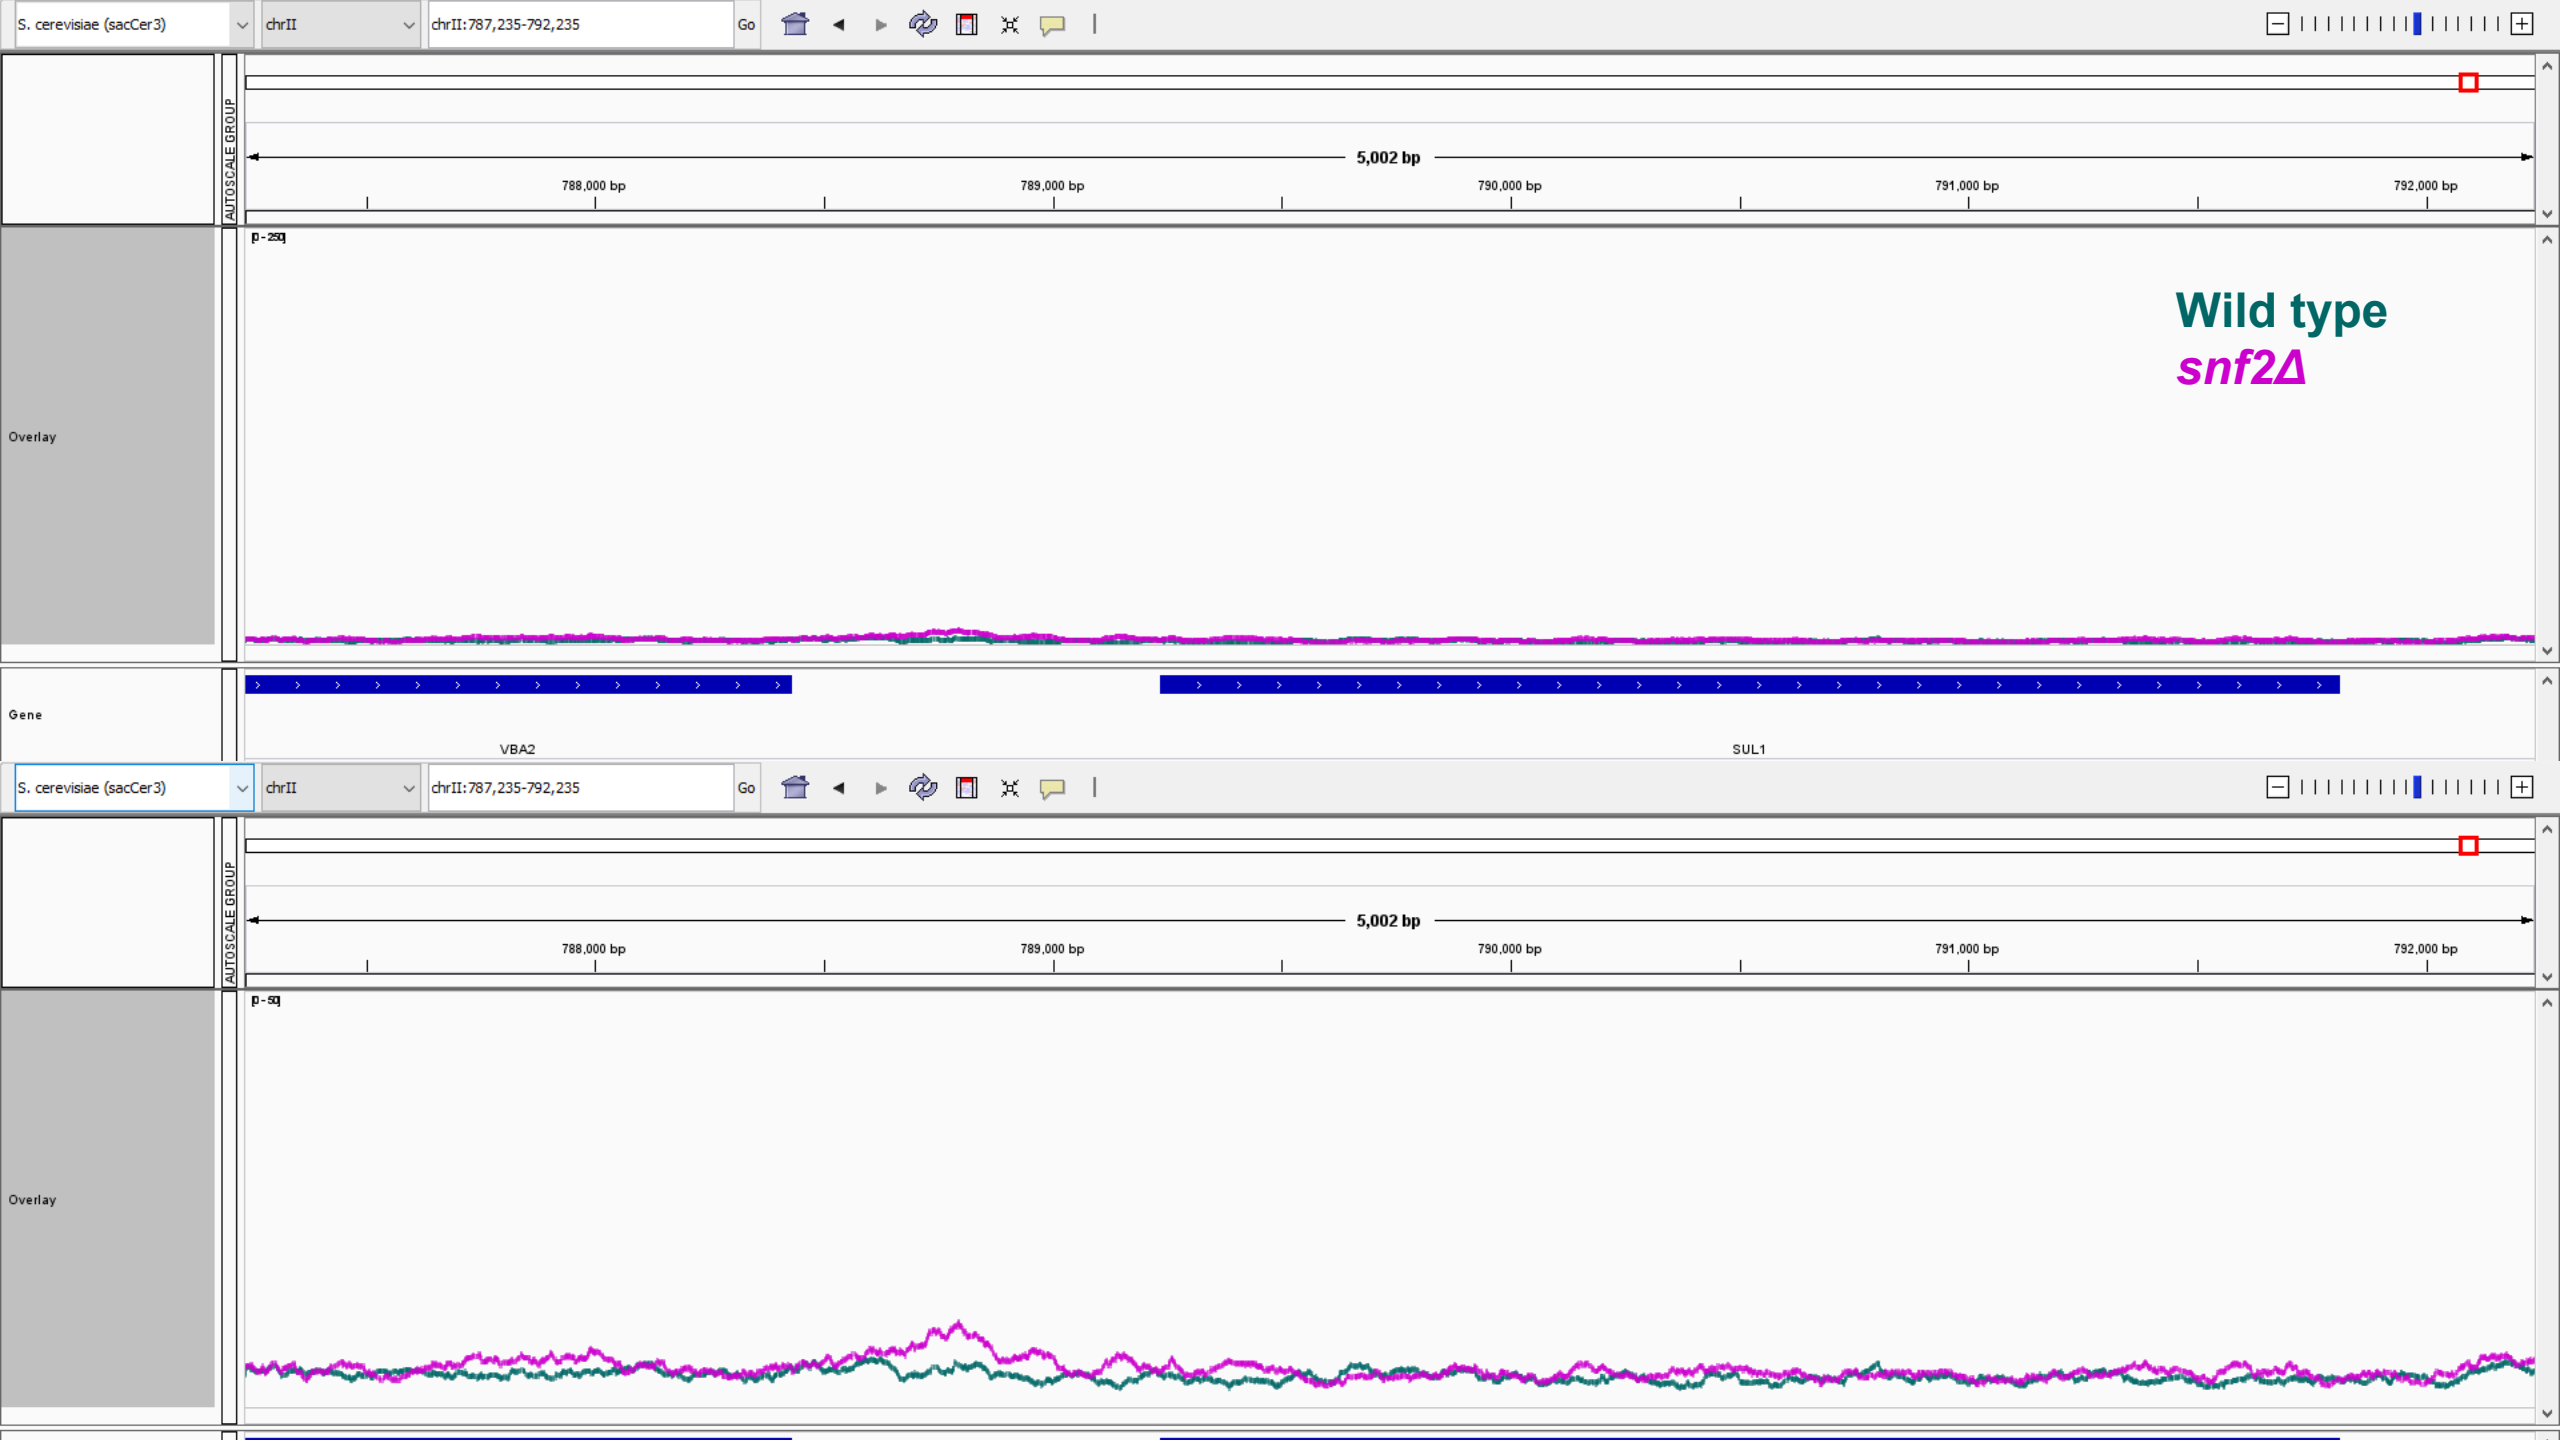

Wild type
snf2Δ

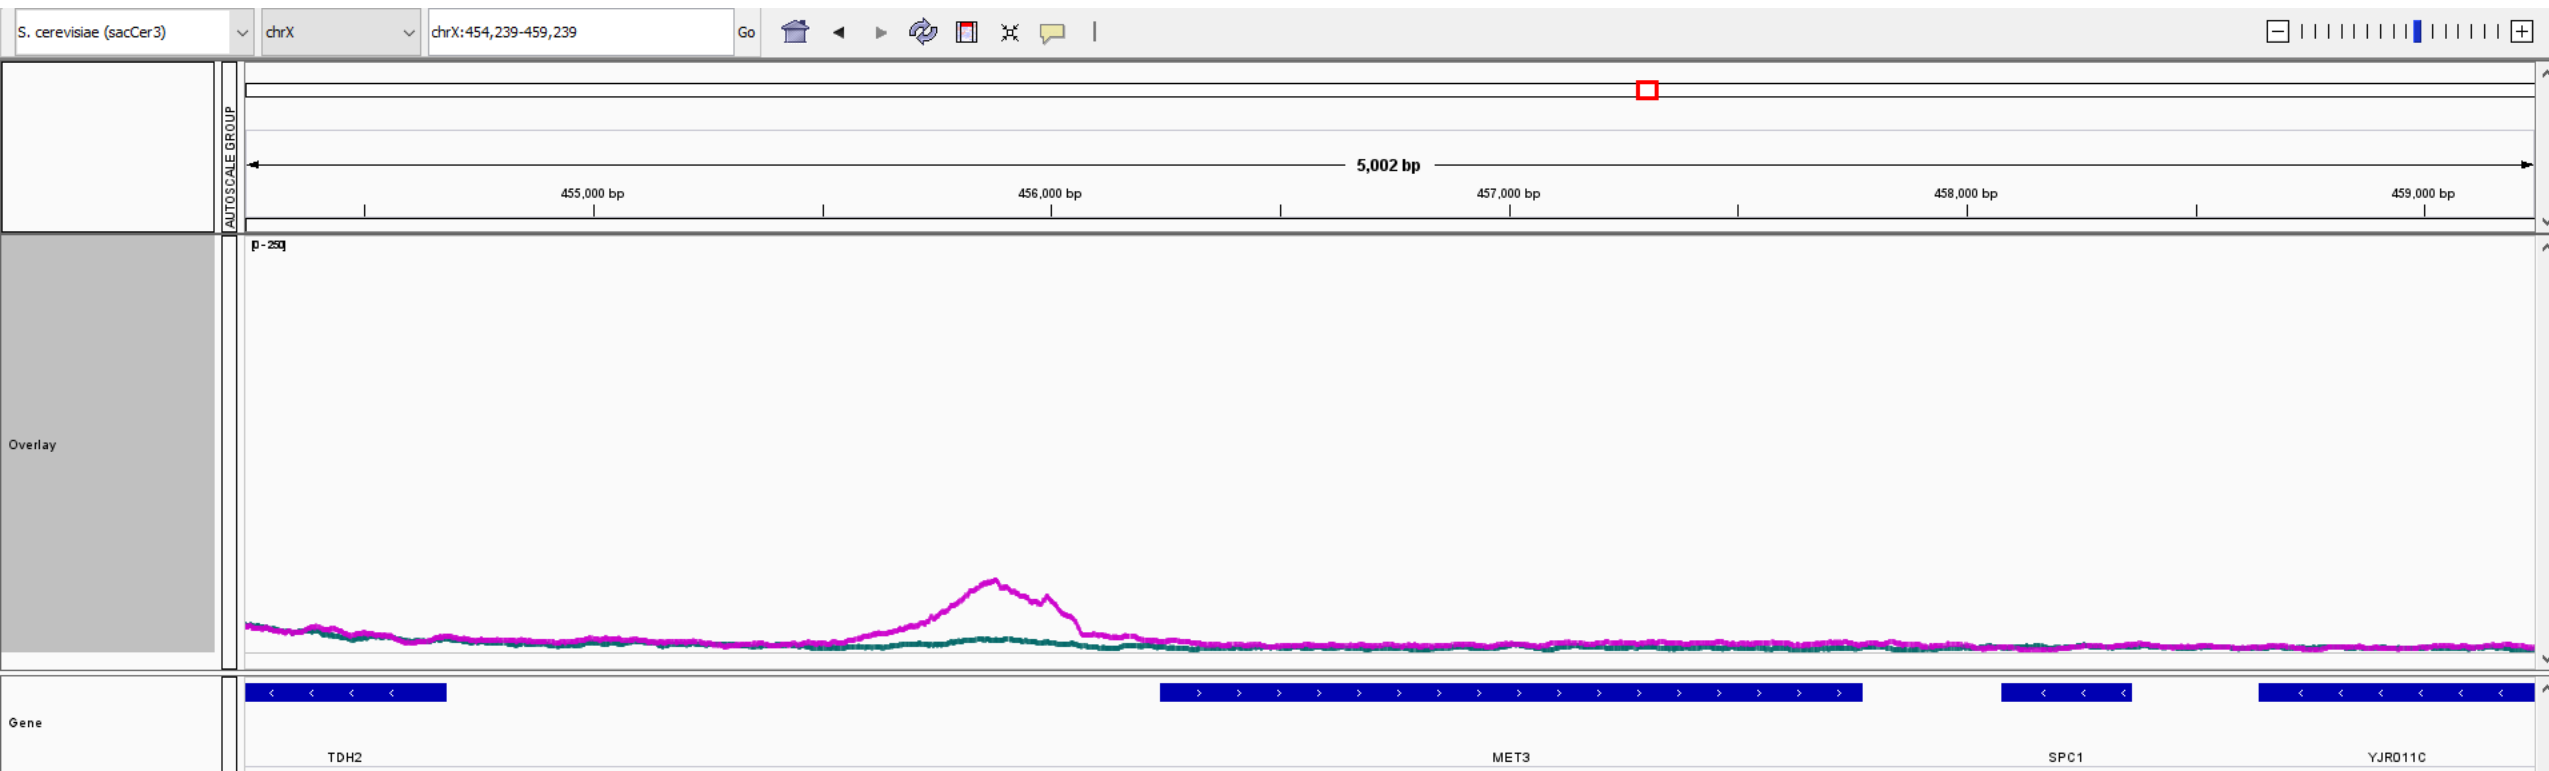

Wild type
snf2Δ

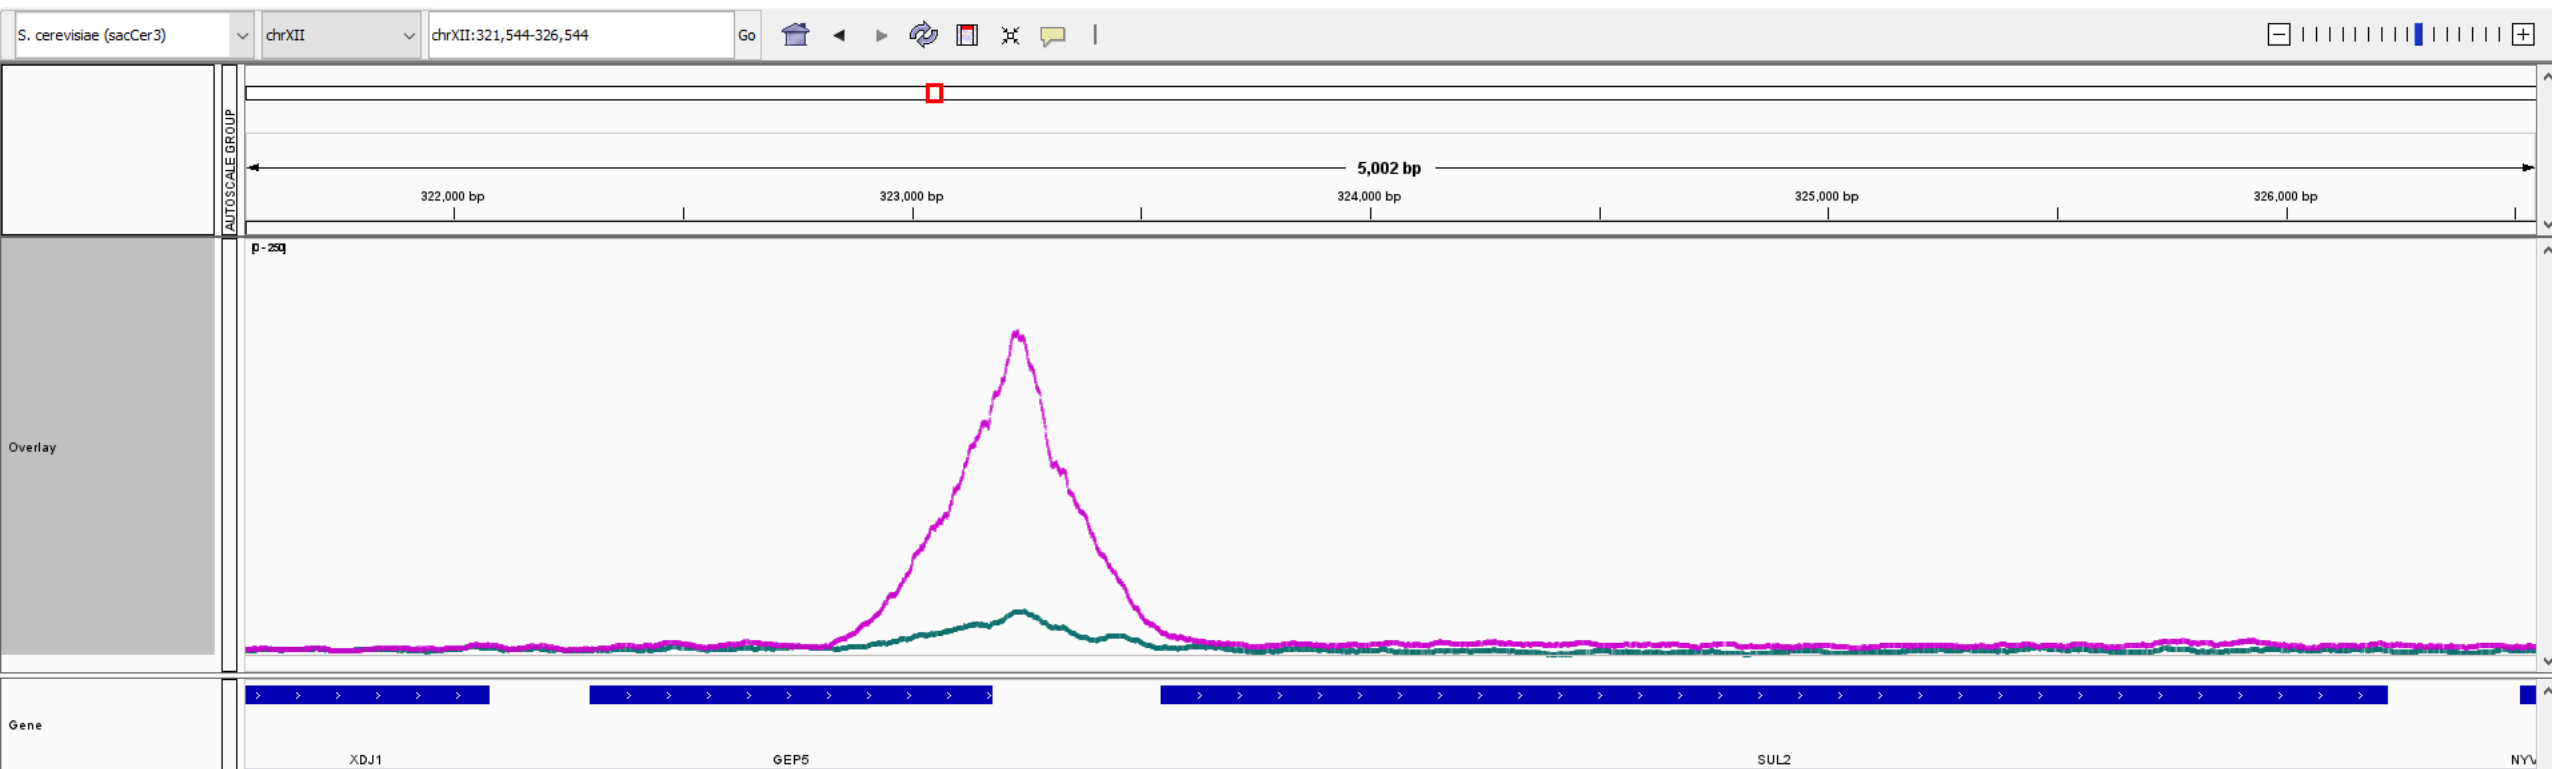

Wild type
snf2Δ

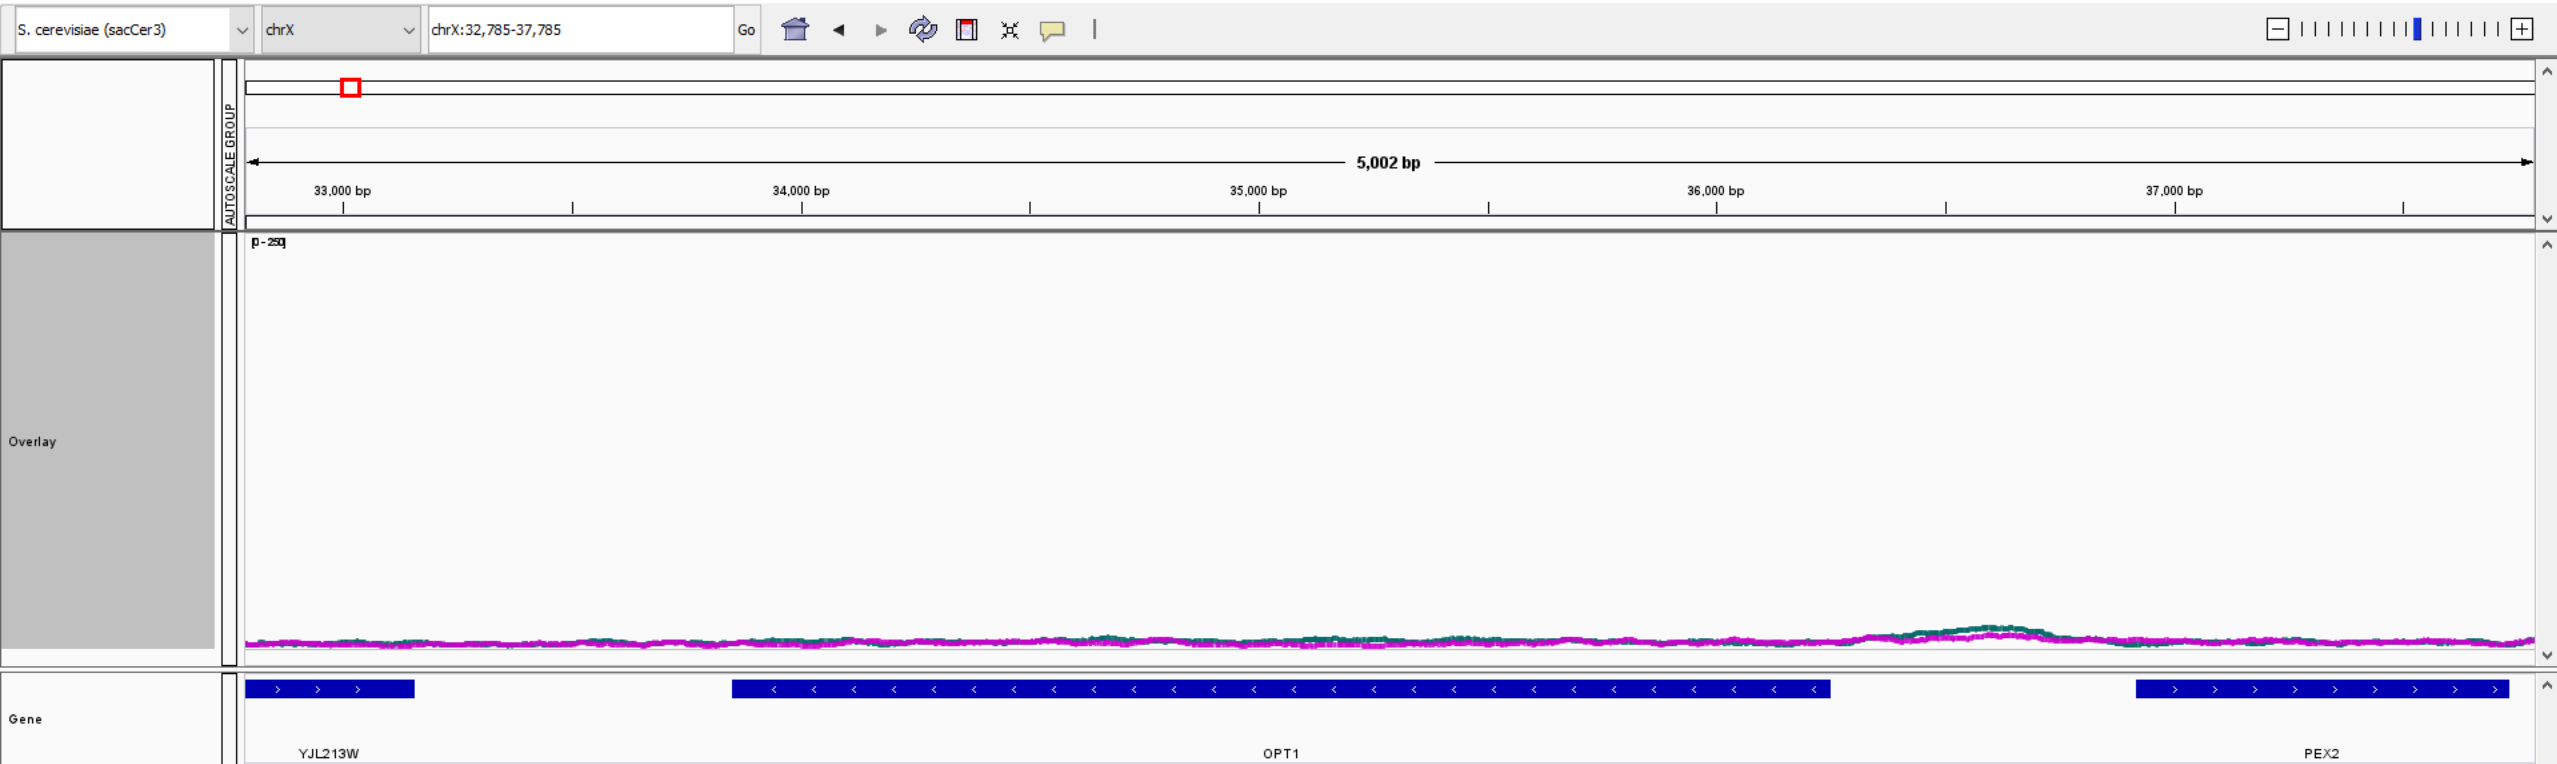

Wild type
snf2Δ

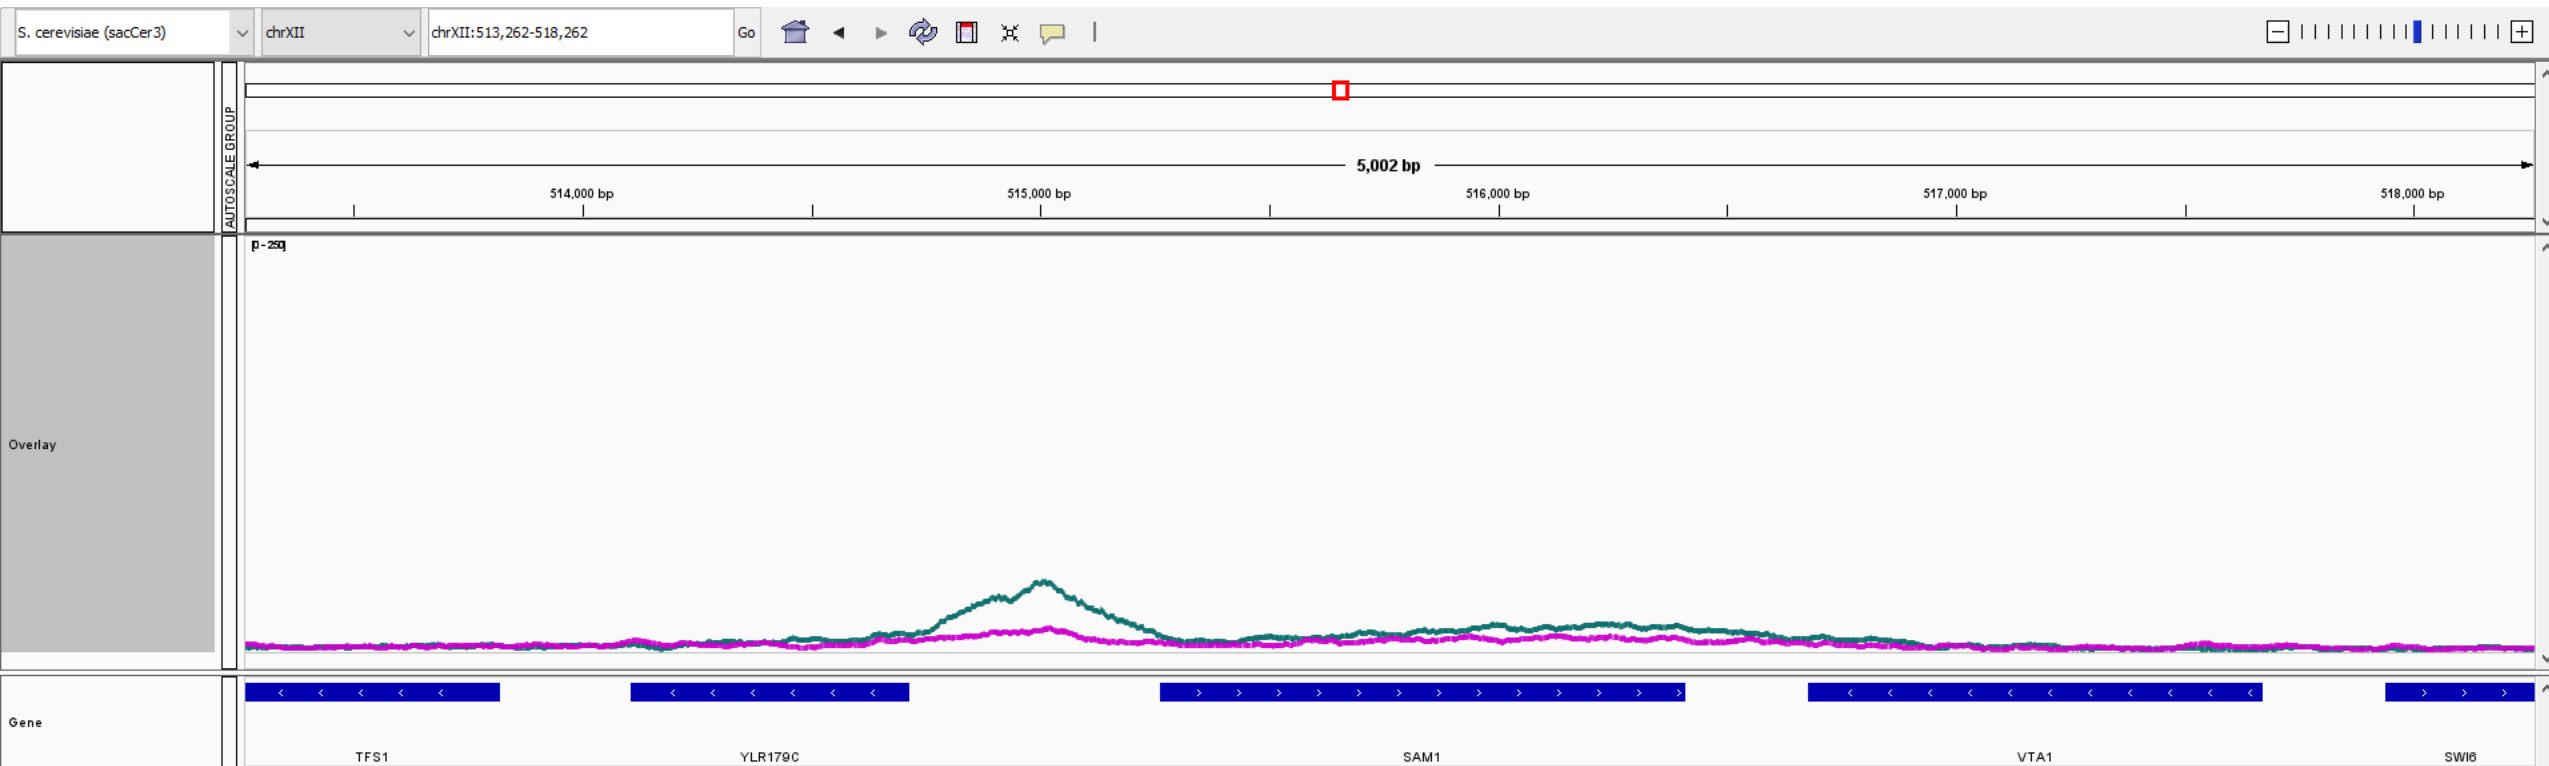

Wild type
snf2Δ

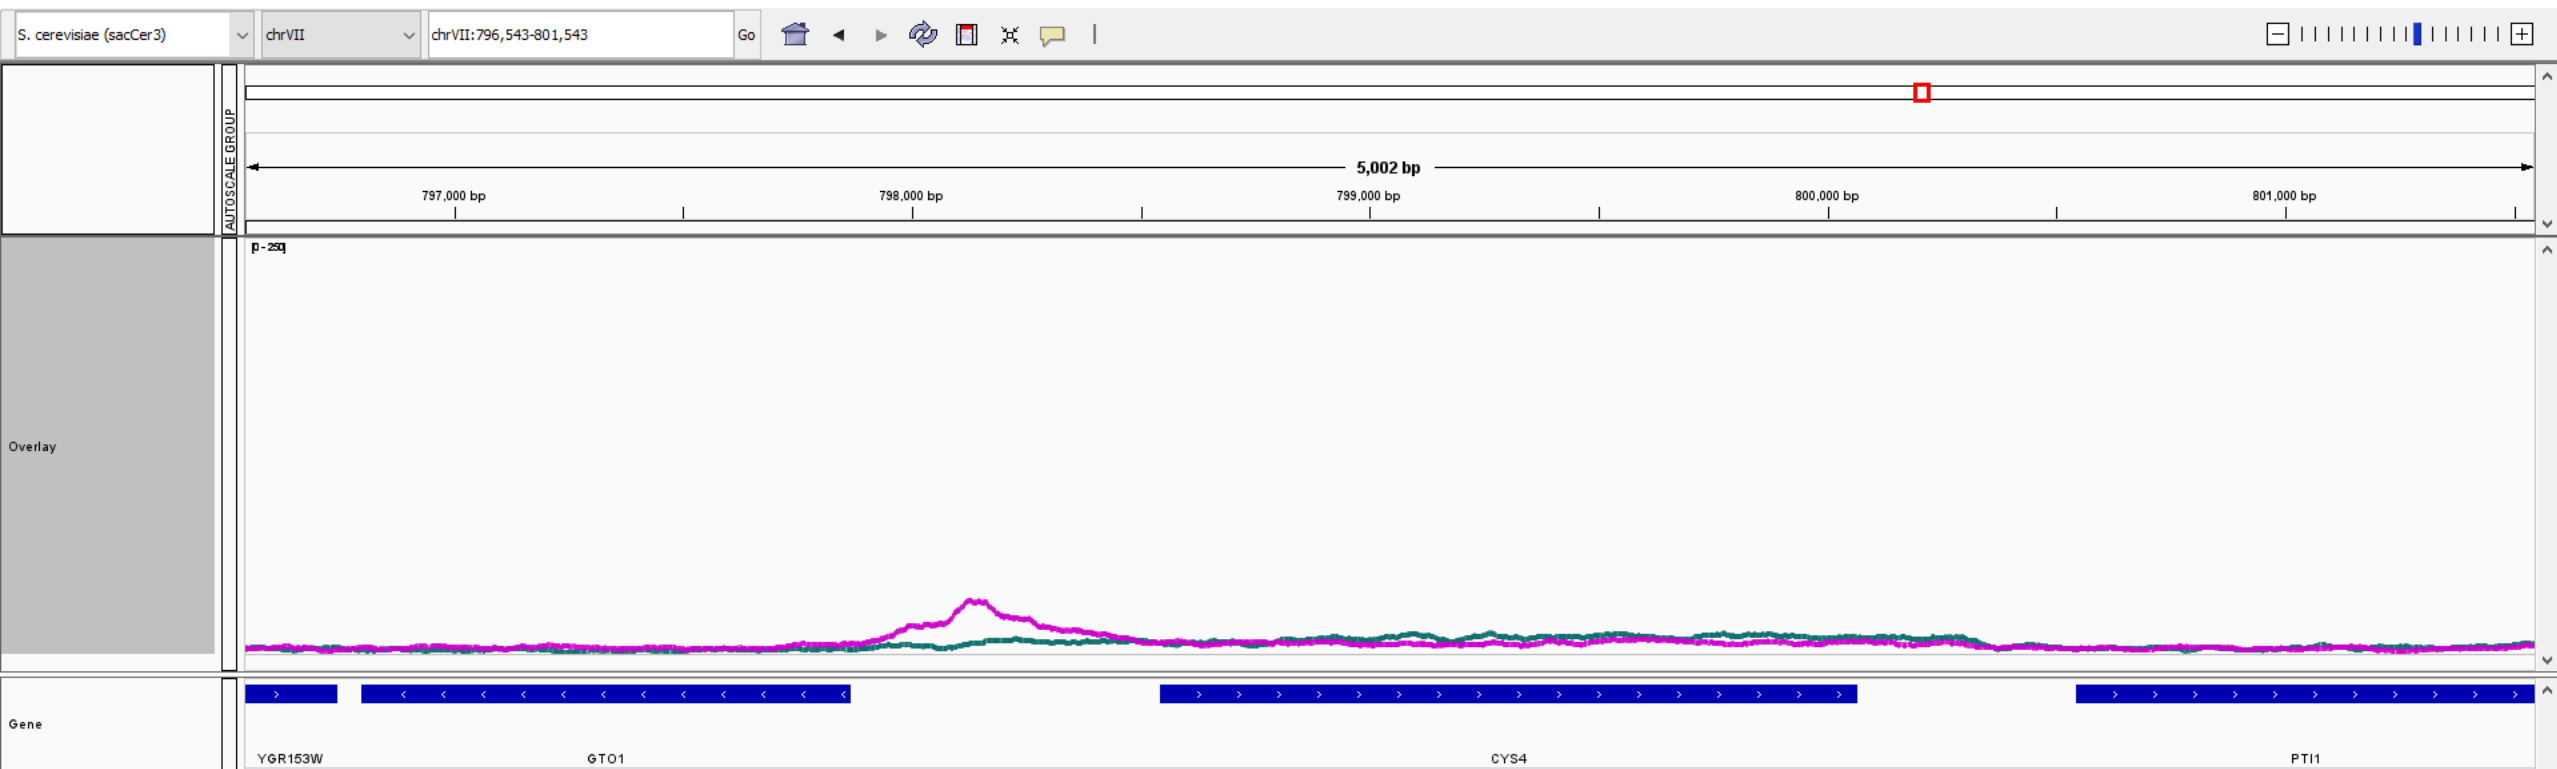

Wild type
snf2Δ

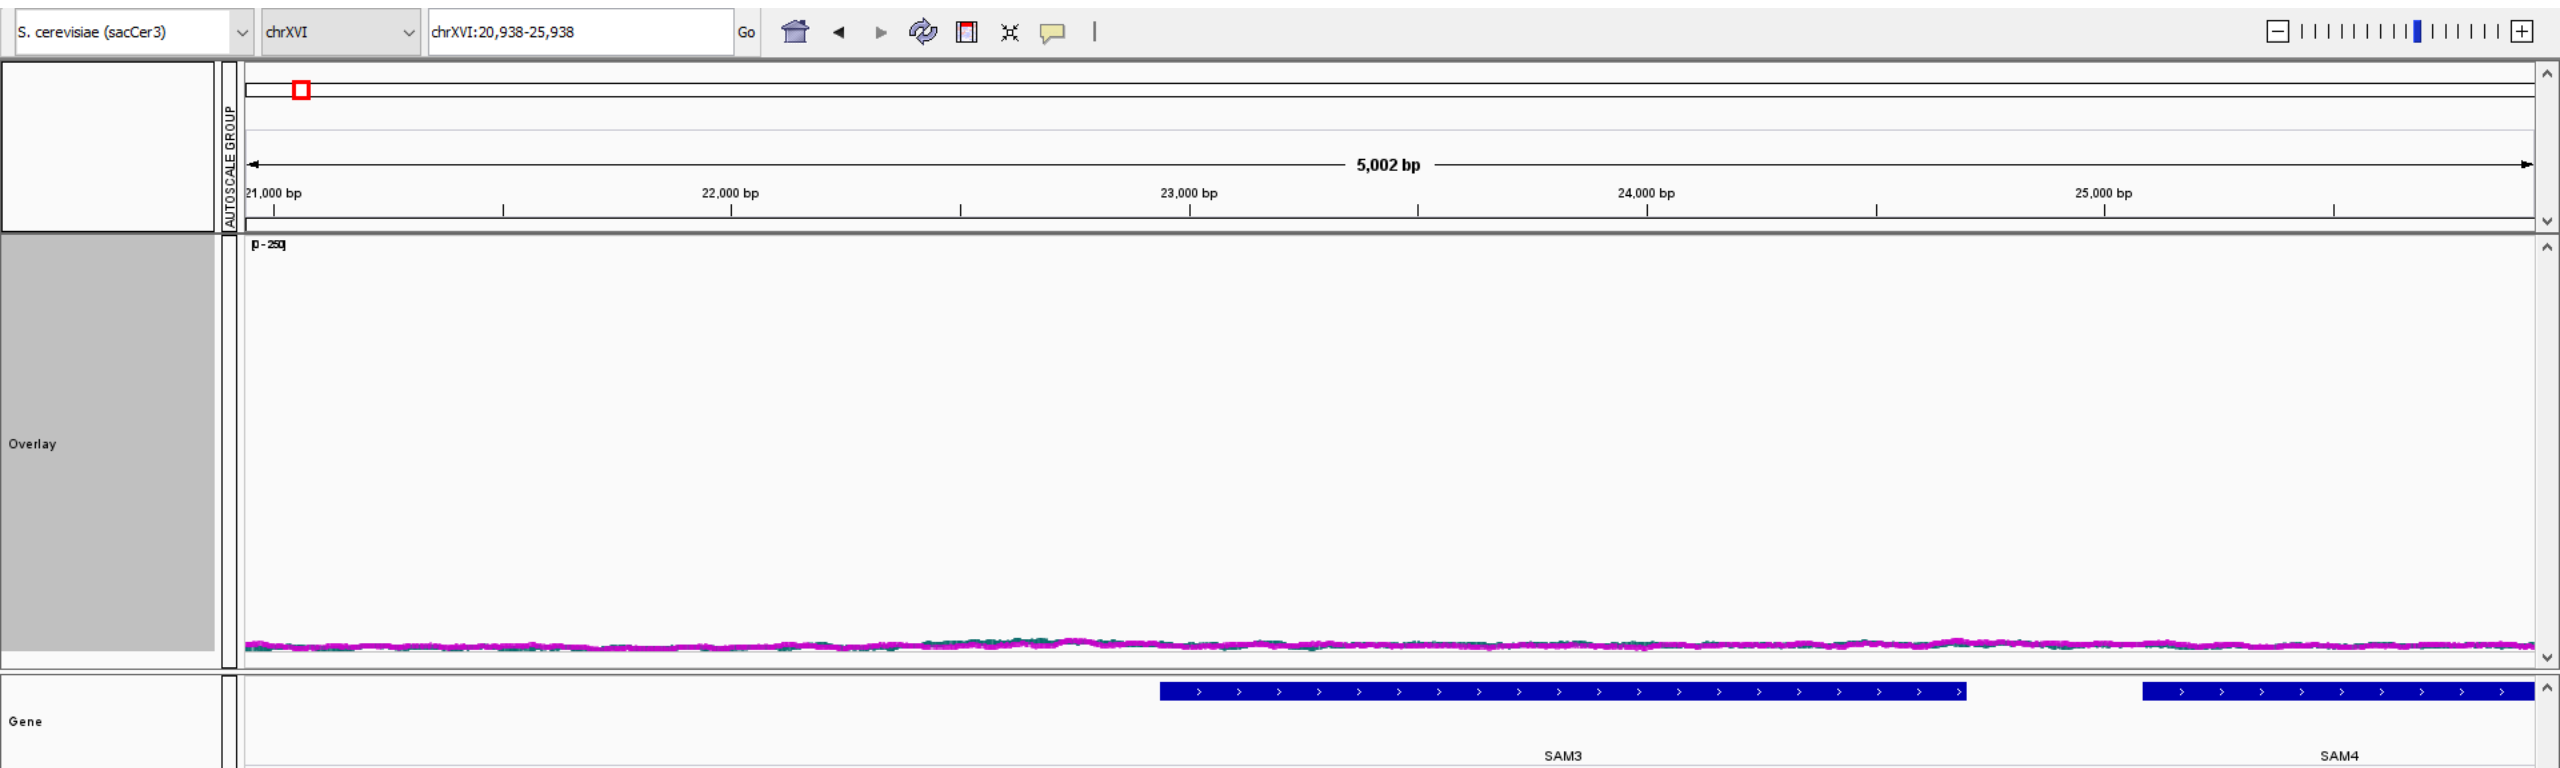

Wild type
snf2Δ

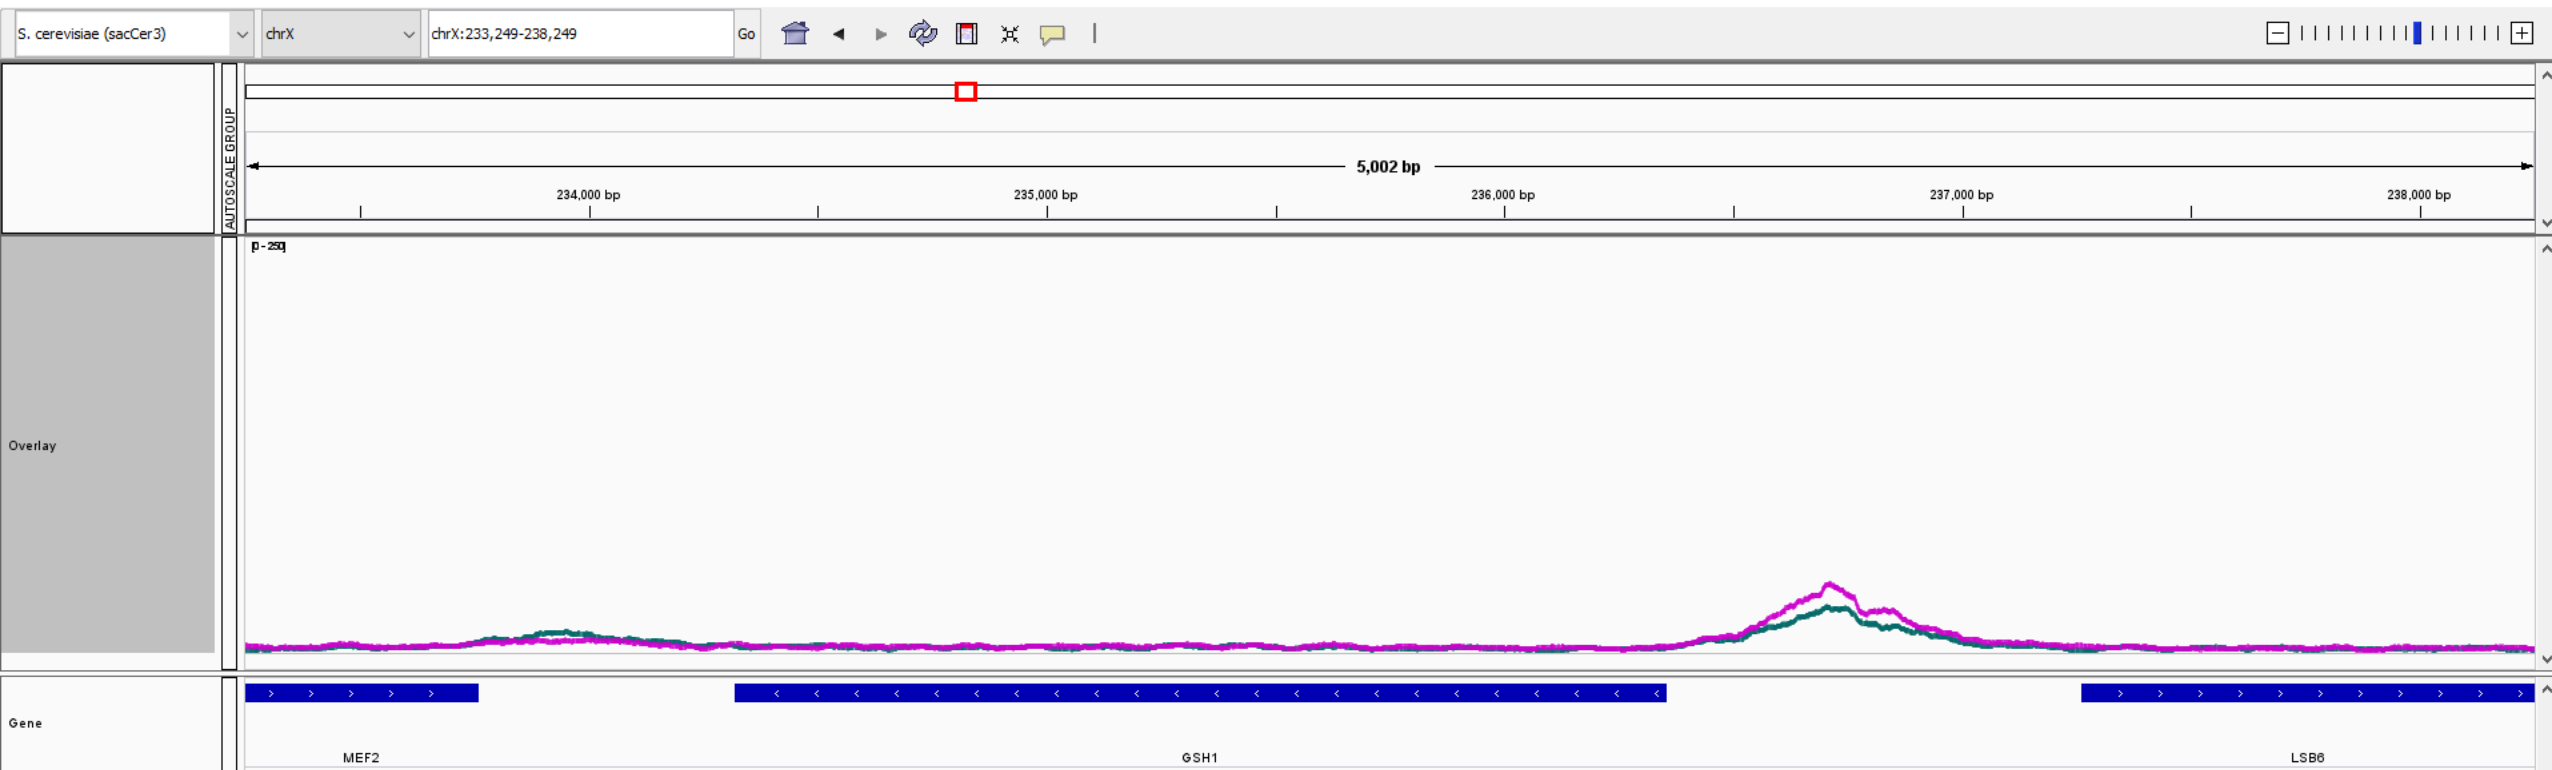

Wild type
snf2Δ

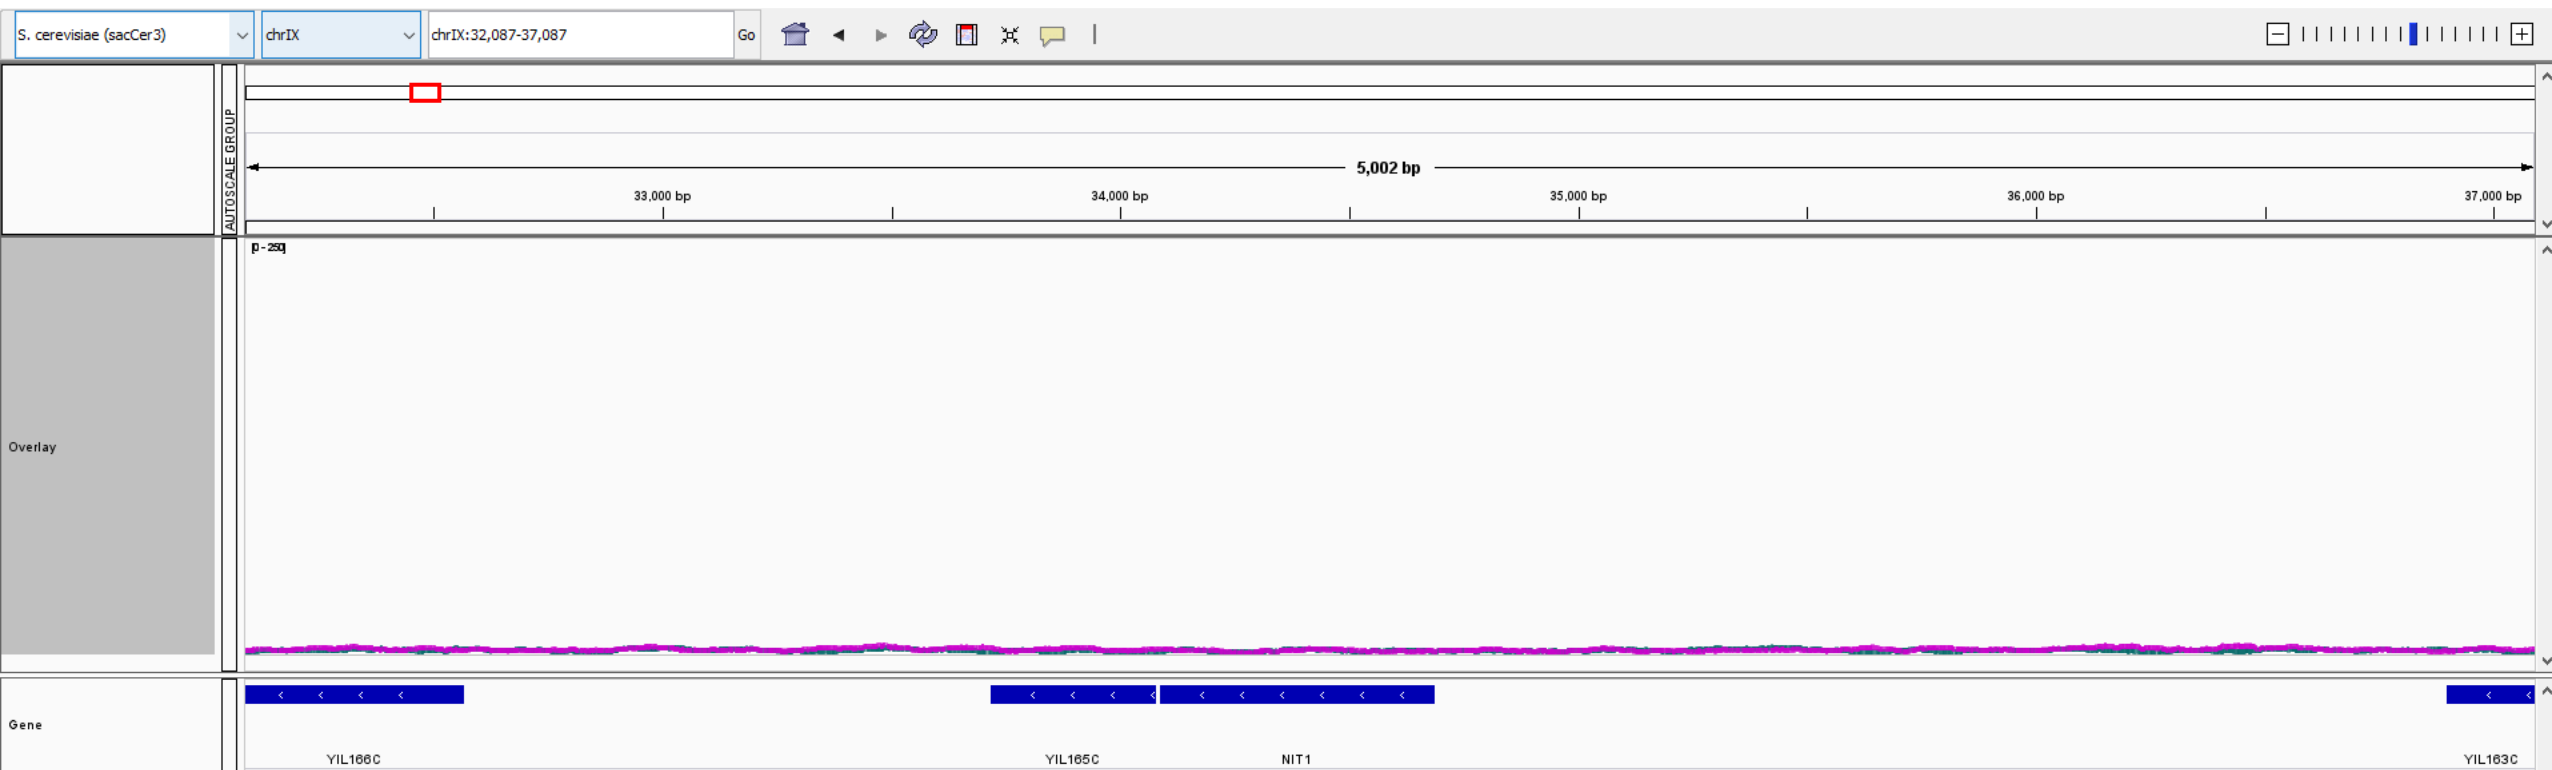

Wild type
snf2Δ

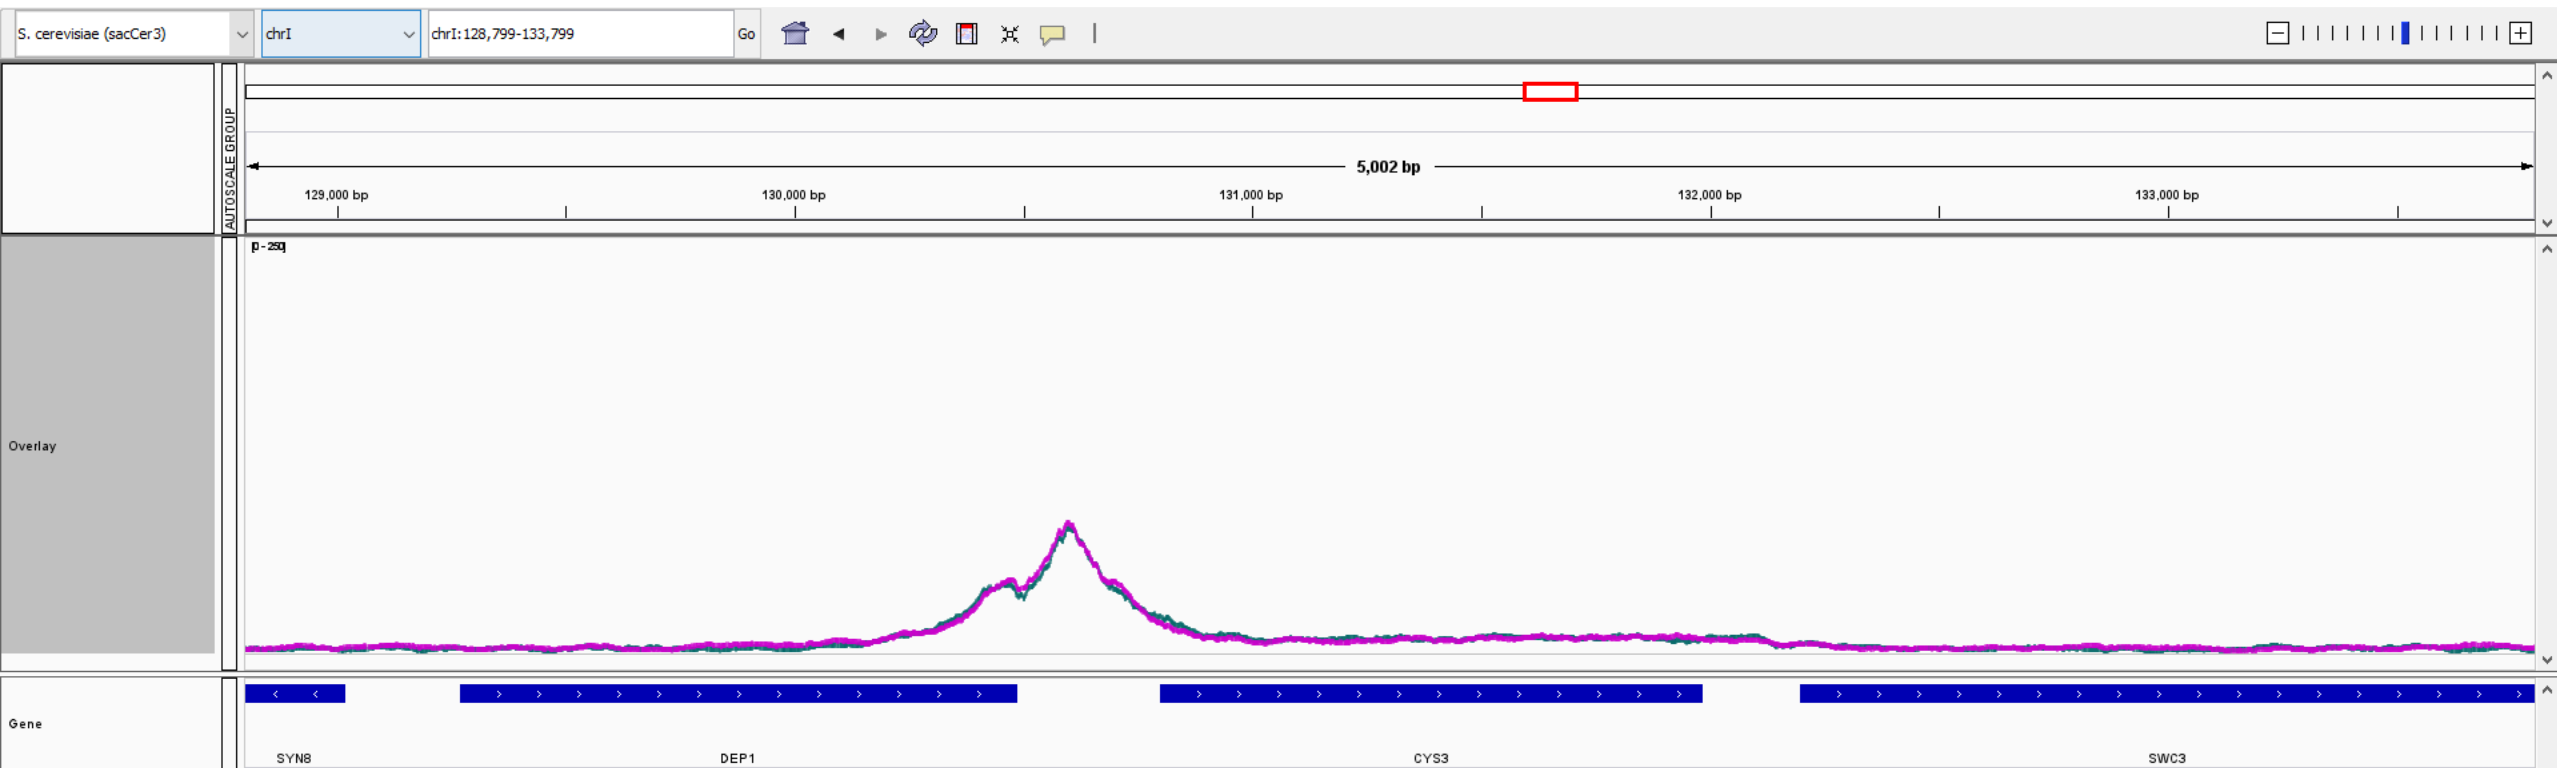

Wild type
snf2Δ

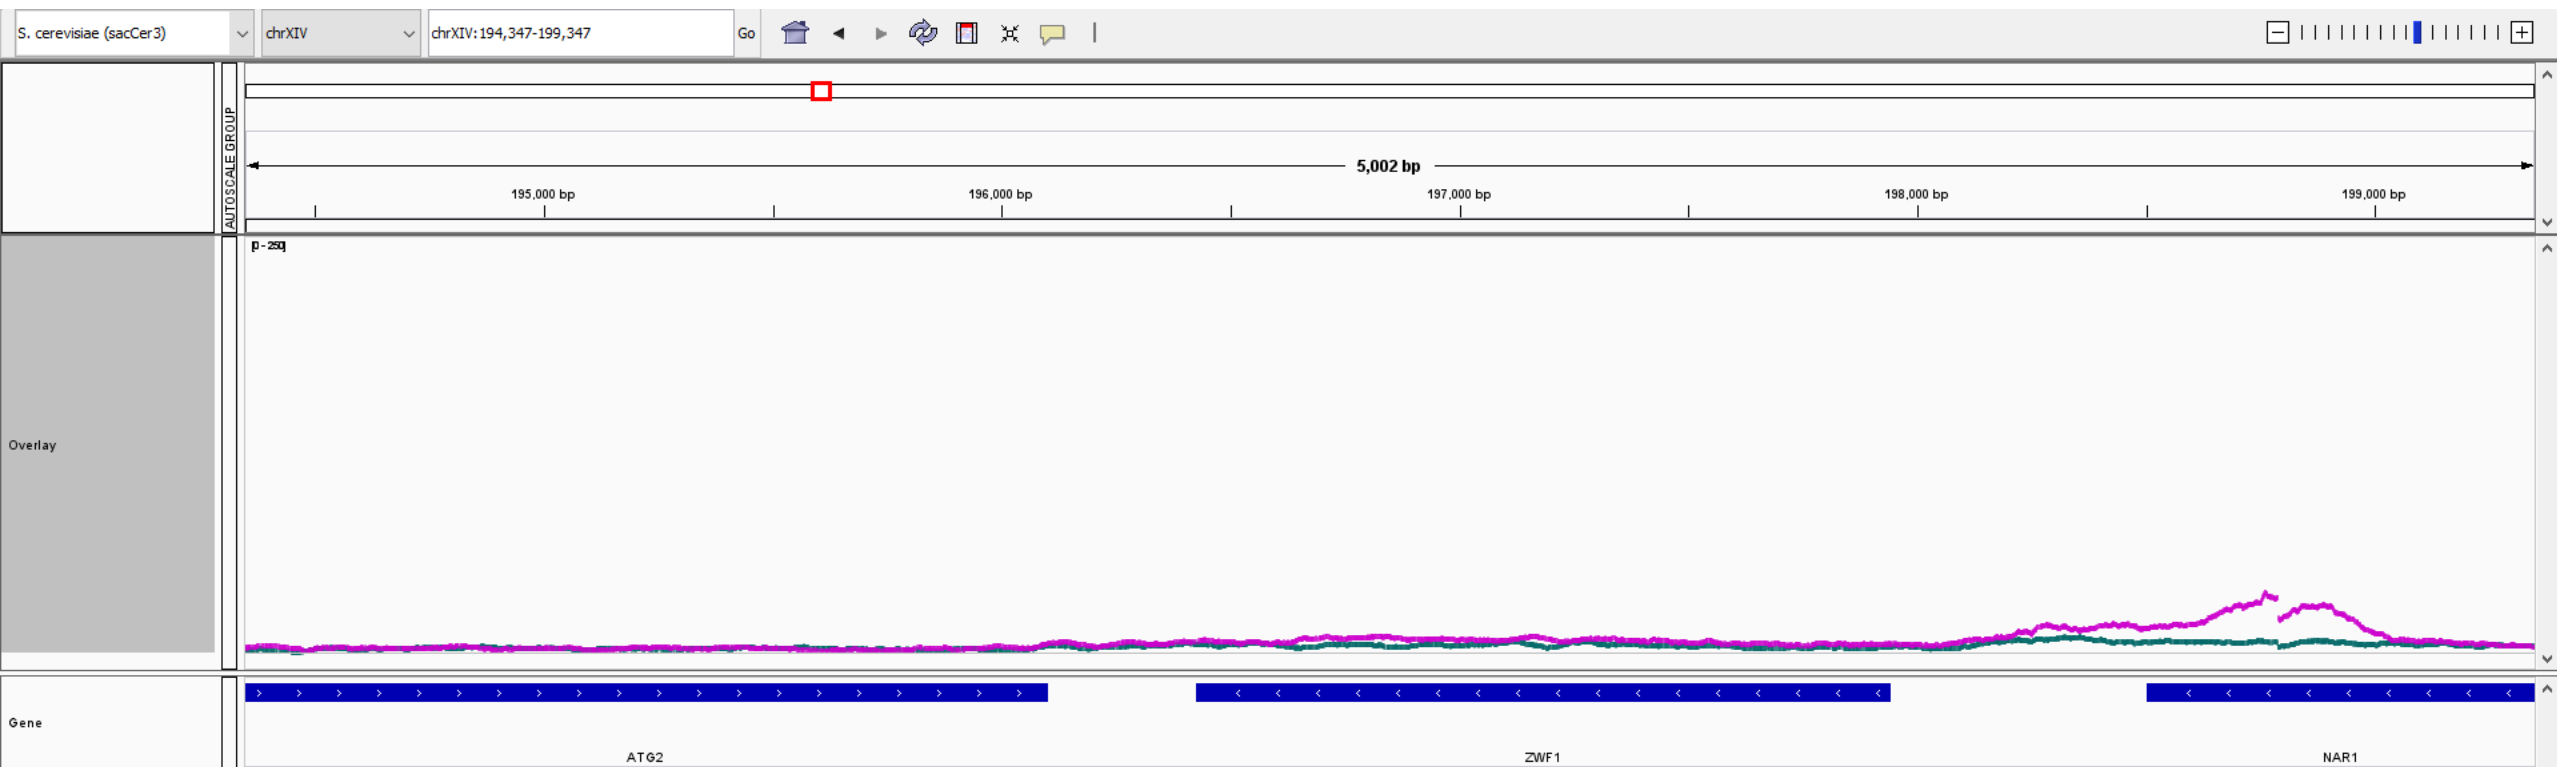

Wild type
snf2Δ

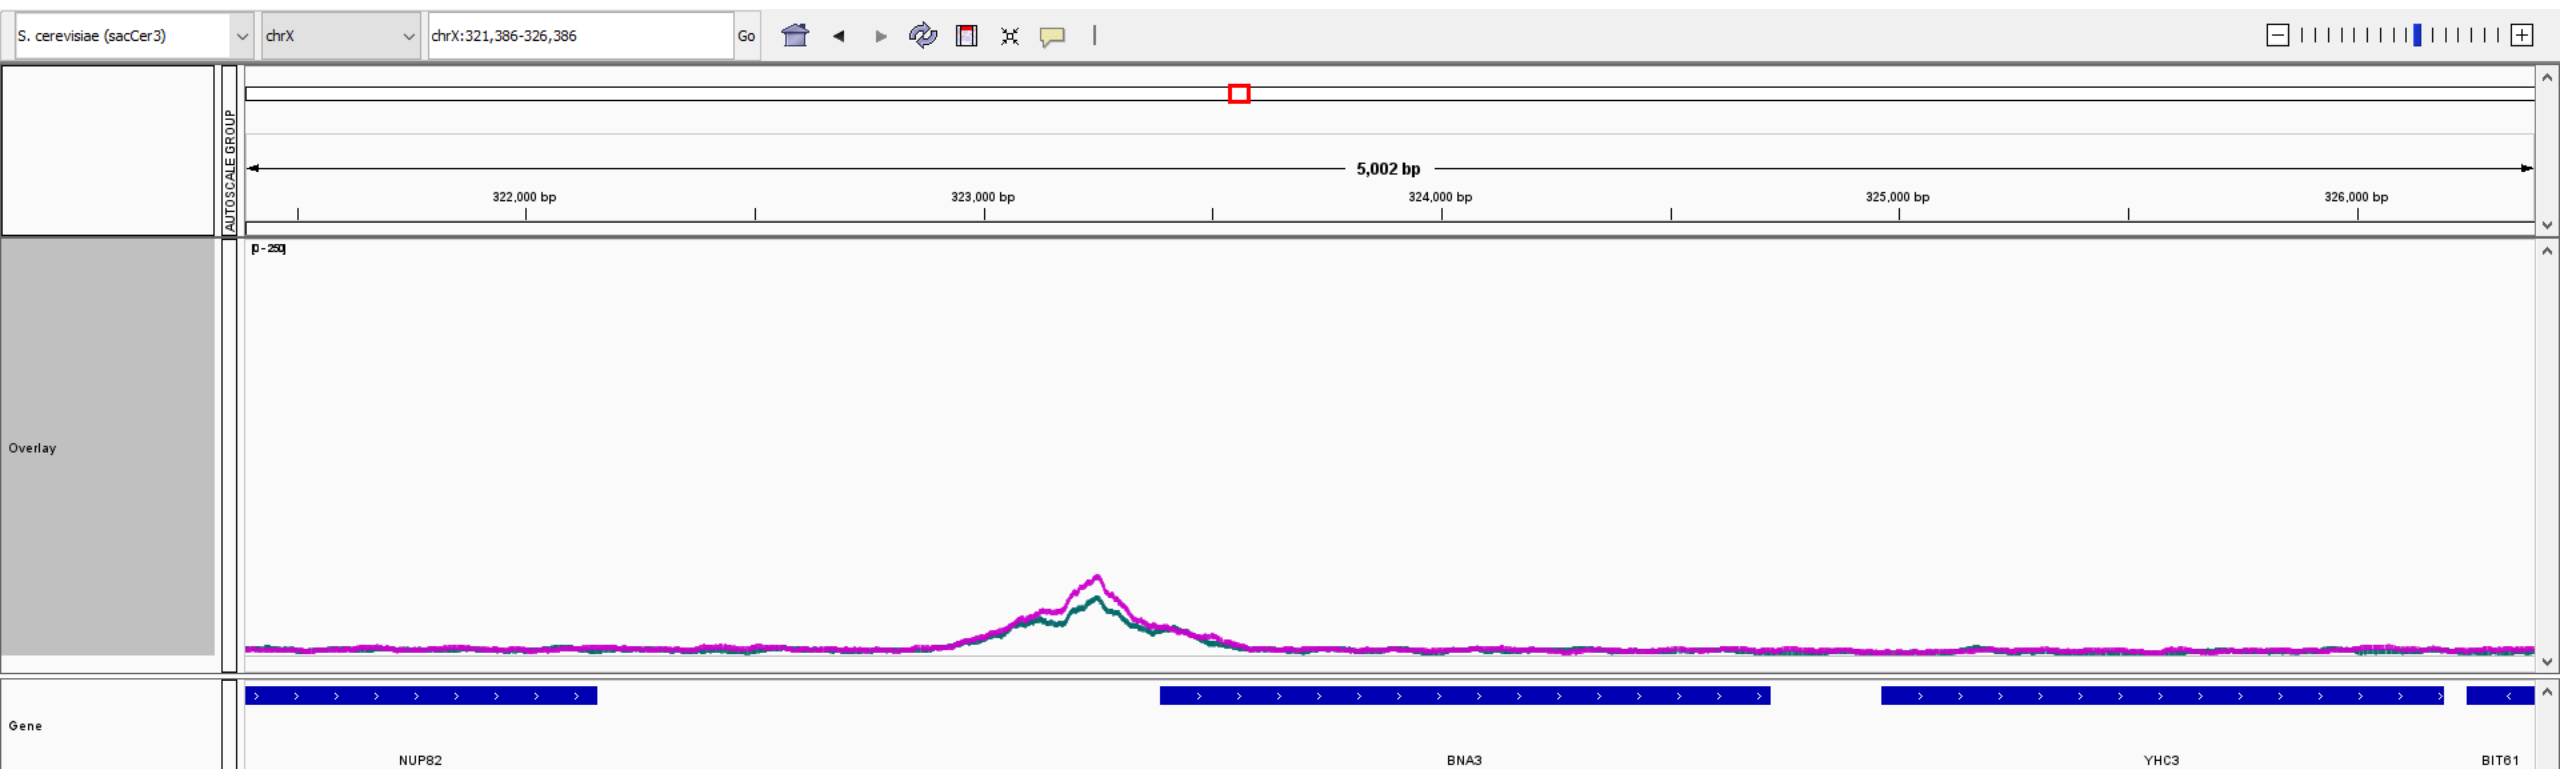

Wild type
snf2Δ

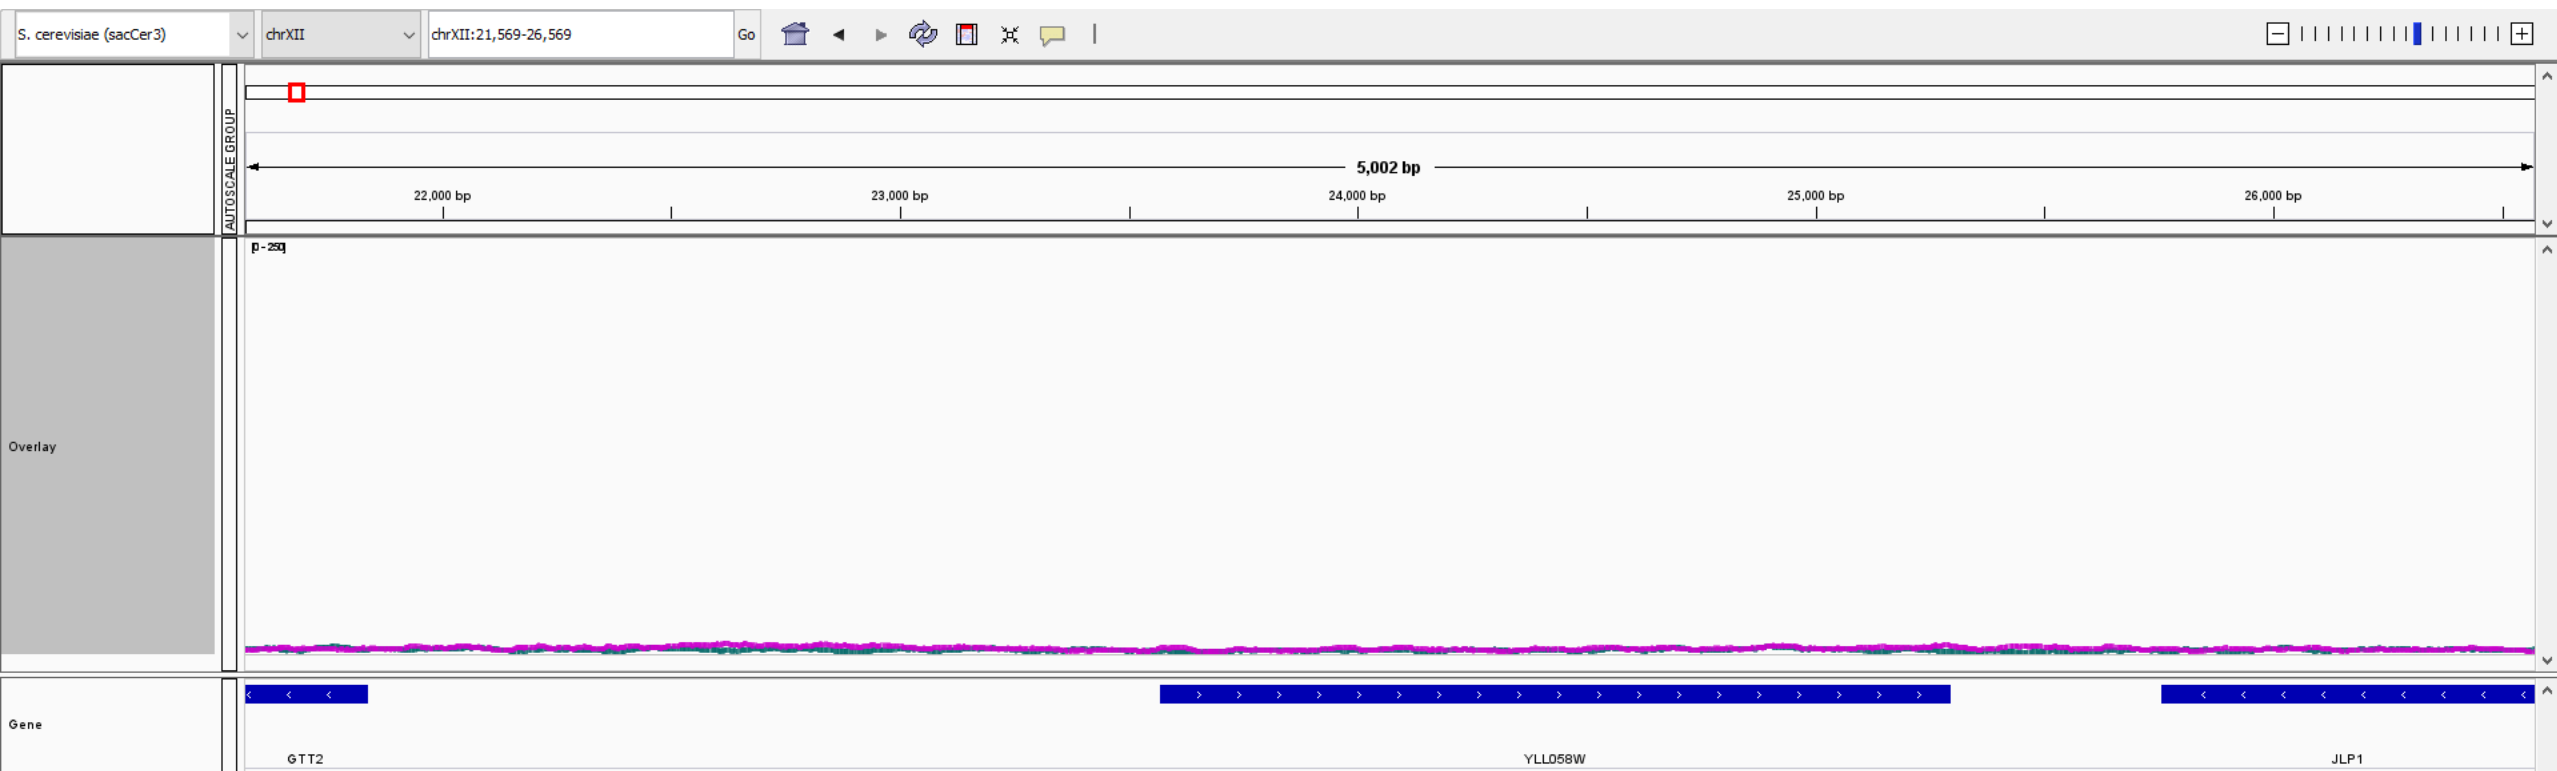

Wild type
snf2Δ

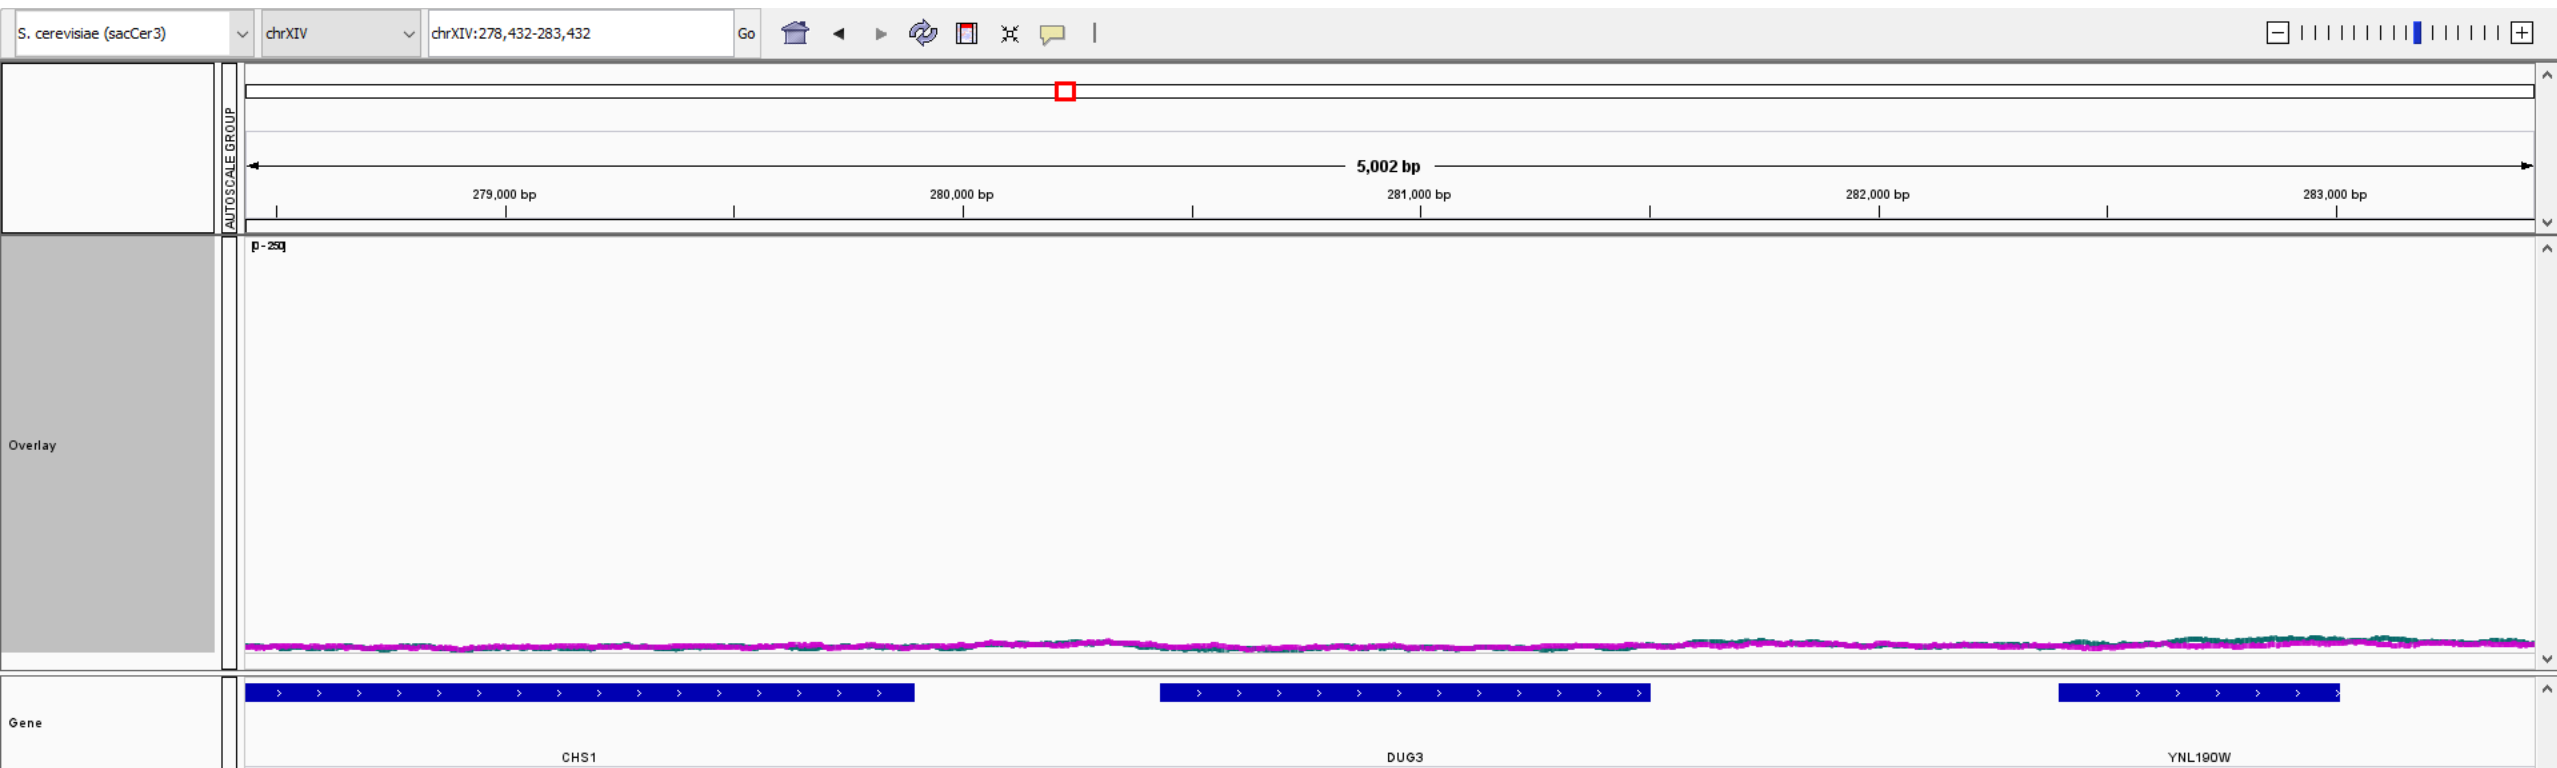

Wild type
snf2Δ

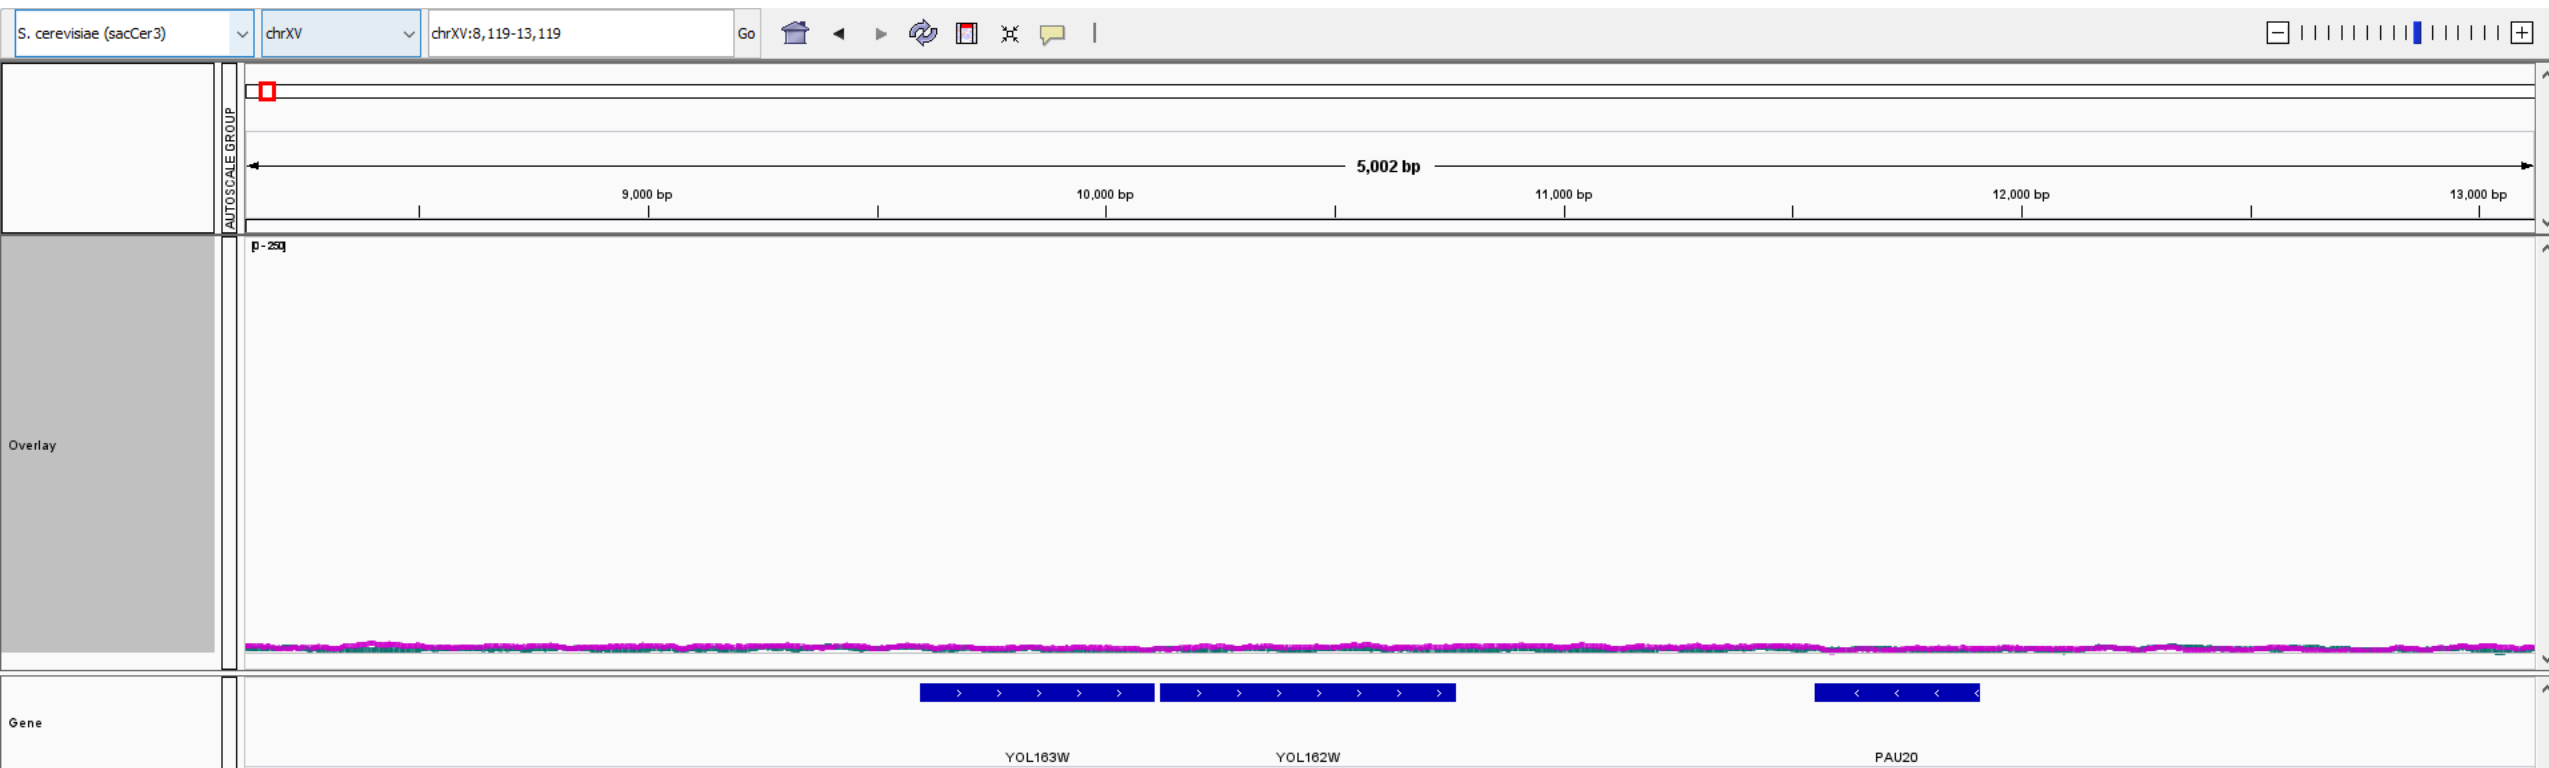

Wild type
snf2Δ

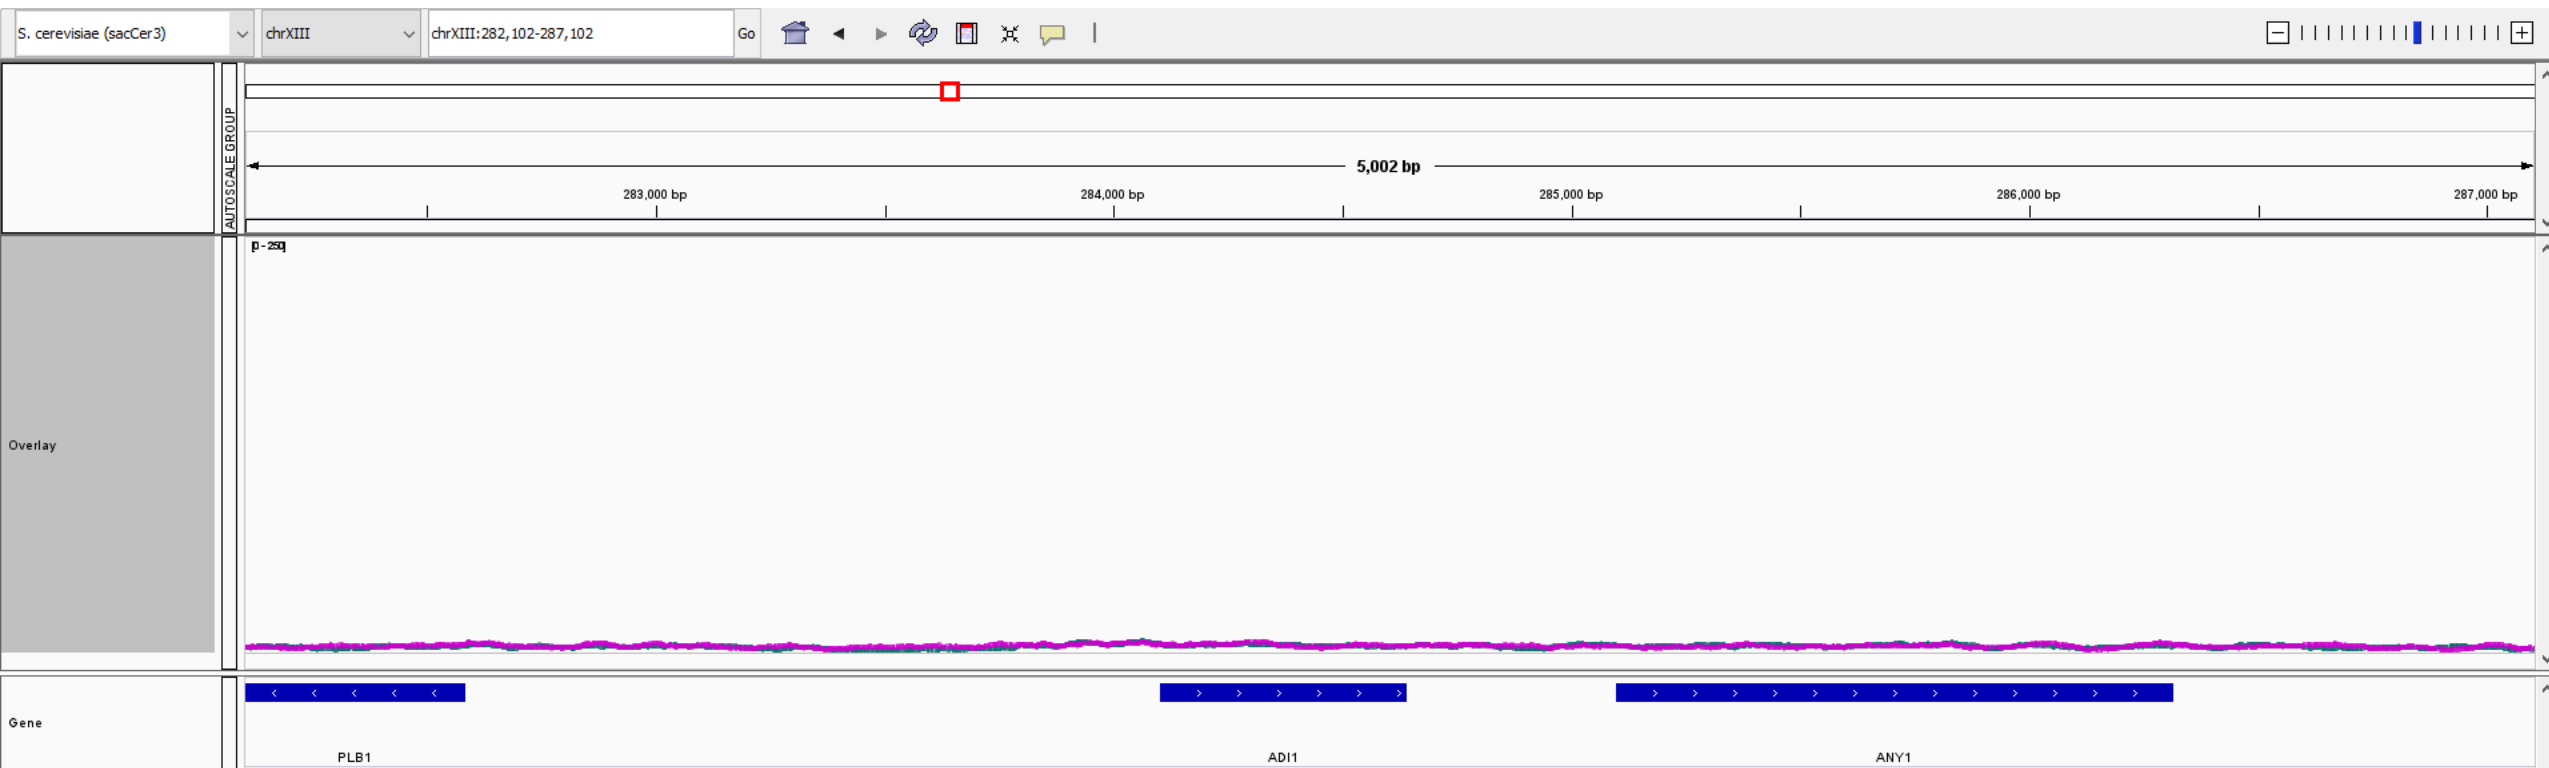

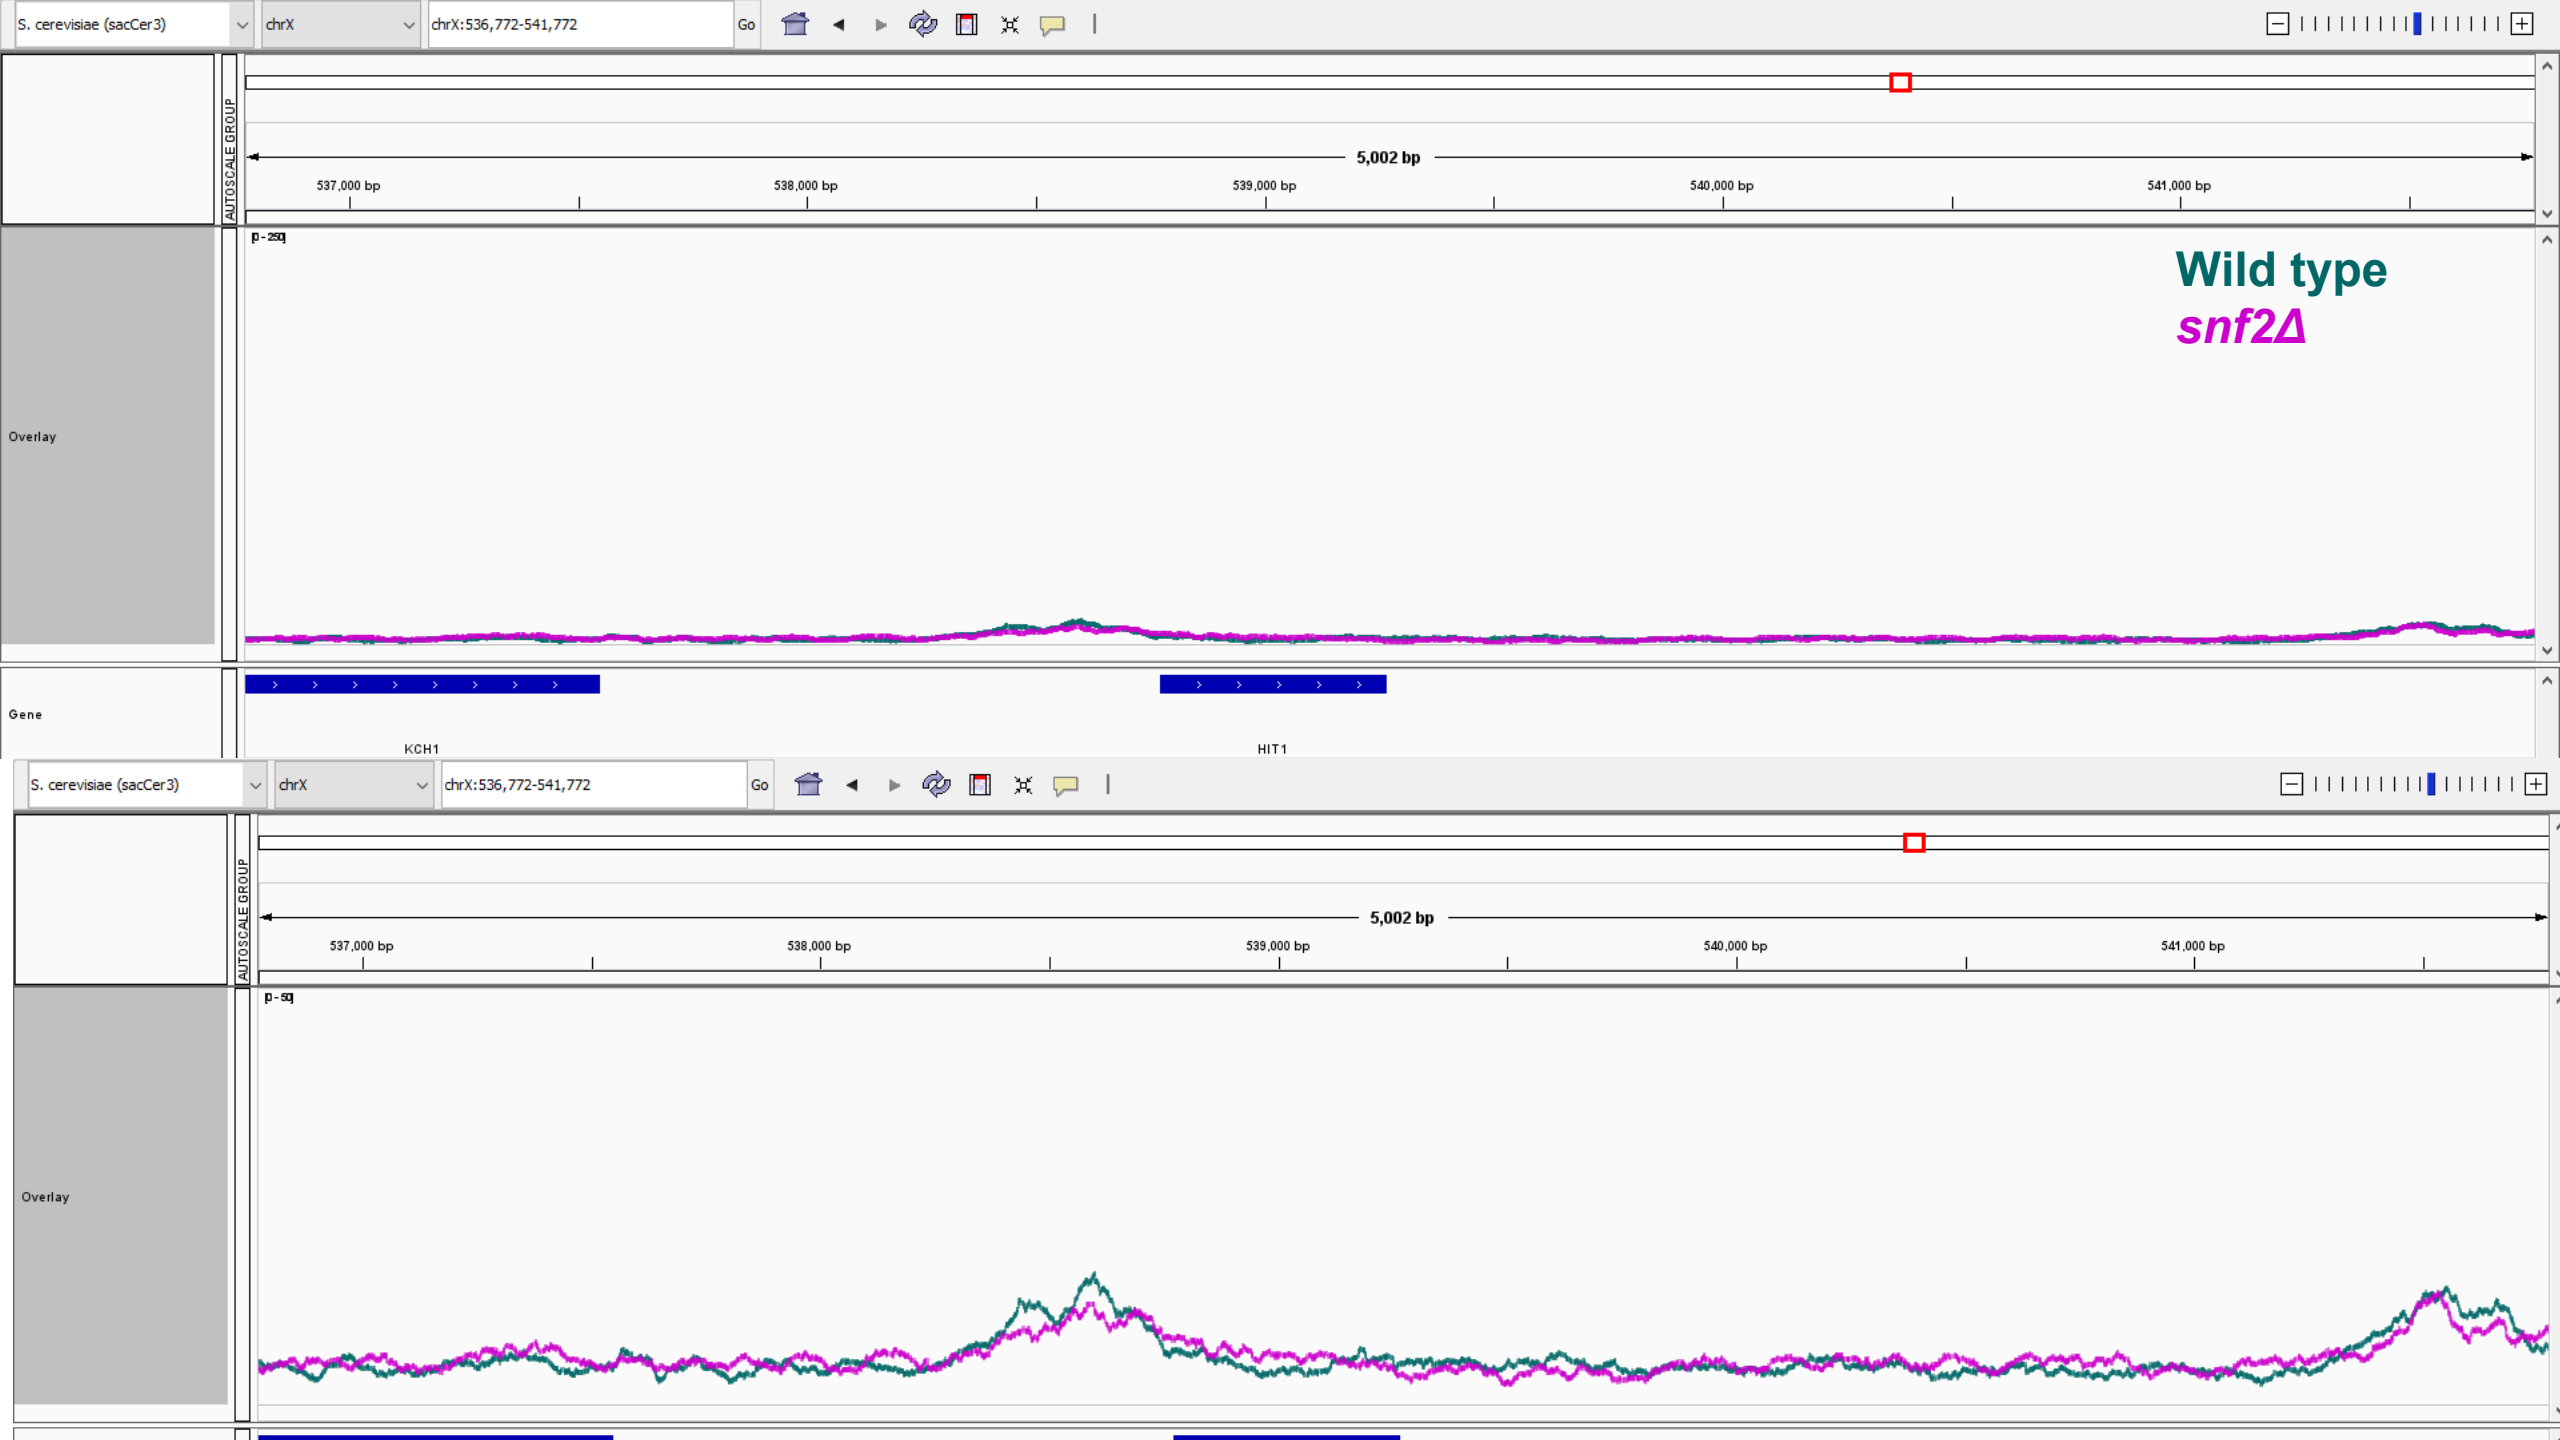

Wild type
snf2Δ

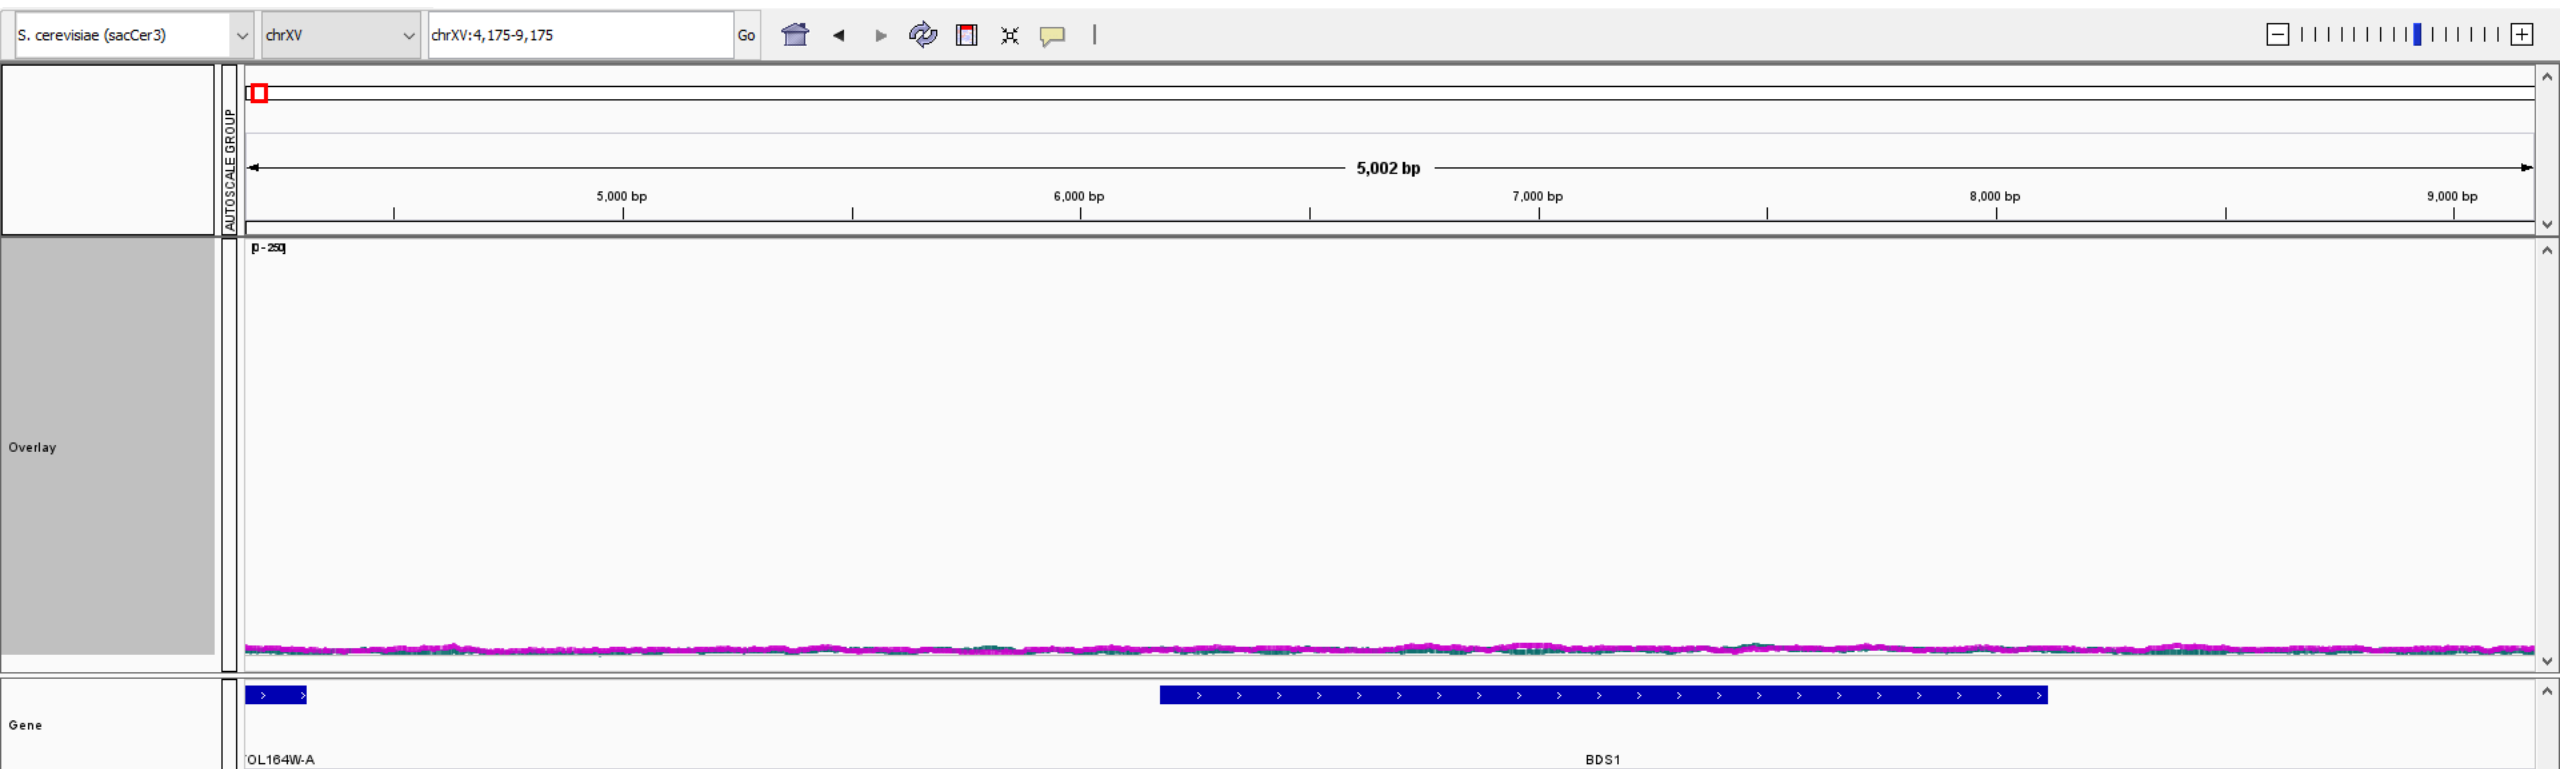

Wild type
snf2Δ

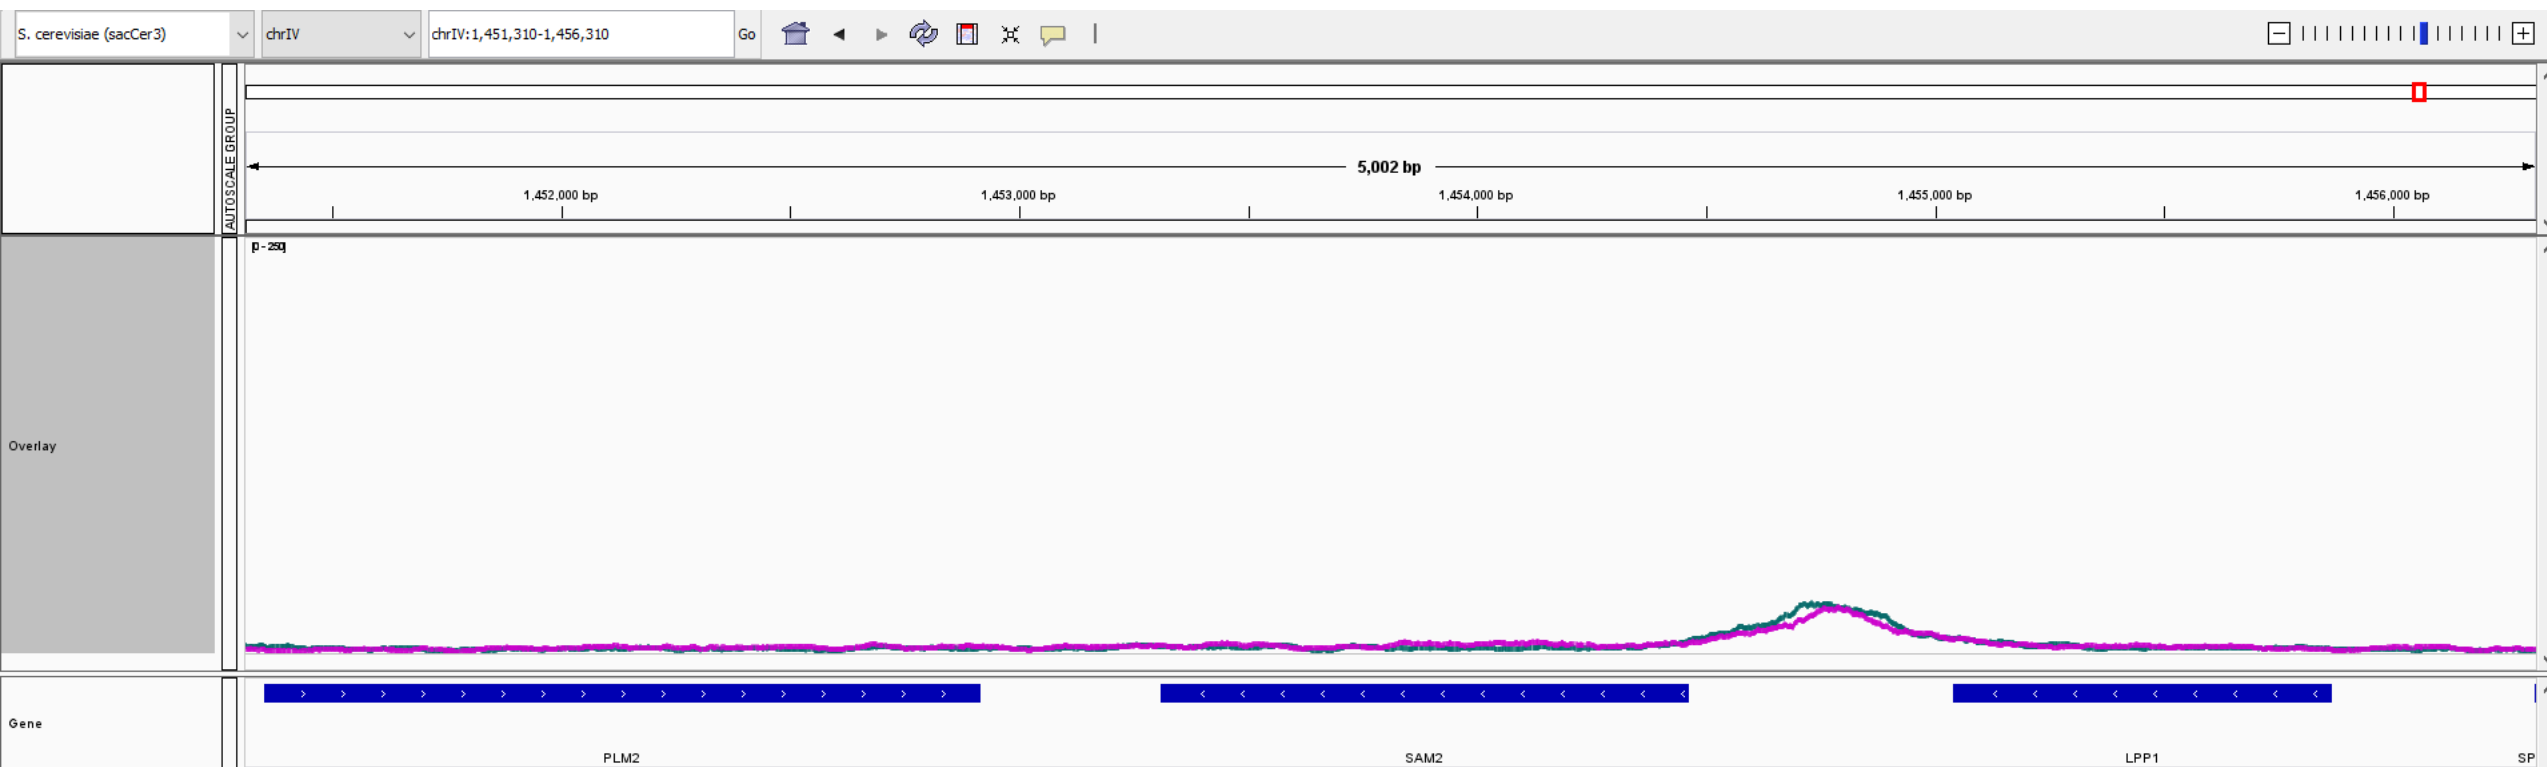

Wild type
snf2Δ

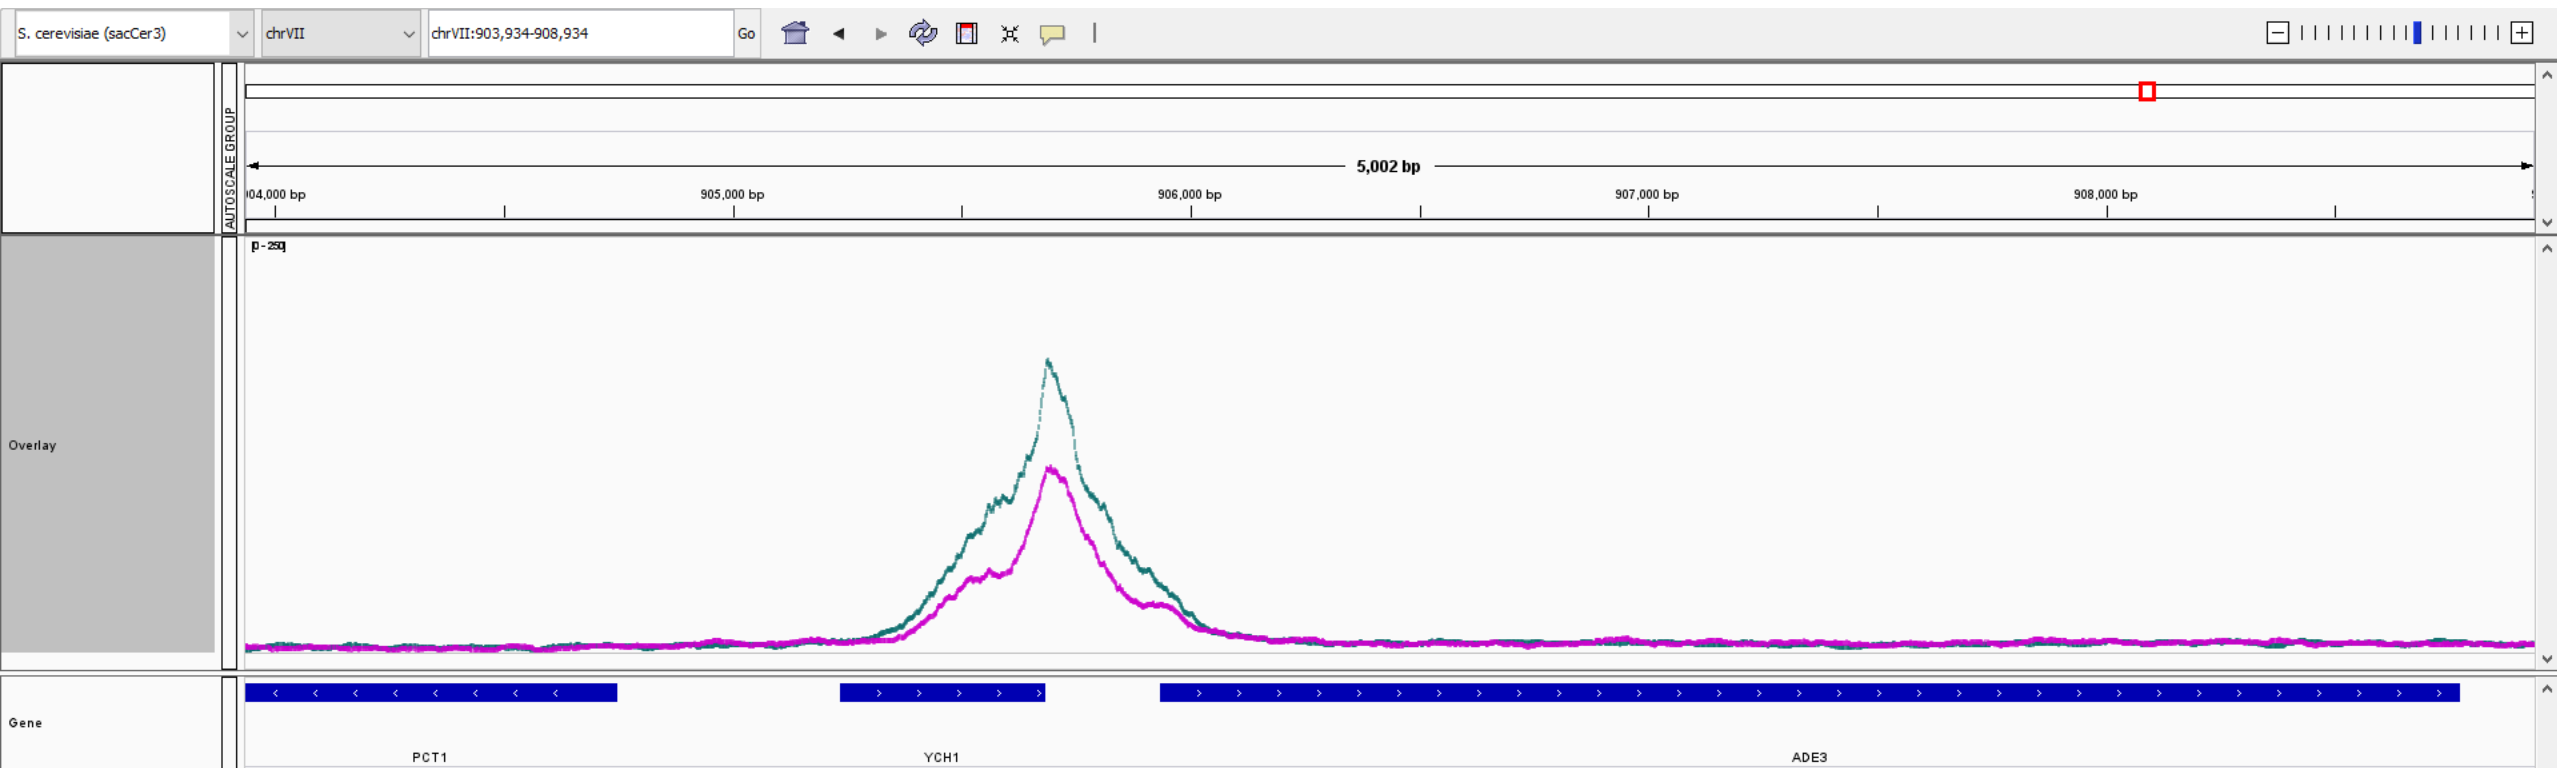

Wild type
snf2Δ

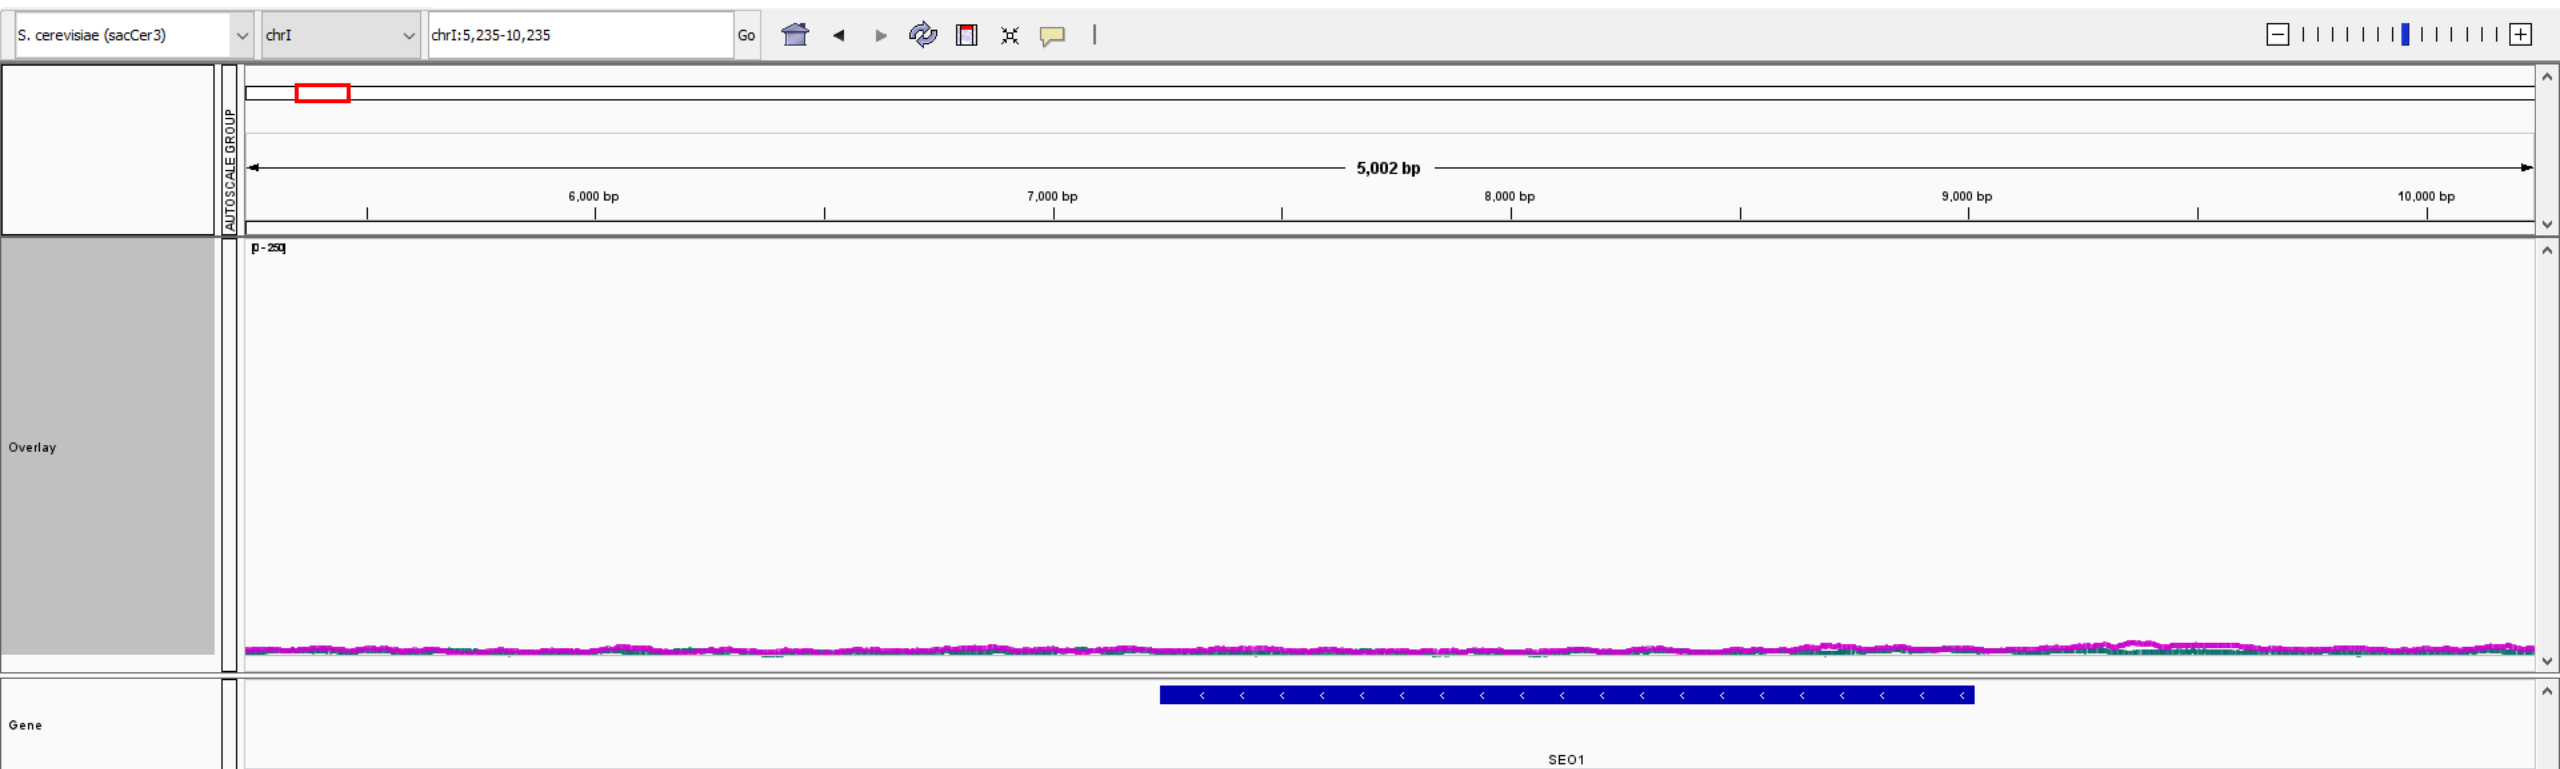

Wild type
snf2Δ

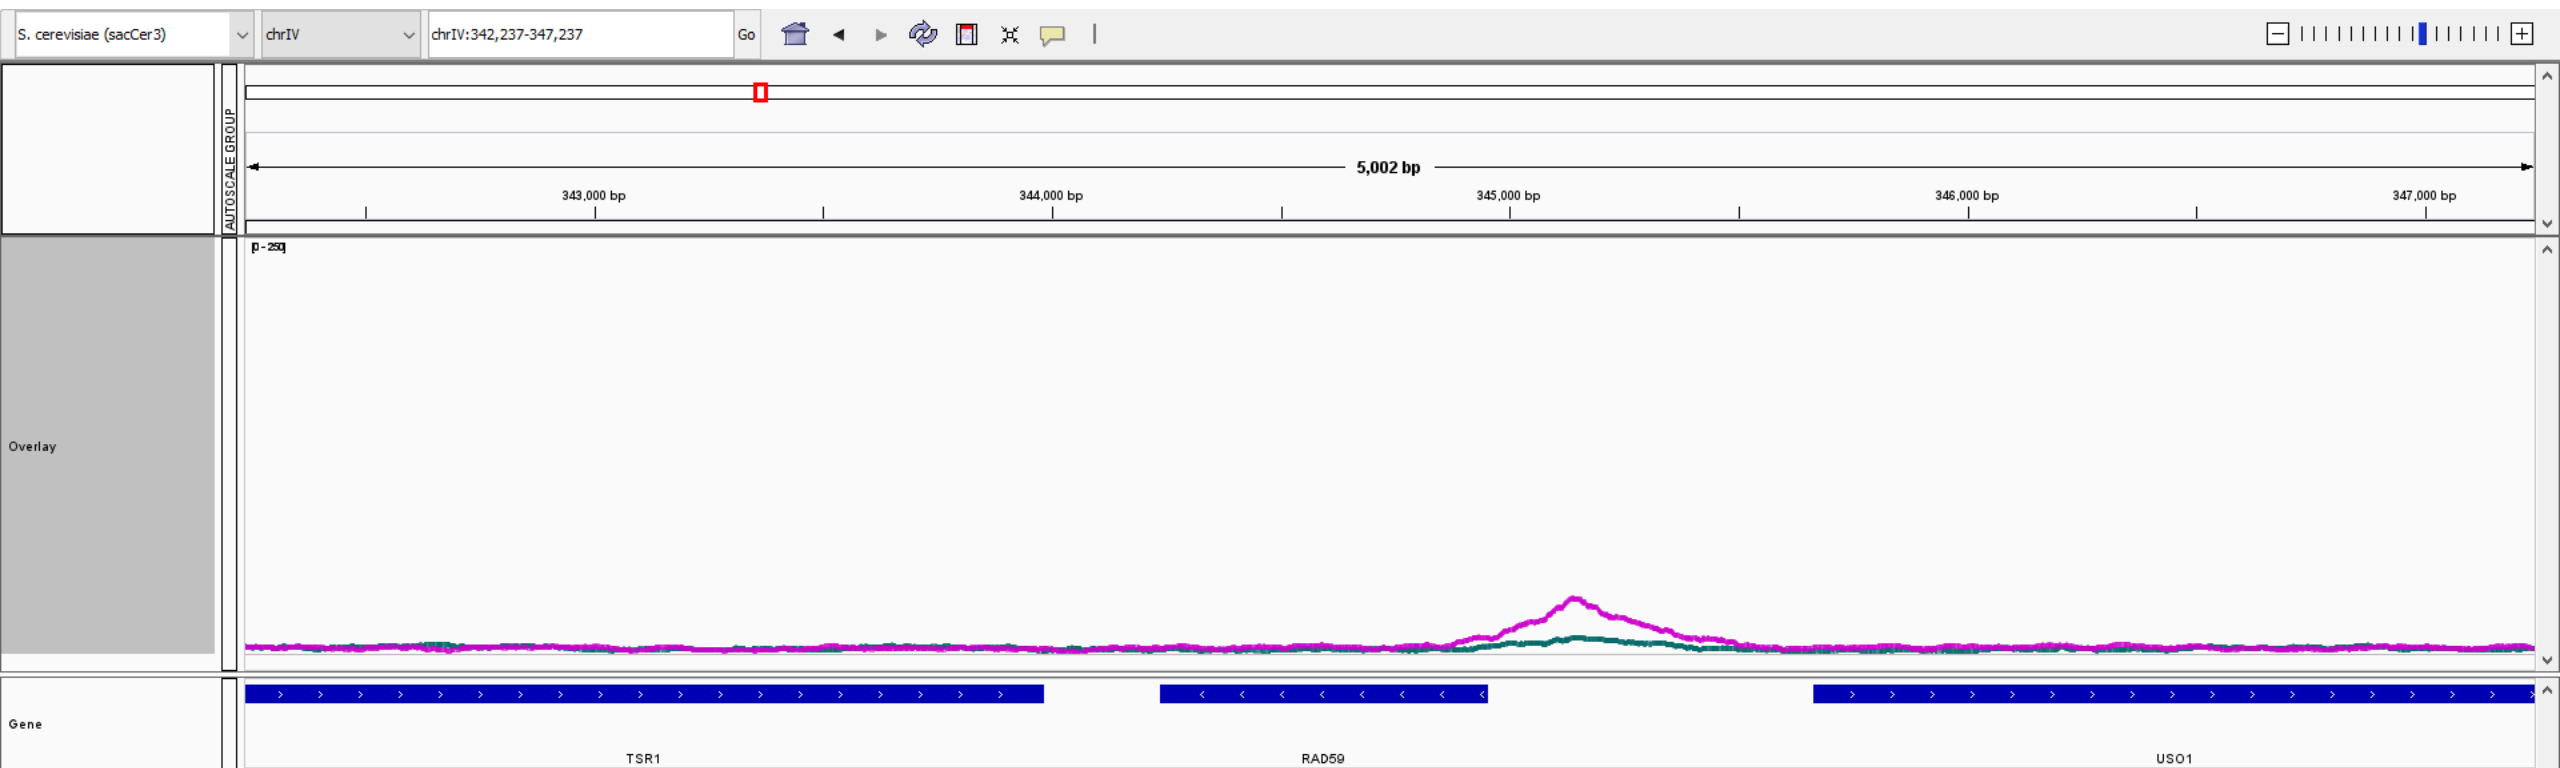

Wild type
snf2Δ

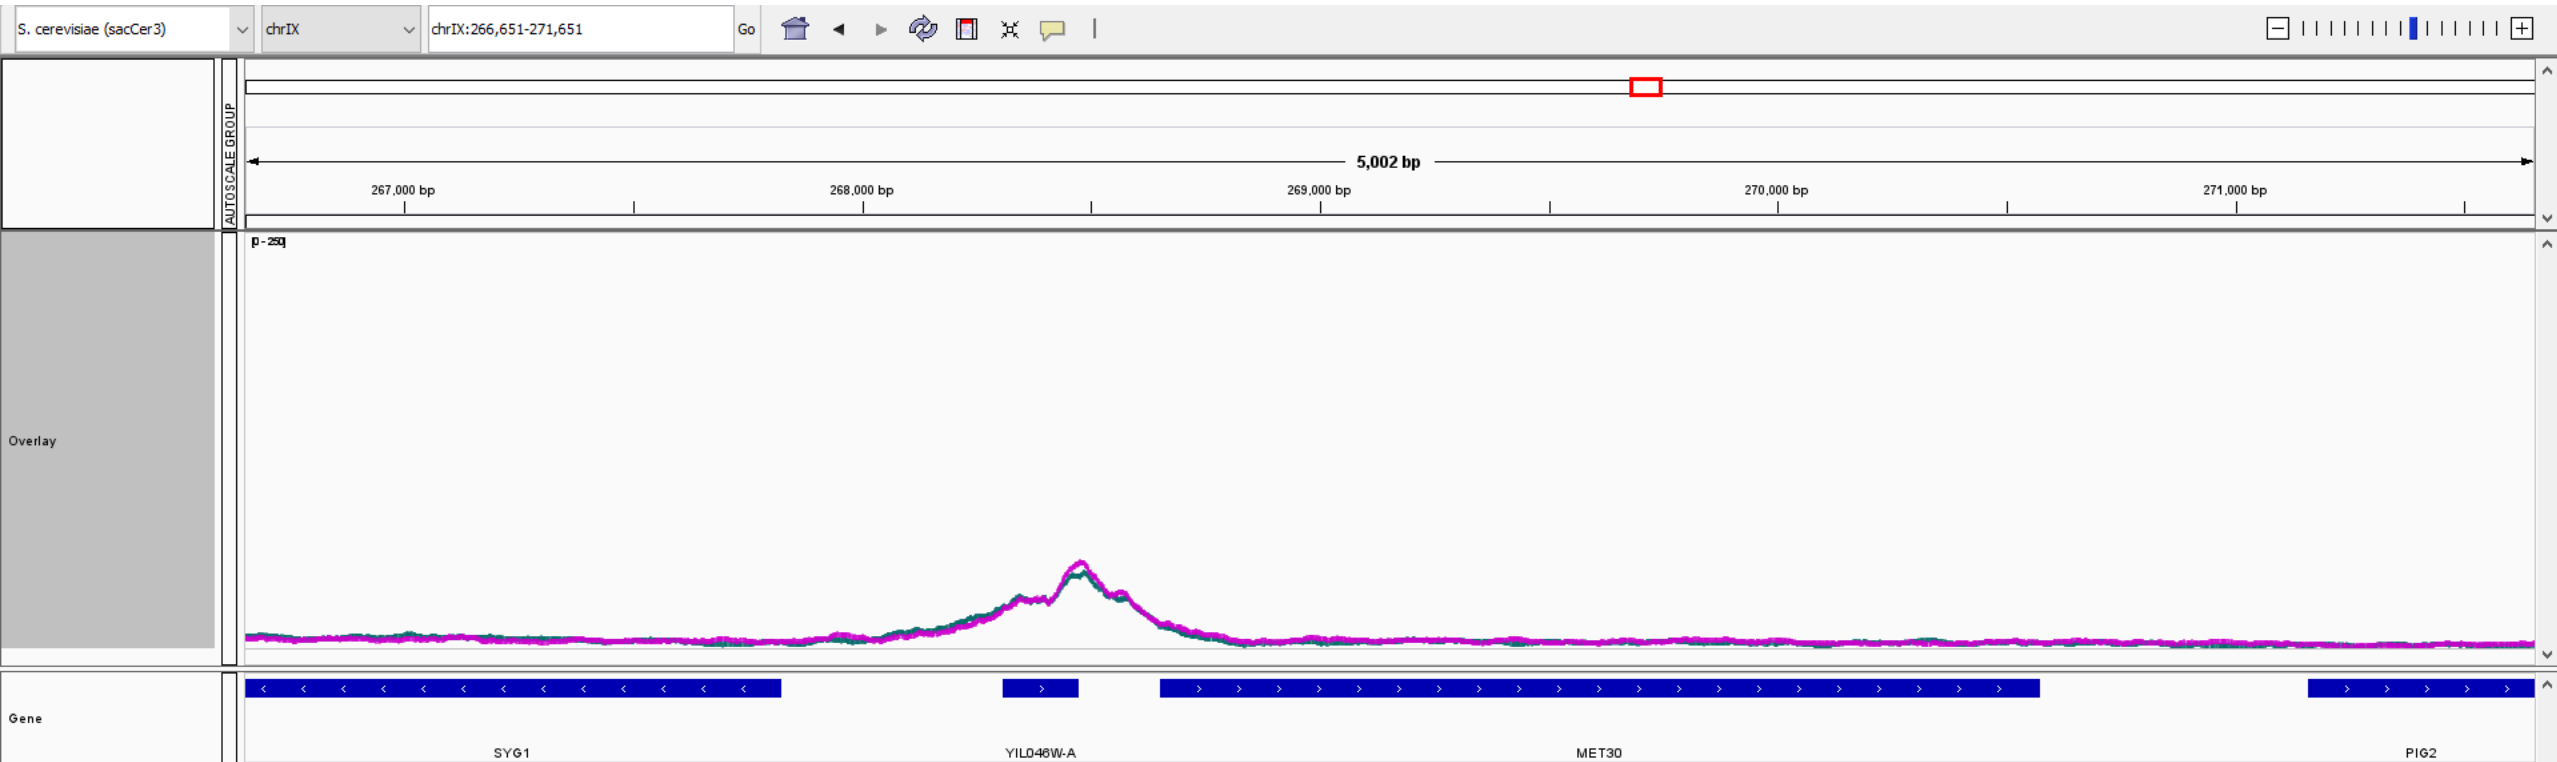

Wild type
snf2Δ

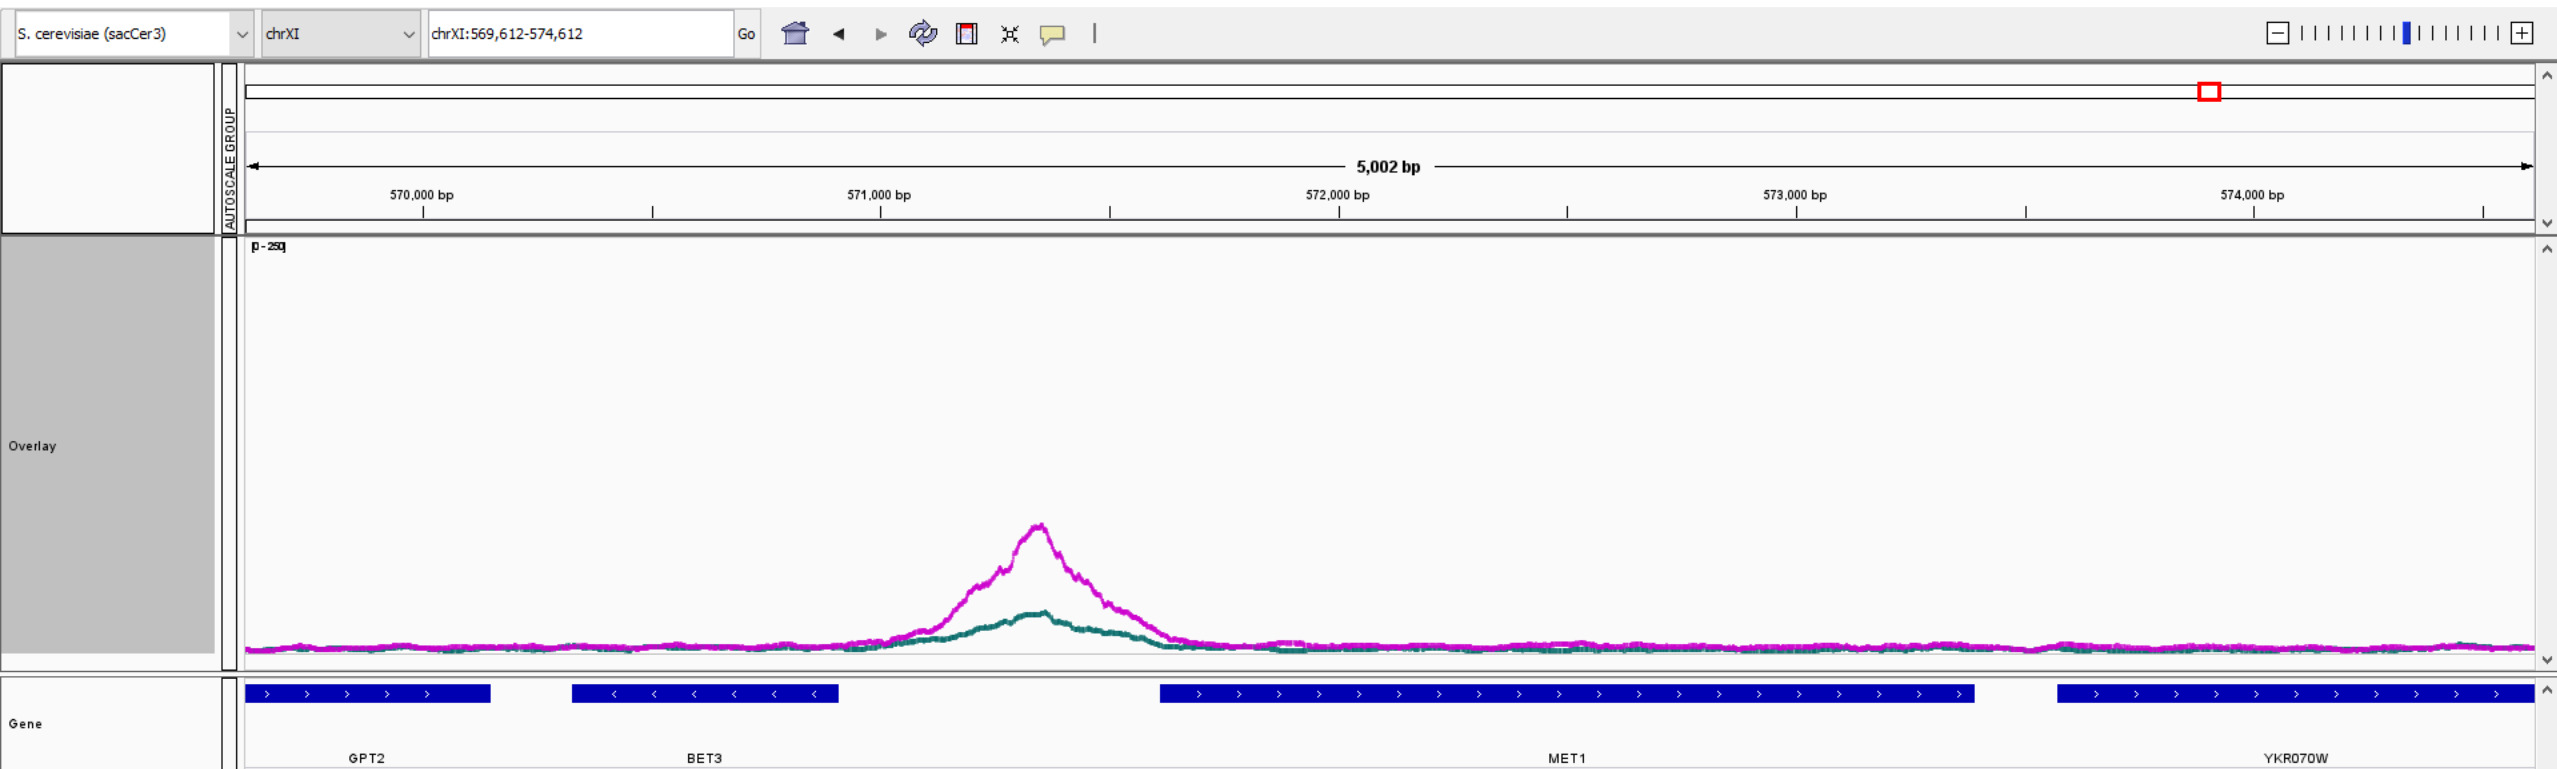

Wild type
snf2Δ

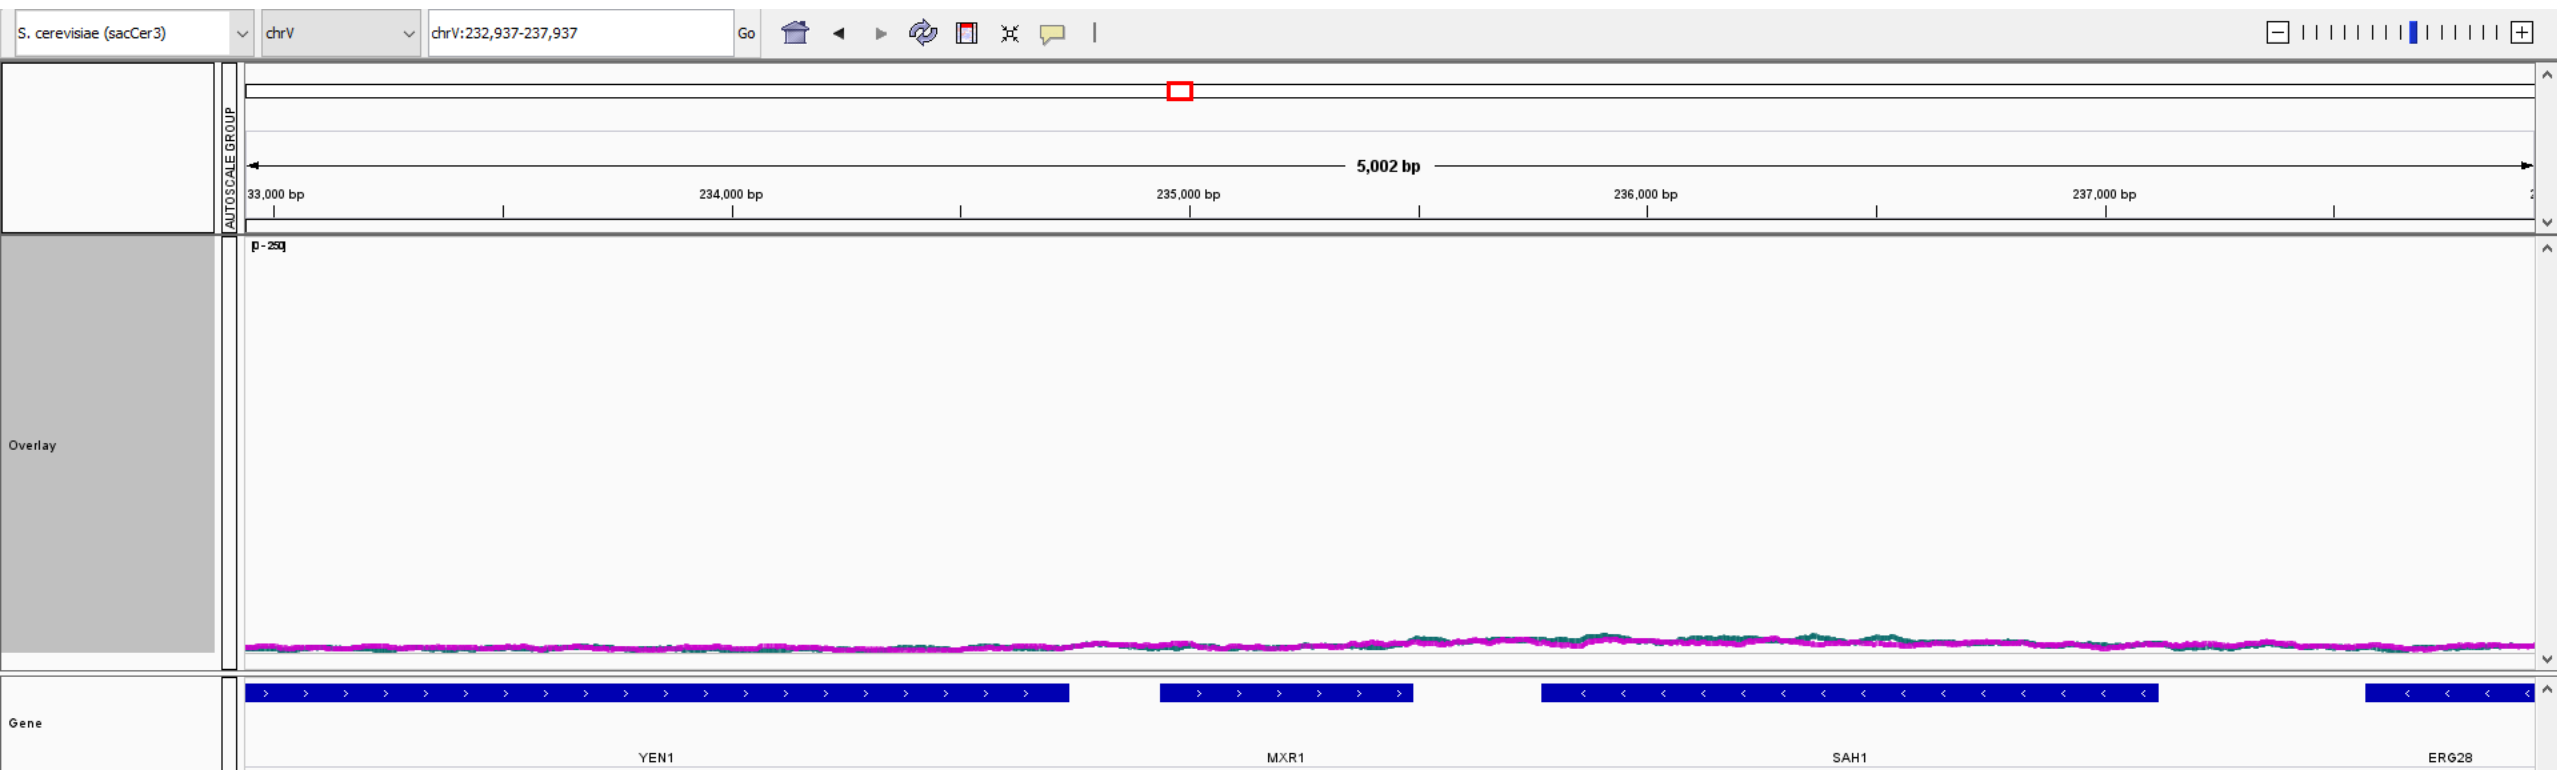

Wild type
snf2Δ

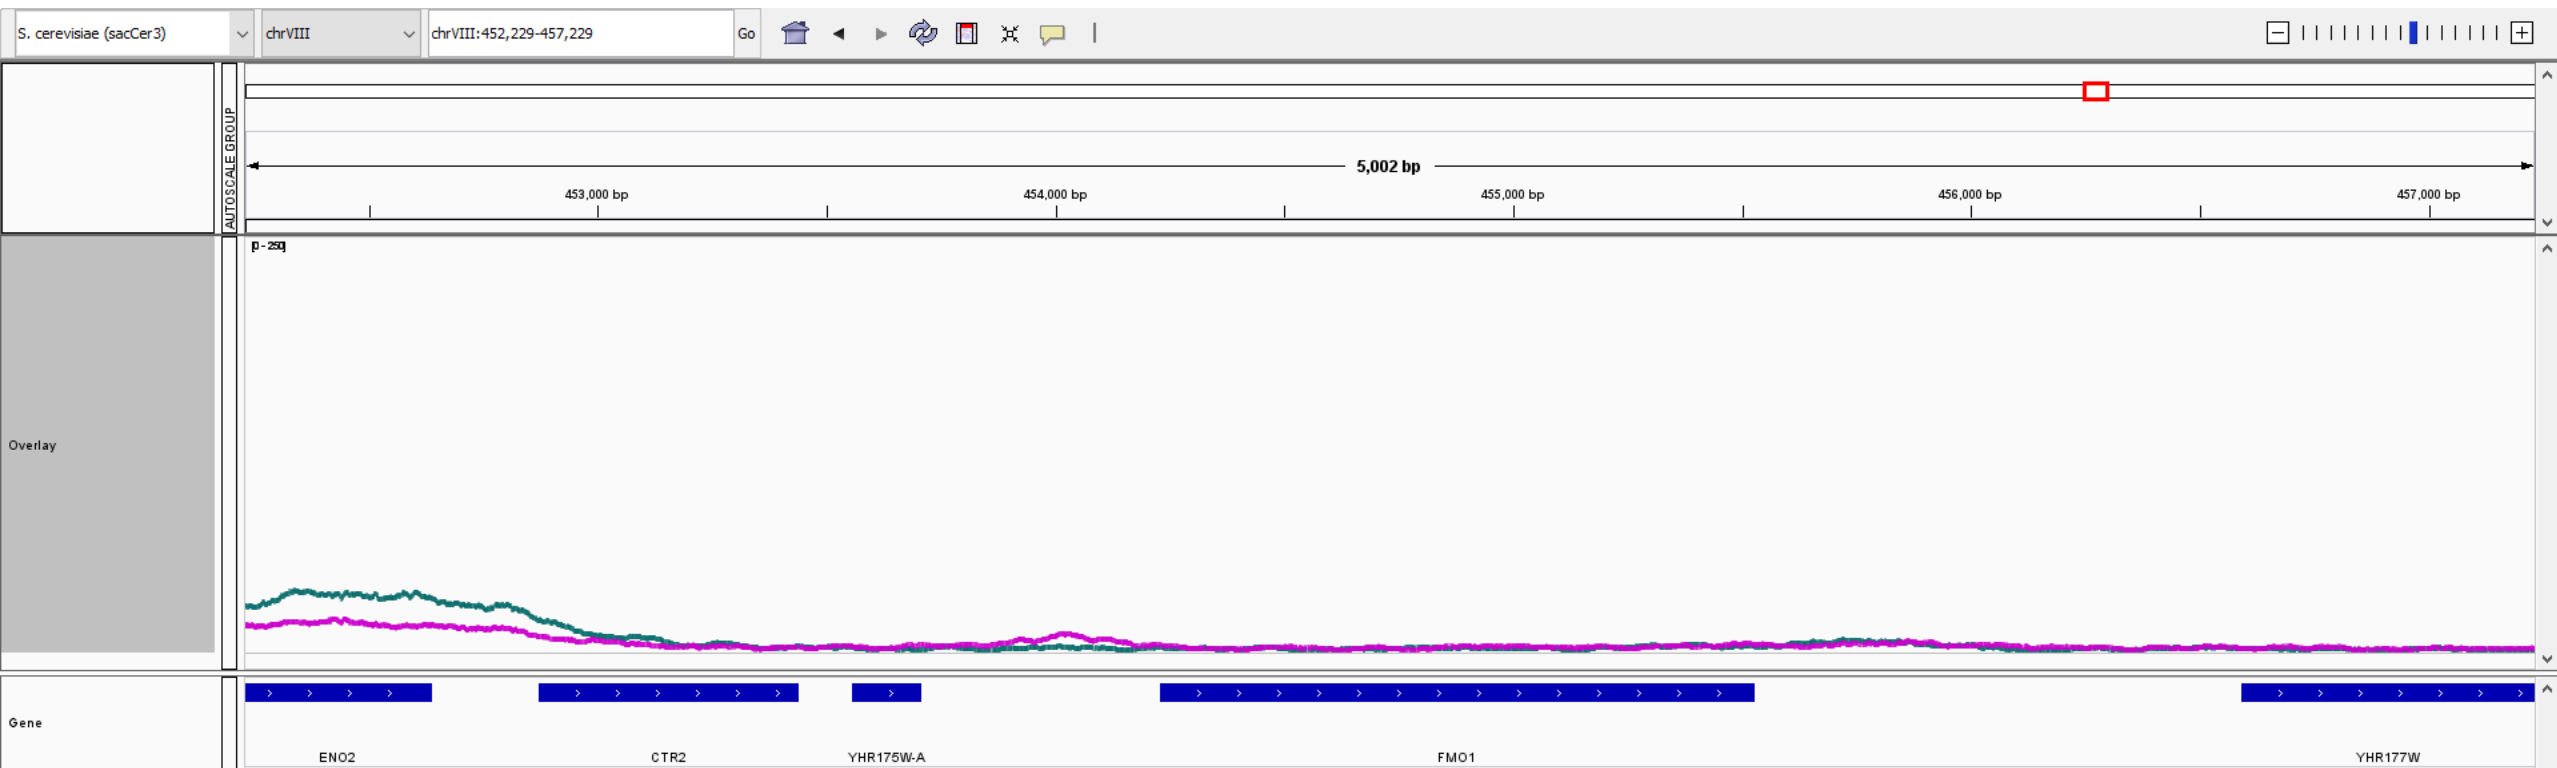

Wild type
snf2Δ

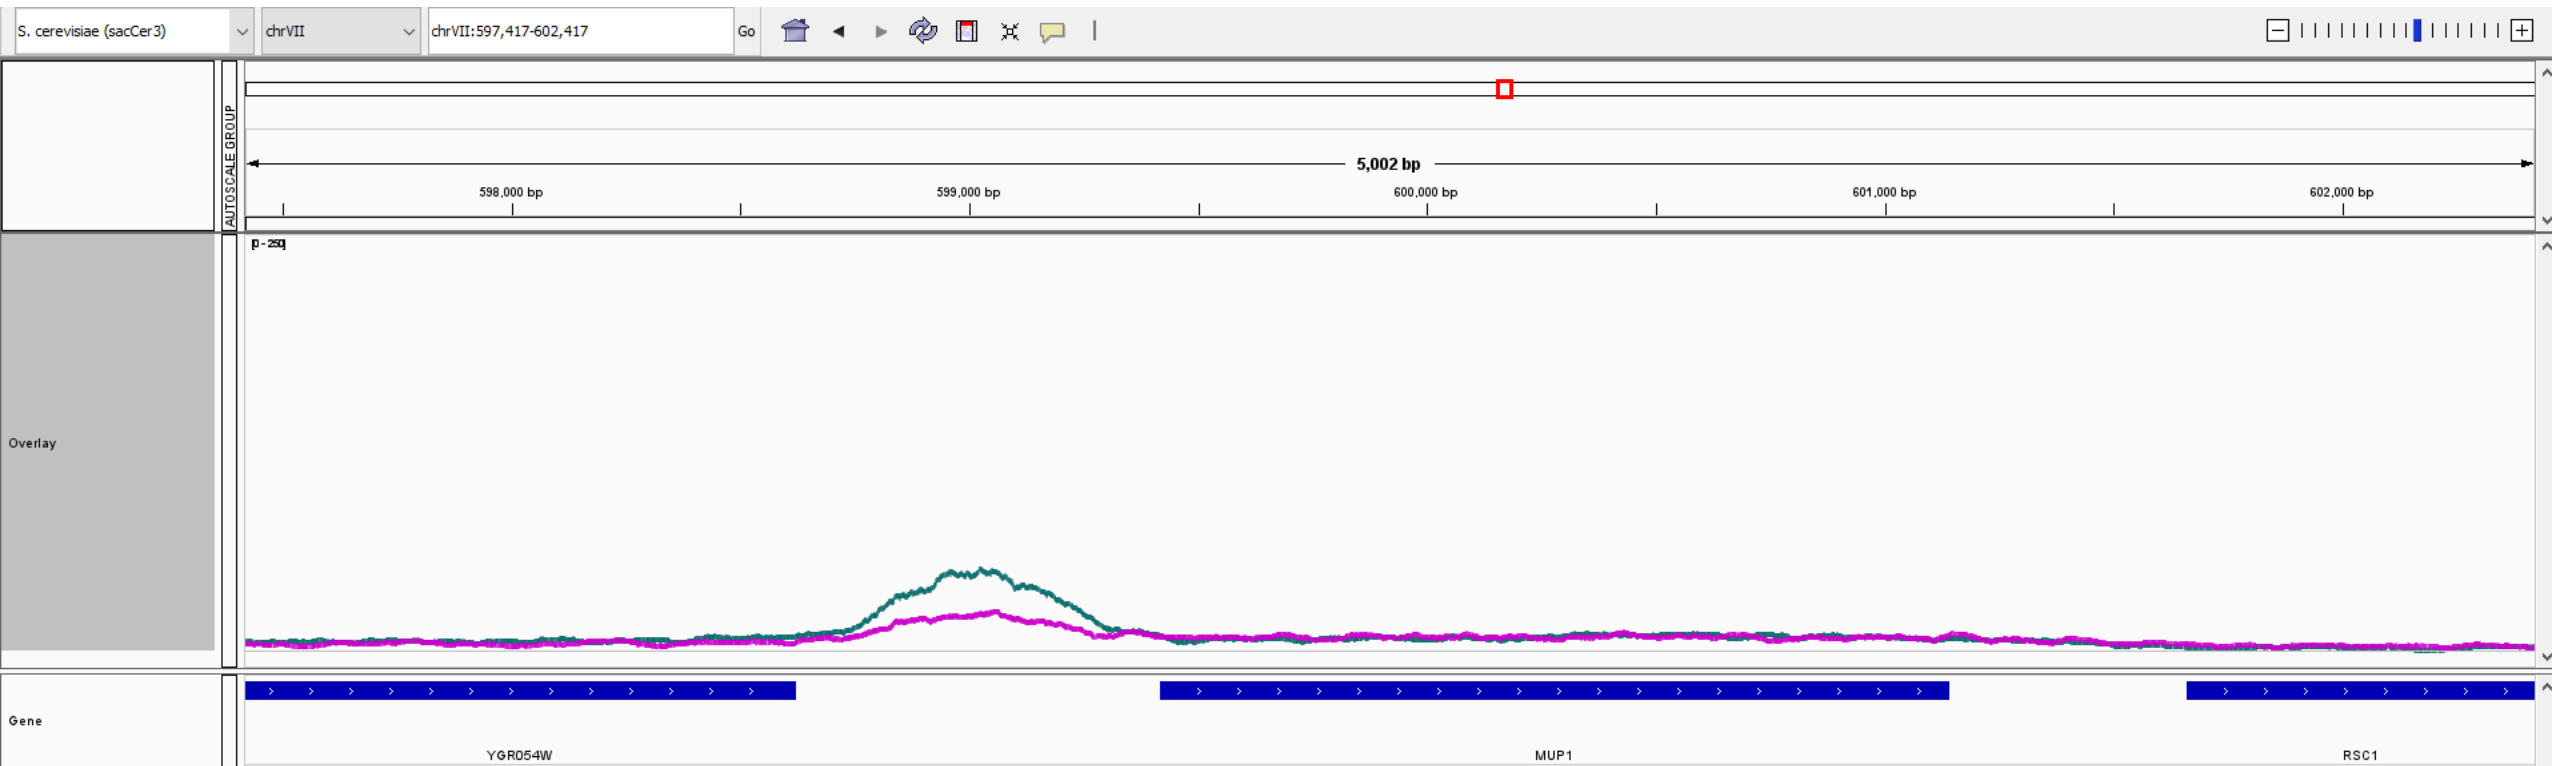

Wild type
snf2Δ

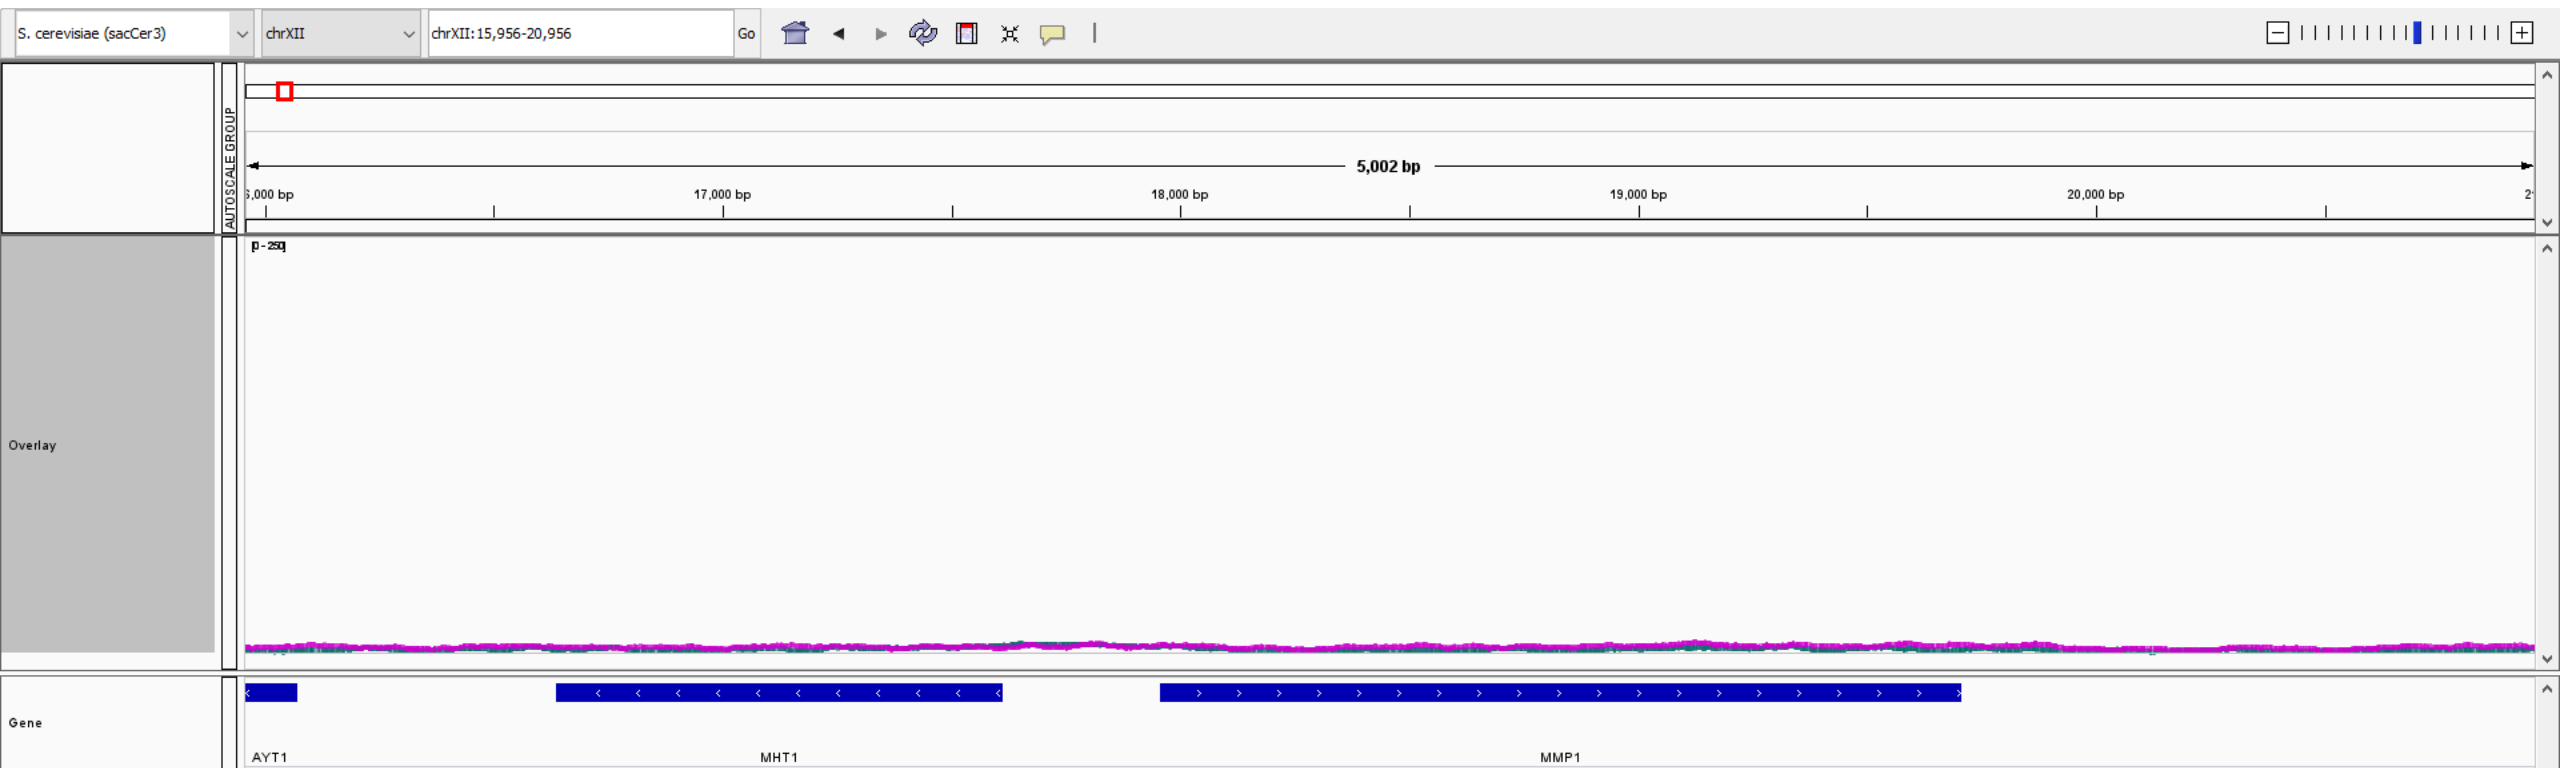

Wild type
snf2Δ

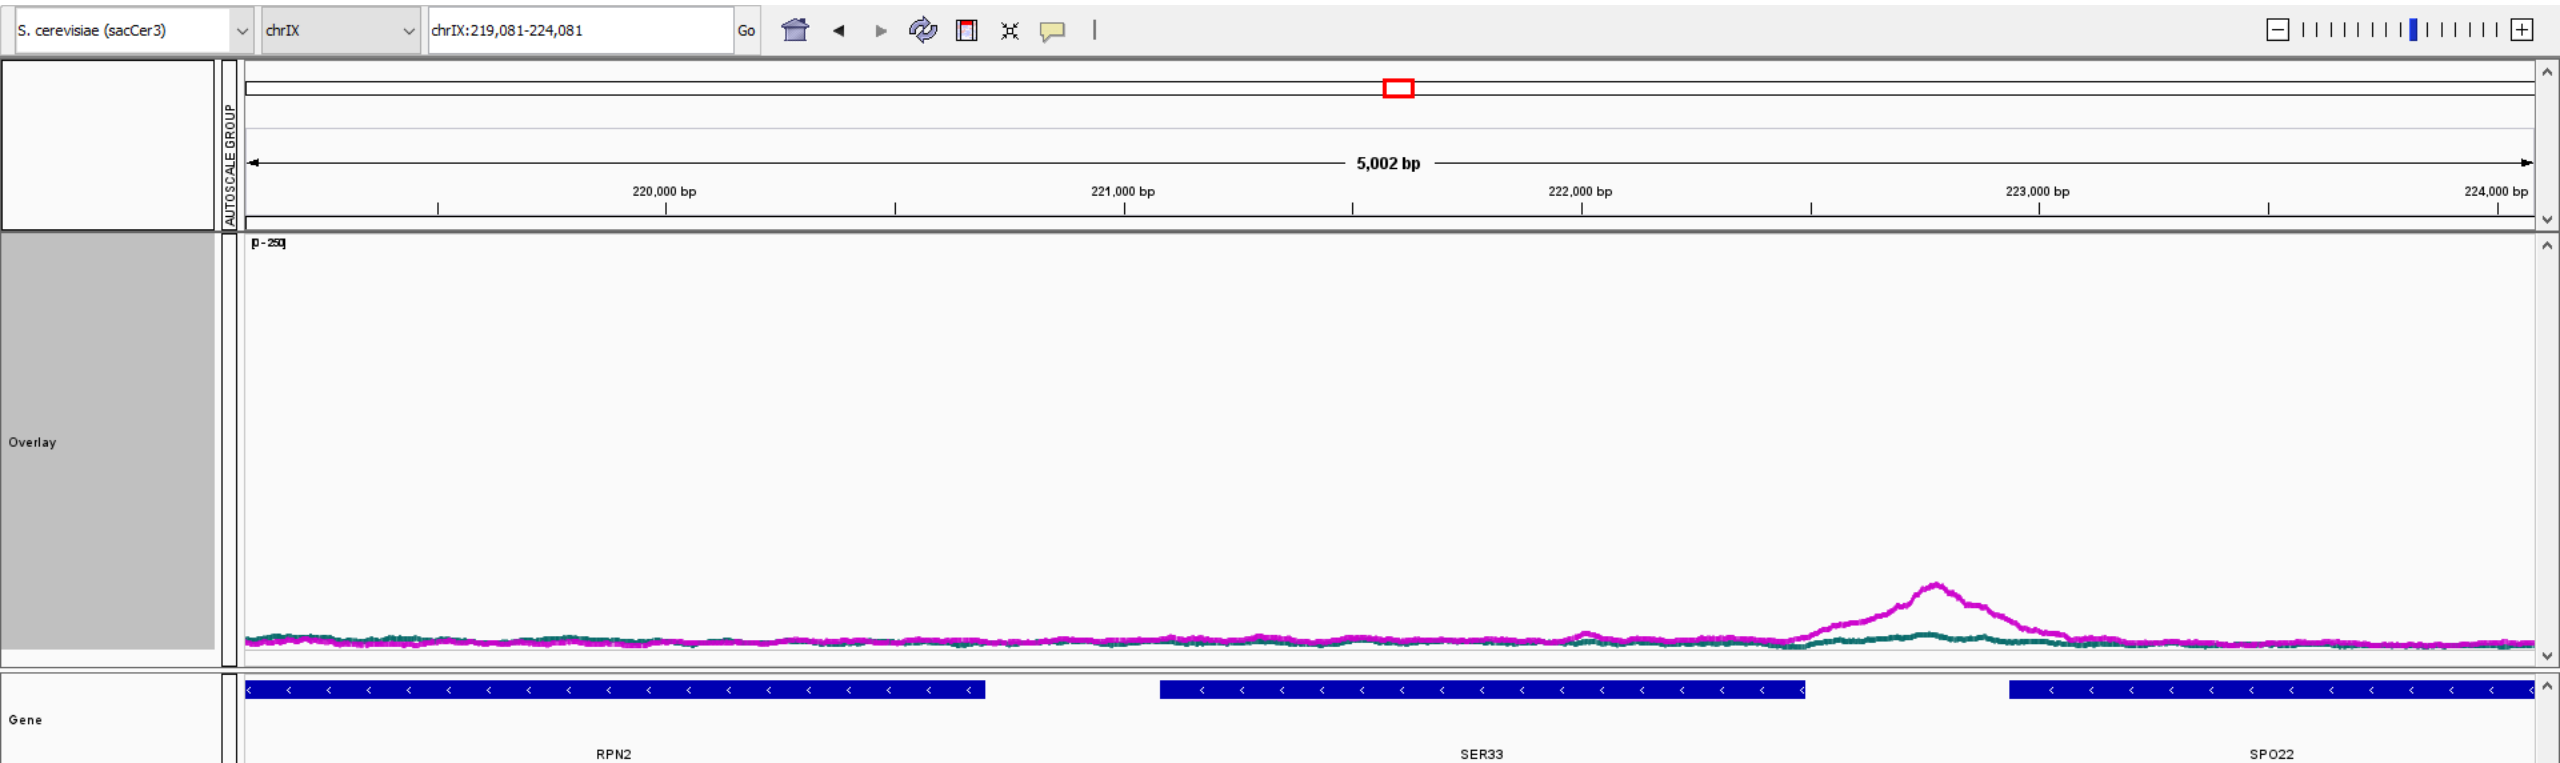

Wild type
snf2Δ

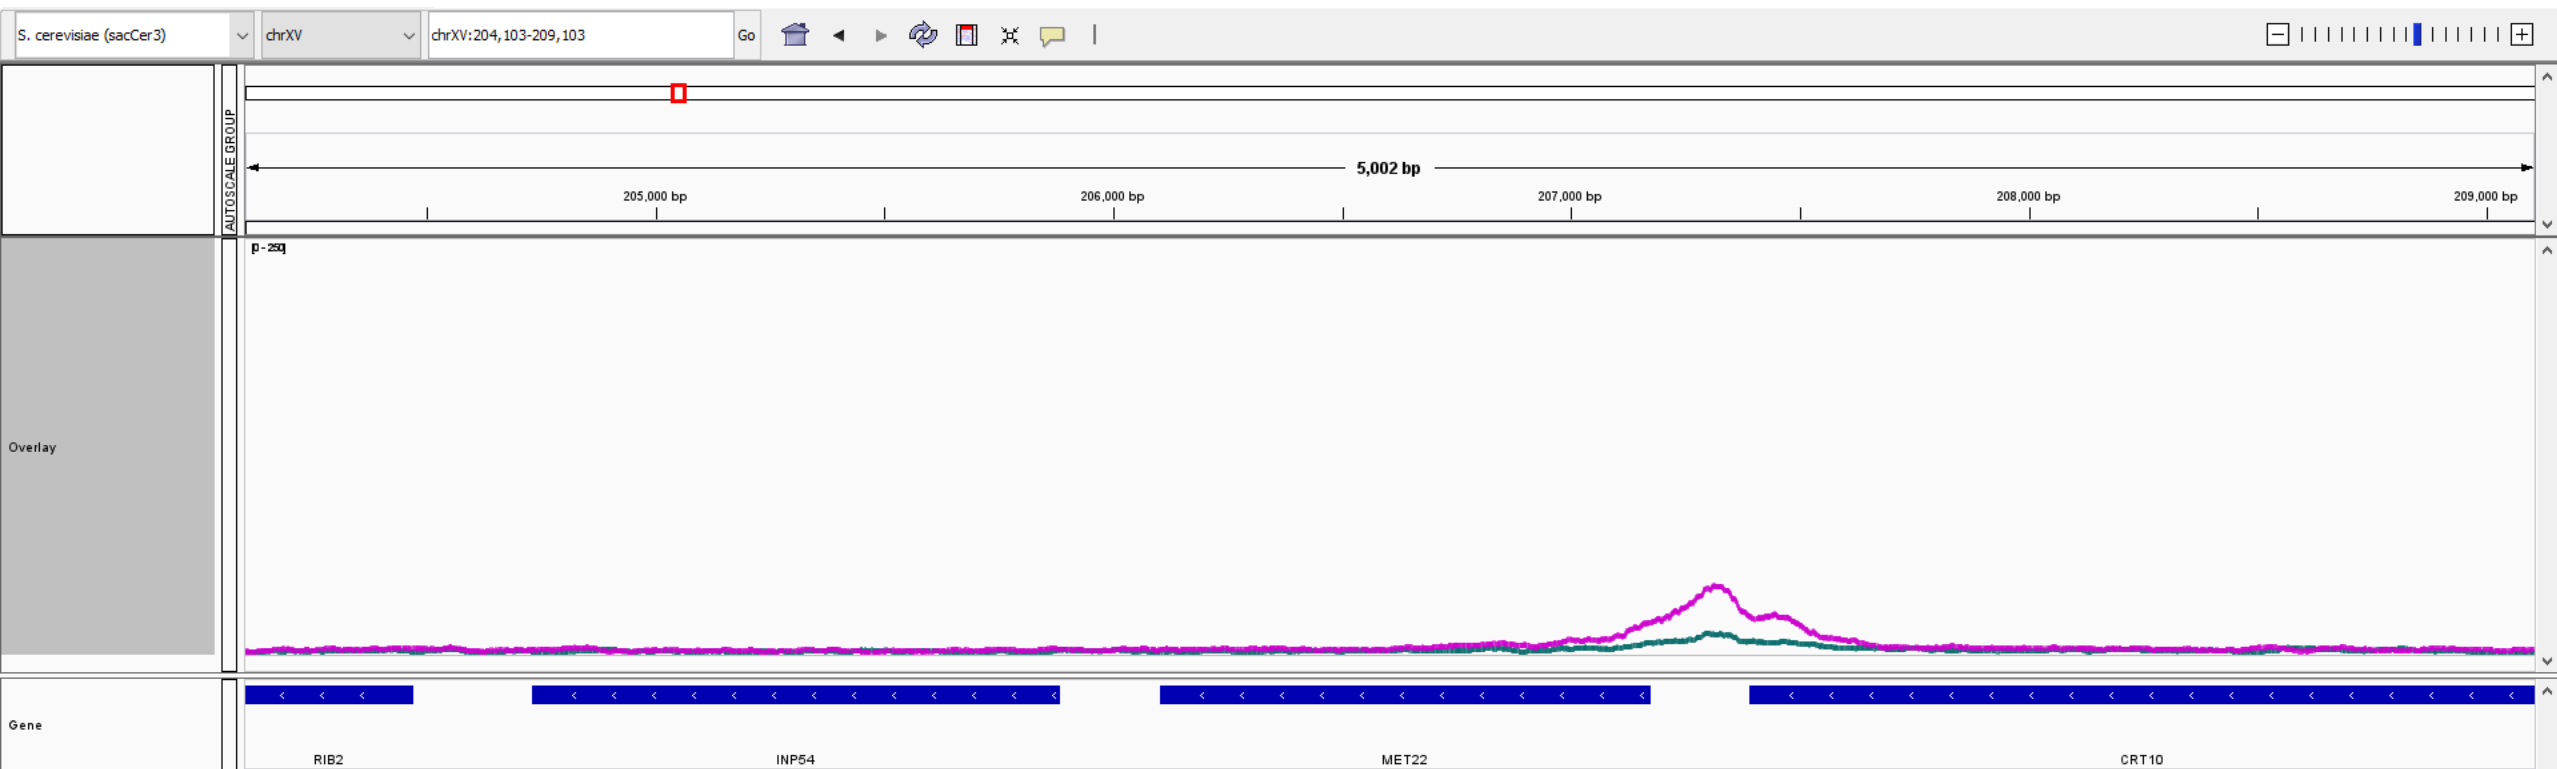

Wild type
snf2Δ

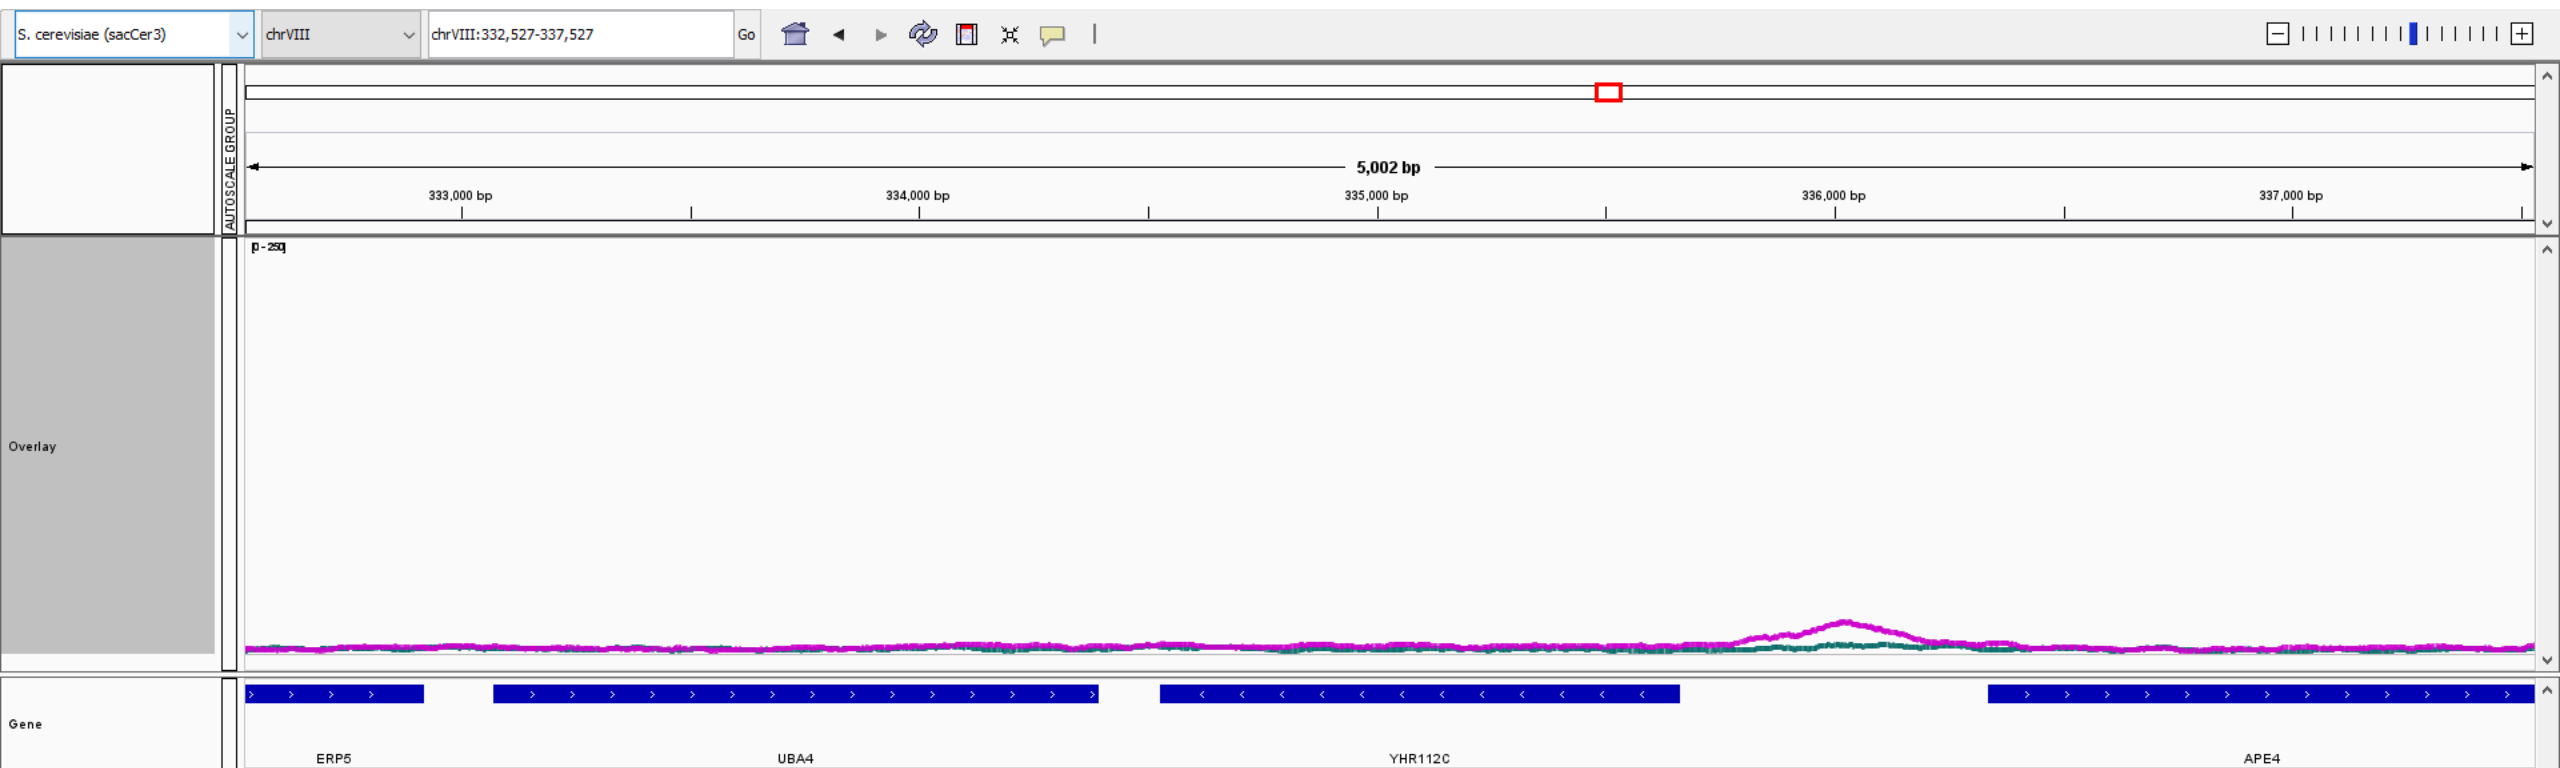

Wild type
snf2Δ

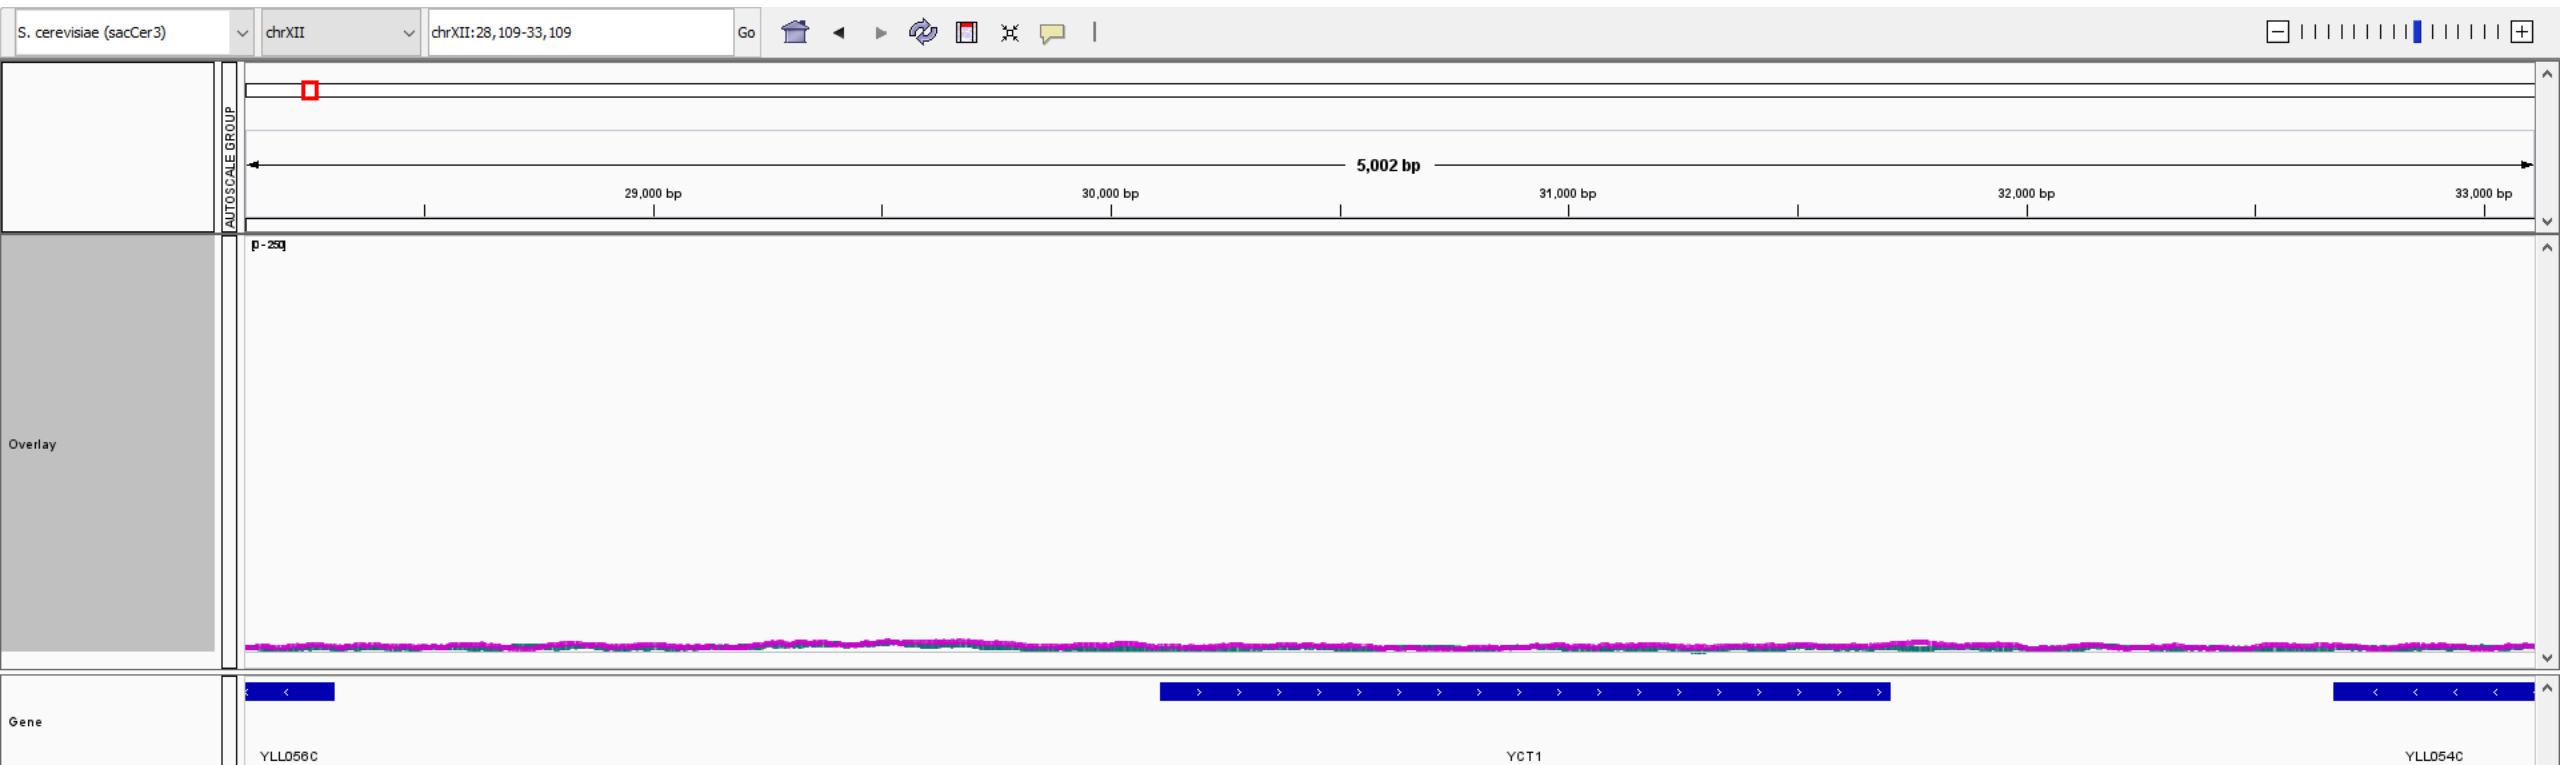

Wild type
snf2Δ

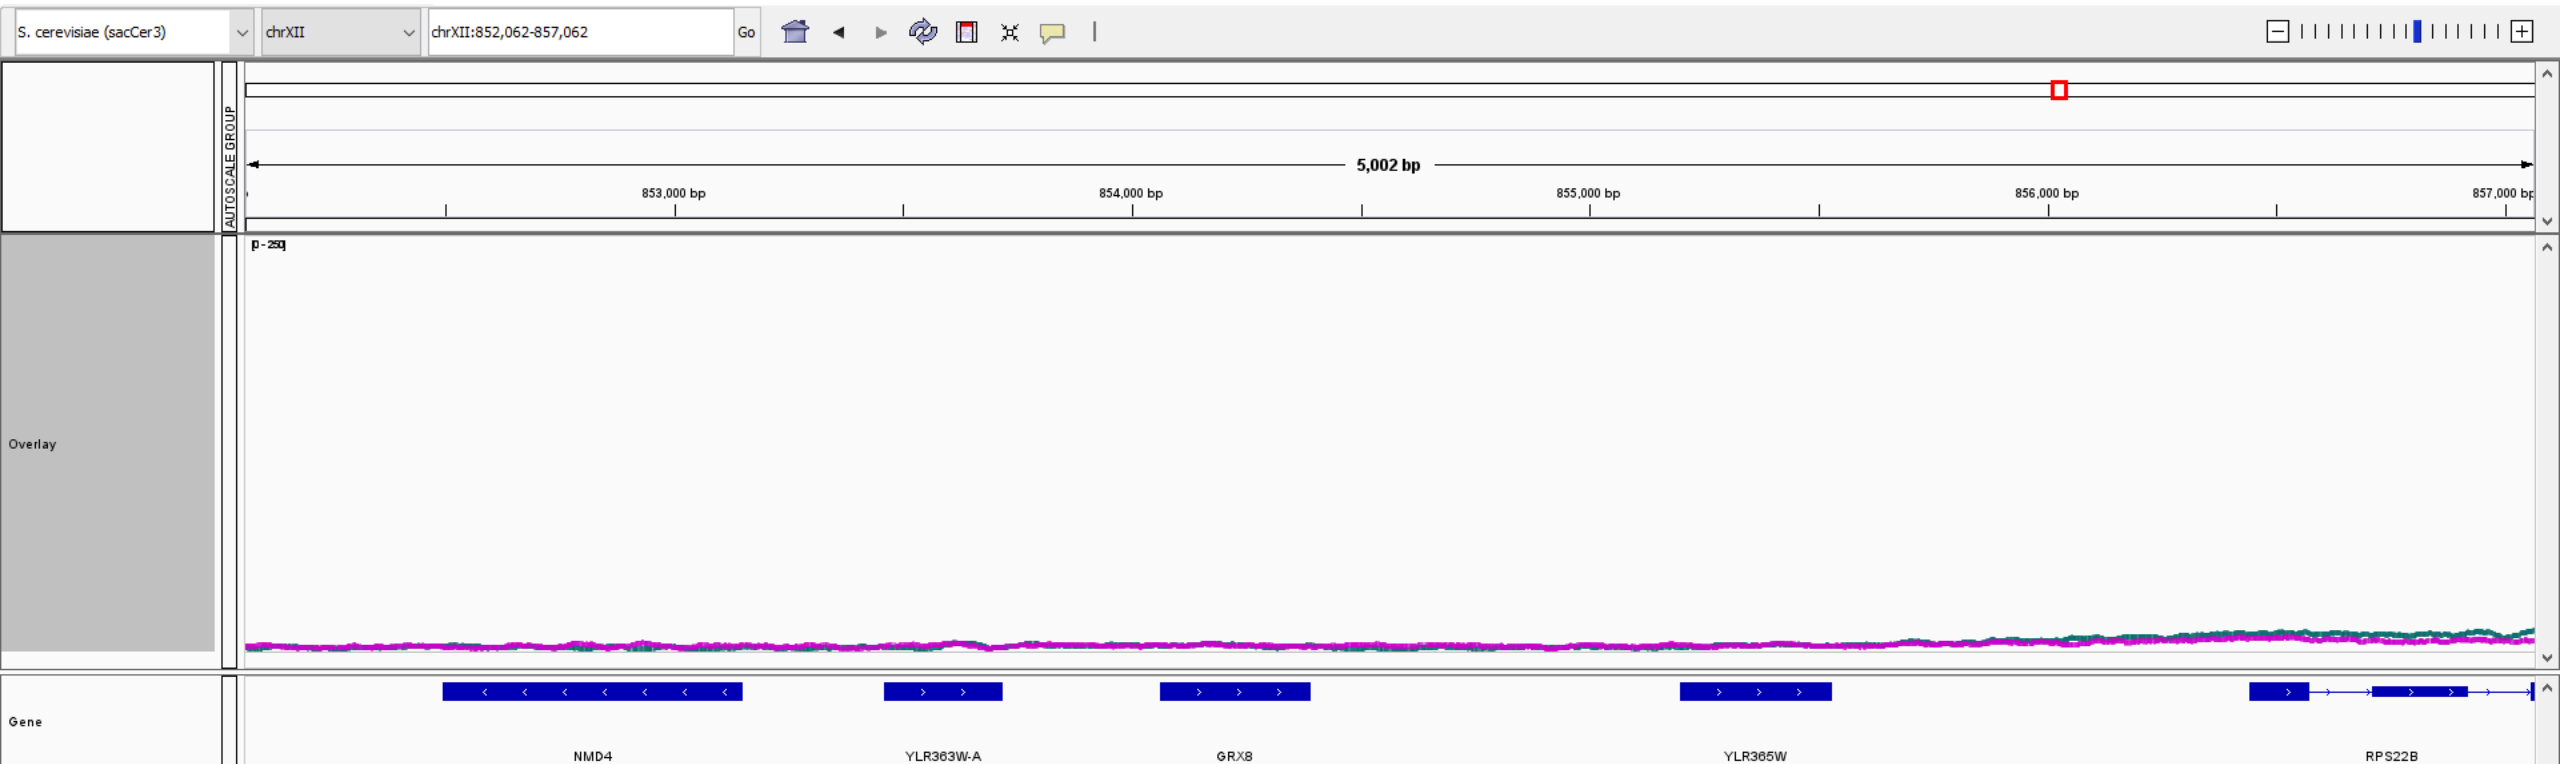

**Supplement:** gkad711_Supplemental_Files

# Supplementary material for: The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10278–91. doi: 10.1093/nar/gkad711
**Supplement:** gkad711_Supplemental_Files

**Supplementary File 1.** Met4-13Myc ChIP genome track data for wild type and *snf2∆* mutant. Each image represents bigwig data from the IGV viewer (2.8.10) for IP replicate #2 for 13Myc-tagged Met4 in both wild type (green) and *snf2Δ* mutant (magenta) strains over a distance of 5002 bp, with a focus on the TSS region of each *MET* gene. Scales are consistent at 0-250, except at *SUL1* and *HIT1,* where an additional 0-50 scale is included.

**Supplementary File 2.** RNA & ChIP seq datasets used in this study. Tab 1 contains RNA seq data from Figures 1, 2 and associated supplementary figures including log2 cpm values for wild type and *snfΔ* mutants grown in YPD with or without 3 mM exogenous cysteine. This also contains comparisons (log2 fold change – “log2fc) of *snfΔ* mutants vs wild type under each condition. Tab 2 contains RNA seq data used as part of Figure 1 for wild type cells grown in YPD and SD media without amino acids, including log2 cpm and log2 fold change comparisons between conditions. Tab 3 contains ChIP seq Diffbind values for Met4-13Myc tagged wild type (SD and YPD-grown) and YPD-grown *snf2Δ* and *snf5Δ* mutants used in Figures 4 , 5 and associated supplementary figures. Tab 4 contains average cpm values for the *MET* regulon from an RNA seq dataset for wild type vs *snf2Δ* mutants from a Met4 anchor away (Met4-AA) experiment used in Figure 6 and S6. Tab 5 contains Diffbind values for the *MET* regulon from an anti-Rpb1 ChIP seq dataset for wild type vs *snf2Δ* mutants from a Met4 anchor away (Met4-AA) experiment used in Figure S6.

How the deposited data were processed for this re-analysis (not part of the article)

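RNA was measured in 18 libraries, 3 replicates of each of 6 groups, namely wt, *snf2Δ* and *snf5Δ* cells in YPD and after 30 min in YPD with 3 mM cysteine. The paper gives an OD600 of 0.6 to 0.8 at harvest and the sample labels 0.4 to 0.8. The authors demultiplexed the reads with bcl2fastq 2.18, aligned them with STAR 2.7.3a to the sacCer3 genome with Ensembl gene models, and deposited 1 table of counts per gene for all libraries, with no normalization. The authors also deposited TPM values from RSEM 1.3.0, which are scaled to the same total in each library and by gene length. In the same files the authors deposited RSEM's expected counts, which are not normalized and share out reads that have several places. The TPM file of each library was checked against the counts, and in 18 of 18 libraries the file of the same name had the highest correlation. Across genes, the correlation of counts and expected counts lay between 0.9119 and 0.9328 (genes are not independent replicates). Of 7127 gene identifiers, 6047 matched the reference annotation and 1080 did not, and 5989 are nuclear protein-coding genes. The 4 lines of the table that name no gene hold reads with no place, several places, no gene or several genes. They took 14.4% to 78.2% of a library and were left out of library sizes and tests.

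Counts in genes lay between 1329986 and 4845830 per library. Genes were kept by filterByExpr, which left 5757, and libraries were scaled by TMM. All groups were fitted together with edgeR 4.0.16 in R 4.3.3 and compared with its quasi-likelihood test, with a common dispersion of 0.0292, 12 residual degrees of freedom and a prior of 4.5. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05, and the counts of more than 4-fold changes use the fold threshold of the paper. The comparisons were each mutant against wt in each medium, YPD+Cys against YPD in each strain, the difference of the cysteine response between each mutant and wt, and *snf5Δ* against *snf2Δ* in YPD. Counts with known changes were simulated for independent libraries from the wt YPD means, the fitted dispersions and the library sizes. There edgeR recovered 67.2% of 2-fold and 97% of 4-fold changes for *snf2Δ* against wt in YPD, with 5 false calls. For the difference of the cysteine response in *snf2Δ* it recovered 38.8% and 87.9%. The simulated libraries lack the deviations that same-numbered libraries share, so recovery and false calls in the real data may differ.

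The 32 gene lists were drawn up from textbook knowledge and the paper. They cover sulfur metabolism and its parts, the regulators of the MET genes, other metabolic pathways and transporters, translation, stress, mating type and the deleted genes. Of these, 30 were tested for enrichment among called genes with Fisher's exact test against all genes tested, and with camera of limma 3.58.1, at its preset correlation of 0.01 and at an estimated correlation. GO terms were not used. The genes named in the text are those the paper names in its text on these data, those labelled in Fig. 2E and Fig. 2F, members of a list where that list is described, and in each comparison up to 10 genes per direction with the largest change among those called, with at least 10 CPM in a group and libraries of the groups that do not overlap, leaving out *SNF2*, *SNF5* and the strain's deletion markers. Values in the paper's tables had been seen when the rule was written. The lists, the comparisons, the rule for named genes and the alternatives were set before the data were examined, except where an alternative is said to have been added.

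The labels number the replicates but do not say whether a number marks a shared culture or day. Deviations from the group mean correlated across genes between same-numbered YPD and YPD+Cys libraries of a strain, at 0.609, 0.608 and 0.49 in wt, against a mean of -0.284 for other numbers, and at 0.571, 0.459 and 0.787 in *snf2Δ* and 0.492, 0.224 and 0.513 in *snf5Δ*. Same-numbered libraries of the mutants also deviated together, at 0.477, 0.281 and 0.593 for *snf2Δ* in YPD+Cys and *snf5Δ* in YPD and at 0.435, 0.082 and 0.551 for both in YPD, while those of wt and *snf2Δ* in YPD did not (-0.306, 0.174 and -0.006). Results of cysteine within a strain are therefore also given with replicate number within strain as a block, a fit added after the data were seen.

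The alternatives were RLE size factors, library totals, no low-count filter, a minimum of 10 counts in every library, nuclear protein-coding genes, DESeq2 1.42.0, limma on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a mean TPM of at least 1, a fit to the compared groups alone, replicate number as a block, and leaving out each library in turn. Added after the data were seen were the block within strain, RSEM's expected counts, and leaving out the 3 libraries in which over 40% of the reads had several places. The markers of the strain were checked, and *LEU2*, *URA3* and *MET17* had 0 counts in all libraries, while *HIS3*, of which the paper lists the his3Δ1 allele, had 44 to 167 counts in each. ChIP, growth and protein experiments of the paper have no files among those used and were left out.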

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

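The tests of scaling for the ribosomal protein genes, those of other mating type, scaling and diploid cells for the mating genes, and the fit with a block within strain were chosen only after the result was seen.

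Genes of cytosolic ribosomal proteins, which the paper does not discuss, were lower in *snf2Δ* than in wt in YPD for 110 of 137 members and in *snf5Δ* for 126 (122 and 132 lower when adjusted over the list alone), with *RPS3* at -0.90 in *snf2Δ*. Scaling between libraries as the whole explanation is argued against by a list median of -0.526 in *snf2Δ* with library totals, and 79 genes were then called lower in *snf2Δ* and 43 in *snf5Δ*, but limma on log2(TPM + 1) called 0 of 135 lower in either mutant (20 and 1 at an unadjusted p under 0.05, against 114 and 127 called by DESeq2), with medians of -0.586 and -0.275. Gene length or expression level is argued against too as the whole explanation. The list median of -0.771 lies below 10000 lists matched on both, which had a median of -0.226 and a lowest value of -0.369. Their median lies below the 0.019 of all genes, so a part stays open. The matched genes were a little longer (median 822 against 771) and less expressed (median log2 CPM 8.76 against 9.07). Random lists also lack the correlation between ribosomal protein genes. Reads shared between paralogs are argued against by 19 genes without a listed paralog, with a median of -0.766 (95% bootstrap interval over genes -0.871 to -0.67). The interval resamples genes, which vary together, and does not measure the spread between libraries. A lower demand for ribosomes in mutants that may grow more slowly stays open and was not tested, and with an estimated correlation the list was not called (adjusted p = 0.313 in *snf2Δ* and 0.315 in *snf5Δ*).

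Of 7 a-specific mating genes, 6 were lower in each mutant in YPD (6 and 7 when adjusted over the list alone), such as the pheromone genes *MFA1* (-2.60 in *snf2Δ*) and *MFA2* (-2.10) and the receptor gene *STE2* (-1.62). Of 11 haploid mating genes, 7 were lower in *snf2Δ* and 6 in *snf5Δ* (7 and 6 when adjusted over the list alone; 4 in *snf2Δ* without wt replicate 1 or *snf2Δ* replicate 1), among them *HO* and *AGA1*. Cells of the other mating type in the mutant cultures are argued against, since the alpha pheromone gene *MF(ALPHA)1* had at most 0.897 CPM and no alpha-specific gene more than 23.192 CPM in a mutant YPD library, although the alpha receptor gene *STE3* was higher in *snf2Δ* (1.57, adjusted p = 0.0016) at up to 12.373 CPM, against a summed loss of 923 and 981 CPM from the a-specific genes in *snf2Δ* and *snf5Δ*, and scaling between libraries is argued against by a median of -1.378 with library totals. Diploid cells could lower both lists, and the gap of -0.894 between the list medians in *snf2Δ* (95% bootstrap interval -1.934 to -0.122), with an interval of -2.36 to 0.298 in *snf5Δ*, leaves this open because the lists are small. Both intervals resample genes and not libraries. Diploid cells alone would lower each a-specific gene by the same factor. The falls were unequal over both media. *MFA1* had 12.4 to 16.9 CPM in *snf2Δ* against 57.0 to 108.9 in wt, and *STE6* 247 to 305 against 417 to 549. This argues against diploid cells as the whole explanation in *snf2Δ*, while a part stays open. An effect of Swi-Snf on these genes also stays open, and camera with an estimated correlation called the a-specific list in both mutants (adjusted p = 0.00268 and 0.00213).

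Other lists that the paper does not discuss held genes called in the mutants or with cysteine. In YPD, phospholipid synthesis had 6 of 15 genes lower in *snf2Δ* and 7 lower and 1 higher in *snf5Δ* (7 and 8 lower, 1 and 1 higher when adjusted over the list alone), led by *CHO2*, *FAS1* and *FAS2*, while its median in *snf5Δ* was 0.034 with limma on log2(TPM + 1). The 1 higher was lost without wt replicate 2 or 3 or *snf5Δ* replicate 1 or 3. The phosphate regulon had 5 and 8 of 13 lower (7 and 9 when adjusted over the list alone), with *PHO84*, the phosphate transporter, at -5.58 in *snf2Δ*, while its median in *snf5Δ* was 0.06 with limma on log2(TPM + 1). It had 3 lower in *snf2Δ* without wt replicate 3 or *snf2Δ* replicate 2, and 5 in *snf5Δ* without wt replicate 1. Copper uptake had 3 and 3 of 4 lower (3 and 3 when adjusted over the list alone), namely *FRE7*, *FRE1* and *CTR1*. The *CTR1* call was lost in *snf2Δ* without wt replicate 1 or 3 or any 1 *snf2Δ* replicate (adjusted p from 0.0559 to 0.209) and in *snf5Δ* without wt replicate 1 or *snf5Δ* replicate 2 or 3 (0.0842 to 0.174). Hexose transporters went both ways, with 5 of 10 lower and 3 higher in *snf2Δ* and 5 lower and 2 higher in *snf5Δ* (5, 3, 6 and 2 when adjusted over the list alone), among them *HXT7* at -3.19 and *HXT5* at 3.88 in *snf2Δ*. In *snf2Δ* 3 were lower without wt replicate 2 or 3 or *snf2Δ* replicate 1 and 2 without *snf2Δ* replicate 3, and 1 was higher without wt replicate 3. In *snf5Δ* 3 were lower without wt replicate 2 or 3 or *snf5Δ* replicate 3 and 2 without *snf5Δ* replicate 2. Daughter-specific cell separation genes such as *DSE2* had 6 and 9 of 9 lower (6 and 9 when adjusted over the list alone), and 2 and 4 without wt replicate 1. With an estimated correlation, camera called phospholipid synthesis in both mutants (adjusted p = 0.0307 and 0.0332) and did not call the phosphate regulon (adjusted p = 0.313 and 0.205), copper uptake (0.341 and 0.315), the hexose transporters (0.879 and 0.788) or daughter-specific cell separation (0.348 and 0.353). In wt with cysteine, 3 copper uptake genes and 2 genes of the phosphate regulon, *PHO89* and *VTC3*, were lower (3 and 7 when adjusted over the list alone), and the *PHO89* call was lost without wt replicate 2 of YPD or any 1 wt library of YPD+Cys (adjusted p from 0.0683 to 0.0997). With replicate number within strain as a block, a fit chosen after the data were seen, 7 of 13 phosphate regulon genes were lower in wt with cysteine (Fisher adjusted p = 5.7e-07). Camera with an estimated correlation then called the phosphate regulon (adjusted p = 0.039) and copper uptake (0.011) in wt. The paper shows *snf5Δ* with cysteine against wt for MET genes in Fig. 2D and by RT-qPCR in Fig. S2. Over all genes, 52 changed with cysteine within *snf5Δ*.

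The response to cysteine differed from that of wt for 5 genes in *snf2Δ* and 19 in *snf5Δ*, by the test of the difference itself. The phosphate regulon differed as a list, with a median difference of 0.531 in *snf2Δ* (camera adjusted p = 0.0024 with an estimated correlation) and 0.671 in *snf5Δ* (camera adjusted p = 0.0365 with an estimated correlation). With replicate number within strain as a block, a fit chosen after the data were seen, the adjusted p with an estimated correlation was 0.0252 in *snf2Δ* and 0.0885 in *snf5Δ*, so the *snf5Δ* call was lost. Between *snf5Δ* and *snf2Δ* in YPD, 172 genes differed, 97 higher and 75 lower in *snf5Δ*, and the count was 64 without *snf2Δ* replicate 1, 71 without *snf2Δ* replicate 2, 92 without *snf5Δ* replicate 1, 75 without *snf5Δ* replicate 2, and 305 with replicate number as a block.

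Other splits of the same libraries were counted for each comparison. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In 6 of the 8 comparisons of 2 groups the real split alone, 1 of 10, called as many genes, and the highest other count was 0. It was also 1 of 10 for cysteine in wt, with a real count of 25 and a highest other count of 1, and for *snf5Δ* against *snf2Δ*, with 172 and a highest other count of 2. For the difference of the cysteine response, 11 of 100 splits called at least 5 genes in *snf2Δ* (highest other 94). In *snf5Δ*, 8 of 100 called at least 19 genes (highest other 78). These splits permute the media within each strain and can keep an effect of cysteine. They therefore cannot decide whether chance explains the counts, and chance is not excluded. The split that swaps the media in 1 strain adds the 2 responses to cysteine in place of comparing them, and it called 66 and 78 genes. It is among the 17 other splits that part all same-numbered pairs, of which 4 called as many genes in *snf2Δ* and 4 in *snf5Δ*. The 94 in *snf2Δ* came from a split that parts fewer of these pairs.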

How the results depend on the processing

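Of the tests here, those without the 3 libraries rich in reads with several places, with RSEM expected counts and with the replicate block within strain were chosen only after the results were seen. The increase of sulfur metabolism genes in YPD held under each setting, with 14 to 19 genes higher in *snf2Δ* and 19 to 24 in *snf5Δ* under the alternatives, and 15 to 17 and 17 to 19 with 1 library left out. With limma on log2(TPM + 1) and log2(TPM + 0.1), in that order, the genes changed were 287 and 327 in *snf2Δ* in YPD, 3557 and 3528 in *snf5Δ* in YPD+Cys, 46 and 39 between *snf5Δ* and *snf2Δ*, and with cysteine 10 and 9 in wt, 17 and 17 in *snf2Δ* and 30 and 27 in *snf5Δ*. The difference of the cysteine response then had 2 and 1 genes in *snf2Δ* (2 and 1 for sulfur metabolism) and 8 and 7 in *snf5Δ* (8 and 7 for sulfur metabolism), the cutoff of the volcano plots was passed by 10 and 6 in wt and 14 and 15 in *snf2Δ*, and 250 and 287 calls were shared by the mutants. More than 4-fold changes were 62 in *snf2Δ* and 103 in *snf5Δ* in YPD and 7 in *snf2Δ* with cysteine on log2(TPM + 1), and 3 in wt with cysteine on log2(TPM + 0.1). Sulfur metabolism genes above wt in YPD+Cys were 5 and 6 in *snf2Δ* and 9 and 10 in *snf5Δ*, and 12 and 12 fell with cysteine in *snf2Δ*.

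With a fit to the compared groups alone, which has fewer samples, the genes changed were 688 in *snf2Δ* in YPD, 571 in *snf2Δ* in YPD+Cys, 6 in wt and 23 in *snf2Δ* with cysteine and 109 between the mutants. The volcano cutoff was then passed by 6 in wt and 20 in *snf2Δ*, 2 genes changed more than 4-fold in wt with cysteine, 1 sulfur metabolism gene was higher in *snf5Δ* in YPD+Cys, 1 fell in wt with cysteine, and 5 lists were enriched among genes higher in *snf2Δ* in YPD. With DESeq2, 42 genes changed in wt with cysteine, the difference of the response had 14 genes in *snf2Δ* (9 for sulfur metabolism) and 30 in *snf5Δ*, and 36 and 54 genes passed the volcano cutoff in wt and *snf2Δ*. With 10 counts in every library, which tests fewer genes, 50, 72 and 3 genes changed more than 4-fold in *snf2Δ* and *snf5Δ* in YPD and in wt with cysteine. Replicate number as a block gave 305 genes between the mutants. The block within strain gave 358 genes with cysteine in wt, 299 in *snf2Δ* and 207 in *snf5Δ*, 32 and 84 for the difference of the response, 255 and 224 past the volcano cutoff, 12 sulfur metabolism genes lower in wt and 15 in the difference for *snf2Δ*. Without the 3 libraries, which leaves 1 *snf2Δ* library in YPD that is assumed to vary like the others, 531 genes changed in *snf2Δ* in YPD, 17 with cysteine in *snf2Δ* (11 for sulfur metabolism, 15 past the volcano cutoff), 3 in the difference for *snf2Δ* and 21 between the mutants, and 412 calls were shared. Except where fewer samples or genes are named, the cause was not tested.

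Leaving out 1 library gave 755 to 1112 genes in *snf2Δ* and 1132 to 1379 in *snf5Δ* in YPD, 629 to 1014 and 803 to 1058 in YPD+Cys, 17 to 25 in wt, 21 to 33 in *snf2Δ* and 41 to 44 in *snf5Δ* with cysteine, 4 to 6 and 13 to 18 for the differences, 64 to 213 between the mutants, 593 to 792 shared, 15 to 20 and 20 to 30 past the volcano cutoff, 1 to 3 sulfur metabolism genes higher in *snf5Δ* in YPD+Cys, 2 to 7 lower in wt (7 without wt replicate 3 of YPD+Cys) and 13 to 19 in *snf2Δ* with cysteine, and 2 to 4 lists enriched among genes higher in *snf2Δ* (4 without wt replicate 3, *snf2Δ* replicate 1 or *snf2Δ* replicate 3 of YPD).

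Counting only genes called under 1 of the 2 settings compared or both, log2 fold changes of named genes reversed in 27 cases, and sign changes without a call are left out. In *snf5Δ* in YPD, with library totals *GSH2* had 0.059 and *MET12* 0.351, and *GSH2* had 0.234 and 0.249 with limma on the 2 TPM scales. In *snf5Δ* in YPD+Cys, the TPM scales gave 0.045 and 0.046 for *SAH1*, 0.183 and 0.191 for *CYS3*, 0.672 and 0.740 for *CBF1*, 0.108 and 0.115 for *SER33*, 0.749 and 0.794 for *CTR1*, 0.719 and 0.806 for *MET10*, 0.753 and 0.801 for *MET22*, 0.545 and 0.589 for *MET12*, 0.735 and 0.753 for *HOM2*, 0.474 and 0.482 for *HOM6*, 0.763 and 0.848 for *MET31*, and 0.694 for *SUL2* on log2(TPM + 0.1), where the median of all genes was 0.811. Pairs of a named gene and a comparison were also compared by status, called or not called, where an unchanged status includes pairs called in neither setting. DESeq2 left the status of 651 unchanged, gained 20 calls and lost 1. RSEM expected counts left 652 unchanged, gained 1 and lost 18. With limma on log2(TPM + 1), 556 were unchanged, 16 calls were gained, 87 were lost and 12 pairs were reversed. At this depth, edgeR recovered 16.4% of simulated 1.5-fold changes for *snf2Δ* in YPD and 3% for the difference of the cysteine response in *snf2Δ*.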

Differences from the paper's values

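For *MET22* in *snf5Δ* against wt in YPD+Cys, the paper's log2 fold change in its supplementary table is 0.01958, with the paper's adjusted p of 0.954, and the value here is -0.022. The sign is also negative with RLE size factors (-0.013), no low-count filter (-0.017), DESeq2 (-0.013) and replicate number as a block (-0.02). The values with library totals (0.228) and limma on log2(TPM + 1) (0.753) and log2(TPM + 0.1) (0.801) lie further from the paper's value than the replicate SD of 0.159. It does not differ from the paper's with 10 counts in every library (0.021), nuclear protein-coding genes (0.008), a fit to the compared groups alone (0.003), or without wt replicate 1 (0.019) or 3 (0.052) or *snf5Δ* replicate 1 (0.019) or 2 (0.022) of YPD+Cys. Without wt replicate 2 it was -0.103 and without *snf5Δ* replicate 3 -0.071.

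The paper states that *MET4* transcripts are a little higher in *snf2Δ* than in wt. In YPD, the paper's table gives *MET4* a log2 fold change of 0.4512 and an adjusted p of 0.0464. Here the change is 0.42, with the paper's direction, and the adjusted p is 0.134. Library totals call *MET4* higher in *snf2Δ* (adjusted p = 0.0342), and the other settings tried have an adjusted p from 0.0526 to 0.434.

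Of 23 genes labelled in Fig. 2F as past the cutoff in *snf2Δ*, 22 pass it here. *CTR1* has an adjusted p of 0.0386 and does not. DESeq2 and replicate number as a block put *CTR1* and the other 22 past the cutoff, as does the block within strain, which was chosen after the values were seen and drops 0 of the 23. A fit to the compared groups alone puts *CTR1* past it and drops *SAM1*, *MET10* and *MET16*. The 5 genes labelled in Fig. 2E pass.

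Fig. S2A gives sulfur pathways for the genes repressed by cysteine in *snf2Δ*. Of the lists used here, which are not GO terms, copper uptake was also enriched, with *FRE1* and *CTR1* lower. The paper's stated cutoff for changed genes also asks for more than 4-fold, which neither gene reached, so the gene sets are unlike. The *CTR1* call was lost whichever *snf2Δ* library was left out.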

Other observations

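The tests of depth and of scaling for the sulfate assimilation genes were chosen only after the result was seen.

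In YPD, many changes of the mutants lay outside sulfur metabolism. *SER3*, which starts serine synthesis, was among the most increased genes in *snf2Δ* (3.55) and had 0.17 in *snf5Δ* (adjusted p = 0.522), a difference between the mutants of -3.38 (standard error 0.18, adjusted p = 3.3e-09). Of 38 genes of amino acid synthesis other than sulfur 7 were higher and 9 lower in *snf2Δ* and 10 higher and 6 lower in *snf5Δ* (7, 11, 11 and 10 when adjusted over the list alone). Those lower were 5 in *snf2Δ* without wt replicate 3 or *snf2Δ* replicate 1 and 2 in *snf5Δ* without wt replicate 3 or *snf5Δ* replicate 1, and 5 were higher in *snf5Δ* without *snf5Δ* replicate 2. The iron regulon had 8 of 23 genes lower and 3 higher in *snf2Δ* and 4 lower and 4 higher in *snf5Δ* (9, 3, 6 and 5 when adjusted over the list alone), the lower ones including the siderophore transporter genes *SIT1* (-3.61 and -2.57) and *ENB1*. In *snf2Δ* 1 was higher without wt replicate 1 or 3 or *snf2Δ* replicate 1, Fisher's adjusted p for the lower ones was 0.0179, and camera gave an adjusted p of 0.341 with an estimated correlation. *HXT5*, a hexose transporter, was higher (3.88 and 5.11), as were the heat shock protein genes *HSP26* (3.78 and 6.03) and *HSP12*, while *GSY1*, a glycogen synthase, fell (-3.39 and -4.29). The cell wall mannoprotein genes *TIR1* (-4.70 in *snf2Δ*) and *TIR3* were lower in both. Of 24 ergosterol synthesis genes, 6 were lower in *snf2Δ* and 8 lower and 3 higher in *snf5Δ* (8, 11 and 3 when adjusted over the list alone), with list medians of -0.236 and -0.28 that were 0.007 and 0.067 with library totals, and 1 was higher in *snf5Δ* without wt replicate 2.

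Several of these differences were also present in YPD+Cys, with 6 a-specific mating genes lower in each mutant (6 and 6 when adjusted over the list alone), and 99 and 56 ribosomal protein genes (113 and 105 when adjusted over the list alone), although for *snf5Δ* the median of the ribosomal protein list was 0.326 with limma on log2(TPM + 1). The counts of ribosomal protein genes depended on single libraries of YPD+Cys, with 35 in *snf2Δ* without wt replicate 3 and 37 without *snf2Δ* replicate 1, and in *snf5Δ* 33, 92 and 9 without wt replicate 1, 2 and 3, 12 without *snf5Δ* replicate 1 and 9 without *snf5Δ* replicate 2. Genes of the TCA cycle and respiration were higher for 12 of 40 in *snf2Δ* and 28 in *snf5Δ* in YPD+Cys (14 and 30 when adjusted over the list alone), and in *snf2Δ* for 7 without wt replicate 1 or 2 and 5 without *snf2Δ* replicate 3 of YPD+Cys. With cysteine, 14 of 17 glycolysis genes rose in *snf2Δ* when adjusted over the list alone and 1, *ENO1*, over all genes (lost without *snf2Δ* replicate 1 or 2 of YPD or 1 or 3 of YPD+Cys, adjusted p from 0.0823 to 0.188), with a median of 0.53 (camera adjusted p = 0.0083 with an estimated correlation).

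A low depth and many reads with several places in 3 mutant libraries could be a candidate source of the increase of the sulfate assimilation genes in YPD. It is argued against by the other 3 mutant YPD libraries, in which at most 9.22% of the reads had several places and the lowest list median was 1.771 above the wt YPD mean on the log2 scale, while no wt YPD library deviated by more than 0.048. Scaling between libraries is argued against as the whole source, since the lower of the 2 list medians lies 1.836 above the median of all genes. A repression that needs Swi-Snf in both media is argued against by the mutants in YPD+Cys, which still lack the complex. Their list medians lay between -0.17 and 0.44 there, against 1.54 to 2.76 in YPD. A role of Swi-Snf in YPD alone stays open as a hypothesis here. The paper tested the cause by adding cysteine, overexpressing *SAM1* or *CYS4* and depleting Met4 from nuclei. It attributes the activation to a cysteine deficiency to which Met4 responds. No other biological explanation was tested here.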
